# Blockage of PPARγ T166 phosphorylation enhances the inducibility of beige adipocytes and improves metabolic dysfunctions

**DOI:** 10.1038/s41418-022-01077-x

**Published:** 2022-11-03

**Authors:** Nanfei Yang, Yuxin Wang, Qiang Tian, Qiuping Wang, Yan Lu, Luchen Sun, Sijie Wang, Yuncheng Bei, Jianguo Ji, Hu Zhou, Wei Yang, Pengju Yao, Wenyuan Zhu, Lingyun Sun, Zhifeng Huang, Xiaokun Li, Pingping Shen

**Keywords:** Cell biology, Molecular biology

## Abstract

Beige adipocytes in mammalian white adipose tissue (WAT) can reinforce fat catabolism and energy expenditure. Promoting beige adipocyte biogenesis is a tantalizing tactic for combating obesity and its associated metabolic disorders. Here, we report that a previously unidentified phosphorylation pattern (Thr166) in the DNA-binding domain of PPARγ regulates the inducibility of beige adipocytes. This unique posttranslational modification (PTM) pattern influences allosteric communication between PPARγ and DNA or coactivators, which impedes the PPARγ-mediated transactivation of beige cell-related gene expression in WAT. The genetic mutation mimicking T166 phosphorylation (p-T166) hinders the inducibility of beige adipocytes. In contrast, genetic or chemical intervention in this PTM pattern favors beige cell formation. Moreover, inhibition of p-T166 attenuates metabolic dysfunction in obese mice. Our results uncover a mechanism involved in beige cell fate determination. Moreover, our discoveries provide a promising strategy for guiding the development of novel PPARγ agonists for the treatment of obesity and related metabolic disorders.

## Introduction

White adipose tissue (WAT) plays a central role in whole-body metabolic homeostasis [1]. WAT incorporates excess nutrients into lipid droplets, buffering metabolic stress and avoiding lipid toxicity to peripheral metabolic organs [2]. However, during obesity, adipocyte hypertrophy in WAT disturbs the normal energy balance, turning adipose tissue into inflamed tissue and further leading to ectopic fat deposition, which together result in insulin resistance and multitudinous complications [3–5]. Thus, restoration of the balance of energy consumption and expenditure in WAT is critical for attenuating WAT metabolic dysfunctions [6].

Beige adipocytes (or beige cells) are a type of inducible brown-like fat cell in WAT. Beige adipocyte biogenesis represents an elaborate process of adaptive metabolic remodeling in WAT [7–9]. The generated beige cells possess increased lipid catabolism and mitochondrial respiration, which accelerate the energy expenditure of WAT [10, 11]. Moreover, recent studies have demonstrated the crucial roles of beige cells beyond energy regulation. They act as endocrine cells that secrete bioactive factors to improve insulin resistance and inflammation. Due to this promising role, inducing beige adipocyte generation is considered a tantalizing tactic for combating metabolic disorders [12].

PPARγ is indispensable for adipocyte differentiation. Fat-specific ablation of PPARγ causes lipoatrophy and severe metabolic disturbance [13, 14]. In overnutrition state, PPARγ promotes healthy WAT expansion and maintains metabolic homeostasis [15]. However, in pathologic obesity state, the function of PPARγ is dysregulated by several PTMs [16–19], which change its transactivation behavior and further aggravating obesity related metabolic disorders. Pharmacological treatment with thiazolidinediones (TZDs), classical PPARγ full agonists, regulates these PTMs, strongly reverses the unhealthy WAT remodeling, and improves metabolic disorders. Notably, TZDs dramatically induce the beige adipocyte biogenesis in WAT [20]. TZD activates PPARγ, enhance its binding to PRDM16 or PGC1α (pro-browning cofactors), and increases beige cell gene expression [18, 21]. Meanwhile, TZDs reinforce the cooperation of KLF11 and PPARγ, and sustain the histone modifications in beige-selective genes [22]. However, TZDs treatment cause several severe side effects, such as weight gain, osteoporosis, fluid retention and heart failure [23, 24]. Till date, few selective PPARγ modulators (SPPARMs) were proven to exhibit pro-browning effect in WAT. One major reason is the mechanisms that molecular fine-tuning of PPARγ and recognition of cell-specific genes remain elusive.

Here, we identified a previously unknown phosphorylation pattern in the DNA-binding domain (DBD) of PPARγ (p-T166), which was proven to be a molecular regulator in beige cell development. Phosphorylation of this threonine site by PKCα impeded the inducibility of beige adipocyte and lipid catabolism. p-T166 alters the molecular behavior of PPARγ, which disrupts its binding to transcriptional cofactors and regulates the expression of beige cell-related lipid catabolism genes. More importantly, the level of p-T166 is positively correlated with the obese state, and specific blockage of p-T166 can prevent obesity related metabolic dysfunctions.

## Results

### Identification of T166 phosphorylation pattern in PPARγ

Previously, we found that CDDO, a ligand binding to PPARγ ligand binding domain (LBD) (Fig. S1a) [25, 26], markedly increased the beige cell marker expressions and enhanced binding of pro-browning cofactor PRDM16 to PPARγ (Fig. S1a–d). The analogue, CDDO-Me (C28 carboxyl of CDDO was replaced with carboxymethyl, also the ligand of PPARγ [25]) could not effectively induce beige cell gene expression (Fig. S1b, c). The effect of CDDO on beige cell differentiation was not due to simply driving overall adipogenesis because when the mRNA levels of *UCP1* and *Cidea* were normalized to the classical adipogenic marker gene *aP2* (also known as *Fabp4*), the induction of these genes was still significant (Fig. S1e). In parallel, compound SO1989, a CDDO analogue we have previously reported that could promote mitochondrial biogenesis and fatty acid oxidation in macrophages [27], was used in the experiment. As Fig. S1a–c shown, SO1989 cannot promote beige cell differentiation. These intriguing discoveries led us to further investigate the conformational perturbations of PPARγ upon CDDO binding.

Next, we performed differential hydrogen deuterium exchange (HDX) analysis and found that the CDDO−PPARγ complex exhibited a profile distinct from that of the RSG positive control (Fig. S2a, Supplementary dataset 1–2). CDDO binding to the LBD caused a large magnitude change in the DBD (Fig. S2a, Fig. 1a), particularly at residues 148−155 and 161−169 (Fig. S2b), which are located in the first zinc finger. Notably, CDDO-Me did not induce a similar effect in these regions (Fig. S2a, Supplementary dataset 3), suggesting that the C28 carboxyl in the CDDO molecule was critical for CDDO-dependent conformational fine-tuning in the first zinc finger, and the conformational alteration in the DBD might be linked to PPARγ function in beige cell fate determination.

**Fig. 1:**
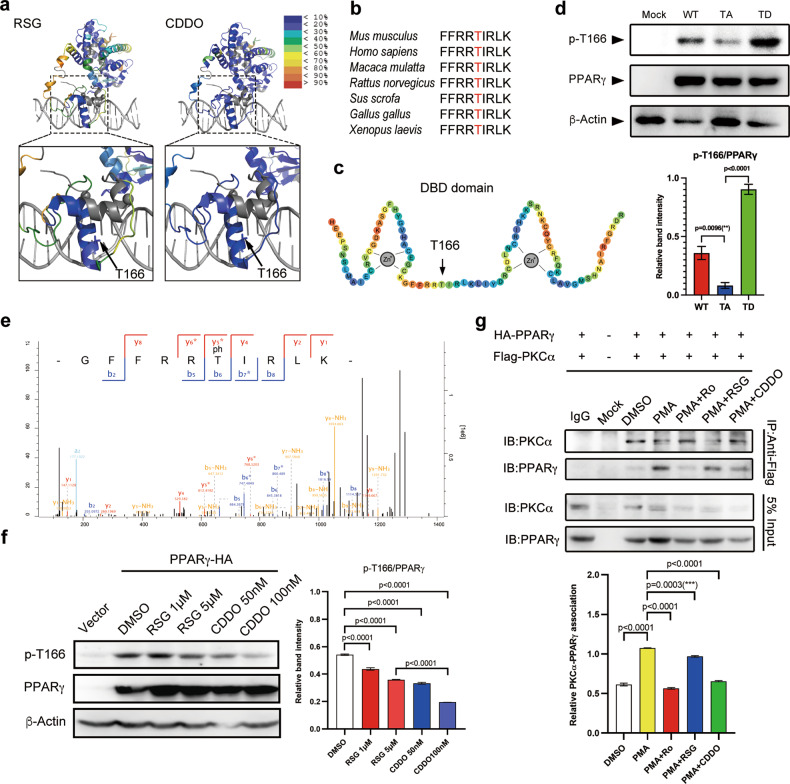
PKCα-mediated PPARγ phosphorylation at T166 can be inhibited by CDDO. **a** Differential HDX mass spectrometry data for PPARγ (PDB:3e00) with rosiglitazone (RSG) and CDDO. The ribbon diagram is colored according to HDX stabilization/destabilization. Percentages of deuterium difference are color-coded according to the color gradient key. **b** Sequence alignment of the PKCα catalytic consensus site in PPARγ, which is conserved in mammals. **c** Schematic representation of the PPARγ DBD revealing that T166 is located between two zinc finger structures. **d** Detection of PPARγ phosphorylation at T166 in HEK293T cells with overexpressing WT, TA mutant, or TD mutant PPARγ, or without overexpression (Mock). Experiments were repeated three times. **e** Annotation of MS/MS spectra of the peptides of PPARγ phosphorylated at T166. **f** Treatment of HEK293T cells overexpressing WT PPARγ with RSG or CDDO followed by the detection of p-T166. Experiments were repeated three times. **g** Co-immunoprecipitation of WT PPARγ and exogenous PKCα from HEK293T cells treated with PMA (100 nM) and Ro (2 μM), RSG (1 μM), or CDDO (100 nM). Experiments were repeated three times. Data were analyzed by one-way ANOVA followed by Tukey’s test (**d**, **f**, **g**). Data are presented as mean ± SEM. *P < 0.05. **P < 0.01, ***P < 0.001.

Subsequently, we noticed that the conserved FFRRTIRLK motif at residues 161-169 contained a potential phosphorylation site at Thr166 (corresponding to the Thr136 site in PPARγ_1_) (Fig. 1b, c). To verify that p-T166 can occur, we generated a mouse monoclonal antibody against p-T166 and used it to detect the phosphorylation signal. In 293 T cells, overexpressed TD (T166D, aspartic acid mutation) exhibited a stronger luminescence level than WT and TA (T166A, alanine mutation) (Fig. 1d), while TA dramatically decreased the signal, suggesting that the T166 phosphorylation occurred in cells. Furthermore, to determine the upstream kinase, the phosphorylation site scanning server (http://scansite4.mit.edu) was used and two highly likely candidates: PKCα and Aurora B (AuroB) were predicted. Overnight incubation of PPARγ-overexpressing 293 T cells with Ro-31-8220 (PKCα inhibitor) led to significant attenuation of p-T166 (Fig. S3a). In addition, PMA (a PKC activator) significantly stimulated the activation of PKCα and increased p-T166 level (Fig. S3b). To verify the direct interplay between PKCα and PPARγ, we performed an in vitro kinase assay coupled with HPLC‒MS/MS, which showed that PKCα exclusively phosphorylated PPARγ at the T166 site (Fig. S3c, Fig. 1e). Moreover, molecular modeling revealed that the catalytic center of PKCα contained a binding pocket for the FFRRTIRLK motif located in the DBD helix (Fig. S3d). In cells, the immediate interaction between PKCα and PPARγ could be disrupted by PKC inhibition (Fig. S3e), confirming the kinase−substrate relationship.

Considering the robust impact of CDDO on the structural conformation of the PPARγ DBD, we next evaluated the efficiency and specificity of this ligand for p-T166 intervention. We treated 293 T cells overexpressing WT-PPARγ with ligands and evaluated the p-T166 level. The results showed that a CDDO concentration of 100 nM was sufficient to attenuate p-T166 levels (Fig. 1f). By detecting T638 phosphorylation of PKCα (a marker for PKCα activation), we found that CDDO did not inhibit PKCα activation (Fig. S3f). Co-immunoprecipitation (Co-IP) assays showed that the interaction of PKCα and PPARγ could be interrupted by CDDO (Fig. 1g). These results suggest that the inhibitory effect of CDDO on p-T166 might not rely on the influence of PKCα activation but instead was a result of the inhibition of PPARγ binding to PKCα. Finally, we found that CDDO did not inhibit Ser112 or Ser273 phosphorylation (two previously identified phosphorylation sites) (Fig. S3g, h). These results suggest that CDDO interrupts the PKCα-PPARγ axis and inhibits p-T166.

Taken together, these data provide evidence that PKCα-mediated PPARγ phosphorylation at T166 is a novel PTM pattern.

### T166 phosphorylation pattern in primary adipocytes can be inhibited by CDDO

We next evaluated the p-T166 level and PKCα activation in adipose tissue. Subcutaneous adipose tissue (SAT) showed significant higher levels of p-T166 and p-PKCα than brown adipose tissue (BAT) and epididymal adipose tissue (EAT) (Fig. 2a), suggesting that p-T166 could occur in SAT under basal physiological conditions. Next, CDDO was used to induce brown remodeling in vivo (rosiglitazone was the positive control). After 14 days treatment, CDDO reduced mice body weight and SAT mass (Fig. 2b, c). By evaluating the histological features of SAT, we found that both CDDO significantly induced multilocular UCP1^+^ adipocyte biogenesis (Fig. 2e, Fig. S4a). At both mRNA and protein level, CDDO significantly induced beige cell marker expression (Fig. 2g–f). By quantification of the p-T166 level in SAT isolated adipocytes, we found that CDDO exhibited a strong effect on p-T166 inhibition (Fig. 2d). The in vitro study on SVF-differentiated adipocytes also verified that CDDO can reduce the p-T166 level in differentiated primary adipocytes (Fig. S4b). Meanwhile, the mitochondrial membrane potential was greatly increased by CDDO (Fig. S4c). Next, we collected human adipose samples through liposuction and performed SVF cell differentiation in vitro. After 10 days of differentiation treated with CDDO, we found that CDDO could significantly inhibit p-T166 and enhance UCP1 expression in human adipocytes (Fig. S4d–h). All these data indicate that p-T166 in primary adipocytes can be inhibited by CDDO, and this PTM might be involved in WAT browning.

**Fig. 2:**
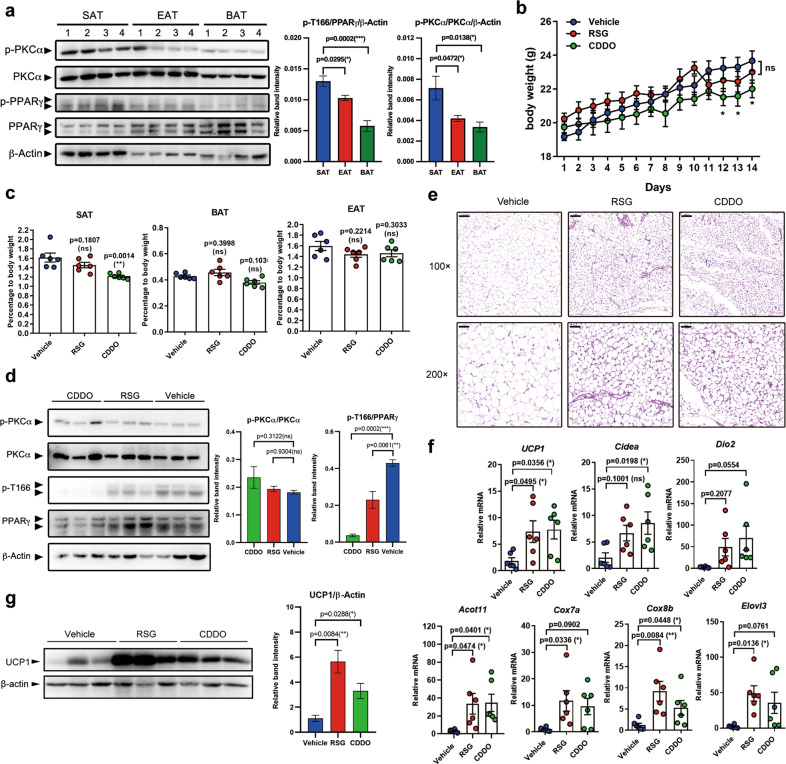
CDDO inhibits p-T166 and promotes the biogenesis of beige adipocytes. **a** Isolated subcutaneous adipose tissue (SAT), epididymal adipose tissue (EAT), and brown adipose tissue (BATs) were homogenized. The whole tissue protein was analyzed by western blotting to evaluate the levels of p-PKCα and PPARγ p-T166 (*n* = 4). **b** Body weight curve of 6-week-old C57/B6J mice treated with vehicle, RSG (5 mg/kg), or CDDO (3 mg/kg) for 14 days. **c** The content of adipose fat pads (percentage of body weight) from mice in the three groups. **d** The pure SAT adipocytes were isolated by using collagenase digestion method. The levels of PPARγ p-T166, PPARγ, p-PKCα, and PKCα in adipocytes were detected by western blotting. Each lane contains total protein from two mice. **e** H&E staining of SAT. 100× magnification, scale bar, 100 μm; 200× magnification, scale bar, 50 μm. **f** Relative mRNA levels of browning-related genes in SAT. Gene expression is normalized to the 36B4 endogenous control. **g** Detection of the level of UCP1 in SAT. Each lane contains total protein from two mice. β-Actin was the endogenous control. Biologically independent samples: (**b**–**g**), there were 6 mice in each group (*n* = 6). Data are expressed as the mean ± S.E.M. Data were analyzed by two-way ANOVA followed by Bonferroni’s test (**b**) or one-way ANOVA followed by Tukey’s test (**a**, **c**, **d, f, g**). *P < 0.05. **P < 0.01, ***P < 0.001.

### T166 phosphorylation restrains the inducibility of beige adipocytes

To further study the role of p-T166 in beige cell induction, we generated two global PPARγ T166 mutant mouse strains, T166A (TA) and T166D (TD), to mimic the persistent in vivo dephosphorylated or phosphorylated status, respectively (Fig. S5a). cDNA sequencing of the *pparg* gene locus verified the successful homologous recombination of the WT allele with the TA or TD mutant (Fig. S5b). To prove the mutations at protein level, we further used the western blotting to analyze the p-T166 level in SAT and SVF cell differentiated adipocytes. As shown in Fig. S5c, d, p-T166 antibody discriminated the mutations, which also confirmed that the 166 threonine was successfully mutated to alanine or aspartic acid. Next, we found that on a standard chow diet, the body weight of homozygous TA mice at 8 weeks was lower than that of their WT) and TD counterparts (Fig. S5e). Dual-energy X-ray absorptiometry (DEXA) scanning showed that TA mice had a reduction in total fat percentage (Fig. S5f–g). Further quantitative analysis of adipose content indicated that TA mice had a slightly lower SAT content (Fig. S5h). To analyze the morphological characteristics of adipocytes in adipose tissues, TissueGnostics imaging system was used. By measuring the lipid droplet size (Fig. S5i), we found that lipid deposition was slightly increased in both SAT and BAT from TD mice, while it was reduced in samples from TA mice (Fig. S5j–k). No significant differences in beige cell marker expression in SAT among the three genotypes (Fig. S5l–m).

We next test the inducibility of beige adipocytes in T166 mutant mice. Upon 14 days of CDDO treatment, TD blocked the CDDO-induced reduction in SAT content in WT controls (Fig. 3a). Strikingly, in contrast to WT and TA mice that generated a large number of multilocular UCP1^+^ adipocytes in the SAT, TD mice had dramatically impaired beige cell recruitment (Fig. 3b–d). The damage to WAT browning in TD mice was also reflected by the quantity of beige cell markers (Fig. 3e, Fig. S7a). Furthermore, we analyzed the morphological transformation of adipocytes. In WT and TA SAT depots, the percentage of large lipid droplets (1000-10000 μm^2^) was dramatically reduced in the CDDO-treated group. However, TD promoted the formation of large lipid droplets upon drug administration (Fig. 3c). On the other hand, TA promoted the formation of small lipid droplets (<100 μm^2^). These intriguing results suggested that p-T166 inhibits CDDO-induced “white-to-beige” conversion in SATs. To further confirm that p-T166 mediated PPARγ activation-induced WAT browning, we further treated mice with RSG to establish a classical WAT browning model. Three genotypes of mice were administered RSG for 7 days. The histological analysis revealed that in contrast to WT and TA mice, which generated a large number of multilocular adipocytes containing small lipid droplets in the SAT, TD mice resisted the RSG-elicited morphological remodeling (Fig. S6a, b). The quantification of the mRNA levels of beige cell markers showed that TD impaired RSG-induced browning gene expression (Fig. S6c). Taken together, these findings indicate that p-T166 impedes PPARγ ligand-induced beige cell recruitment in vivo.

**Fig. 3:**
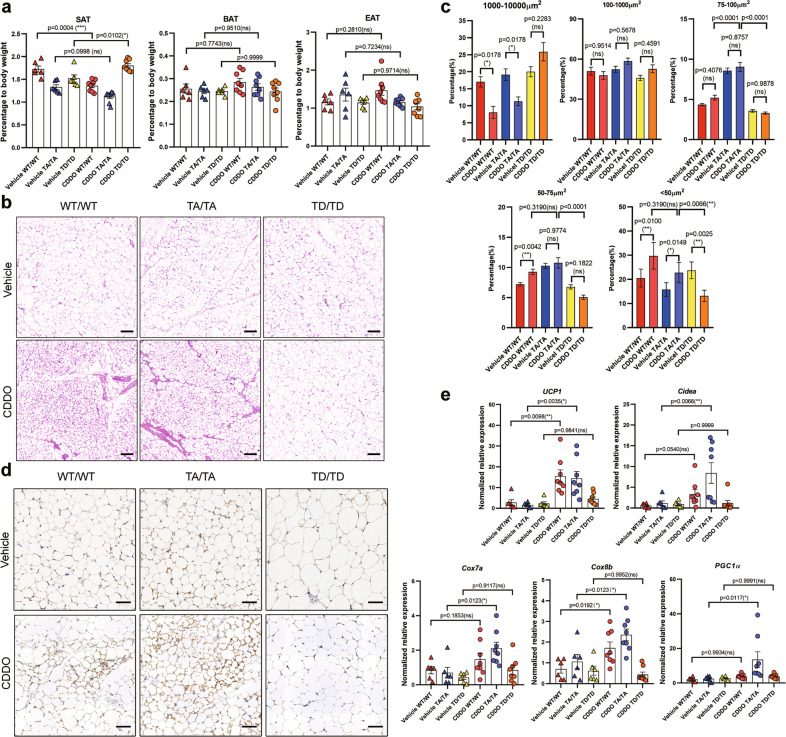
T166 A/D mutation regulates the CDDO mediated beigeing program in SAT. **a** 8-week-old WT/WT, TA/TA and TD/TD mice treated with vehicle or CDDO (3 mg/kg) for 14 days. Three kinds of adipose fat pads (percentage of body weight) from WT/WT, TA/TA and TD/TD mice. (Vehicle WT/WT group *n* = 6; Vehicle TA/TA group *n* = 6; Vehicle TD/TD group *n* = 6; CDDO WT/WT group *n* = 8; CDDO TA/TA group *n* = 8; CDDO TD/TD group *n* = 8). **b** Hematoxylin and eosin (H&E) staining of SAT. 100× magnification, scale bar, 100 μm. (*n* = 5) (**c**) Quantitation of the size and percentage of lipid droplets in SAT by TissueFAXS Cytometry analysis. (*n* = 5) (**d**) UCP1 immunohistochemical staining of SAT. 200× magnification, scale bar, 50 μm. (*n* = 5) (**e**) Relative mRNA levels of browning-related genes in isolated adipocytes from SAT. (Vehicle WT/WT group *n* = 6; Vehicle TA/TA group *n* = 6; Vehicle TD/TD group *n* = 6; CDDO WT/WT group *n* = 8; CDDO TA/TA group *n* = 8; CDDO TD/TD group *n* = 8). Data are expressed as the mean ± S.E.M. Data were analyzed by one-way ANOVA followed by Tukey’s test (**a**, **c**, **e**). *P < 0.05, **P < 0.01, ***P < 0.001.

### T166 phosphorylation modulates the transcriptional action of PPARγ

To examine mechanism of p-T166 in beige cell induction, we evaluated the effects of this PTM on PPARγ transcriptional action. In 293 T cells, luciferase reporter assays revealed that TD sharply attenuated the transcriptional activity of PPARγ at PPRE (PPAR response element) (Fig. 4a). Upon treatment with PPARγ agonists, TD completely blocked RSG- or CDDO-induced PPARγ activation (Fig. 4a–c). Because the ligand-induced transcriptional activation of PPARγ relies on allosteric communication between the ligand-dependent domain (LBD) and DBD, we speculated that p-T166 disrupted this effect. We overexpressed truncated PPARγ (Δ-LBD, LBD deletion) and evaluated its transcriptional activity. The three types of Δ-LBD PPARγ had a similar basal PPRE binding activity; however, following readdition of the LBD to the truncated proteins (the full-length protein), TD destroyed the LBD-activated DBD binding at PPRE, abolishing its transcriptional activity (Fig. 4d). This result suggested that p-T166 disturbed communication between the LBD and DBD. Subsequently, we added pro-beigeing cofactors to the transcriptional assay system. The co-factor-elicited enhancement of transactivation in the WT and TA groups was completely abrogated by TD (Fig. 4e), revealing that p-T166 disables co-factor-determined recognition and transactivation.

**Fig. 4:**
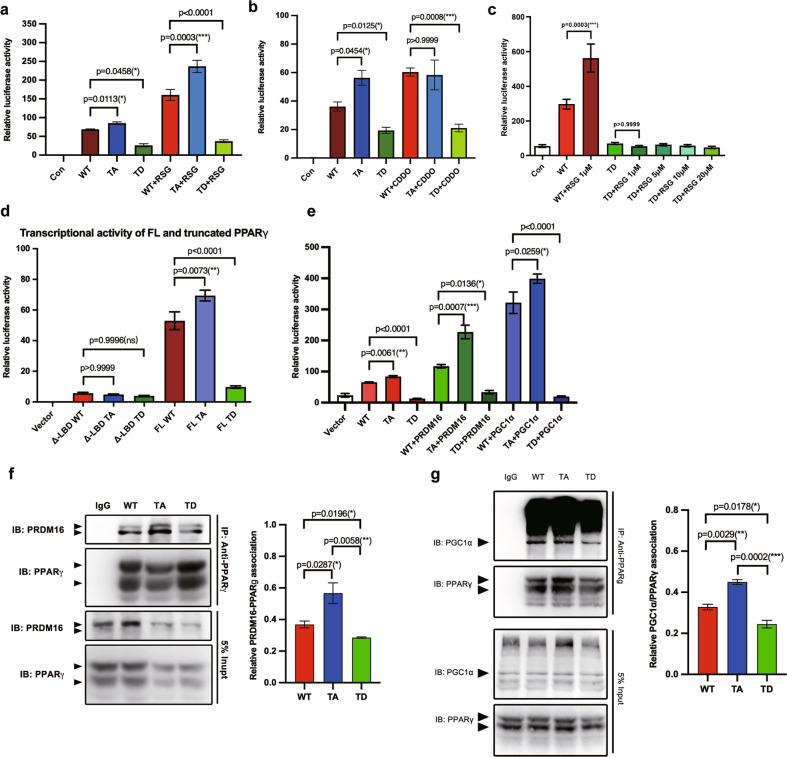
p-T166 in the DBD modulates the transcriptional action of PPARγ. **a**–**e** Luciferase reporter assay evaluating the transcriptional activity of (**a**), WT, TA, and TD following treatment with vehicle or RSG; (**b**) WT, TA, and TD following treatment with vehicle or CDDO; (**c**) WT PPARγ under a gradient concentration of RSG; (**d**) Full-length or LBD-truncated PPARγ; (**e**) PRDM16 or PGC1α co-expressed with WT or mutant PPARγ. In (**a**–**e**), *n* = 3. **f** Co-immunoprecipitation of endogenous PPARγ with PRDM16 in PPARγ homozygous WT, TA, and TD SVF differentiated primary adipocytes. Experiments were repeated three times. **g** Co-IP analysis of the interaction between endogenous PPARγ and PGC1α in the three genotypes SVF differentiated primary adipocytes. Experiments were repeated three times. Data are expressed as the mean ± S.E.M. Data were analyzed by one-way ANOVA followed by Tukey’s test (**a**–**e**, **f**, **g**). *P < 0.05. **P < 0.01, ***P < 0.001.

Previous studies demonstrated that the loss of function in PPARγ transcriptional activity causes lipoatrophy [28, 29]. However, in our model, TD mice generated similar volumes of BAT and WAT as those found in WT mice. Additionally, after 10 days of differentiation in vitro, the expression levels of adipogenesis genes (*PPARγ* and *adiponectin*) in TD were slightly lower than those in WT (Fig. S7c), TD adipocytes still had similar lipid storage ability as their WT counterparts (Fig. S7b). These data indicated that p-T166 probably induced an unknown compensatory mechanism to maintain normal adipogenesis. In contrast, TD dramatically impeded CDDO-induced beige cell-specific marker expression (Fig. S7d, e), while little impacting white adipocyte-related genes (Fig. S7f). These results indicate that the beige cell program was sensitive to p-T166. Next, Co-IP showed that in primary cultured differentiated adipocytes, TA reinforced the binding of PRDM16 and PGC1α to PPARγ. In contrast, TD inhibited the interplay between PPARγ and PGC1α (Fig. 4f–g). These data suggested that p-T166 could regulate the assembly of the pro-browning transcriptional complex. Finally, structural modeling highlighted that following phosphorylation of T166, there was a steric clash between T166 and F162 or F195, which led to fine-tuning of the DBD conformation (Fig. S8).

Taken together, these data show that p-T166 in the DBD regulates the transcriptional action of PPARγ in determining the beige cell phenotype.

### T166 phosphorylation reprograms lipid metabolism in adipocytes

PPARγ activation can simultaneously increase the gene expressions of lipid catabolism and anabolism during beige adipocyte development [30–32]. To explore the effect of p-T166 on lipid metabolism, we performed unbiased RNA-Seq in SVF-differentiated SAT adipocytes. 

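RNA was taken from adipocytes differentiated in culture from the stromal vascular fraction (SVF), the cells that remain once mature adipocytes are removed from digested fat, here of subcutaneous adipose tissue. The donor mice were homozygous for wild-type PPARγ (WT), for T166A (TA), in which alanine stands in place of the phosphorylated threonine, or for T166D (TD), in which aspartate mimics its phosphorylated state. Each of the 3 genotypes had 4 libraries, from cells harvested on day 8. The induction medium of the first 4 days contained 850 nM insulin, 1 nM triiodothyronine, 0.5 mM IBMX and 125 nM indomethacin. Dexamethasone was added at 5 μM according to the methods and at 5 mM according to the sample labels. The libraries were sequenced on a NovaSeq instrument, the reads were aligned to the mouse genome GRCm38 with Hisat2, and the authors deposited the number of reads counted on each of 55573 genes, without normalization. The paper's text does not name the counting program or say whether counting used the strand, so the counts of genes that overlap on opposite strands are uncertain. Total counts per library ran from 18823619 to 20324286 in WT (median 19901380), from 16950175 to 18182526 in TA (median 17814982) and from 16553324 to 18357864 in TD (median 17405360). Mitochondrially encoded genes took 5.39% ± 0.401 (SD, n = 4) of the counts in WT, 3.81% ± 0.811 in TA and 3.20% ± 0.349 in TD. The gene with the most counts, Scd1, took 5.91% ± 0.244, 4.41% ± 0.528 and 4.01% ± 0.226, respectively. In each of the 18 pairs of replicates the counts differed by more than sampling noise, with a chi-square of 4.67 to 35.3 per degree of freedom. Such a value cannot tell separate donor mice from separate cultures of the same cells. Each library was counted as 1 sample.
Expression was tested with edgeR's quasi-likelihood method on the deposited counts, with TMM normalization and a single fit to all 12 libraries. The test covered 15117 genes, those with a count of about 10 or more in at least 4 libraries and 15 or more over all libraries. P-values were adjusted by the Benjamini-Hochberg method over these genes, and genes with an adjusted p under 0.05 were called differentially expressed. Levels are given as CPM, the count of a gene scaled to a common normalized library size. The common biological coefficient of variation between replicates was 12.9%.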

The results showed that homozygous WT, TA, and TD adipocytes had distinct molecular signatures (Fig. S9b). 

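Principal components were computed on log2 CPM of all 15117 tested genes, whereas Fig. S9b used differentially expressed genes. Component 1 held 35.3% of the variance and component 2 held 19.0%. On component 1 the WT libraries lay at -28.9 ± 12.1 (SD, n = 4), TA at -4.13 ± 19.7 and TD at 33.0 ± 11.1. On component 2 they lay at 19.1 ± 8.00, -27.0 ± 10.4 and 7.96 ± 5.96. Genotype accounted for 47.0% of the squared distances between libraries, with a pseudo-F of 3.99. In an exact permutation test over all divisions of the 12 libraries into 3 groups of 4, p was 0.000173, the smallest value those divisions can give. Of the other settings tried, testing without a filter on low counts lowered the pseudo-F most, to 2.19, with the same p. With each library left out in turn it stayed between 3.23 and 4.17.
Between TD and WT, 4418 genes were differentially expressed, 2276 higher and 2142 lower in TD. Between TA and WT there were 1683, 1016 higher and 667 lower in TA, and between TD and TA there were 2524, 1108 higher and 1416 lower in TD. Of the tested genes, 32.2% had no overlap between the 4 TD and the 4 WT libraries, 13.55% none between TA and WT and 19.9% none between TD and TA, where chance gives 2.86%. Requiring an absolute log2 fold change above 1 as well lowered the counts most, to 795, 424 and 362. DESeq2 called 4701, 2073 and 2972 genes, of which 4382, 1662 and 2483 were also called by edgeR. Scaling by library totals alone gave 2840 genes higher and 1558 lower in TD than in WT, so 64.6% higher in place of 51.5%. For TD against TA it gave 1802 higher and 982 lower, so 64.7% in place of 43.9%, and testing without a filter on low counts gave 1681 higher and 1416 lower (54.3%). Single libraries moved the count between TD and TA. It was 1422 without TA replicate 2 (579 higher, 843 lower), 1432 without TD replicate 4 (542 higher, 890 lower), 1586 without TD replicate 3 (630 higher, 956 lower) and 3526 without TA replicate 3 (1770 higher, 1756 lower). The other counts stayed within 1.5 times of their values when a library was left out, between 3121 and 4705 for TD against WT and between 1160 and 1939 for TA against WT.
The largest changes were read among differentially expressed genes with a mean of at least 5 CPM in the higher genotype and no overlap between the libraries compared. The largest rises in TD over WT were those of Myh3 (log2 fold change 6.32, SE 0.966, adjusted p = 0.000271), Mybpc1 (5.75) and Myh1 (5.44). Myh1 was at 52.4 ± 49.0 CPM (SD, n = 4) in TD and 1.23 ± 1.46 in WT, and myosin heavy chain genes are close paralogs whose reads counting could have split. The largest falls were those of Acsm3 (-2.14, adjusted p = 0.000209), Elovl3 and Cdsn (-2.12, adjusted p = 1.28e-05). In TA over WT the largest rises were those of Camp (3.82), AA914427 (3.81, adjusted p = 3.02e-08) and Ubd (3.68). The largest falls were those of Cdsn (-4.52, SE 0.23, adjusted p = 1.26e-08), Acsm3 (-2.97) and Strip2 (-2.78). Cdsn was at 0.843 ± 0.219 CPM in TA and 19.4 ± 4.75 in WT. Sncg (2.52, adjusted p = 2.52e-07) and F13a1 (1.88) were among the largest rises in TD over TA. Sptlc3 (-4.20, adjusted p = 1.58e-09), Camp (-3.64) and AA914427 (-3.34) fell most. Sptlc3 was at 1.48 ± 0.257 CPM in TD and 27.3 ± 6.33 in TA.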

Gene Ontology enrichment (GO) indicated that p-T166 controlled fatty acid metabolism and energy derivative production (Fig. 5a). 

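Lists of genes were tested in place of GO terms, whose gene sets were not used here. Of 26 lists, 16 were fixed by symbol or by hand without reference to these libraries and 10 were read from the heat maps of the figures. Each list was tested in the 3 comparisons with camera (limma, preset correlation 0.01 between genes), adjusted over the 78 tests. Beside it stand the median log2 fold change of its members and a score per library, the mean over its members of log2 CPM relative to the mean of the 12 libraries.
Of 91 listed subunits of the respiratory chain complexes and ATP synthase, 84 were tested, 52 of which also appear in the heat maps of the figures. Their median log2 fold change was -0.68 in TD against WT (camera adjusted p = 4.07e-49) and -0.55 in TD against TA (camera adjusted p = 7.01e-46). Of the 84 genes, 76 were called lower in TD than in WT and 74 lower than in TA. Adjusted over the list alone, 78 were called lower in each comparison. The score was -0.42 ± 0.15 (SD, n = 4) in TD and 0.26 ± 0.14 in WT, and each TD library lay below each WT and TA library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow; 0.0507 when adjusted over the 78 tests, as for every list without overlap). Leaving out WT replicate 1 moved the median against WT most, to -0.60. In TA against WT the median was -0.12 (camera adjusted p = 0.00281, fry adjusted p = 0.394, and 5.33e-06 to 0.672 over the settings tried), with a score of 0.16 ± 0.17 in TA (exact permutation p = 0.400). Of its genes 1 was called lower, where 13 lower and 2 higher had an unadjusted p under 0.05, and no gene was called when adjusted over the list alone. This small difference was no longer called without TA replicate 3 (-0.051) or without WT replicate 1 (-0.047), and was -0.19 without TA replicate 2.
A list of 30 enzymes and carriers of fatty acid oxidation, 20 of which also appear in the heat maps, had a median of -0.57 in TD against WT (camera adjusted p = 1.17e-19), with 28 genes called lower (29 when adjusted over the list alone) and 1, Cpt1a, called higher (0.61). In TD against TA the median was -0.45 (camera adjusted p = 2.05e-22), with 26 genes called lower, as many when adjusted over the list alone. The score was -0.34 ± 0.064 in TD, 0.18 ± 0.10 in WT and 0.16 ± 0.15 in TA, and the TD libraries overlapped neither of the others. In TA against WT the median was 0.0042 (camera adjusted p = 0.456), with 2 genes called higher and 3 lower (2 and 4 when adjusted over the list alone). This value near 0 had no stable sign. It was -0.063 without TA replicate 2 (camera adjusted p = 0.0290), -0.038 without TA replicate 4, -0.019 without WT replicate 2, -0.026 without WT replicate 3 and 0.00017 without WT replicate 4. It was 0.024 without TA replicate 1, 0.015 without TA replicate 3 and 0.029 without WT replicate 1, and the adjusted p went up to 0.906 over the settings tried. Interferon-induced genes, 67 of them tested, had a median of 0.80 in TA against WT (camera adjusted p = 2.84e-22), with 34 called higher, 54 when adjusted over the list alone, and 1 lower. In TD against WT the median was 0.55 (camera adjusted p = 1.47e-09), with 31 called higher, 33 when adjusted over the list alone, but the scores, 0.14 ± 0.51 in TD and -0.45 ± 0.24 in WT, overlapped (exact permutation p = 0.114). The score in TA was 0.32 ± 0.13.
Camera called 66 of the 78 tests, and 49 of these were also called by fry. With the correlation estimated within each list, 5 of the 66 were called, 2 of TA against WT and 3 of TD against TA. Each was for a list read from a heat map and so chosen on these libraries. With that correlation the adjusted p of the respiratory chain list in TD against WT rose to 0.102, where the other settings gave at most 0.000686. Of the 23 camera calls of TD against WT, 20 held under fry; of the 23 of TD against TA, 21 did; of the 20 of TA against WT, 8 did.

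**Figure D1:**
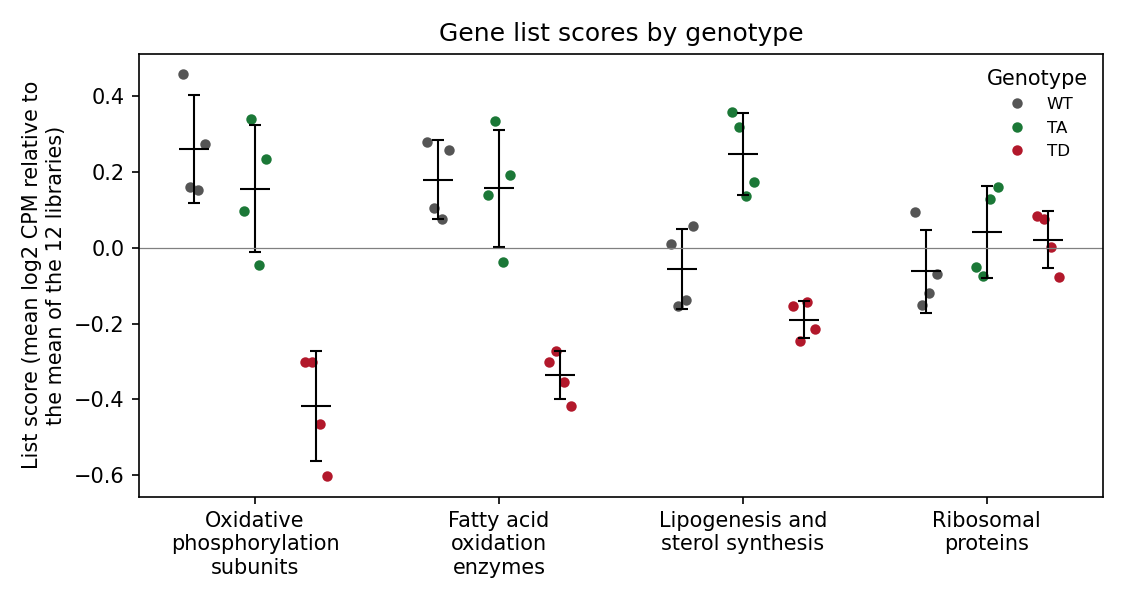
List score of each library (vertical axis, mean log2 CPM of the members relative to the mean of the 12 libraries) for oxidative phosphorylation subunits, fatty acid oxidation enzymes, lipogenesis and sterol synthesis genes and ribosomal proteins, with WT, TA and TD as points and the mean ± SD of 4 libraries as bars. For the lists of oxidative phosphorylation and fatty acid oxidation all 4 TD libraries sit below the WT and TA libraries, whereas the ribosomal protein scores of the genotypes overlap.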

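Adrenergic signaling was tested with a list of 46 genes for adrenergic receptors, adenylyl cyclases, protein kinase A subunits, phosphodiesterases and related channels and pumps, 44 of which were tested and which share no gene with the heat maps of the figures. The median log2 fold change was -0.014 in TD against WT, 0.022 in TA against WT and 0.024 in TD against TA, with adjusted p-values of 0.808, 0.696 and 0.529 from camera. Members went both ways. In TD against WT 8 were called higher and 9 lower, in TA against WT 5 and 3, and in TD against TA 4 and 7. Adjusted over the list alone these were 9 and 9, 6 and 3, and 5 and 7. The largest rise in TD over WT was that of Cacna1d (log2 fold change 1.38, adjusted p = 0.00176 from edgeR's test) and the largest fall that of Adra1a (-1.02, adjusted p = 0.000730). The mean score was 0.030 ± 0.021 (SD, n = 4) in TD and -0.038 ± 0.026 in WT, without overlap (exact permutation p = 0.0286). The sign of these small medians was not stable. In TD against WT it turned positive without TD replicate 1 (0.00032) or WT replicate 4 (0.018), when libraries were scaled by their totals (0.055) and without a filter on low counts (0.0064), and it ran down to -0.030 without TD replicate 2. In TD against TA it turned negative without TA replicate 3 (-0.017) or TA replicate 4 (-0.0024), and it was 0.014 without TD replicate 1 and 0.012 without TD replicate 4. In TA against WT it ran from 0.0063 without TA replicate 2 to 0.049 without TA replicate 3.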

Gene set enrichment analysis (GSEA) indicated that p-T166 regulated several significant browning-related pathways, including oxidative phosphorylation, fatty acid metabolism and adrenergic signaling (Fig. S9f). 

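Genes of lipid biosynthesis were read from the heat map of Fig. S9a, which groups them into 4 sets of genes chosen on these libraries. The counts and p-values of these sets, by any test or adjustment, are therefore not independent evidence here. From the first set only the legible part drawn low in TA was taken, 18 genes, so a fall in TA was built into it. Their median log2 fold change was -0.81 in TA against WT (camera adjusted p = 1.22e-19), with 10 called lower and 18 when adjusted over the list alone, and -0.37 in TD against WT (camera adjusted p = 0.00621), with 5 called lower. In TD against TA it was 0.38 (camera adjusted p = 1.90e-07). The 35 genes of the second set were each called lower in TD than in WT (median -0.63, camera adjusted p = 4.11e-29), and 24 were called lower in TD than in TA (median -0.56). In TA against WT the median was -0.16 (camera adjusted p = 0.0170), which was not called by fry (adjusted p = 0.357) or without TA replicate 3 (-0.044), WT replicate 1 (-0.13) or WT replicate 4 (-0.155), nor when at least 10 counts were required in every library (-0.11). Its adjusted p ran from 8.05e-05 to 0.658 over the settings tried. Of the 25 genes of the third set, 23 were called higher in TD than in WT (median 0.87, camera adjusted p = 1.10e-15). The median was 0.46 in TA against WT and 0.40 in TD against TA. Of the 34 genes of the fourth set, 33 were called higher in TA than in WT (median 0.66, camera adjusted p = 5.63e-58) and 31 lower in TD than in TA (median -0.79, camera adjusted p = 6.54e-58). These 2 differences, and those of the first set in TA against WT and TD against TA, were also called with the correlation estimated within the list (adjusted p = 0.00123, or 0.0266 for the first set in TD against TA). In TD against WT the fourth set's median was -0.086 (camera adjusted p = 0.327).
A list of 42 genes of lipogenesis and sterol synthesis, written without reference to these libraries and with 18 genes that are also in the heat maps, had a median of 0.25 in TA against WT (camera adjusted p = 1.09e-12), with 19 called higher and 1 lower (22 and 2 when adjusted over the list alone). It was -0.39 in TD against TA (camera adjusted p = 4.92e-24), with 27 called lower (32 when adjusted over the list alone). The scores were 0.25 ± 0.11 (SD, n = 4) in TA, -0.057 ± 0.10 in WT and -0.19 ± 0.048 in TD, and TA overlapped neither of the others (exact permutation p = 0.0286 each). In TD against WT the median was -0.14 (camera adjusted p = 0.00341), with 14 called lower and 4 higher (17 and 5 when adjusted over the list alone), which fry did not call (adjusted p = 0.0784, and 4.13e-05 to 0.508 over the settings tried), and -0.086 without WT replicate 1. The largest rise in TA over WT was that of Acly (1.63, edgeR adjusted p = 3.41e-07).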

With respect to the lipid biosynthetic process, each genotype enriched a unique profile of gene sets despite the outcomes of lipid storage being similar (Fig. S9a, Fig. S7b). In contrast, TD impeded most lipid catabolic gene expressions, especially those related to the fatty acid catabolic process (Fig. S9e and S9g). 

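The heat maps of Fig. S9e and Fig. S9g gave 86 legible lipid catabolic genes, 85 of them tested, and 42 genes of the fatty acid catabolic process, all of them also in another heat map of the figures. Both lists were chosen on these libraries. Of the 85, 48 were called lower and 11 higher in TD than in WT (median log2 fold change -0.47, camera adjusted p = 1.31e-12), and 44 lower and 13 higher in TD than in TA (-0.42, camera adjusted p = 1.44e-07). Of the 42, 34 were called lower and 2 higher in TD than in WT (-0.62, camera adjusted p = 4.96e-23), and 29 lower and 1 higher in TD than in TA (-0.52, camera adjusted p = 1.87e-19). The score of the 42 genes was -0.37 ± 0.097 (SD, n = 4) in TD, 0.26 ± 0.14 in WT and 0.11 ± 0.16 in TA, with no overlap of TD with either (exact permutation p = 0.0286 each). The score of the 85 genes was -0.15 ± 0.067 in TD, 0.15 ± 0.064 in WT and -0.0059 ± 0.084 in TA. Both TD and TA lay below WT without overlap (exact permutation p = 0.0286 each), and TD overlapped TA (exact permutation p = 0.0857). Within both lists the largest fall in TD from TA was that of Acoxl. TA was also slightly lower than WT, with medians of -0.16 (camera adjusted p = 0.00213) and -0.14 (camera adjusted p = 0.0111), neither called by fry (adjusted p = 0.0913 and 0.289). Over the settings tried the adjusted p ran from 9.19e-05 to 0.424 for the first and from 0.000154 to 0.631 for the second. The first was -0.239 without TA replicate 2, -0.086 without TA replicate 3 and -0.091 without WT replicate 1. The second was -0.236 without TA replicate 2 and was no longer called without TA replicate 3 (-0.046), WT replicate 1 (-0.102) or WT replicate 4 (-0.0946).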

Some genes involved in fatty acid oxidation were highly enriched in TA cells, such as *Acat3*, *Ppargc1a* and *Acox* (Fig. 5b). 

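Of the 43 genes read from the fatty acid oxidation heat map (Fig. 5b), chosen on these libraries, 30 were called lower and 2 higher in TD than in TA (median log2 fold change -0.51, camera adjusted p = 1.12e-19), and 33 lower and 6 higher in TD than in WT (-0.58, camera adjusted p = 8.24e-16). Between TA and WT 8 were called higher and 7 lower (0.041, camera adjusted p = 0.816), and the median turned negative without TA replicate 2 (-0.063) or WT replicate 2 (-0.0035) and was 0.064 without TA replicate 3. The score was -0.29 ± 0.055 (SD, n = 4) in TD, 0.16 ± 0.10 in TA and 0.13 ± 0.095 in WT.
Acat3 (ENSMUSG00000062480, chromosome 17 of GRCm38, 12923813 to 12940600) encodes an acetyl-CoA acetyltransferase. It was at 5.83 ± 1.68 CPM (SD, n = 4) in TA, 3.86 ± 0.668 in WT and 3.07 ± 0.419 in TD. It was higher in TA than in TD, with a log2 fold change of -0.92 for TD against TA (SE 0.212, adjusted p = 0.00809), but the rise over WT (0.59, SE 0.208, unadjusted p = 0.01125 from edgeR's test, adjusted p = 0.0782) was not called. Without TA replicate 2 that rise was 0.38. Its last 1255 bases overlap Tcp1, which lies on the other strand and averaged 3408 counts per library against 76.8 for Acat3, and Acat2 is a close paralog, so its counts are uncertain. Ppargc1a (ENSMUSG00000029167, chromosome 5, 51454250 to 51567726), which encodes the coactivator PGC1α, was at 16.2 ± 2.14 CPM in TA, 11.3 ± 0.630 in WT and 9.20 ± 0.452 in TD. Each TA library exceeded each library of the other genotypes. The log2 fold change was 0.52 for TA against WT (SE 0.109, adjusted p = 0.00533) and -0.81 for TD against TA (SE 0.111, adjusted p = 0.000173). The fall in TD from WT (-0.29, adjusted p = 0.0576) was called only without TA replicate 1 (adjusted p = 0.0406) and without the mitochondrially encoded genes and the 20 genes with the most counts (adjusted p = 0.0483), and the other settings gave up to 0.169.
Acoxl (ENSMUSG00000027380, chromosome 2, 127838876 to 128123873), an acyl-CoA oxidase-like gene that is marked in Fig. 5c, had only 12 to 21 counts per TA library, 4 to 11 in WT and 1 to 4 in TD. It was higher in TA than in WT (1.51, SE 0.433, adjusted p = 0.0329) and lower in TD than in TA (-3.05, SE 0.522, adjusted p = 0.00102). The rise over WT was not called without TA replicate 1 or 2 or WT replicate 1, 2 or 3 (1.32 to 1.47), nor without a filter on low counts (adjusted p = 0.0817), and its adjusted p ran from 0.0190 to 0.0988 over the settings tried. The fall in TD from WT (-1.54, adjusted p = 0.0580) was called only without TD replicate 2 (-2.07) or WT replicate 3 (-1.73). Acox2, also marked in Fig. 5c, had the largest fall of the 43 genes in TA from WT (-1.45, SE 0.362, adjusted p = 0.0158), from 1.90 ± 0.675 CPM in WT to 0.691 ± 0.262 in TA, with overlap of the libraries. It was not called without TA replicate 1 (-1.38) or WT replicate 1 (-1.27), and its adjusted p ran from 0.00529 to 0.0606 over the settings tried.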

Compared with WT and TD, TA enhanced the expression of some beige cell-specific genes (*Otop1*, *Elovl3*, *Cox8b*, *Cidec*, etc.) 

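Otop1 (ENSMUSG00000051596, chromosome 5 of GRCm38, 38275972 to 38304217), which encodes the proton channel otopetrin-1, had 43 to 62 counts in each TA library. It had 0 or 1 in WT and 0, 0, 8 and 3 in TD replicates 1 to 4. It was at least 19.1-fold higher in TA than in WT (edgeR adjusted p = 2.07e-05), a bound set against 3 counts in WT. TD against TA gave a log2 fold change of -4.23 (SE 0.576, adjusted p = 0.000173). Elovl3 (ENSMUSG00000038754, chromosome 19, 46131897 to 46135694), a fatty acid elongase, was at 50.4 ± 7.22 CPM (SD, n = 4) in TA, 32.9 ± 11.0 in WT and 7.51 ± 1.31 in TD. The rise in TA over WT (0.61, SE 0.186, adjusted p = 0.0429) was smaller than the fall in TD from TA (-2.74, SE 0.210, adjusted p = 6.73e-07) or from WT (-2.13, SE 0.209, adjusted p = 2.92e-05). It was not called without TA replicate 1, 2 or 4, WT replicate 2 or 3, or TD replicate 3 or 4 (0.44 to 0.62), nor with only the 2 genotypes in the fit (adjusted p = 0.0636), and its adjusted p ran from 2.41e-07 without a filter on low counts to 0.123. Cox8b (ENSMUSG00000025488, chromosome 7, 140898945 to 140900446), a subunit of cytochrome c oxidase, was at 6.52 ± 1.25 CPM in TA, 4.62 ± 1.01 in WT and 1.91 ± 0.624 in TD. Its rise in TA over WT (0.50, SE 0.224, adjusted p = 0.175) was not called in any setting tried, whereas TD lay below TA (-1.77, adjusted p = 0.000178) and WT (-1.27, adjusted p = 0.00122). Cidec (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760), which encodes a lipid droplet protein, was at 1058 ± 256 CPM in TA, 747 ± 100.0 in WT and 382 ± 27.1 in TD. The rise in TA over WT (0.50, SE 0.143, adjusted p = 0.0320) was not called without TA replicate 1, 2 or 4 or WT replicate 1, 2 or 3 (0.37 to 0.53), nor with only the 2 genotypes in the fit (adjusted p = 0.0674), and its adjusted p ran from 1.20e-05 without a filter on low counts to 0.0900. The fall in TD was -1.47 from TA (adjusted p = 9.09e-06) and -0.97 from WT (adjusted p = 0.000233).
In Fig. 5c Cox8b and Cidec are marked only in the panels of TD, and the panel of TA against WT marks Gpd1, Apoe, Elovl6 and Otop1. Of these, Gpd1 rose by 1.41 in TA over WT (SE 0.116, adjusted p = 9.56e-07), Apoe by 1.10 (adjusted p = 0.000121) and Elovl6 by 1.18 (adjusted p = 0.000816). The genes marked in the panels of TD were called lower in TD in that panel's comparison, apart from Acoxl against WT and Cox20 against TA (-2.64, SE 1.09, adjusted p = 0.109). Cox20 had 1 to 109 counts and shares 1586 bases with Hnrnpu on the other strand, so its counts are uncertain. It was -1.69 without TA replicate 1, and it was called without TA replicate 3 (-3.02, adjusted p = 0.0433), without WT replicate 1 (adjusted p = 0.0475) and without a filter on low counts (adjusted p = 4.36e-09), while the highest adjusted p was 0.352.
Other markers of beige and brown adipocytes did not move together in TA. Ucp1 had 0 to 5 counts in any library. Cidea had 4 to 16 in WT, 0 to 10 in TA and 0 to 3 in TD, so its TD counts lay below its WT counts. Both genes had too few counts to pass the filter and were not tested. Dio2 was at 2.02 ± 1.03 CPM in TA, 2.60 ± 0.711 in TD and 5.67 ± 1.13 in WT, lower than WT in both (-1.49, adjusted p = 0.00323 for TA and -1.12, adjusted p = 0.00759 for TD). Prdm16 was at 10.9 ± 0.808, 10.2 ± 0.974 and 11.7 ± 2.69 CPM, with no difference called; TA against WT gave -0.096 (adjusted p = 0.752), and 0.034 without WT replicate 4. Cox7a1 was lower in TA than in WT (-0.84, adjusted p = 0.0282), not called without TA replicate 1 or 3 or WT replicate 1 or 4 (-0.80 to -0.71), and lower in TD (-1.70, adjusted p = 0.000193). Of 29 listed beige and brown markers, 24 were tested, 6 of which are also in the heat maps. In TA against WT 5 were called higher, Otop1 with the largest rise, and 7 lower, Kcnk3 with the largest fall (-1.75, adjusted p = 5.85e-05). Adjusted over the list alone 8 were higher and 8 lower. The median was -0.080 (camera adjusted p = 0.499), the mean of the members 0.20. The median was -0.19 without TA replicate 2, where it was called (camera adjusted p = 0.0451), and -0.038 without WT replicate 4. In TD 12 were called lower and 1 higher than in WT (-0.40, camera adjusted p = 0.000139) and 9 lower and 2 higher than in TA (-0.23, camera adjusted p = 0.000166), or 13 and 3, and 9 and 3, when adjusted over the list alone. The last median was -0.058 without TA replicate 2, between -0.41 and -0.36 without TA replicate 1, 3 or 4, TD replicate 1 or WT replicate 2, and -0.48 without TD replicate 2, and was called each time. Scores were 0.17 ± 0.16 (SD, n = 4) in TA, 0.11 ± 0.059 in WT and -0.28 ± 0.031 in TD, which overlapped neither of the others.

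**Figure D2:**
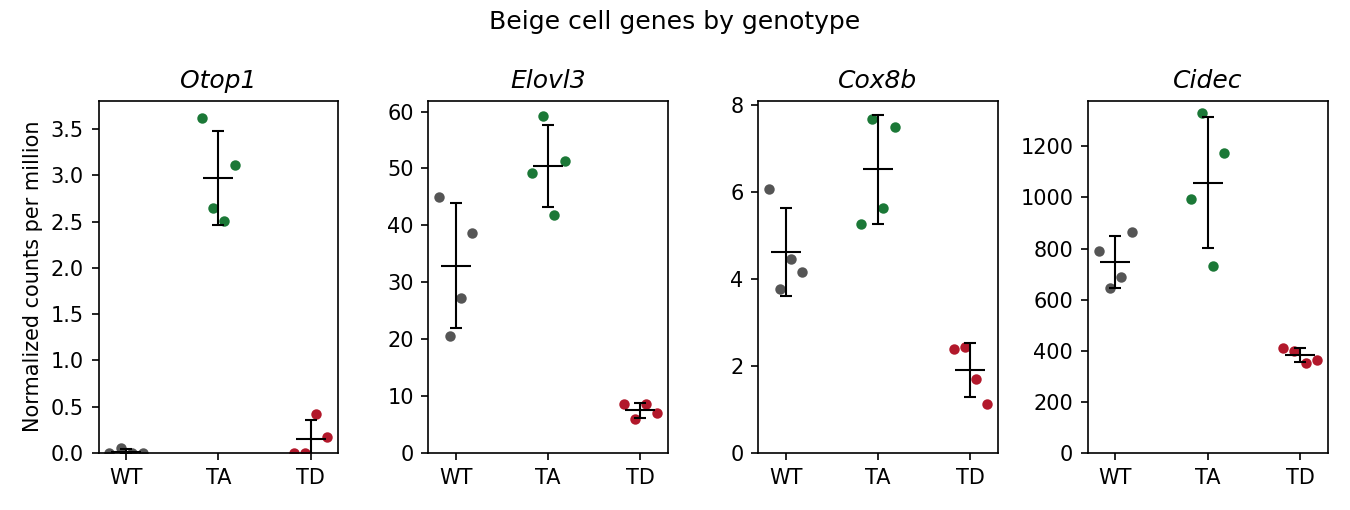
Expression of Otop1, Elovl3, Cox8b and Cidec in each library (vertical axes, CPM, from 0) by genotype, with the mean ± SD of 4 libraries as bars, the lower bar ending at 0 where it would pass it. TD libraries lie below all TA and WT libraries for Elovl3, Cox8b and Cidec, TA libraries lie above all others for Otop1, and TA and WT libraries overlap for the other genes.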

(Fig. 5c), indicating that in vitro differentiated TA adipocytes autonomously skewed to a beige cell phenotype. All of these data indicate that p-T166 specifically inhibits the fatty acid catabolism pathway. 

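Pparg itself (ENSMUSG00000000440, chromosome 6 of GRCm38, 115360951 to 115490399) was at 237 ± 24.2 CPM (SD, n = 4) in TD, 354 ± 19.9 in WT and 374 ± 46.1 in TA. It was lower in TD than in WT (log2 fold change -0.58, SE 0.0946, adjusted p = 0.000429) and than in TA (-0.655, SE 0.0947, adjusted p = 0.000269), and did not differ between TA and WT (0.078, adjusted p = 0.670). That last value was 0.0030 without TA replicate 2 and 0.14 without TA replicate 3. Adipoq, a marker of differentiated adipocytes, was at 600 ± 40.0 CPM in TD, 729 ± 71.1 in WT and 803 ± 65.9 in TA. Its fall in TD was -0.42 from TA (SE 0.0884, adjusted p = 0.00465) and -0.28 from WT (SE 0.0883, adjusted p = 0.0254), the latter not called without TD replicate 3 or 4 or WT replicate 1 or 4 (-0.26 to -0.23) or with scaling by library totals (-0.21). The paper takes all of its results up to this point to indicate a specific inhibition of fatty acid catabolism by phosphorylation at T166. It does not list the results that this rests on. It contrasts the lipid catabolic genes, mostly lower in TD, with the lipid biosynthetic genes. For the latter each genotype had its own profile while lipid storage was similar.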

Next, we applied the differentially expressed genes in ChIP-X enrichment analysis (ChEA; https://maayanlab.cloud/chea3/). This method enriched PPARγ-transcribed genes in T166 mutant adipocytes based on the ChIP-seq databases (Table S2). 

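ChEA itself was not rerun. A list of 40 genes commonly named as PPAR targets, written without reference to these libraries, had 38 genes tested, 20 of which are also in the heat maps of the figures. In TD 27 of them were called lower than in TA (median log2 fold change -0.58, camera adjusted p = 1.93e-36), with the largest fall in Plin5 (-2.09, edgeR adjusted p = 1.09e-05). In TD 31 were called lower and 1 higher than in WT (median -0.50, camera adjusted p = 4.33e-15). Between TA and WT 12 were called higher and 3 lower. Adjusted over the list alone the counts were 27 lower, 32 lower and 2 higher, and 13 higher and 5 lower, in that order. Their median of 0.11 was called by camera (adjusted p = 0.000156) but not by fry (adjusted p = 0.0678, and 5.57e-08 to 0.424 over the settings tried), and it was 0.0030 without TA replicate 2 and 0.046 without TA replicate 4 or WT replicate 2. The score was -0.40 ± 0.059 (SD, n = 4) in TD, 0.28 ± 0.17 in TA and 0.11 ± 0.13 in WT, and TA and WT overlapped (exact permutation p = 0.143).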

We found that TA PPARγ specifically transcribed fatty acid oxidation genes, such as *ACAA2* (the enzyme catalyzes mitochondrial beta-oxidation), *CPT2* (deliver fatty acids into mitochondria) and *Acsl1* (convert fatty acids to acyl-CoAs in the β-oxidation process) (Fig. S9c). 

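Acaa2 (ENSMUSG00000036880, chromosome 18 of GRCm38, 74779197 to 74806208) was at 297 ± 32.0 CPM (SD, n = 4) in TA, 238 ± 17.9 in WT and 199.7 ± 13.9 in TD. It was lower in TD than in TA (log2 fold change -0.57, SE 0.0873, adjusted p = 0.000409). The smaller differences of TA from WT (0.32, SE 0.0870, adjusted p = 0.0246) and TD from WT (-0.25, SE 0.0871, adjusted p = 0.0399) were not called in every setting. The first was not called without TA replicate 2 or 4 or WT replicate 2 or 3 (0.27 to 0.30) or with only the 2 genotypes in the fit (adjusted p = 0.0539), and its adjusted p ran from 0.00623 to 0.0830. The second was not called without TA replicate 1, TD replicate 3 or 4, or WT replicate 1 or 4 (-0.25 to -0.21) or with scaling by library totals (-0.18), and its adjusted p ran from 0.0192 to 0.127. Cpt2 (ENSMUSG00000028607, chromosome 4, 107903981 to 107923610) was at 245 ± 31.6 CPM in TA, 275 ± 42.8 in WT and 178.5 ± 2.86 in TD. TA was not higher than WT (-0.17, SE 0.105, adjusted p = 0.348), with -0.26 without TA replicate 2, -0.11 without TA replicate 3 and -0.078 without WT replicate 4. TD was lower than WT (-0.62, SE 0.105, adjusted p = 0.000534) and than TA (-0.45, SE 0.105, adjusted p = 0.00821). Acsl1 (ENSMUSG00000018796, chromosome 8, 46471037 to 46536051) was at 2374 ± 190 CPM in TA, 1524 ± 363 in WT and 1236 ± 143 in TD. It was higher in TA than in WT (0.64, SE 0.138, adjusted p = 0.00649) and lower in TD than in TA (-0.94, SE 0.139, adjusted p = 0.000313). Its fall in TD from WT (-0.30, adjusted p = 0.112) was called only without WT replicate 2 (-0.43, adjusted p = 0.0168) or without a filter on low counts (adjusted p = 0.0208), and was -0.15 without WT replicate 4 (adjusted p = 0.407, the highest).
The 12 genes of Fig. S9c, chosen on these libraries, were each called lower in TD than in TA (median -0.64, camera adjusted p = 4.18e-26, and 0.0266, the highest of the settings tried, with the correlation estimated within the list). In TA 5 were called higher than in WT (median 0.23, camera adjusted p = 0.000326, fry adjusted p = 0.0199, and at most 0.278 over the settings tried), Gpd1 the most, and 3 had a negative log2 fold change, Cox5a the most (-0.24, adjusted p = 0.170). In TD 11 were called lower than in WT (median -0.52, camera adjusted p = 3.88e-10). The score was 0.41 ± 0.14 (SD, n = 4) in TA, 0.092 ± 0.14 in WT and -0.50 ± 0.089 in TD, without overlap in any of the 3 comparisons (exact permutation p = 0.0286 each).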

To confirm the bioinformatics analysis, we subjected cultured adipocytes to ChIP‒qPCR analysis. As expected, TA preferred to bind the promoters/enhancers of lipid catabolism-related genes enriched by ChEA, while TD inhibited this effect (Fig. S9d). These results showed that p-T166 regulates PPARγ transcriptional activity for fatty acid catabolism genes.

**Fig. 5:**
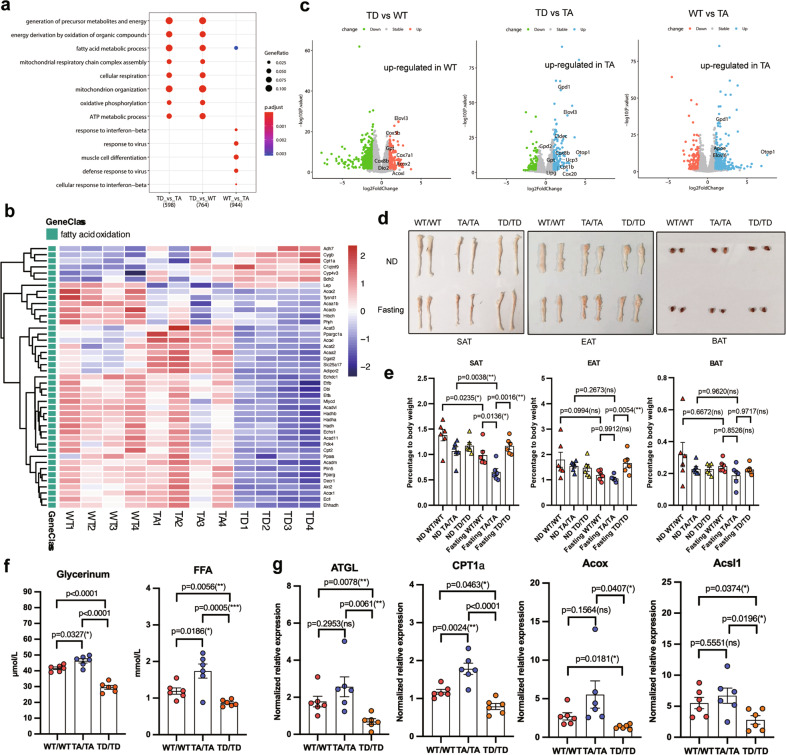
T166 phosphorylation controls fat degradation and lipid catabolism. **a** GO analysis of differentially expressed genes among the three genotypes (*n* = 4). **b** Expression of fatty acid oxidation genes by RNA-Seq (*n* = 4). *P* < 0.05 according to an unpaired two-sided Student’s *t*-test and LogFC >0.5. **c** Volcano plot showing beige cell markers. (**d**) The gross appearance of adipose tissue from homozygous WT/WT, TA/TA and TD/TD mice following 3 h 4°C acute cold challenge pretreated with overnight fasting (*n* = 6). **e** The content of adipose fat pads (percentage of body weight) from WT/WT, TA/TA and TD/TD mice (*n* = 6). **f** Serum free fatty acid (FFA) and glycerin levels (*n* = 6). **g** Q-PCR analysis of lipid catabolism genes in isolated adipocytes from SATs (*n* = 6). Data are expressed as the mean ± S.E.M. Data were analyzed using one-way ANOVA followed by Tukey’s test (**e**–**g**). *P < 0.05. **P < 0.01, ***P < 0.001.

As lipid catabolism is closely associated with mitochondrial activity, we clustered the mitochondrial assembly and oxidative phosphorylation pathways. TD adipocytes showed inhibition of both processes (Fig. S10a, b). 

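The heat maps of Fig. S10a and Fig. S10b gave 44 genes of respiratory chain complex assembly and 51 of oxidative phosphorylation, chosen on these libraries. Of the first, 41 were called lower in TD than in WT (median log2 fold change -0.70, camera adjusted p = 3.49e-33) and 36 lower than in TA (-0.61, camera adjusted p = 2.07e-30). Of the second, 46 were called lower and 2 higher in TD than in WT (-0.69, camera adjusted p = 2.45e-32), and 43 lower and 1 higher than in TA (-0.53, camera adjusted p = 3.90e-27). The largest rise among the 51 was that of Myog, with no count in WT and 7 to 61 counts in TD. The scores were -0.45 ± 0.16 (SD, n = 4) in TD, 0.28 ± 0.17 in WT and 0.17 ± 0.18 in TA for the 44 genes, and -0.37 ± 0.11, 0.22 ± 0.13 and 0.14 ± 0.19 for the 51. TD overlapped neither of the others in either list (exact permutation p = 0.0286 each). TA lay slightly below WT, with medians of -0.13 (camera adjusted p = 0.00959) and -0.157 (camera adjusted p = 0.00218), neither of which fry called (adjusted p = 0.357 and 0.289). Over the settings tried the adjusted p ran from 0.000173 to 0.658 for the first and from 3.50e-06 to 0.629 for the second, whose members had a mean of 0.0089. Neither was called without TA replicate 3 (-0.072 and -0.091) or without WT replicate 1 (-0.060 and -0.092), and the first was -0.21 without TA replicate 2.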

Subsequent fluorescence microscopy and bioenergetics measurements confirmed that TD adipocytes exhibited a markedly decreased mitochondrial membrane potential (Fig. S10c) and oxygen consumption rate (OCR) (Fig. S10d), indicating that p-T166 inhibits mitochondrial activity.

After recognizing the role of p-T166 in regulating lipid metabolism, we next sought to explore its related physiological function. Homozygous WT, TA and TD mice were fasted overnight and then subjected to a 6-h acute cold challenge. Intriguingly, this condition quickly induced lipid breakdown in TA-SATs, directly causing a severe reduction in adipose mass (Fig. 5d, e). Correspondingly, after the cold challenge, the serum concentrations of free fatty acids (FFAs) and glycerin in TA mice were higher than those of their WT and TD counterparts (Fig. 5f), suggesting that TA rapidly promoted lipid catabolism. Moreover, lipid catabolism genes were highly expressed in TA-SATs (Fig. 5g), while TD inhibited this effect. In parallel, we used isoprenaline (ISO) to activate β-adrenergic receptor (β-AR) signaling, a key pathway in cold-induced beige cell formation and lipid mobilization. In cultured adipocytes, TA cells showed enhanced beige cells and related lipid catabolism genes relative to their WT or homozygous TD counterparts in response to 6 h of ISO treatment. In contrast, TD inhibited the expression of these genes (Fig. S10e). All of these phenomena indicate that p-T166 controls lipid catabolism in adipocytes.

### T166 phosphorylation correlates with metabolic dysfunctions

To study the correlation between metabolic disturbance and p-T166, we challenged WT mice with a high-fat diet (HFD) and analyzed the serum metabolic markers, in parallel with evaluating the p-T166 level in SAT. We found that the 4-month HFD treatment induced marked metabolic dysfunction in mice. The serum content of adiponectin, an insulin-sensitizing and anti-inflammatory adipokine, was decreased (Fig. S11a), while the concentrations of serum triacylglycerol, glucose and cholesterol were significantly increased (Fig. S11b). Moreover, proinflammatory cytokines (TNFα and IL-6) were also dramatically induced (Fig. S11c). Next, we found that the level of p-T166 in SAT was highly increased upon the 4-month HFD treatment (Fig. S11d). Subsequently, we readapted 4-month HFD-fed mice to 8 weeks of normal diet feeding (HFD converted to chow diets, HCC model), which improved metabolic disorders (hyperlipidemia, hypercholesterolemia, and insulin resistance) (Fig. S11e, S11g, h). Moreover, HCC attenuated p-T166 intensity in SAT (Fig. S11f). We also assessed other phosphorylation patterns in SAT, and we found that HCC treatment had little impact on S112 or S273 phosphorylation (Fig. S11i). These results indicate that the p-T166 level is correlated with metabolic dysfunction.

### Genetical blockage of T166 phosphorylation enhances energy expenditure and improves metabolic dysfunctions

We then included TA and TD mice in the analysis. Homozygous WT, TA and TD mice were simultaneously fed a HFD, and the metabolic index levels were evaluated. Surprisingly, TA mice showed resistance to diet-induced obesity, improved insulin sensitivity, and lower fasting lipidemia than their WT and TD counterparts (Fig. 6a-d). DEXA scanning indicated that HFD-treated TA mice had a decreased fat mass/percentage and a higher lean percentage (Fig. 6e-f). Furthermore, TA mice had decreased BAT and SAT contents (Fig. S12f, Fig. 6g). Subsequent mRNA quantitation in SAT revealed that TA had higher expressions of beige biomarker genes (Fig. 6h). The metabolic cage assay was used to analyze energy homeostasis. TA mice consumed a much higher volume of O_2_ and produced a greater volume of CO_2_ than WT and TD mice (Fig. S12a, b). Correspondingly, the heat production of TA mice was higher than that of their WT and TD counterparts (Fig. S12c). The respiratory exchange ratio (RER) in TD mice was lower than that in mice of the other genotypes (Fig. S12d). Analysis of the EAT uncovered an intriguing phenomenon where the EAT from TA mice was larger than that from WT mice (Fig. S12f) but ameliorated inflammatory cell infiltration, suggesting that TA might promote the healthy expansion of EAT (Fig. S12g). The evaluation of peripheral metabolic organs, the liver and skeletal muscle, indicated that TA mice exhibited greatly alleviated steatosis in these tissues (Fig. S12h). Taken together, these data confirm that p-T166 regulates adipose remodeling; more importantly, inhibition of p-T166 can improve obesity related metabolic disorders.

**Fig. 6:**
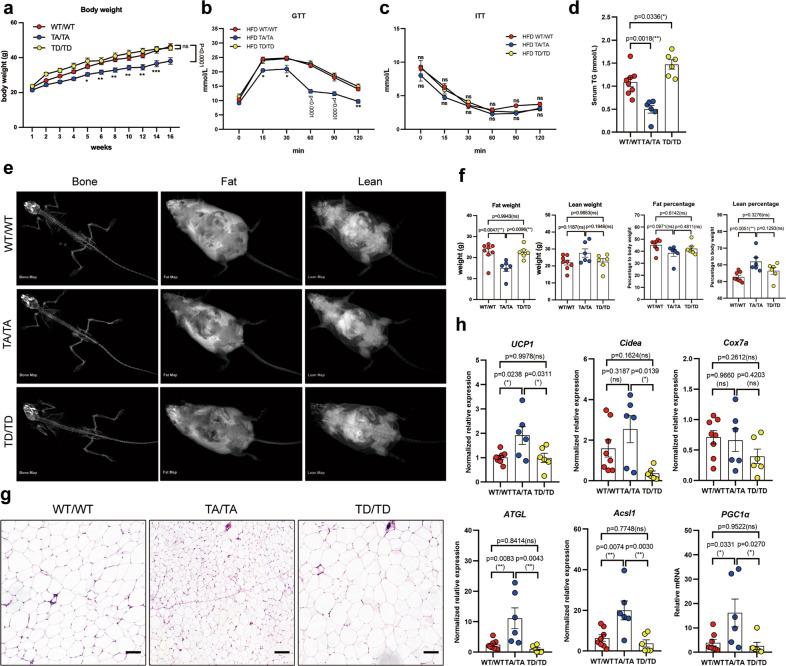
Blockade of T166 phosphorylation ameliorates HFD-induced obesity and related metabolic dysfunction. **a** Body weight curve of WT/WT, TA/TA and TD/TD mice treated with an HFD for 16 weeks. **b**, **c** Glucose tolerance test (GTT) (**b**) and insulin tolerance test (ITT) (**c**) in WT, TA and TD mice fed an HFD for 12 weeks. **d** The total triglyceride content in the serum was measured using a commercial kit. **e**, **f** Dual-energy X-ray absorptiometry (DEXA) scans showing (**e**) lean mass/percentage and fat mass/percentage (**f**) of mice following an HFD. **g** H&E staining of SAT in HFD-fed mice. 100× magnification; scale bar, 100 μm. **h** Relative mRNA levels of browning-related genes in isolated adipocytes from SATs. Gene expression is normalized to the 36B4 endogenous control. Biologically independent samples: WT/WT group *n* = 8; TA/TA group *n* = 6; TD/TD group *n* = 6. In (**g**), 100× magnification; scale bar, 100 μm. Data are expressed as the mean ± S.E.M. Data were analyzed by two-way ANOVA followed by Bonferroni’s test (**a**–**c**) or one-way ANOVA followed by Tukey’s test (**d**, **f**, **h**). *P < 0.05. **P < 0.01, ***P < 0.001.

## Discussion

The regulatory diversity and complexity of PPARγ governing the adipocyte development is largely unknown. The PTMs located in the PPARγ-LBD control beige cell differentiation [18, 33] by altering LBD conformation and impeding the interaction of PPARγ with pro-browning cofactors. In contrast, DBD has been defined as the “performer” of the commands given by the LBD [34]. With respect to the nuclear receptor family (NR), no evidence has successfully highlighted the significance of the DBD in determining cell-specific programs. Here, for the first time, we identified p-T166 in DBD directly determines the action of PPARγ in beige cell adipocyte differentiation. Moreover, p-T166 interrupts the interplay of LBD with cofactors in adipocytes, supporting the notion found in vitamin D receptor (VDR) that specific conformational changes in the DBD can alter the coactivator interaction surfaces in the LBD [35, 36]. As NR members are highly homologous, the DBD and its PTM patterns may have a broad effect on diverse cell types.

Promoting beige cell biogenesis is can improve obesity-related metabolic dysfunction [37, 38]. Here, p-T166 restrained beige adipocyte inducibility and inhibited lipid catabolism activity in WAT. Blockage of p-T166 restored the beigeing program impaired by HFD, combating obesity related metabolic dysfunctions. From a therapeutic standpoint, pharmacological intervention to inhibit p-T166 could be a convenient approach treating obesity. Moreover, this strategy might avoid the typical side effects caused by TZDs [39]. Actually, specific modulation of PTMs to control unique subsets of PPARγ target genes has been reported. Bruce etc. demonstrated that targeting Ser273 phosphorylation using SPPARMs specifically elicited insulin-sensitizing gene expression in adipocytes [40, 41]. In our study, p-T166 acted in a relatively specific manner to reduce the expression levels of genes involved in fatty acid oxidation, respiratory chain assembly and oxidative phosphorylation in adipocytes. Thus, the modulation of p-T166 by CDDO is a promising therapeutic regimen for treating obesity-related metabolic disorders.

Allostery is an inherent regulatory process that functions to finely adjust the transcriptional behavior of nuclear receptors (NRs) [42, 43]. For PPARγ, the binding of distinct ligands to its LBD alters the DBD recognition specificity on DNA, which elicits overlapping, but discrete, patterns of target gene expression [44, 45]. A single point mutation in PPARγ-LBD is sufficient to hinder the communication of transcriptional signals from LBD to DBD and change the DNA binding affinity [34]. This evidence indicates that communication between the LBD and DBD via allosteric interactions controls PPARγ function. Here, TD disturbed intradomain LBD-DBD communication, and p-T166 altered the interaction of PPARγ with pro-browning cofactors, which docked on LBD [46], suggesting that p-T166 was an allosteric signal to control transcriptional complex assembly. Although DBD conformation in tailoring cofactor binding and transcriptional activity in particular NRs have been demonstrated [47], a role for PTMs in DBD to determine cell-specific program has not been reported. In addition, CDDO sharply decreased H/D exchange in the peptides of the DBD neighboring the T166 site and the loop between helix 9 and helix 10 in the LBD, which has been shown to participate in the formation of the LBD-DBD interface by crystallography [34]. This effect enhanced LBD-DBD, further making the conformational shrinking of DBD and impeding the PKCα catalytic action on PPARγ. This long distal ligand-induced stability of DBD might restrict the binding activity of PPARγ and allow it to bind only limited subsets of genes (most likely beige cell-specific genes).

Protein‒protein interactions (PPIs) are commonly exploited in drug development. A number of small molecules targeting PPIs have been shown to effectively treat cancer, immunological disease and neurodegenerative disease [48, 49]. Here, CDDO disturbed the interplay between PPARγ and PKCα without affecting PKCα activity. In addition, CDDO induced allosteric communication between the LBD and DBD. These actions of CDDO inhibited PPARγ p-T166 and thus activated beige cell biogenesis. Furthermore, unlike PKCα inhibitor in adipocytes [50, 51], CDDO did not impede normal adipogenesis, which suggested that targeting the PPI of PKCα-PPARγ was a safe tactic for promoting WAT browning.

## Materials and methods

### Generation of PPARγ-T166A (TA) and PPARγ-T166D (TD) mice and animal study

The generation approach is outlined in Fig. S5a. Mice with the PPARg mutation were generated using CRISPR-Cas9 technique, as described previously [52]. Cas9 mRNA was ordered from Sigma-aldrich. For sgRNA preparation, T7 promoter sequence was appended to the sgRNA template by PCR amplification. Run the PCR products on a 2%(wt/vol) agarose gel in TAE buffer to evaluate the expected size. Conducting the gel purification of T7-sgRNA PCR product by using PCR purification kit (QIAQuick). The sgRNA was transcribed in vitro by using T7-sgRNA PCR product as the template with the MEGAshortscript™ T7 (Thermo Fisher AM1354) kit according to the kit protocol. Dilute the sgRNA to 500 ng/µl in RNase-free water and check its quality on a 2% (wt/vol) agarose gel in TAE buffer. Single-cell zygotes from superovulated 3- to 4-week-old C57BL/6 J females mice mated to C57BL/6 J males were injected with Cas9 mRNA, sgRNA and ssDNA, and cultured overnight. Transfer the two-cell embryos into oviducts of pseudopregnant Swiss Webster surrogate females. The offspring pups were genotyped for the TA or TD mutations by identified by PCR and DNA sequencing. The genotyping forward primer: CAAGACATGGTCTCCCTCTG. The genotyping reverse primer: AGTTGTCCTAGTGCCTACTG. The DNA sequencing primer: CTGGCCTACACGAAGAAGCTC. F1 offspring carrying the mutant allele were crossed with C57BL/6 J mice from Gempharmtech Co., Ltd. F2 heterozygotes were crossed with heterozygotes to generate homozygotes and WT littermates, the latter of which were used as controls.

Mice used in this study were kept on a 12-h light–dark cycle and fed standard chow. To generate the diet-induced obesity (DIO) model, 3−4-week-old mice were fed a high-fat diet (HFD) (D12492, 60% fat, 20% carbohydrate, 20% protein, total 5.24 kcal/g; Research Diets Inc., New Brunswick, NJ) for 16 weeks. For chemical intervention, 6−8-week-old mice were treated with 5 mg/kg/day rosiglitazone (RSG) or 3 mg/kg/day CDDO (Bardoxolone). Mice were weighed daily until sacrifice under anesthesia using diethylether. Animal welfare and experimental procedures were carried out in strict compliance with the ‘Guide for the Care and Use of Laboratory Animals’ (Ministry of Science and Technology of China) and the related ethical regulations of Nanjing University. Animal sample sizes were determined based on previous studies and literatures of the field using similar experimental paradigms.

### Human samples

We obtain subcutaneous adipose samples from 3 female individuals (BMI = 21.1, 25.5 and 27.0) undergoing the liposuction surgery at Nanjing drum tower hospital, the affiliated hospital of Nanjing university medical school. None of the individuals had any previous history of cardiovascular disease, diabetes, systemic illness, chronic inflammatory disease. Patients did not follow any special diet before the surgery. SVF cells were isolated according to the standard purification protocol.

### Chemicals and antibodies

The following chemicals were used in the present study: CDDO (APExBIO, A3220), rosiglitazone (MedChemExpress, HY-17386), isoprenaline hydrochloride (MedChemExpress, HY-B0468), CDDO-Im (MedChemExpress, HY-15725), CDDO-Me (Bardoxolone methyl, PubChem CID: 400769), and SO1989 [27] (kindly provided by Prof. Sun Hongbin, China pharmaceutical University).

The following commercial antibodies were used in the present study: rabbit anti-PPARγ (#81B8, Cell Signaling Technology), mouse anti-PPARγ (sc-7273, Santa Cruz), anti-UCP1 (ab209483, Abcam), anti-PRDM16 (ab106410, Abcam), anti-HA (A01244, Genscript), anti-Flag (20543-1-AP, Proteintech), anti-p-PKCα (ab32502, Abcam), anti-PKCα (#2056, Cell Signaling Technology), anti-PPARγ p-Ser273 (bs-4888R, Bioss), anti-PPARγ p-Ser112 (ab195925, Abcam), anti-p-ERK1/2 (ab223500, Abcam), anti-ERK1/2 (ab17942, Abcam), anti-CDK5R1 (bs-11611R, Bioss), anti-CDK5 (bs-0559R, Bioss), anti-p-histone H1 (05-1324, Millipore), anti-β-actin (A00702, Genscript), and anti-GAPDH (#3683, Cell Signaling Technology).

For detection of p-T166 by western blotting, mouse monoclonal antibody against p-T166 was generated by immunizing mice with a KLH (keyhole limpet hemocyanin)-conjugated phosphopeptide corresponding to residues surrounding T166 of PPARγ (KLH-KGFFRRpTIRLKLIYDRC). The cell culture supernatant of the hybridoma clones were screened using ELISA and dot blotting.

### Primary adipocyte differentiation and culture

Stromal vascular fractions (SVFs) were isolated from the inguinal WAT (iWAT) and interscapular BAT. Subsequently, adipose deposits were homogenized and digested by shaking for 90 min at 37 °C in Hanks buffer (61.5 mM NaCl, 2.5 mM KCl, 0.65 mM CaCl_2_, 2.5 mM glucose, 50 mM HEPES, 50 U/mL, 50 μg/mL Pen/Strep) containing 5% (w/v) BSA and 0.5 mg/mL collagenase type I (Worthington). Digested cells were filtered through a 100-μm strainer and centrifuged for 10 min at 1000 ×g. The SVF cells were rinsed twice with PBS and seeded in DMEM/F12 supplemented with 10% FBS. After culture for 48 h, non-adherent cells were removed by washing 3 times with PBS. Adipogenic differentiation was induced when the cells reached confluence. The differentiation culture medium used was DMEM/F12 supplemented with 10% FBS, 850 nM insulin, 1 nM triiodothyronine (T3), 0.5 mM 3-isobutyl-1-methylxanthine (IBMX), 5 μM dexamethasone (Dex), and 125 nM indomethacin. Four days after incubation, the differentiation medium was replaced with maintenance DMEM/F12 medium containing 10% FBS, 850 nM insulin, and 1 nM T3. The culture medium was changed every two days. On day 8, mature adipocytes were harvested and subjected to the following assays.

### TissueGnostics imaging analysis

Image acquisition: The TissueFAXS Quantitative Imaging System (TissueGnostics, Vienna, Austria) was used to acquire images from the slides. The entire slide was scanned at low magnification using the 2.5× objective, and then the 20× objective was used to acquire high magnification images and exclude the blank area outside the tissue.

Quantitative analysis of tissue section images: Image processing and analysis was performed using StrataQuest 6.0.182 (TissueGnostics, Vienna, Austra). Image processing included reconstruction of whole images and segmentation of all the structures on the slide. After automatic color separation, the hematoxylin and eosin channels were independent of each other. All lipid droplets were identified by dense reticular formation with nuclear location but a low-stained background. In the StrataQuest software, all lipid droplets were projected onto a two-dimensional scatter plot and gating tools were used to select the boundaries of objects of a certain size. At the same time, lipid droplets were highlighted for assessment and reconfirmation.

### Lipid and mitochondrial staining

Differentiated adipocytes were stained with 100 nM MitoTracker Red (ThermoFisher, M7512) in serum-free DMEM/F12 for 15 min at 37 °C in accordance with the manufacturer’s instructions. After rinsing 5 times with PBS, adipocytes were fixed with 4% paraformaldehyde for 15 min at 37 °C and washed again twice with PBS. The lipid droplets were labeled with 2 μM BODIPY 493/503 (ThermoFisher, D3922) for 15 min. Cells were rinsed 5 times with PBS and the nuclei were stained with DAPI. Confocal microscopy was used to analyze the lipid droplets and the membrane potential of the mitochondria.

### RNA-sequencing and data analysis

For RNA-Seq, total RNA was extracted from differentiated adipocytes in vitro using TRIzol reagent (Invitrogen). Next generation sequencing library preparations were conducted according to the manufacturer’s protocol. The libraries were sequenced on a Novaseq 6000 (Illumina) and the reads were aligned to the GRCm38.97 genome (ENSEMBL) using Hisat2 (v2.0.1). Analysis of differentially expressed genes was conducted using the DEseq2 (v1.28.1) Bioconductor package. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed using the ClusterProfiler (v3.16.0) R package. The module eigengene expression, adjacency matrix heatmap, module-trait relationships, and other related parameters were calculated and visualized according to package instructions.

### Hydrogen deuterium exchange mass spectrometry (HDX-MS)

Differentiation HDX experiments were conducted as previously reported [36, 53]. Briefly, 20 μM full-length mouse PPARγ2 (apoprotein) was mixed with a 1:10 molar excess of ligands and incubated for 2 h at 5 °C. After complex formation, the apo- or liganded protein was mixed with reaction buffer (20 mM Na_3_PO_4_, 500 mM NaCl, pH 7.6) containing D_2_O and incubated at 5 °C for 0, 10, 30, 60, 300, 900, 1200, and 3600 s. The reaction system was quenched with buffer containing 4 M guanidine hydrochloride, 100 mM citric acid, and 0.2 M TCEP, pH 2.5 at 0.5 °C. Immediately, proteins were passed through a pepsin column (2.1 mm × 30 mm, ThermoFisher), and the digested peptides were desalted on an Acclaim PepMap300 C18 column (1.0 mm × 15 mm, (ThermoFisher). Peptides were separated on an ACQUITY UPLC Peptide CSH C18 column (1 mm × 50 mm, Waters). Digestion and separation were conducted at 0.5°C. Mass spectrometry data were acquired using a high-resolution mass spectrometer (Orbitrap Fusion, ThermoFisher) over a mass range of 300−1500 *m/z* for 15 min. Three replicates were obtained for each HDX experiment at each time point, and three non-deuterated FIP200 protein samples were used for data analysis of tandem MS/MS experiments. The BioPharm Finder (version 2.0, ThermoFisher) was used to identify the peptides, and the sorted peptides (scoreå 80) were analyzed using the HD-Examiner software (Sierra Analytics). The MS/MS data were analyzed by BioPharm Finder (version 2.0) to identify the peptides. The peptides (Scoreå 80) were further analyzed by HD-Examiner, and each peptide (both deuterated and non-deuterated) was manually confirmed with respect to the correct retention time, *m/z* range, presence of overlapping peptide envelopes, and charge state. The separate evaluation of deuterium uptake variability from the three replicates defined a significance threshold of ±5% difference in HDX for a single time point. Comparisons between the apoprotein and apoprotein−ligand complex were plotted using HD-Examiner.

### Oxygen consumption assays

Cells were differentiated and treated as previously described [54]. The oxygen consumption rate (OCR) was obtained using the XF24 Extracellular Flux Analyzer (Seahorse Biosciences). In this experiment, the OCR was calculated from five independent measurements. Baseline OCR was measured every 7 min and following the sequential injection of oligomycin (1 μM), carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP) (1 μM), and antimycin A (2 μM).

### Histological and immunohistochemical analysis

Tissues were fixed in 10% formaldehyde for at least 24 h and embedded in paraffin. Sections (5-μm) were cut and stained with hematoxylin and eosin (H&E) or specifically labeled for immunohistochemistry (IHC). Images were visualized and photographed using a Nikon A1R confocal laser scanning microscope. Cell size was analyzed using the TissueGnostics imaging system or the Image J software.

### Quantitative real-time PCR

Total RNA was isolated from adipose tissue or adipocytes using TRIzol reagent (ThermoFisher), and cDNA was synthesized using a 5× All-In-One RT MasterMix (abm, G486) kit in accordance with the manufacturer’s instructions. RT-qPCR was performed on a StepOnePlus (Applied Biosystems) using AceQ qPCR SYBR Green Master Mix (Vazyme, Q111-02). The expression of the measured genes was normalized to the 36B4 mRNA expression level. The sequences of the primers used for qPCR are shown in Table S1.

### Molecular docking

PPARγ (PDB:3e00) and PKCα (PDB:3iw4) were docked using the ClusPro and Zdock servers. The top overlapping predictions between the two servers were further modeled by Pymol. As shown in Fig S3d, the PPARγ DBD is colored purple, the LBD is colored green, and PKCα is colored red. T166 is marked in blue and the predominant catalytic elements in PKCα are marked in yellow.

### In vitro kinase assay

Human PPARγ was purchased from Cayman Chemical (Item No. 61700) and active human PKCα was purchased from Millipore (14−484). An in vitro kinase assay was conducted in the 1× kinase buffer (Cell Signaling Technology, 9820 S) supplemented with 1 mM CaCl_2_, PKC lipid activator (Millipore, 20−133), and 10 mM ATP (Cell Signaling Technology, 9804 S). In each reaction tube, 200 ng PPARγ was incubated with 10, 50, or 100 ng PKCα at 30°C for 2 h. At the same time, one tube without PKCα was maintained on ice as a negative control. Histone H1 (Millipore, 14−155) was used as a positive control. The reaction products were subjected to western blotting and MS/MS phosphorylation pattern identification.

### Glucose tolerance (GTT) and insulin tolerance (ITT) tests

For the GTT, mice were fasted for 12 h, following which glucose (2 g/kg) was intraperitoneally injected. For the ITT, mice were fasted for 12 h and then injected intraperitoneally with insulin (0.6 U/kg). Blood was collected from the tail vein at the indicated times (0, 15, 30, 60, 90, and 120 min) after injection of either glucose (GTT) or insulin (ITT). Blood glucose levels were measured using a glucometer.

### PPARγ gene−luciferase reporter assay

Genes encoding WT, TA, and TD mouse PPARγ2 were cloned separately into the pcDNA3.1(-) vector. pIRES-hPPARγ/PPRE-Luc and pRL-control plasmids were purchased from Addgene. HEK293T cells were transfected with PPARγ2, PPRE-Luc, and pRL at a molar ratio of 50:50:1. After a 6-h transfection period, the culture medium was replaced with fresh DMEM containing 10% FBS. Small molecules were added to the culture wells and incubated for 24 h. Cells were collected and lysed in luciferase lysis buffer, and the luciferase activity of the cells was measured using the dual-luciferase reporter assay system (Promega, E1910).

### Phosphorylation pattern identification

The products of the in vitro kinase assay were digested with Lys-C (Promega, V167A). The resulting peptides were dissolved in 0.2% formic acid (FA) and separated using an online Nano-LC system (Microtech Scientific) equipped with a C18 reversed-phase column. A linear gradient of 5−30% acetonitrile in 0.2% FA was used for column elution. The MS data were acquired using an LTQ-Orbitrap mass spectrometer (ThermoFisher). Full scan spectra (*m/z* 300–1600) were acquired with a resolution of 60,000 at 400 *m/z* after the accumulation of 1,000,000 ions. The five most-intense ions per scan were selected for collision-induced dissociation fragmentation in the linear ion trap after the accumulation of 3000 ions. The maximal filling times were set at 500 ms for full scans and 150 ms for MS/MS scans. The dynamic exclusion list was restricted to 500 entries, with a maximum retention period of 60 s and a relative mass window of 10 ppm. Raw files were analyzed using the MaxQuant software. Peak list files were searched against the UniProt protein sequence database.

The search parameters were set as follows: enzyme, trypsin; up to two missed cleavages; carbamidomethyl cysteine as a fixed modification; and methionine oxidation and protein N-terminal acetylation as variable modifications. The MS tolerance was 6 ppm, while the MS/MS tolerance was 0.5 Da. The required false discovery rate was set to 1% at the peptide and protein levels, and the minimum acquired peptide length was seven amino acids. At least one unique or razor peptide per protein group was required for protein identification.

### Co-immunoprecipitation (Co-IP)

Mouse PKCα, PRDM16, and PGC1α genes were cloned into the pcDNA3.1(-) vector. HEK293T cells were co-transfected with these genes and PPARγ2. After 24 h, the cells were lysed in Western blotting and IP lysis buffer (Cell Signaling Technology, 9803 S). Total protein (500 μg − 1 mg) was pre-cleared with 1 μg rabbit IgG (Cell Signaling Technology, #3900) and 20 μL Protein A + G agarose (Abcam, ab193262) for 3 h at 4 °C. Total protein was isolated by centrifugation and 0.5 μg anti-Flag antibody was added. Following an overnight incubation at 4 °C, 30 μL Protein A + G agarose was used to purify the immune complex, following which the agarose was washed 7 times in wash buffer (150 mM NaCl, 1 mM EDTA, 20 mM Tris, 1% Triton X-100, pH 8.0). Protein was eluted in 1× SDS-PAGE loading buffer at 100 °C for 10 min. For Co-IP assays in primary adipocytes, mature adipocytes differentiated in vitro were collected and lysed, and 2 μg mouse anti-PPARγ antibody (Santa Cruz, sc-7273) was used for IP.

### ChIP assay

Adipose tissue was ground into small pieces, cross-linked in 0.5% paraformaldehyde (PFA) for 5 min at room temperature, and quenched with 125 mM glycine for 10 min. The tissue was subsequently washed three times with PBS prior to homogenization. A Dounce tissue homogenizer was used to isolate the nucleus, and the remaining tissue was homogenized in NPB buffer (25 mM HEPES, 1.5 mM MgCl_2_, 10 mM KCl, 1% NP-40, 1 mM DTT, 1 mM PMSF, protease inhibitor cocktail, pH 7.8). Homogenates were filtered through a 100-μm strainer. Nuclei were resuspended in sonication buffer (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.5% SDS, 0.5 mM PMSF, protease inhibitor cocktail, pH 7.9), incubated on ice for 20 min, and sonicated to generate 200−500-bp fragments. After sonication, 10 μg sheared chromatin was diluted in ChIP dilution buffer (16.7 mM Tris, 1.2 mM EDTA, 167 mM NaCl, 1.1% Triton X-100, and 0.01% SDS, pH 8.0) and incubated overnight at 4 °C with a rabbit anti-PPARγ monoclonal antibody (Cell Signaling Technology, #81B8). A 1% chromatin solution was used as the input control. The following day, ChIP-grade Protein G magnetic beads (Cell Signaling Technology, #9006) were added to the immunoprecipitates and incubated for 2 h. The beads were washed twice each with low-salt buffer (150 mM NaCl, 20 mM Tris-HCl, 2 mM EDTA, 1% Triton-X, 0.1% SDS, pH 8.0), high-salt buffer (500 mM NaCl, 20 mM Tris-HCl, 2 mM EDTA, 1% Triton-X; 0.1% SDS, pH 8.0), LiCl buffer (0.25 M LiCl, 10 mM Tris-HCl, 1 mM EDTA, 1% deoxycholate, pH 8.0), and TE buffer (10 mM Tris, 1 mM EDTA, pH 8.0), and the proteins were eluted in ChIP elution buffer (50 mM Tris, 1 mM EDTA, 1% SDS, 50 mM NaHCO_3_, pH 8.0). The eluate was de-crosslinked, digested with proteinase K, and subjected to DNA purification. RT-qPCR was subsequently performed using the primers shown in Table S1.

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 8.0 software. Error bars indicate the standard error of the mean (S.E.M.) unless otherwise indicated. The unpaired Student’s *t*-test was used for two-group comparisons, and the one-way ANOVA followed by Tukey’s test were used for multiple-group comparisons. The two-way ANOVA followed by Bonferroni’s test was used for the GTT, ITT, seahorse test, and body weight and rectal temperature measurement. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplemental Figures and Legends

Supplemental dataset 1

Supplemental dataset 2

Supplemental dataset 3

Table S1. Primers in this study

Table S2

Uncropped Western blotting data

Reporting Summary checklist

## Data Availability

RNA-seq data have been deposited in GEO under accession number GSE158615. All source data presented in this study are available from the corresponding author upon request.

## References

[1] Kusminski CM, Bickel PE, Scherer PE (2016). Targeting adipose tissue in the treatment of obesity-associated diabetes. Nat Rev Drug Disco.

[2] Rosen ED, Spiegelman BM (2014). What we talk about when we talk about fat. Cell.

[3] Cildir G, Akıncılar SC, Tergaonkar V (2013). Chronic adipose tissue inflammation: all immune cells on the stage. Trends Mol Med.

[4] Kotas ME, Medzhitov R (2015). Homeostasis, inflammation, and disease susceptibility. Cell.

[5] Nathan C, Ding A (2010). Nonresolving inflammation. Cell.

[6] Harms M, Seale P (2013). Brown and beige fat: development, function and therapeutic potential. Nat Med.

[7] Kim K-H, Kim YH, Son JE, Lee JH, Kim S, Choe MS (2017). Intermittent fasting promotes adipose thermogenesis and metabolic homeostasis via VEGF-mediated alternative activation of macrophage. Cell Res.

[8] Wang W, Seale P (2016). Control of brown and beige fat development. Nat Rev Mol Cell Biol.

[9] Bostrom P, Wu J, Jedrychowski MP, Korde A, Ye L, Lo JC (2012). A PGC1-alpha-dependent myokine that drives brown-fat-like development of white fat and thermogenesis. Nature.

[10] Wu J, Bostrom P, Sparks LM, Ye L, Choi JH, Giang AH (2012). Beige adipocytes are a distinct type of thermogenic fat cell in mouse and human. Cell.

[11] Symonds ME, Pope M, Budge H (2015). The ontogeny of brown adipose tissue. Annu Rev Nutr.

[12] Bartelt A, Heeren J (2014). Adipose tissue browning and metabolic health. Nat Rev Endocrinol.

[13] He W, Barak Y, Hevener A, Olson P, Liao D, Le J (2003). Adipose-specific peroxisome proliferator-activated receptor gamma knockout causes insulin resistance in fat and liver but not in muscle. Proc Natl Acad Sci USA.

[14] Wang F, Mullican SE, DiSpirito JR, Peed LC, Lazar MA (2013). Lipoatrophy and severe metabolic disturbance in mice with fat-specific deletion of PPARgamma. Proc Natl Acad Sci USA.

[15] Jonker JW, Suh JM, Atkins AR, Ahmadian M, Li P, Whyte J (2012). A PPARgamma-FGF1 axis is required for adaptive adipose remodelling and metabolic homeostasis. Nature.

[16] Hu E, Kim JB, Sarraf P, Spiegelman BM (1996). Inhibition of adipogenesis through MAP kinase-mediated phosphorylation of PPARgamma. Science.

[17] Choi JH, Banks AS, Estall JL, Kajimura S, Boström P, Laznik D (2010). Anti-diabetic drugs inhibit obesity-linked phosphorylation of PPARγ by Cdk5. Nature.

[18] Qiang L, Wang L, Kon N, Zhao W, Lee S, Zhang Y (2012). Brown remodeling of white adipose tissue by SirT1-dependent deacetylation of Ppargamma. Cell.

[19] Katafuchi T, Holland WL, Kollipara RK, Kittler R, Mangelsdorf DJ, Kliewer SA (2018). PPARgamma-K107 SUMOylation regulates insulin sensitivity but not adiposity in mice. Proc Natl Acad Sci USA.

[20] Inagaki T, Sakai J, Kajimura S (2016). Transcriptional and epigenetic control of brown and beige adipose cell fate and function. Nat Rev Mol Cell Biol.

[21] Ohno H, Shinoda K, Spiegelman BM, Kajimura S (2012). PPARgamma agonists induce a white-to-brown fat conversion through stabilization of PRDM16 protein. Cell Metab.

[22] Loft A, Forss I, Siersbæk MS, Schmidt SF, Larsen AS, Madsen JG (2015). Browning of human adipocytes requires KLF11 and reprogramming of PPARγ superenhancers. Genes Dev.

[23] Ahmadian M, Suh JM, Hah N, Liddle C, Atkins AR, Downes M (2013). PPARgamma signaling and metabolism: the good, the bad and the future. Nat Med.

[24] Gross B, Pawlak M, Lefebvre P, Staels B (2017). PPARs in obesity-induced T2DM, dyslipidaemia and NAFLD. Nat Rev Endocrinol.

[25] Wang Y, Porter WW, Suh N, Honda T, Gribble GW, Leesnitzer LM (2000). A synthetic triterpenoid, 2-cyano-3,12-dioxooleana-1,9-dien-28-oic acid (CDDO), is a ligand for the peroxisome proliferator-activated receptor gamma. Mol Endocrinol.

[26] Lapillonne H, Konopleva M, Tsao T, Gold D, McQueen T, Sutherland RL (2003). Activation of peroxisome proliferator-activated receptor gamma by a novel synthetic triterpenoid 2-cyano-3,12-dioxooleana-1,9-dien-28-oic acid induces growth arrest and apoptosis in breast cancer cells. Cancer Res.

[27] Yang N, Tang Q, Qin W, Li Z, Wang D, Zhang W (2019). Treatment of obesity-related inflammation with a novel synthetic pentacyclic oleanane triterpenoids via modulation of macrophage polarization. EBioMedicine.

[28] Broekema MF, Savage DB, Monajemi H, Kalkhoven E (2019). Gene-gene and gene-environment interactions in lipodystrophy: lessons learned from natural PPARγ mutants. Biochimica et Biophysica Acta (BBA) - Mol Cell Biol Lipids.

[29] Hernandez-Quiles M, Broekema MF, Kalkhoven E (2021). PPARgamma in metabolism, immunity, and cancer: unified and diverse mechanisms of action. Front Endocrinol (Lausanne).

[30] Santos GM, Neves Fde A, Amato AA (2015). Thermogenesis in white adipose tissue: an unfinished story about PPARgamma. Biochim Biophys Acta.

[31] Yu XX, Lewin DA, Forrest W, Adams SH (2002). Cold elicits the simultaneous induction of fatty acid synthesis and β-oxidation in murine brown adipose tissue: prediction from differential gene expression and confirmation in vivo. FASEB J.

[32] Lodhi Irfan J, Yin L, Jensen-Urstad Anne PL, Funai K, Coleman T, Baird John H (2012). Inhibiting adipose tissue lipogenesis reprograms thermogenesis and PPARγ activation to decrease diet-induced obesity. Cell Metab.

[33] Wang H, Liu L, Lin JZ, Aprahamian TR, Farmer SR (2016). Browning of white adipose tissue with roscovitine induces a distinct population of UCP1(+) adipocytes. Cell Metab.

[34] Chandra V, Huang P, Hamuro Y, Raghuram S, Wang Y, Burris TP (2008). Structure of the intact PPAR-gamma-RXR- nuclear receptor complex on DNA. Nature.

[35] Zhang J, Chalmers MJ, Stayrook KR, Burris LL, Wang Y, Busby SA (2011). DNA binding alters coactivator interaction surfaces of the intact VDR-RXR complex. Nat Struct Mol Biol.

[36] Zheng J, Chang MR, Stites RE, Wang Y, Bruning JB, Pascal BD (2017). HDX reveals the conformational dynamics of DNA sequence specific VDR co-activator interactions. Nat Commun.

[37] Kajimura S, Spiegelman BM, Seale P (2015). Brown and beige fat: physiological roles beyond heat generation. Cell Metab.

[38] Chen Y, Ikeda K, Yoneshiro T, Scaramozza A, Tajima K, Wang Q (2019). Thermal stress induces glycolytic beige fat formation via a myogenic state. Nature.

[39] Marciano DP, Chang MR, Corzo CA, Goswami D, Lam VQ, Pascal BD (2014). The therapeutic potential of nuclear receptor modulators for treatment of metabolic disorders: PPARgamma, RORs, and Rev-erbs. Cell Metab.

[40] Choi JH, Banks AS, Estall JL, Kajimura S, Bostrom P, Laznik D (2010). Anti-diabetic drugs inhibit obesity-linked phosphorylation of PPARgamma by Cdk5. Nature.

[41] Choi JH, Banks AS, Kamenecka TM, Busby SA, Chalmers MJ, Kumar N (2011). Antidiabetic actions of a non-agonist PPARgamma ligand blocking Cdk5-mediated phosphorylation. Nature.

[42] Fernandez EJ (2018). Allosteric pathways in nuclear receptors - Potential targets for drug design. Pharm Ther.

[43] Meijer FA, Leijten-van de Gevel IA, de Vries R, Brunsveld L (2019). Allosteric small molecule modulators of nuclear receptors. Mol Cell Endocrinol.

[44] Camp HS, Li O, Wise SC, Hong YH, Frankowski CL, Shen X (2000). Differential activation of peroxisome proliferator-activated receptor-gamma by troglitazone and rosiglitazone. Diabetes.

[45] Sears DD, Hsiao A, Ofrecio JM, Chapman J, He W, Olefsky JM (2007). Selective modulation of promoter recruitment and transcriptional activity of PPARgamma. Biochem Biophys Res Commun.

[46] Lodhi IJ, Dean JM, He A, Park H, Tan M, Feng C (2017). PexRAP inhibits PRDM16-mediated thermogenic gene expression. Cell Rep.

[47] Meijsing SH, Pufall MA, So AY, Bates DL, Chen L, Yamamoto KR (2009). DNA binding site sequence directs glucocorticoid receptor structure and activity. Science.

[48] Zhang M, Xing CY, Liu J (2013). Study of the efficacy of mizoribine in lupus nephritis in Chinese patients. Rheumatol Int.

[49] Kawasaki Y (2009). Mizoribine: a new approach in the treatment of renal disease. Clin developmental Immunol.

[50] McGowan K, DeVente J, Carey JO, Ways DK, Pekala PH (1996). Protein kinase C isoform expression during the differentiation of 3T3-L1 preadipocytes: loss of protein kinase C-alpha isoform correlates with loss of phorbol 12-myristate 13-acetate activation of nuclear factor kappaB and acquisition of the adipocyte phenotype. J Cell Physiol.

[51] Fleming I, MacKenzie SJ, Vernon RG, Anderson NG, Houslay MD, Kilgour E (1998). Protein kinase C isoforms play differential roles in the regulation of adipocyte differentiation. Biochemical J.

[52] Yang H, Wang H, Jaenisch R (2014). Generating genetically modified mice using CRISPR/Cas-mediated genome engineering. Nat Protoc.

[53] Brooun A, Gajiwala KS, Deng YL, Liu W, Bolanos B, Bingham P (2016). Polycomb repressive complex 2 structure with inhibitor reveals a mechanism of activation and drug resistance. Nat Commun.

[54] Su S, Guntur AR, Nguyen DC, Fakory SS, Doucette CC, Leech C (2018). A renewable source of human beige adipocytes for development of therapies to treat metabolic syndrome. Cell Rep.

# Supplementary material for: Blockage of PPARγ T166 phosphorylation enhances the inducibility of beige adipocytes and improves metabolic dysfunctions
**Source:** Cell Death Differ. 2022 Nov 3;30(3):766–78. doi: 10.1038/s41418-022-01077-x
**Supplement:** Supplementary file 1 — Supplemental Figures and Legends

## Supplemental Figures and legends

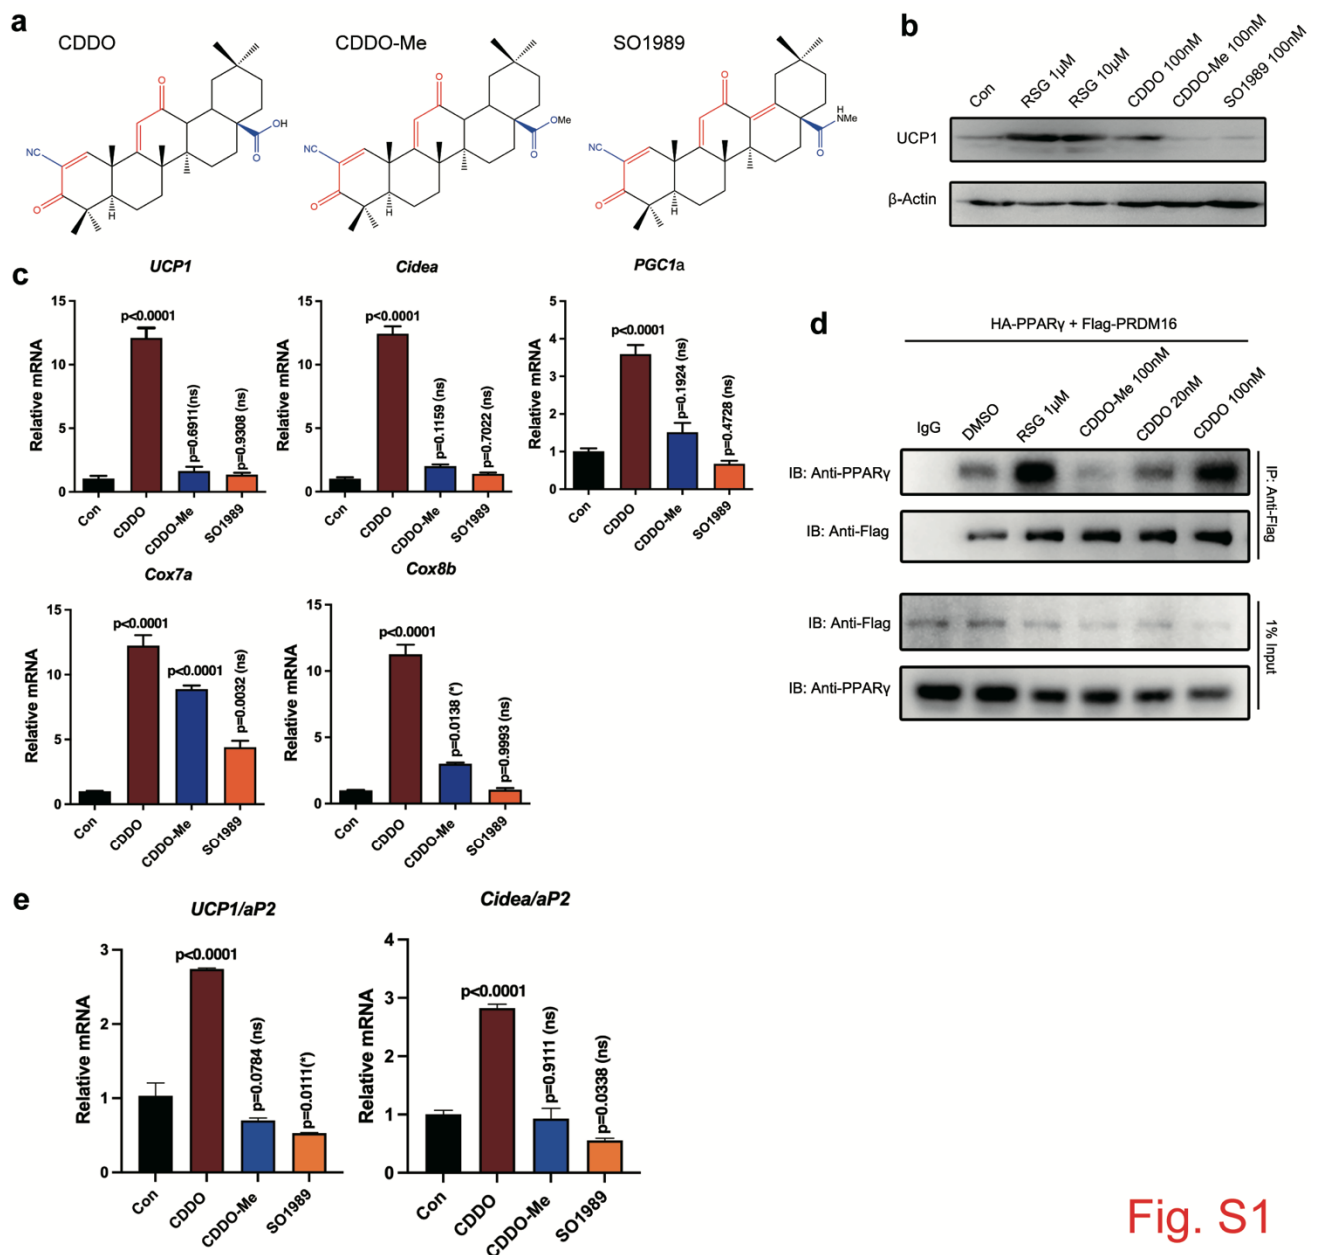

**Fig. S1**

**Fig S1. CDDO induce beige cell differentiation *in vitro*.**

- (a) The chemical structure of CDDO, CDDO-Me and SO1989.
- (b) SVF cells were differentiation *in vitro* for 5 days. Western blotting of UCP1 in SAT SVF-derived adipocytes following treatment with compounds during differentiation (RSG 1  $\mu$ M or 10  $\mu$ M, CDDO 100 nM, CDDO-Me 100 nM, SO1989 100 nM).
- (c) Quantitation of the mRNA levels of browning-linked genes in SAT-derived SVF differentiated adipocytes (n = 3) (RSG 1  $\mu$ M, CDDO 100nM, CDDO-Me 100nM, SO1989 100 nM).
- (d) Co-immunoprecipitation of overexpressed PPAR $\gamma$  (HA tag) with PRDM16 (Flag tag) in 293T cells.
- (e) UCP1 and Cidea mRNA levels were normalized to aP2 (adipogenesis marker gene) level.

Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test (**c** and **e**). \* $P < 0.05$ .

\*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

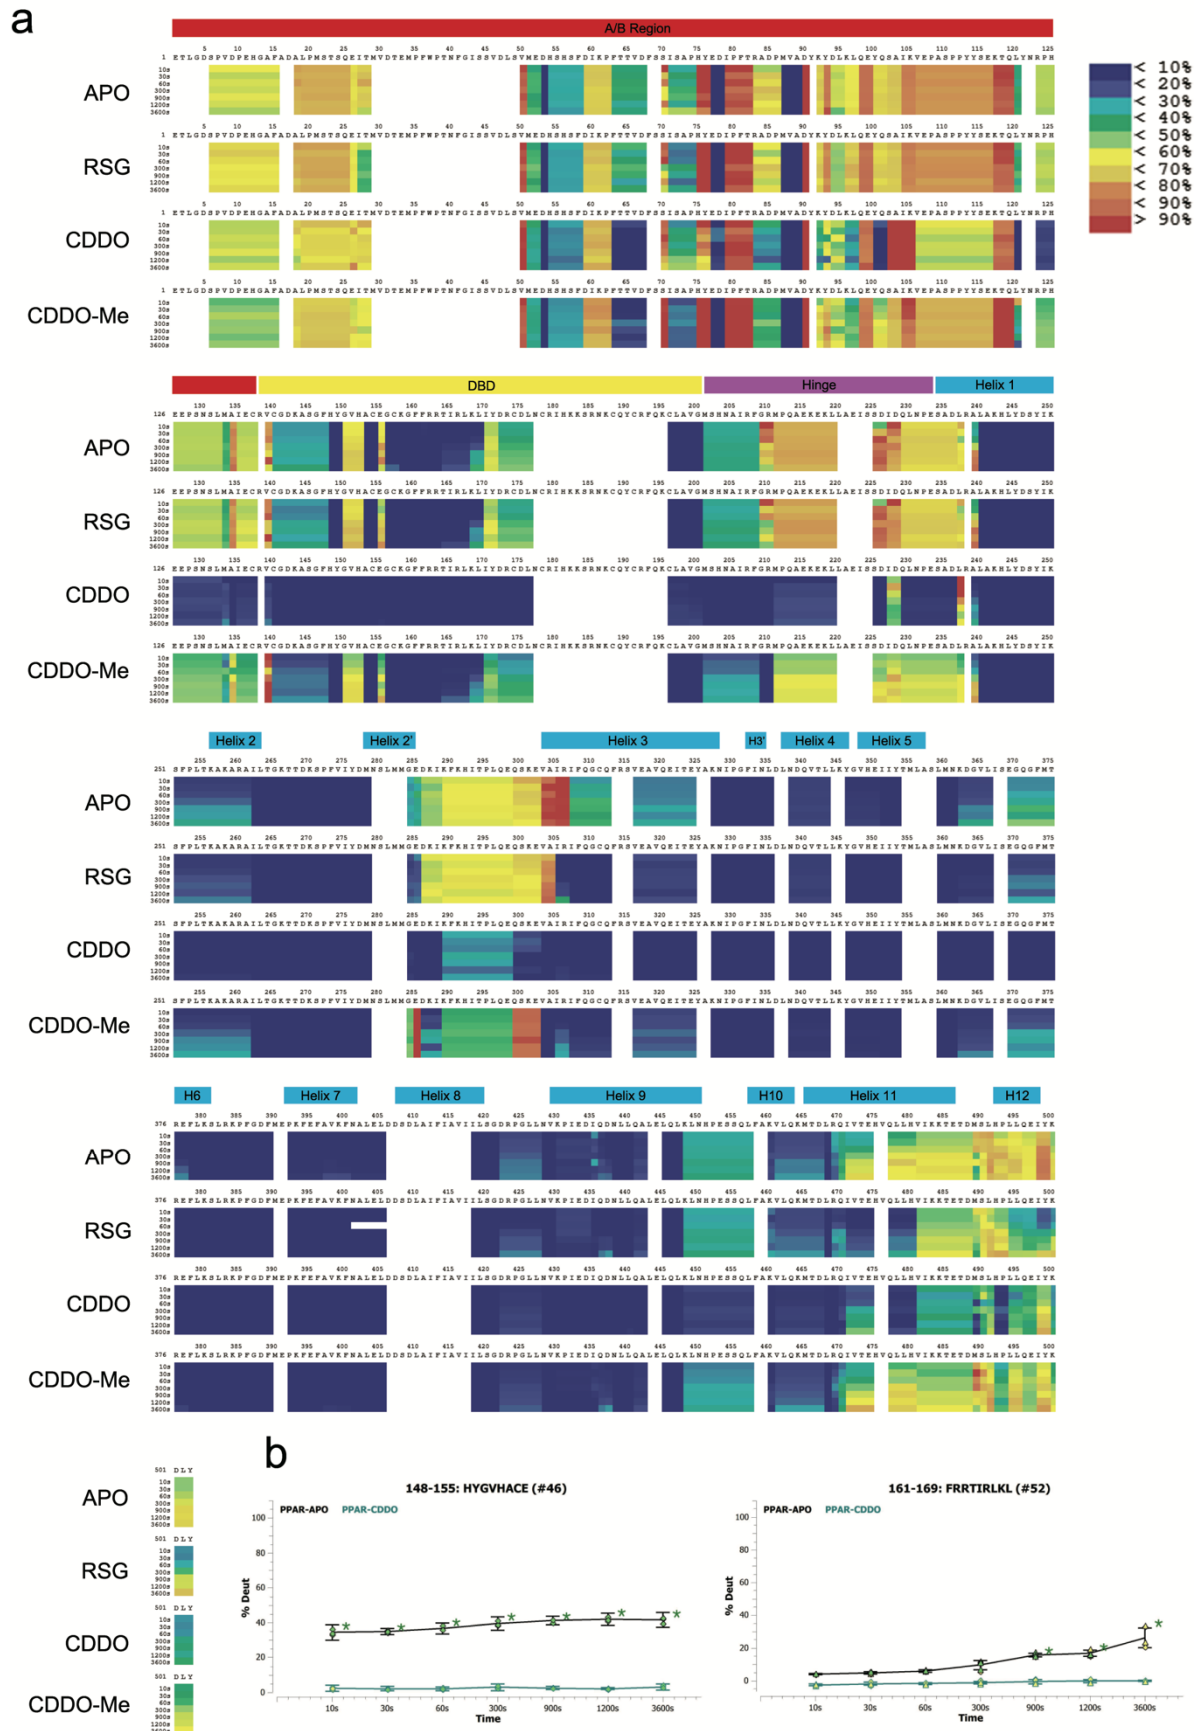

**Fig S2. The dynamic features of PPAR $\gamma$  binding with small molecules.**

**(a)** Heatmap of H/D-exchange for full-length PPAR $\gamma$ . Ligand-free state (APO protein); with rosiglitazone (RSG); with CDDO; with CDDO-Me. Each peptide fragment is presented as one horizontal colored bar. The percentage deuteration levels of the peptides at seven time points (10, 30, 60, 300, 900, 1200, and 3600 s) are shown according to the color gradient key.

**(b)** Deuterium incorporation kinetic curves of peptides 148-155 and 161-176.

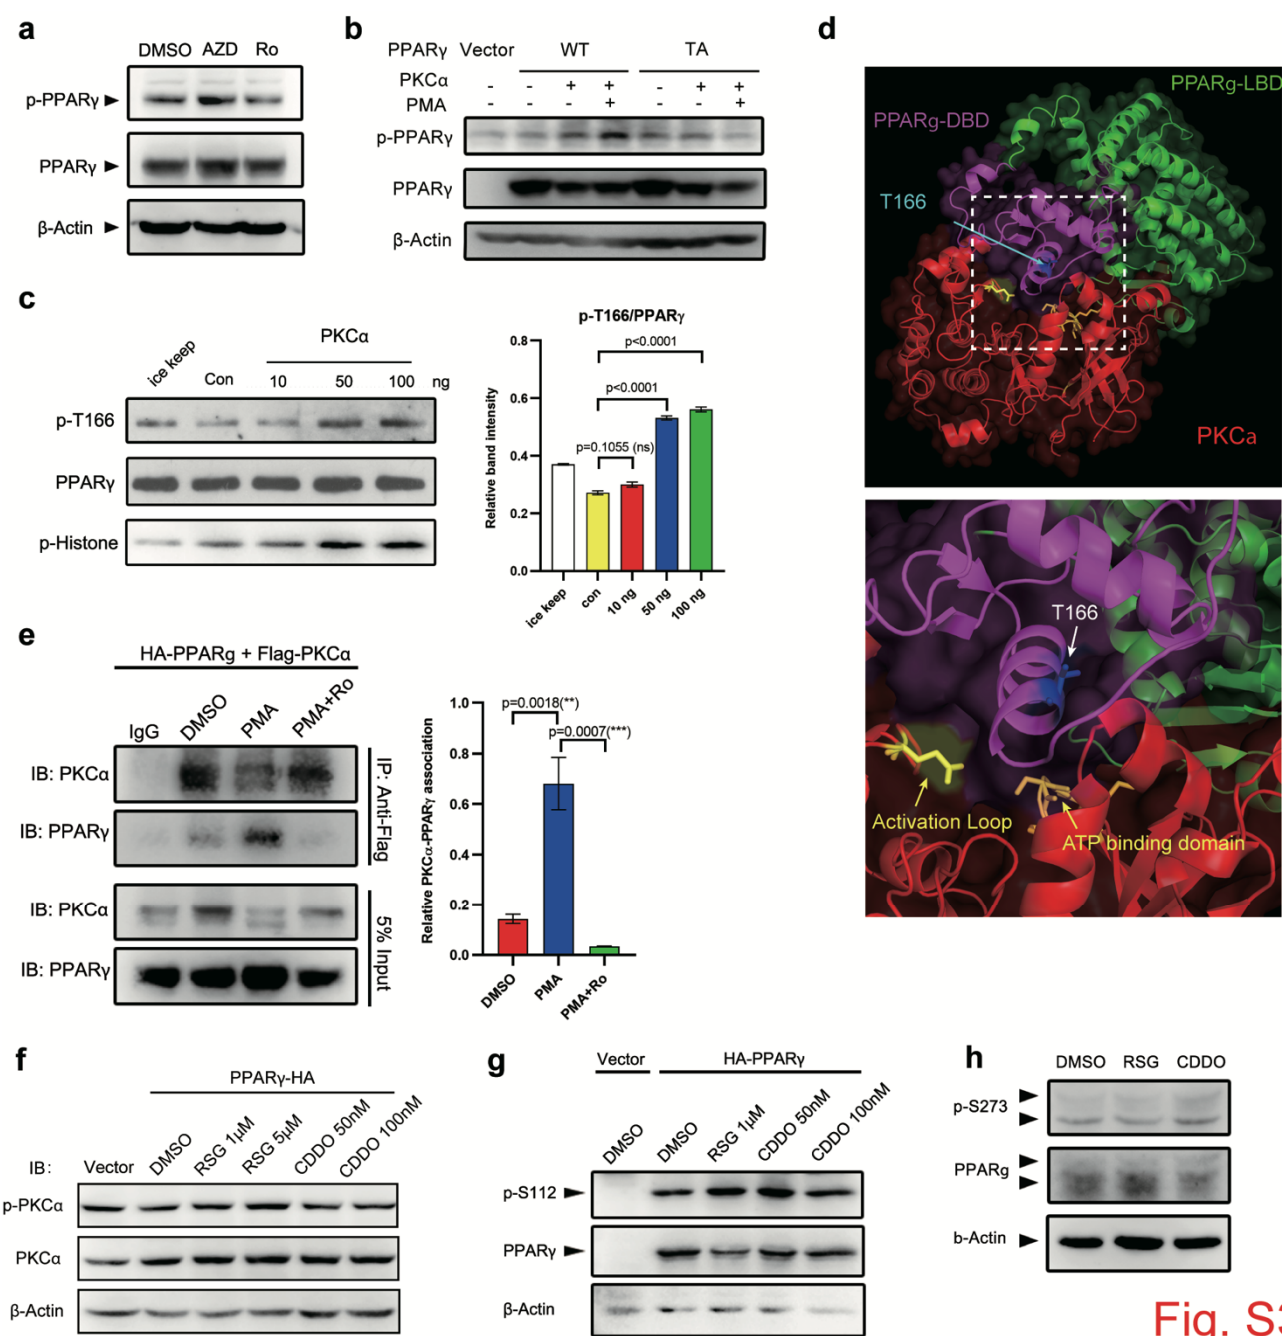

**Fig. S3**

**Fig S3. PKC $\alpha$  phosphorylates PPAR $\gamma$  at T166.**

(a) PPAR $\gamma$ -overexpressing HEK293T cells were treated with 100 nM AZD1152 (AZD) or 100 nM Ro31-8220 (Ro) overnight and PPAR $\gamma$  phosphorylation at T166 was analyzed by western blotting.

(b) Detection of PPAR $\gamma$  phosphorylation at T166 in MEF cells co-expressing PKC $\alpha$  and either WT or TA mutant PPAR $\gamma$ .

(c) *In vitro* kinase assay conducted using a constitutively active form of PKC $\alpha$  (caPKC $\alpha$ ) and PPAR $\gamma$ 1 purified from *E. coli*. Experiments were repeated three times.

(d) Predicted three-dimensional interplay between PKC $\alpha$  and PPAR $\gamma$ . The PPAR $\gamma$  DBD (purple) docked into the catalytic pocket of PKC $\alpha$  (red). The docking model was generated with the ZDOCK server (<http://zdock.umassmed.edu/>) using PDB codes 3e00 (PPAR $\gamma$ ) and 3iw4 (PKC $\alpha$ ).

(e) Co-immunoprecipitation of PPAR $\gamma$  and PKC $\alpha$  from HEK293T cells upon treatment with PMA (100 nM) and Ro (100 nM). Experiments were repeated three times.

(f) PKC $\alpha$ -overexpressing HEK293T cells were treated with RSG or CDDO for 24 h and the levels of p-PKC $\alpha$  (T638 phosphorylation) and PKC $\alpha$  were evaluated by western blotting.

(g) PPAR $\gamma$ -overexpressing HEK293T cells were treated with RSG or CDDO for 24 h and the level of Ser112 phosphorylation was detected by western blotting.

(h) Primary adipocytes were treated with RSG (1  $\mu$ M) and CDDO (100 nM) and the level of PPAR $\gamma$  phosphorylation at Ser273 was evaluated by western blotting.

Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test (c, e). \* $P$  < 0.05. \*\* $P$  < 0.01, \*\*\* $P$  < 0.001.

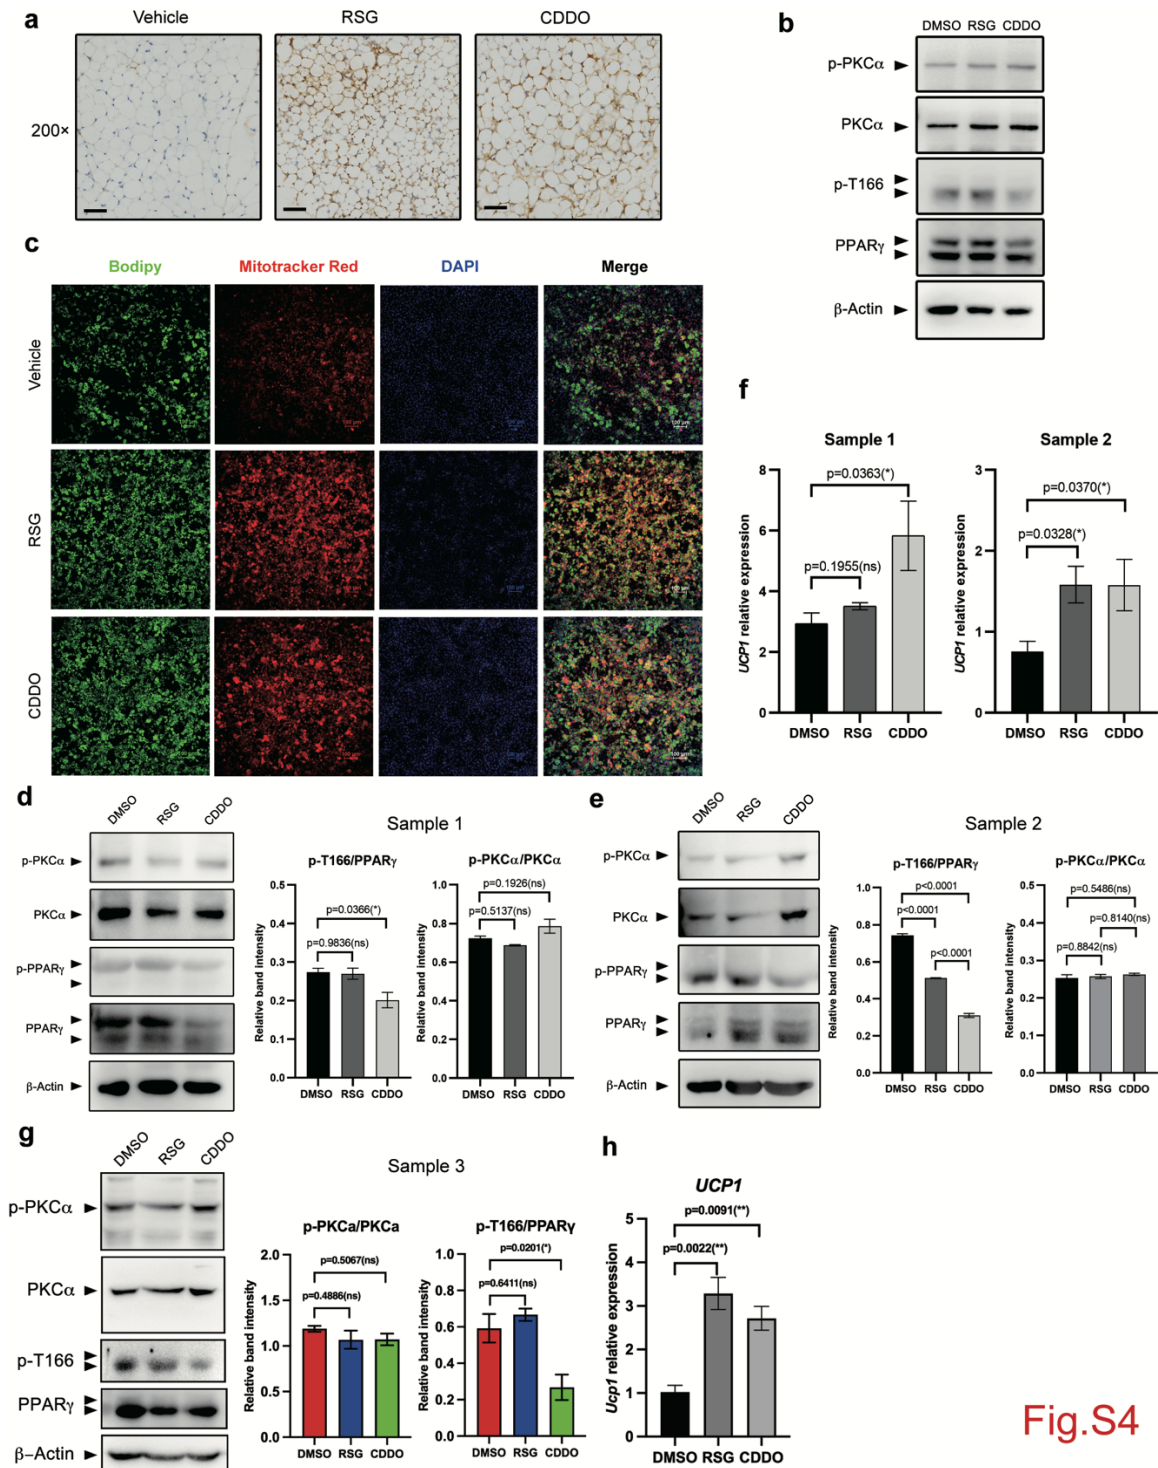

Fig.S4

**Fig S4. CDDO induced the beige phenotype in both mouse and human adipocytes.**

(a) UCP1 immunohistochemical staining of SAT (n=6). Related to Figure 2.

(b) Differentiated mature adipocytes were treated with RSG (100 nM) and CDDO (100 nM) and the levels of p-T166 and PKCα activation were measured by western blotting.

(c) Confocal microscopy analysis of the mitochondrial potential (MitoTracker red) and lipid droplets (Bodipy) in SAT-derived SVF-differentiated adipocytes. 100× magnification; scale bar, 100 μm.

**(d)-(f)** Two human female subcutaneous adipose samples from liposuction. The SVF cells were isolated and differentiated into mature adipocytes. The small molecule compounds (100nM RSG or 100nM CDDO) were kept incubated during the differentiation process. The mature adipocytes were collected and applied to western blotting and Q-PCR analysis. p-T166 level and PKC $\alpha$  activation in sample 1 **(d)**. p-T166 level and PKC $\alpha$  activation in sample 2 **(e)**. UCP1 mRNA expression levels **(f)**. Experiments were repeated three times.

**(g)-(h)** One additional BMI=27.0 human female subcutaneous adipose samples from liposuction. The SVF cells were isolated and differentiated into mature adipocytes. The small molecule compounds (100nM RSG or 100nM CDDO) were kept incubated during the differentiation process. The mature adipocytes were collected and applied to western blotting and Q-PCR analysis. p-T166 level and PKC $\alpha$  activation in this case **(g)**. UCP1 mRNA expression levels **(h)**. Experiments were repeated three times.

Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test.  $^*P < 0.05$ .  $^{**}P < 0.01$ ,  $^{***}P < 0.001$ .

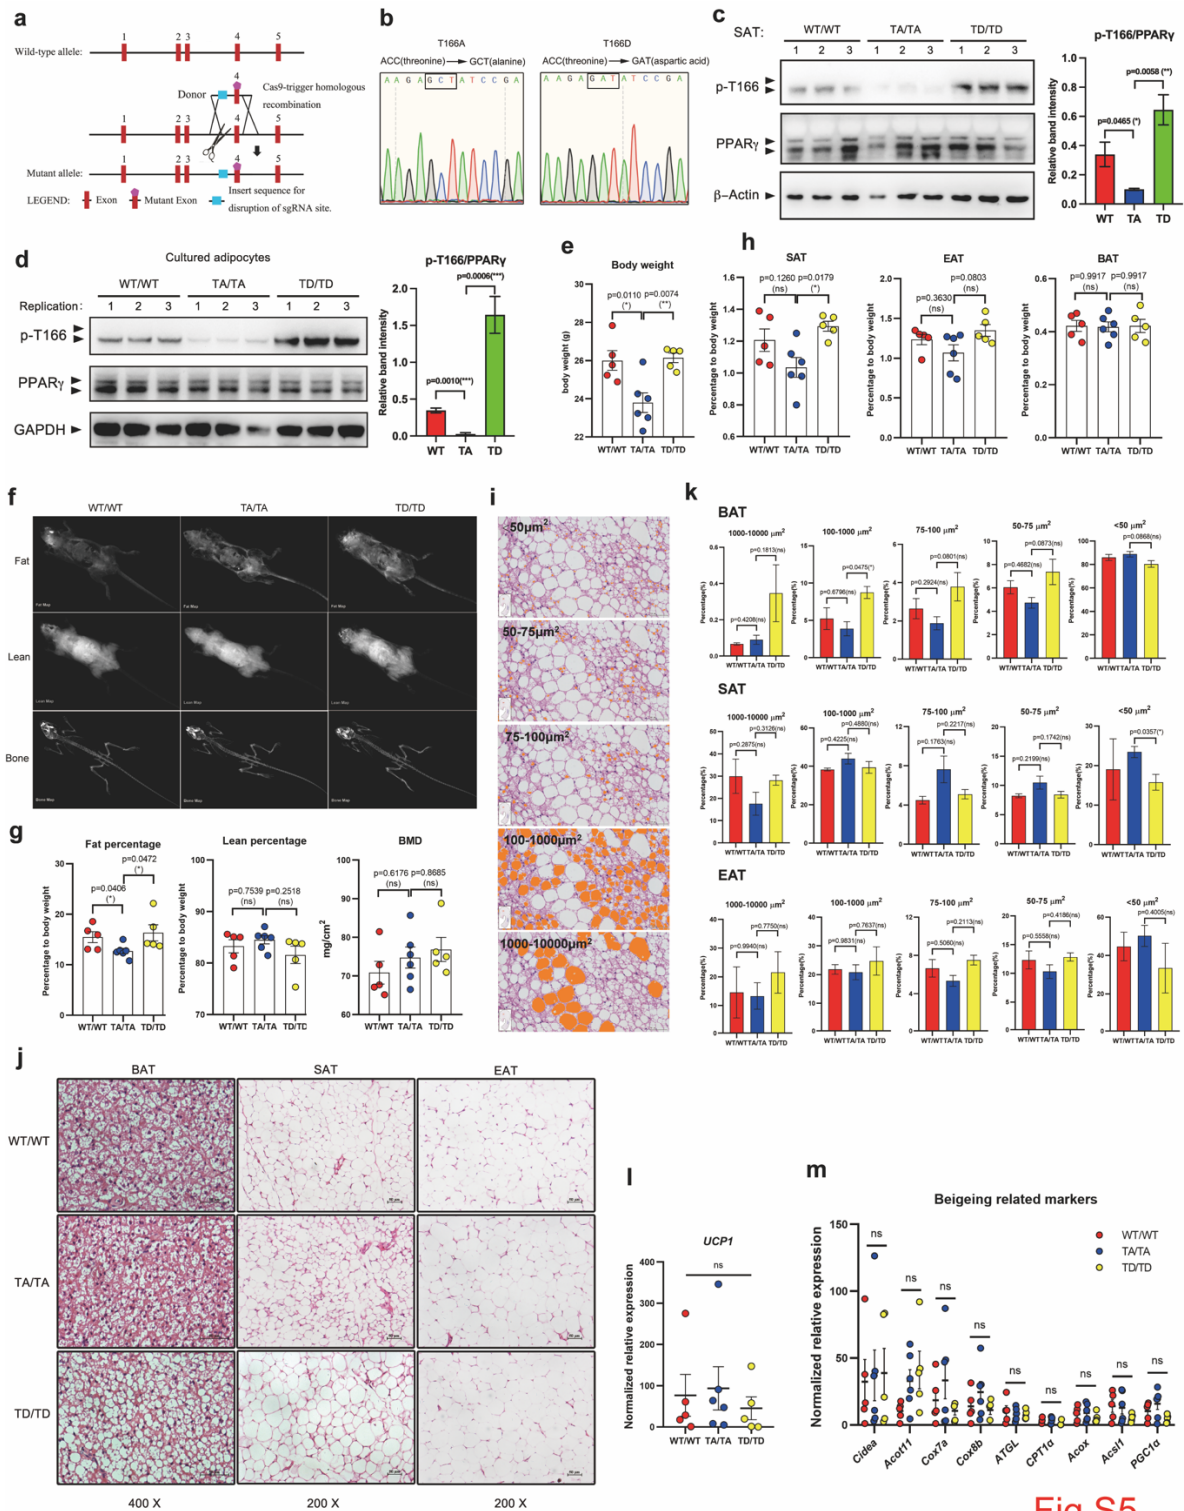

Fig.S5

**Fig S5. The metabolic phenotype of T166A/D mice.**

(a) The generation strategy of T166D mice using CRISPR/Cas9 technology.

(b) DNA sequencing confirmed the replacement of the PPAR $\gamma$  WT allele by the T166 mutant allele. The mutated sites are highlighted.

(c) SAT from WT, TA and TD mice are isolated and the whole tissues protein samples are analyzed by Western blotting. Every lane contains one mouse sample.

(d) SVF cells from WT, TA and TD SAT are differentiated into mature adipocytes and the p-T166 level were detected by p-T166 antibody. Experiments were repeated three times.

(e) Body weight of homozygous WT, TA, and TD mice at 8 weeks of age.

(f)- (g) Dual-energy X-ray absorptiometry (DEXA) scans (f) showing lean percentage, fat percentage, and bone mineral density (BMD) (g) of WT and T166 mutant mice at 8 weeks old.

(h) Fat pad percentage quantitation by manual weighing.

(i) The principle of the quantitation of the size of lipid droplets by TissueFAXS Cytometry.

(j) H&E staining of EAT, SAT, and BAT from WT, TA, and TD mice. 400× magnification, scale bar, 50 μm; 200× magnification, scale bar, 50 μm.

(k) Statistical data in (j) by TissueFAXS Cytometry. The vertical axis represents the percentage of lipid droplets of an indicated size among the total lipid droplets.

(l)-(m) Beige cell biomarker gene expression in SATs from WT, TA, and TD mice under standard condition.

Biologically independent samples (e-m): WT/WT group n = 5; TA/TA group n = 6; TD/TD group = 5. Data are expressed as the mean ± S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test. \* $P < 0.05$ . \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

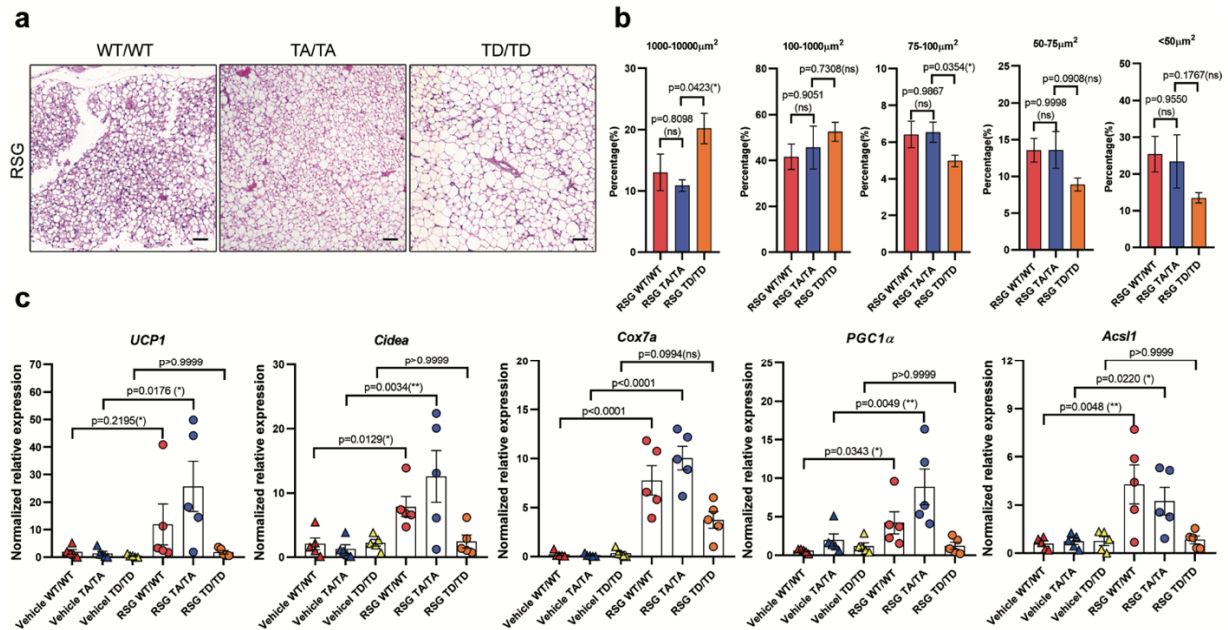

**Fig. S6**

**Fig S6. T166 A/D mutation regulates the RSG mediated beiging program in SAT.**

**(a)** WT/WT, TA/TA and TD/TD mice were treated with vehicle or RSG (5 mg/kg) for 7 days. Hematoxylin and eosin (H&E) staining of SAT. 100 $\times$  magnification, scale bar, 100  $\mu\text{m}$ . (RSG WT/WT group n=5; RSG TA/TA group n=5; RSG TD/TD group n=5).

**(b)** Quantitation of the size and percentage of lipid droplets in SAT by TissueFAXS Cytometry analysis (RSG WT/WT group n=5; RSG TA/TA group n=5; RSG TD/TD group n=5).

**(c)** Relative mRNA levels of browning-related genes in isolated adipocytes from SAT. (Vehicle WT/WT group n = 5; Vehicle TA/TA group n=5; Vehicle TD/TD group n = 5; RSG WT/WT group n = 5; RSG TA/TA group n=5; RSG TD/TD group n = 5).

Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test (**b-c**). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

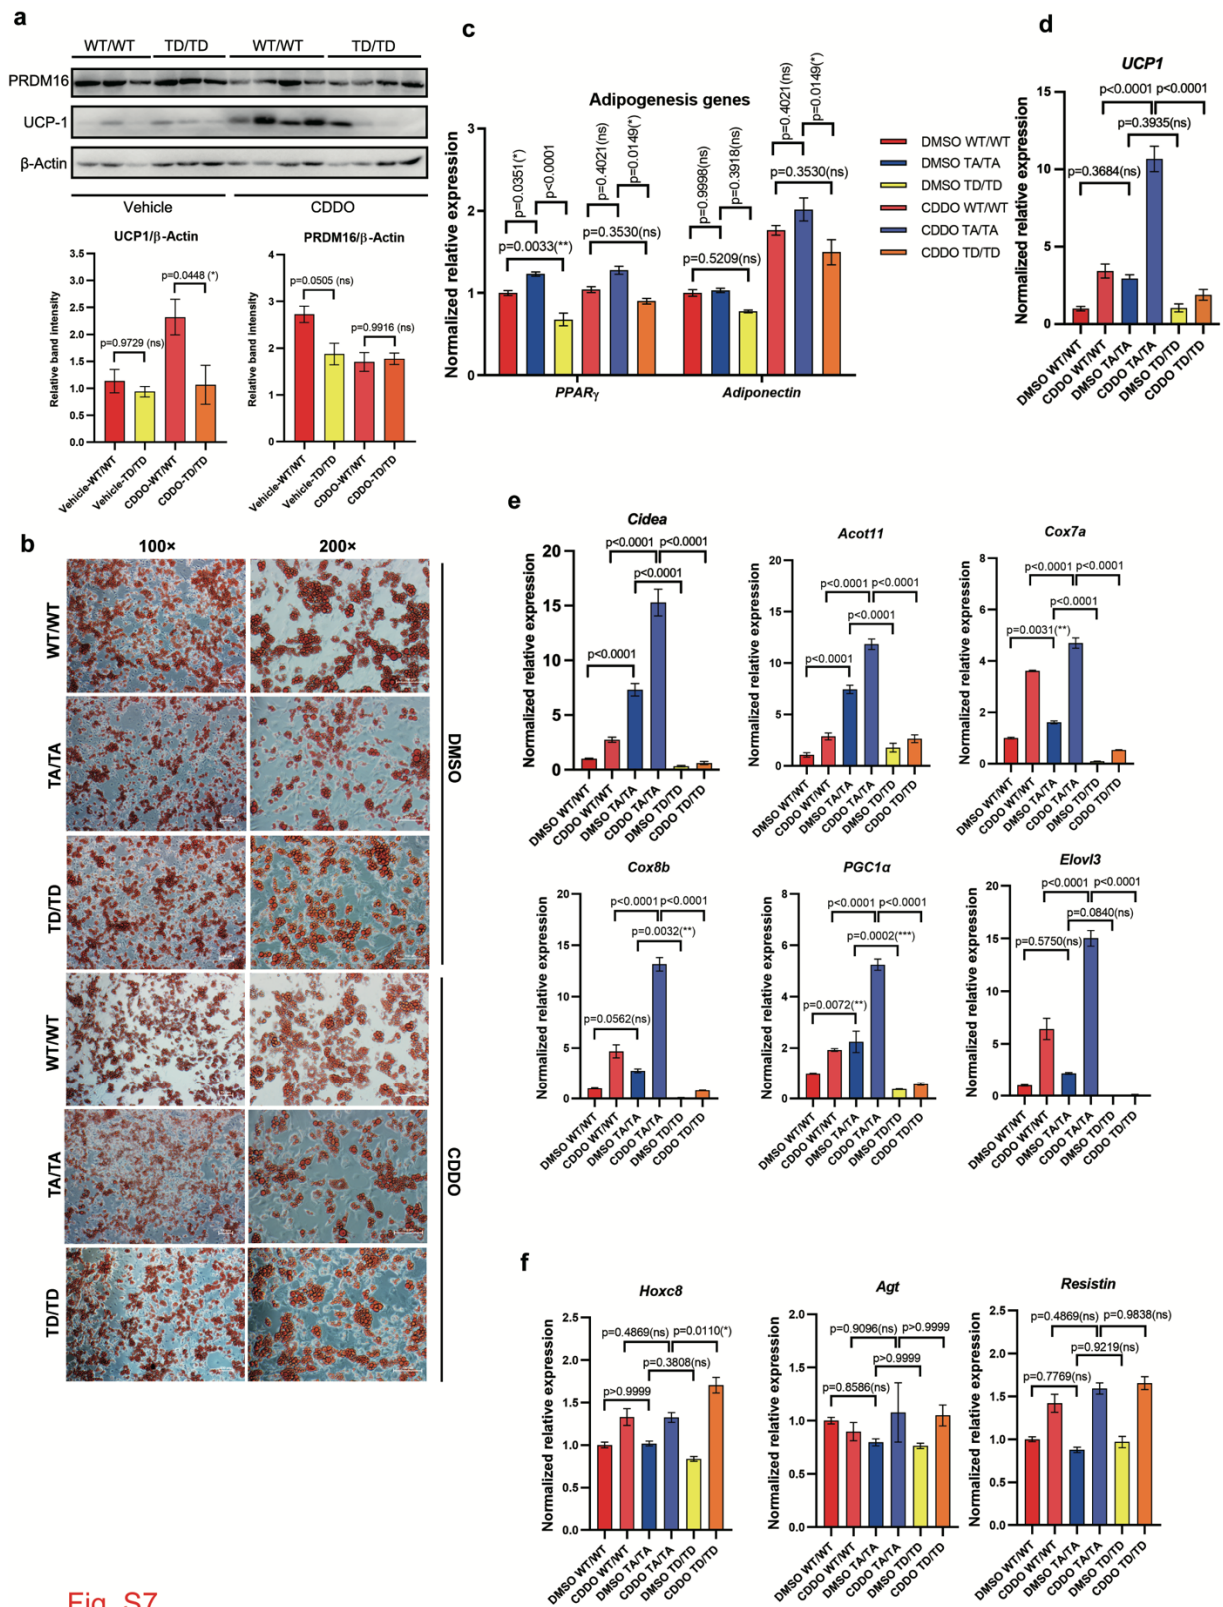

Fig. S7

**Fig S7. T166D mutation impedes CDDO-induced beige cell differentiation *in vitro*.**

(a) Western blotting of the levels of UCP1 and PRDM16 in SAT. Each lane contains whole protein samples from two mice.  $\beta$ -Actin is the endogenous control. Related to Figure 3.

(b) Oil O red staining of SAT-derived SVF-differentiated adipocytes. 100× magnification, scale bar, 100  $\mu$ m; 200× magnification, scale bar, 100  $\mu$ m.

(c) Adipogenesis-related gene expression was evaluated by qPCR. Gene expression is normalized to the 36B4 endogenous control.

(d)-(e) Beige cell biomarkers were analyzed by qPCR. Gene expression is normalized to the 36B4 endogenous control.

(f) The biomarkers of white adipocytes were analyzed by qPCR. Gene expression is normalized to the 36B4 endogenous control.

Biologically independent samples: there were 3 independent biological samples in each experiment ( $n = 3$ ). Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test.  $^*P < 0.05$ .  $^{**}P < 0.01$ ,  $^{***}P < 0.001$ .

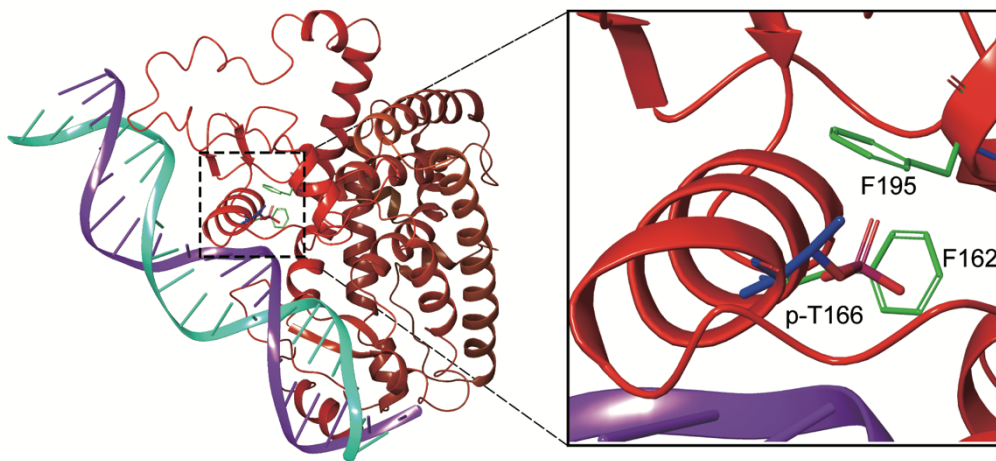

**Fig. S8**

**Fig S8. T166 phosphorylation causes steric clash between T166 and F162 or F195 in DNA-binding domain.**

Structural mimicking of T166 phosphorylation in the DBD using crystal data (PDB:3e00).

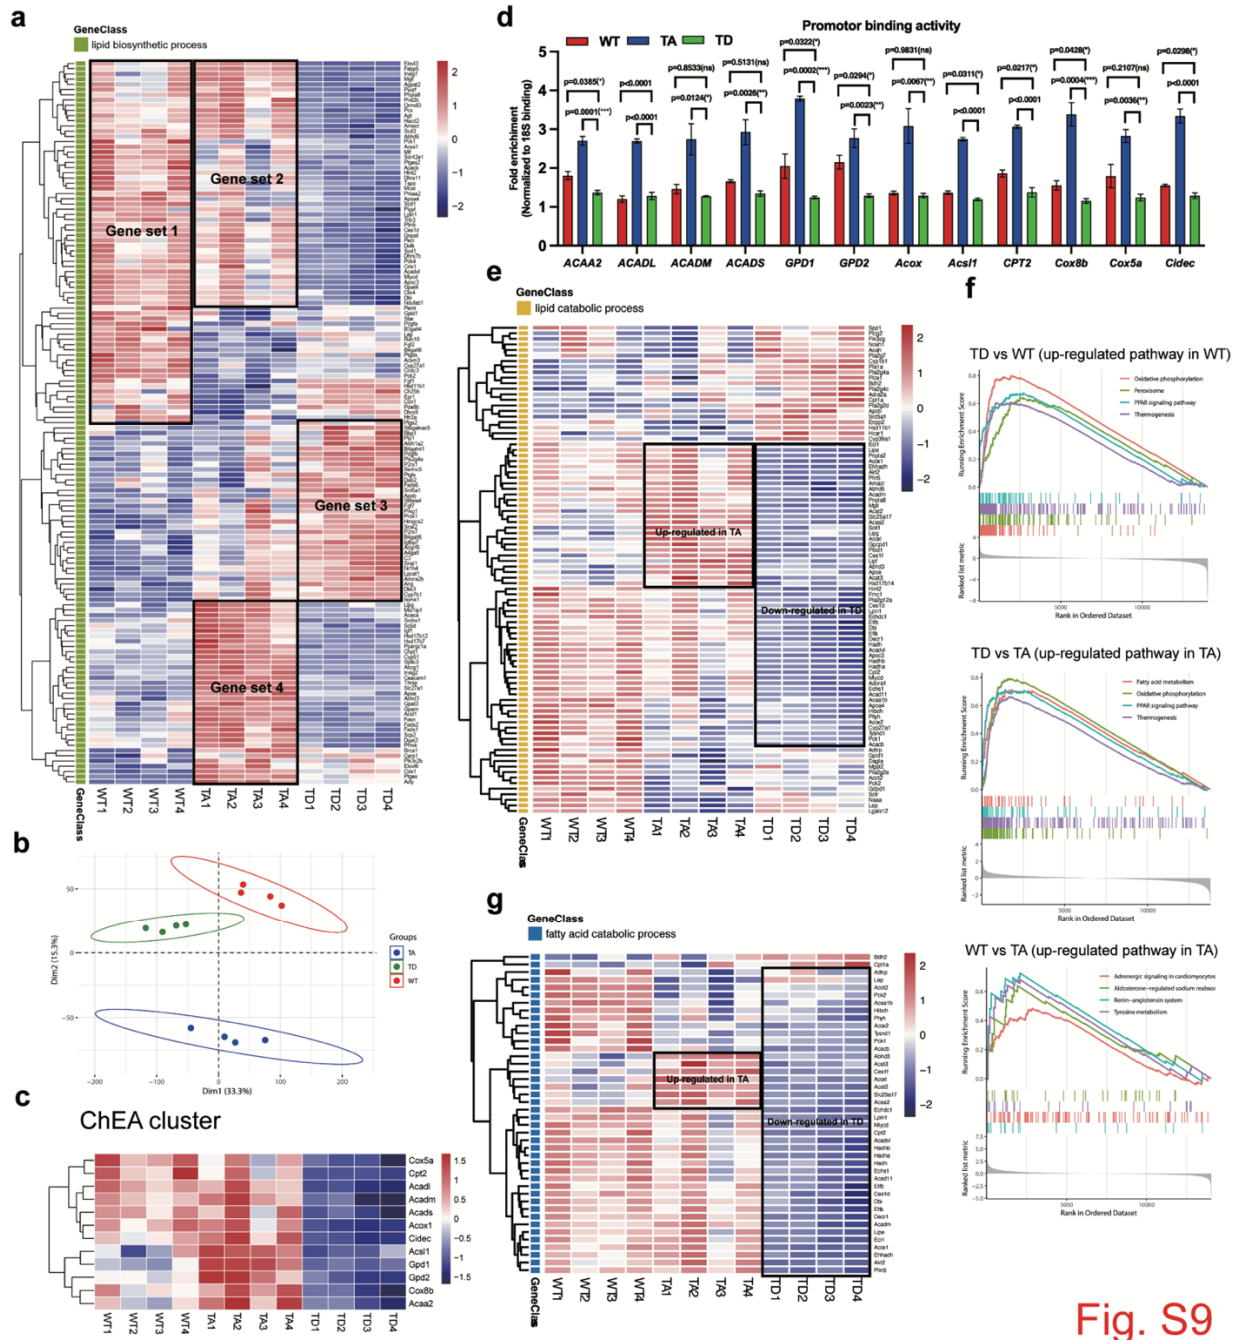

Fig. S9

**Fig S9. T166A/D mutation reprogram the lipid catabolism in adipocytes.**

- (a) Heat map of differentially expressed genes related to the lipid biosynthetic process (n = 4).
- (b) Principal component (PC) analysis of differentially expressed genes in the transcriptome (n = 4).
- (c) ChEA cluster of the p-T166 mediated PPAR $\gamma$  targeted downstream fatty acid oxidation genes (n = 4).
- (d) ChIP-qPCR analysis of PPAR $\gamma$  binding to the promoters of fatty acid oxidation genes in (c) (n=3). Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test. \* $P < 0.05$ . \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .
- (e) Heat map of differentially expressed genes related to lipid catabolic genes (n = 4).

(f) GSEA analysis of differentially expressed genes.

(g) Heat map of differentially expressed genes related fatty acid catabolic process ( $n = 4$ ).

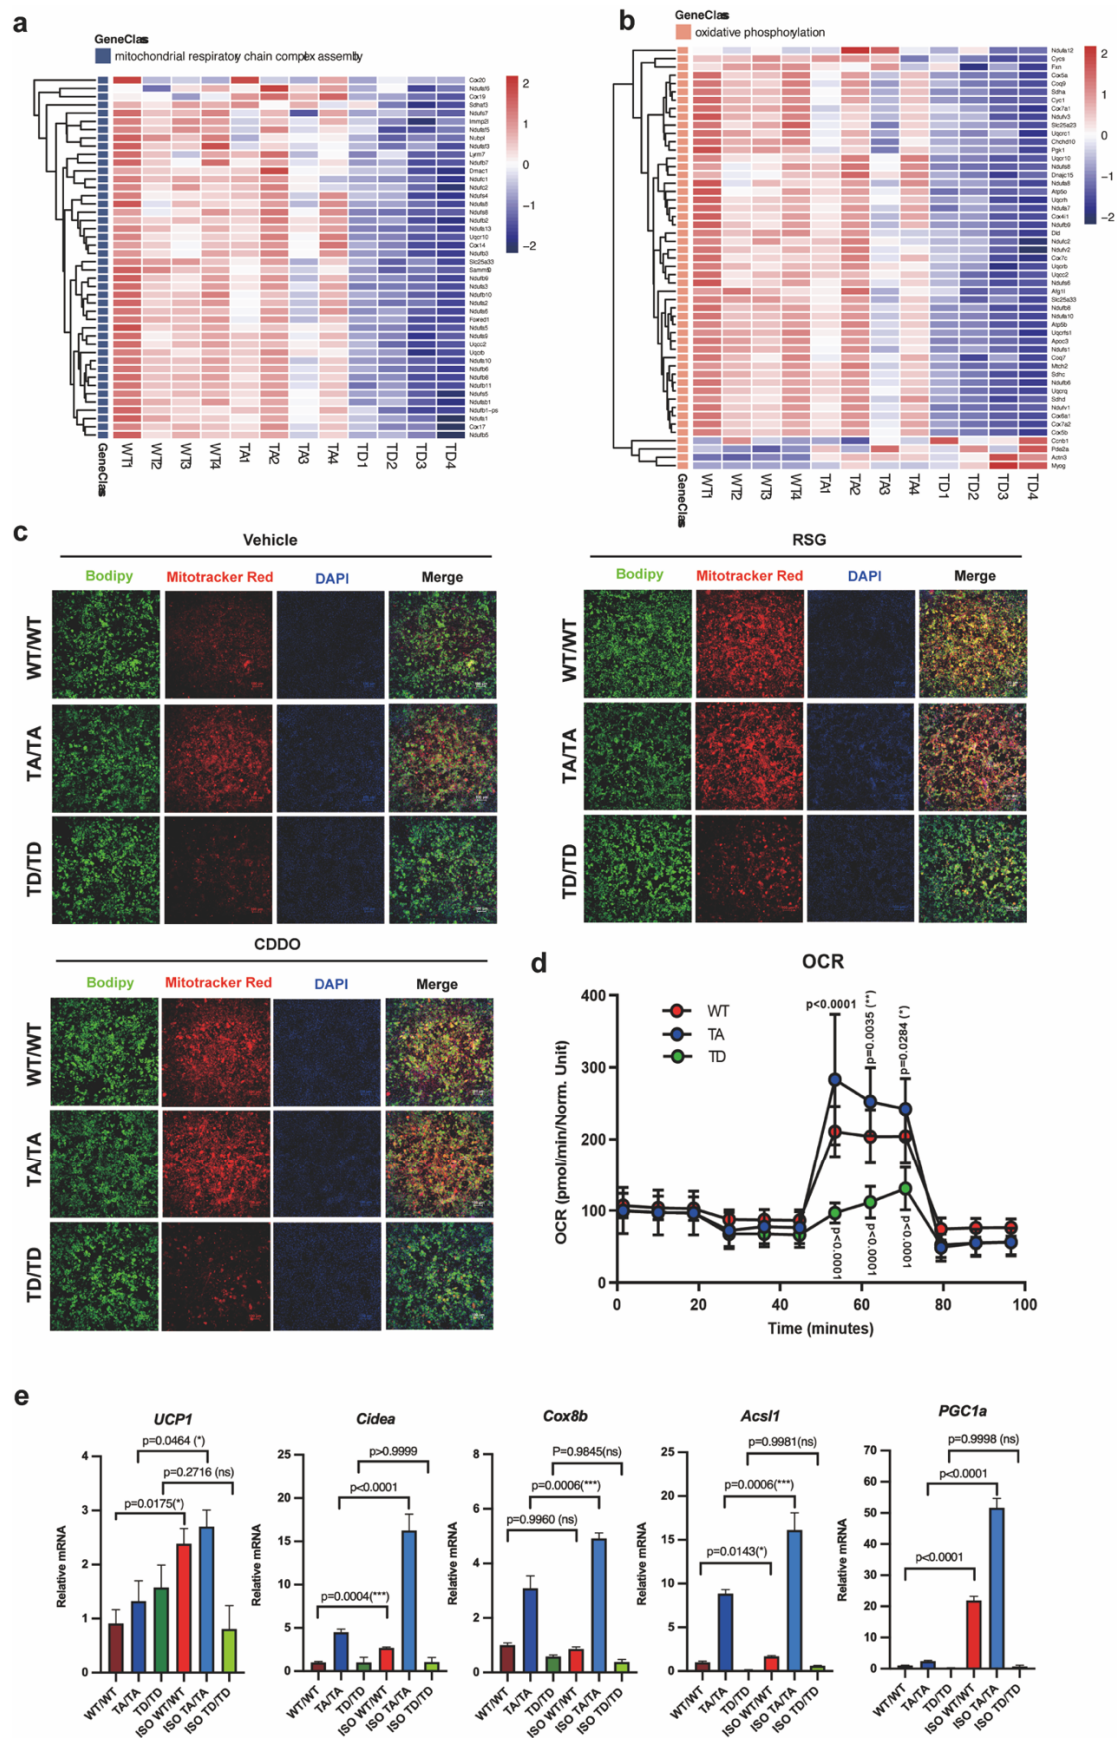

Fig. S10

Fig S10. T166 phosphorylation impedes mitochondrial activity in adipocytes.

(a)-(b) Heat map of differentially expressed genes related to mitochondrial respiratory chain complex assembly (a) or oxidative phosphorylation (b) in WT/WT, TA/TA, and TD/TD adipocytes based on RNA-Seq (n=4).

(c) Confocal microscopy analysis of the mitochondrial potential (MitoTracker red) and lipid droplets (Biodipy) in SAT-derived SVF-differentiated adipocytes following treatment with 100nM RSG and 100nM CDDO. 100× magnification; scale bar, 100 μm.

(d) Oxygen consumption rate (OCR) of cultured SAT-derived adipocyte mitochondria (n = 7).

Data were analyzed using two-way ANOVA followed by Bonferroni's test (d) \* $P < 0.05$ . \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

(e) SVF differentiated adipocytes were treated with 2μM isoprenaline (ISO) for 12h followed by Q-PCR analysis of browning genes (n=3). Gene expression is normalized to the 36B4 endogenous control. Data are expressed as the mean ± S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test. \* $P < 0.05$ . \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

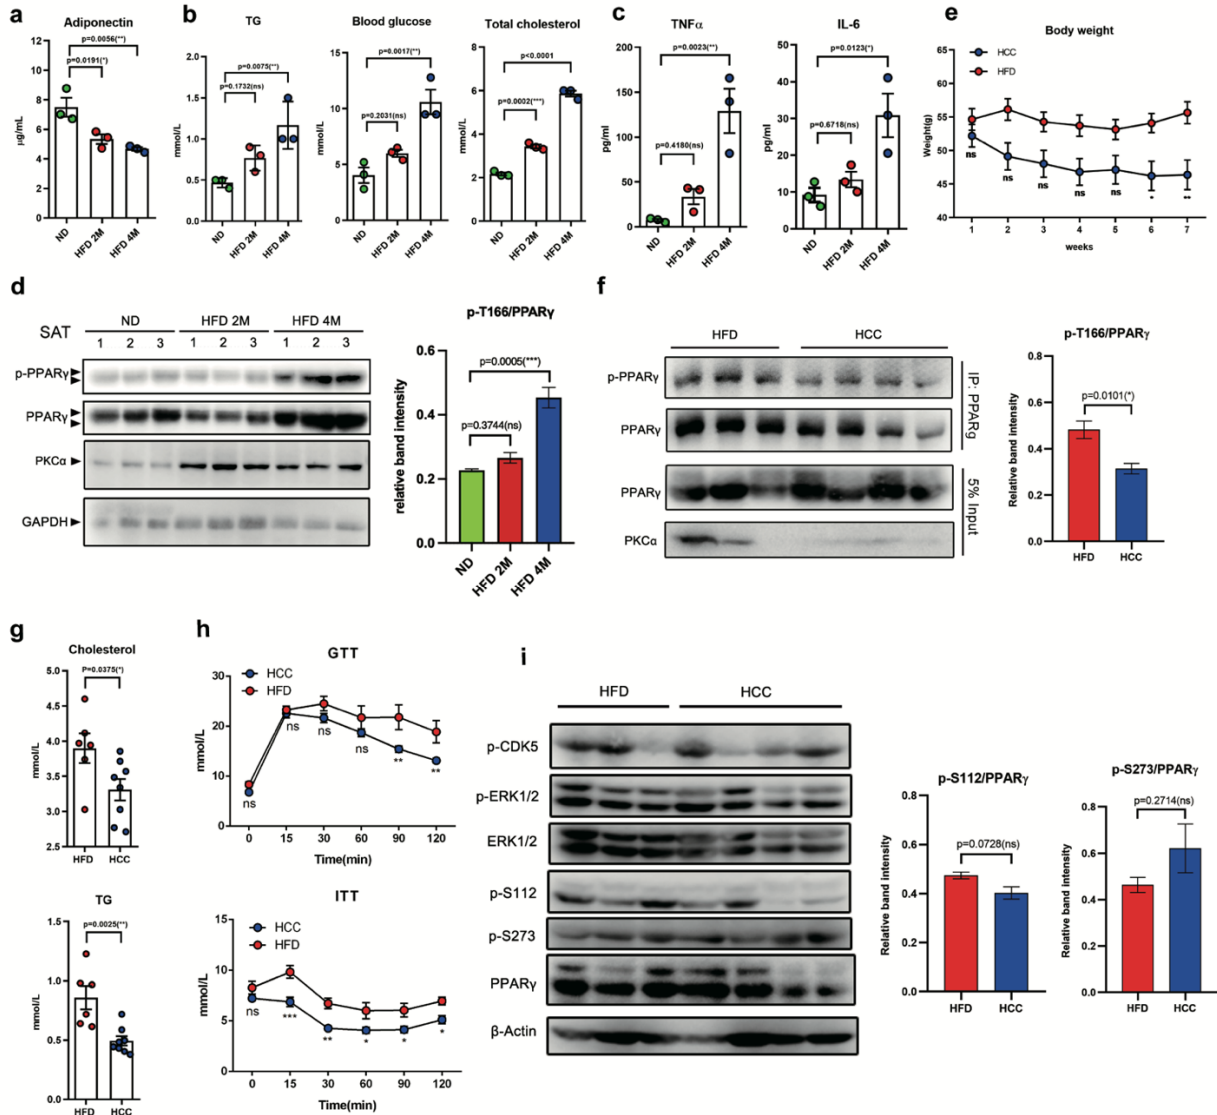

**Fig. S11**

**Fig S11. The level of PPAR $\gamma$  phosphorylation at T166 is correlated with the metabolic state.**

(a) C57/B6J mice were fed an HFD for 2 (2M) or 4 months (4M). Quantitation of adiponectin in the serum by ELISA.

(b) Evaluation of lipid metabolites using commercial kits.

(c) Evaluation of serum inflammatory cytokines by ELISA.

(d) Western blotting analysis of the T166 phosphorylation level in SAT using an anti-p-T166 antibody. Every lane contains a protein sample from one mouse.

(e) Obese mice after a 4-month HFD were readapted to 8 weeks of chow feeding (HFD-to-chow converted, HCC). The body weight curves of HFD-treated and HCC-treated mice.

(f) Immunoprecipitation (IP) followed by western blotting analysis of PPAR $\gamma$  phosphorylation at T166. Every lane contains protein samples from two mice.

(g) Serum triglyceride (TG) and total cholesterol were analyzed by commercial kits.

(h) Glucose tolerance test (GTT) and insulin tolerance test (ITT) in HFD- and HCC-treated mice.

(i) Western blotting analysis of S112 and S273 phosphorylation of PPAR $\gamma$ . Every lane contains protein samples from two mice.

Biologically independent samples: in **a–e**, n = 3 in each group; in **f–i**, HFD group n = 6, HCC group n = 8. Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by two-way ANOVA followed by Bonferroni's test (**e**, **h**) or one-way ANOVA followed by Tukey's test (**a–c**, **d**). or Student's t-test (**f**, **g**, **i**) \* $P < 0.05$ . \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

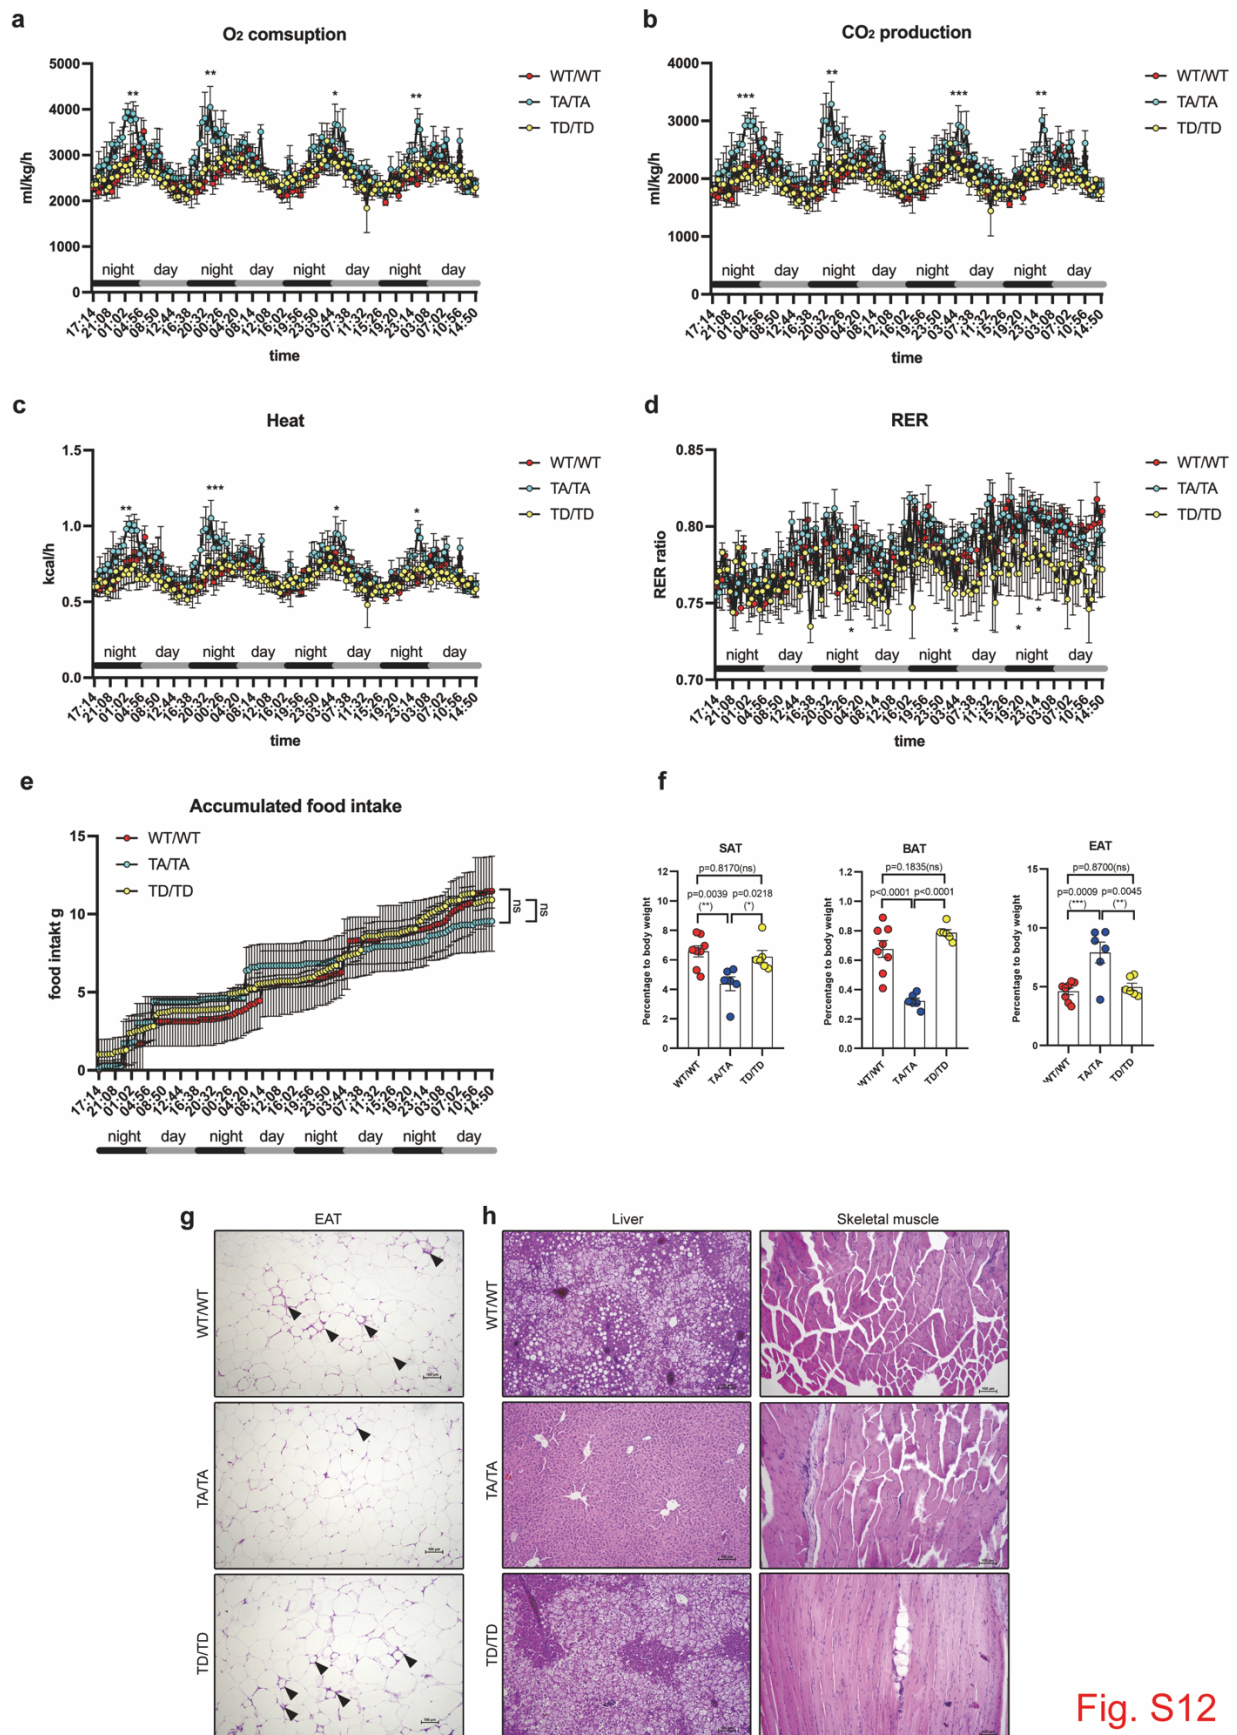

**Fig. S12**

**Fig S12. T166A enhanced the energy expenditure in HFD mice, and inhibited the inflammation cell infiltration in EAT, and tissue steatosis in liver and skeletal muscle. Related to Figure 6.**

**(a-e)** Calorimetric analyses of HFD mice (WT, TA and TD) at ambient temperature (n=4). (a) Oxygen consumption; (b) Carbon dioxide production; (c) heat production; (d) RER ratio; (e) food intake on 4 constitutive days. Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by two-way ANOVA followed by Bonferroni's test.

**(f)** Fat pad percentage quantitation by manual weighting.

**(g)** H&E staining of EAT. 100 $\times$  magnification; scale bar, 100  $\mu$ m.

**(h)** H&E staining of liver, and skeletal muscle. 100 $\times$  magnification; scale bar, 100  $\mu$ m. Biologically independent samples: WT/WT group n = 8; TA/TA group n = 6; TD/TD group n = 6. 100 $\times$  magnification; scale bar, 100  $\mu$ m. Data are expressed as the mean  $\pm$  S.E.M. Data were analyzed by one-way ANOVA followed by Tukey's test. \* $P$  < 0.05. \*\* $P$  < 0.01, \*\*\* $P$  < 0.001.

# Supplementary material for: Blockage of PPARγ T166 phosphorylation enhances the inducibility of beige adipocytes and improves metabolic dysfunctions
**Source:** Cell Death Differ. 2022 Nov 3;30(3):766–78. doi: 10.1038/s41418-022-01077-x

4-15: GDSPVDPEHGAF (#1)

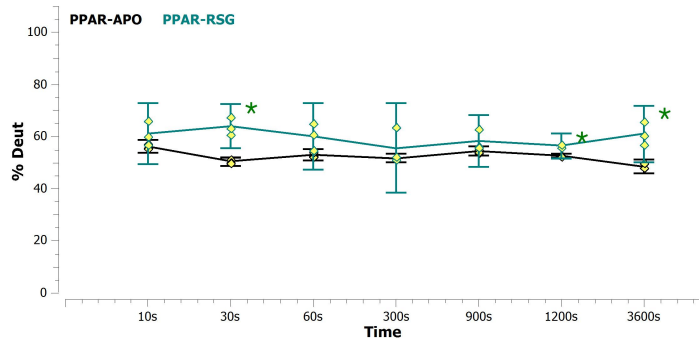

16-25: ADALPMSTSQ (#2)

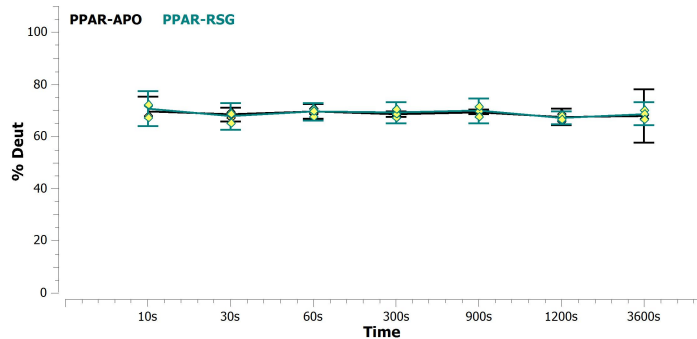

16-26: ADALPMSTSQE (#3)

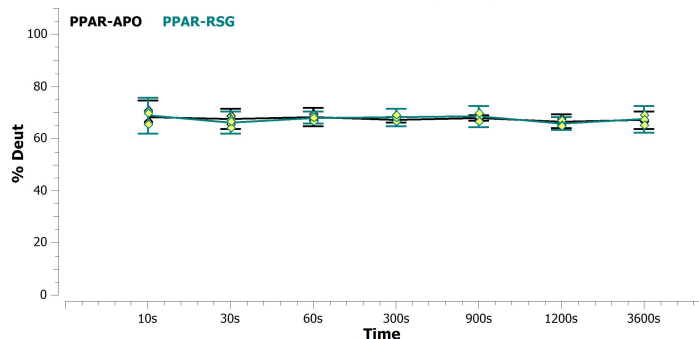

16-28: ADALPMSTSQEIT (#4)

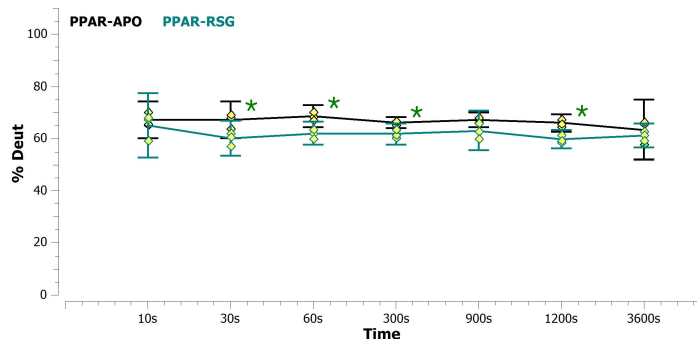

17-26: DALPMSTSQE (#5)

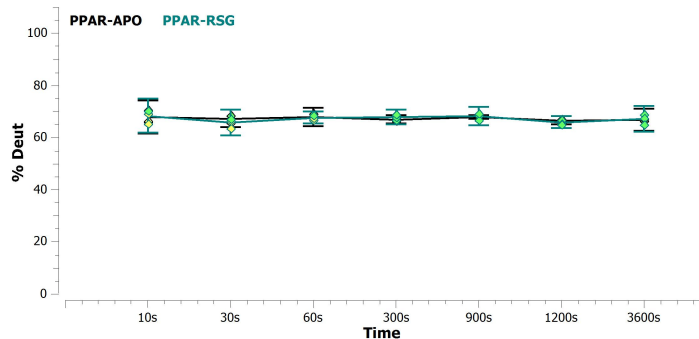

48-58: LSVMEDHSHSF (#6)

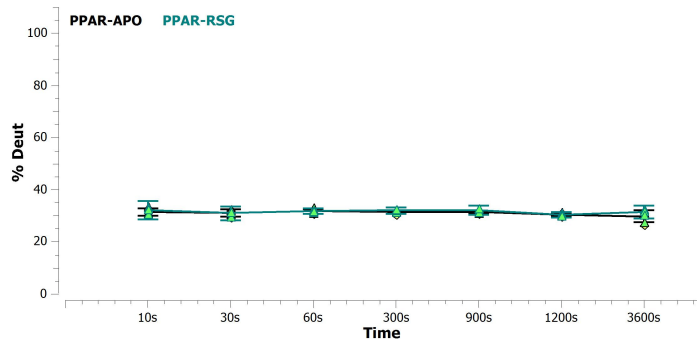

48-62: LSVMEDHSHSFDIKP (#7)

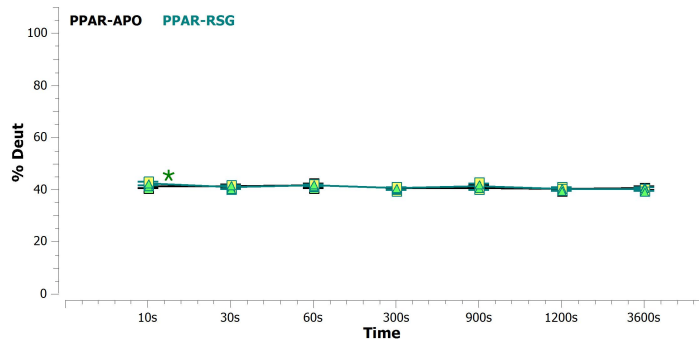

49-58: SVMEDHSHSF (#8)

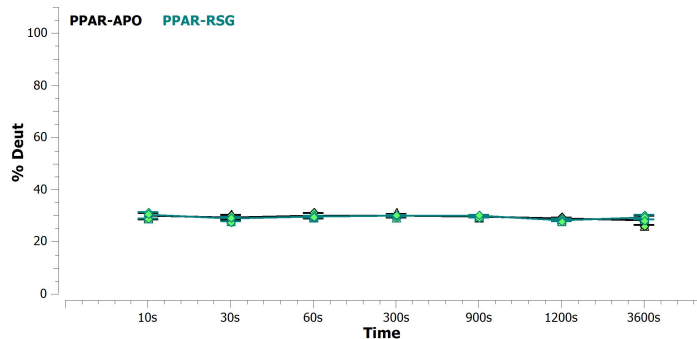

49-62: SVMEDHSHSFDIKP (#9)

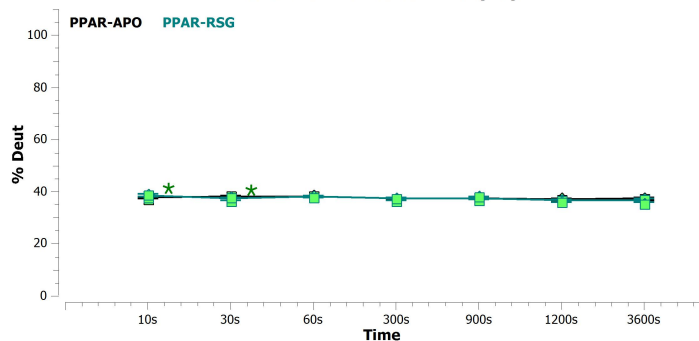

49-67: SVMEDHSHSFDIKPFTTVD (#10)

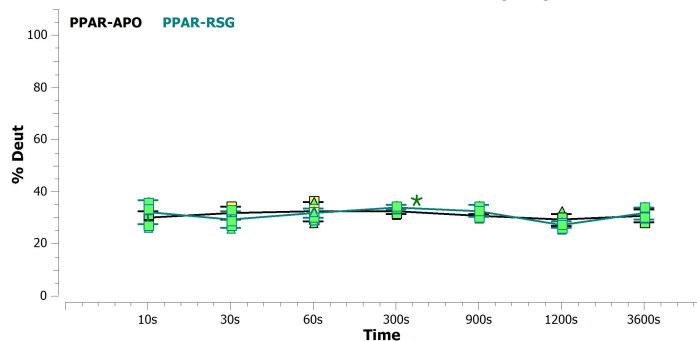

51-58: MEDHSHSF (#11)

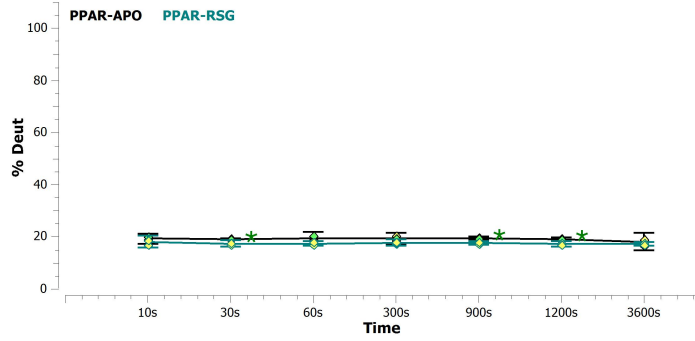

52-58: EDHSHSF (#12)

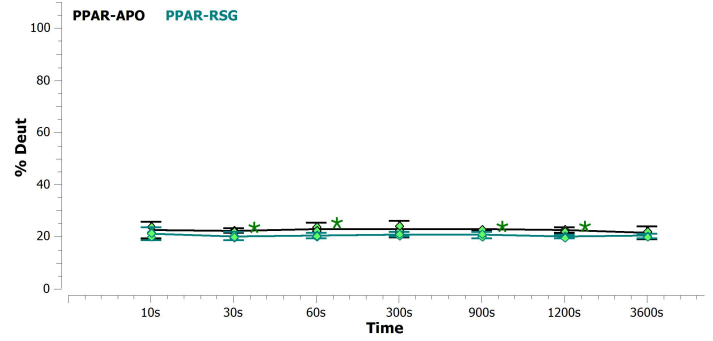

52-62: EDHSHSFDIKP (#13)

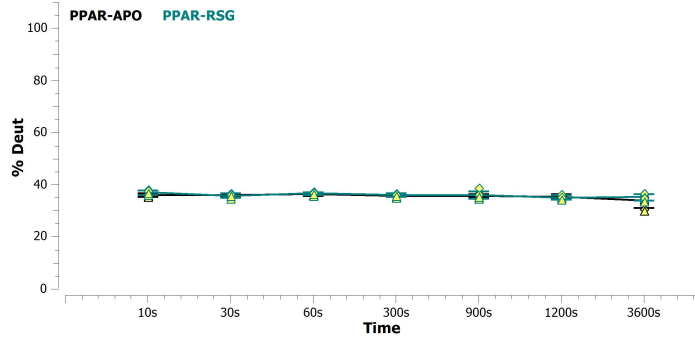

52-67: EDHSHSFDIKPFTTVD (#14)

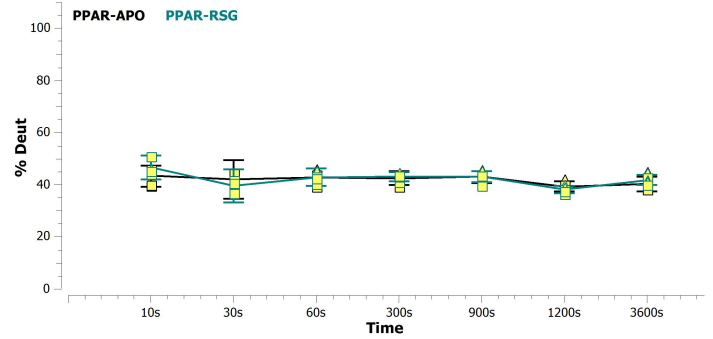

68-76: FSSISAPHY (#15)

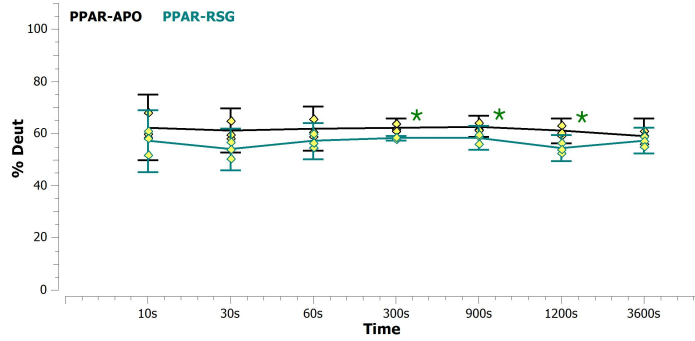

68-86: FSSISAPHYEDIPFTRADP (#16)

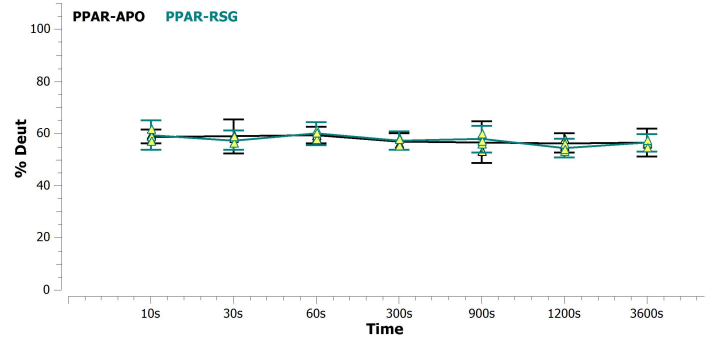

69-76: SSISAPHY (#17)

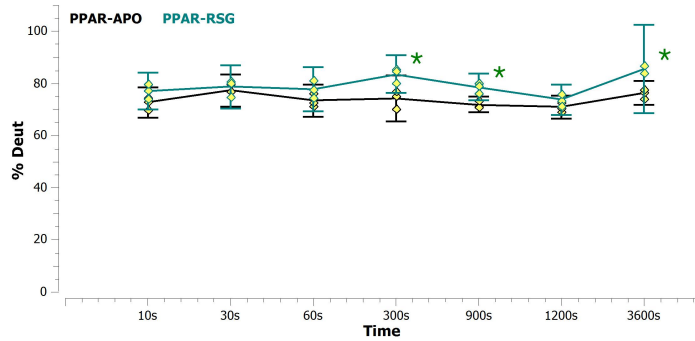

69-82: SSISAPHYEDIPFT (#18)

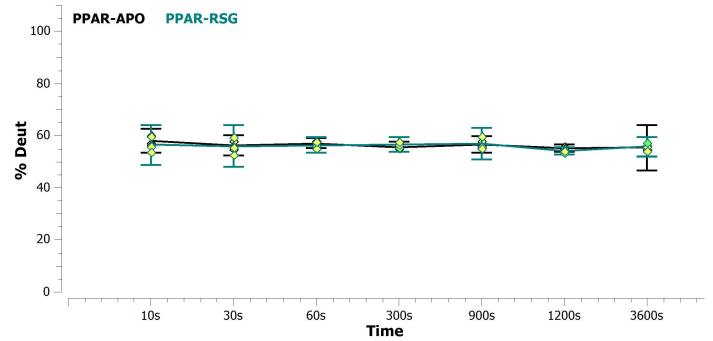

69-86: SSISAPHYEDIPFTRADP (#19)

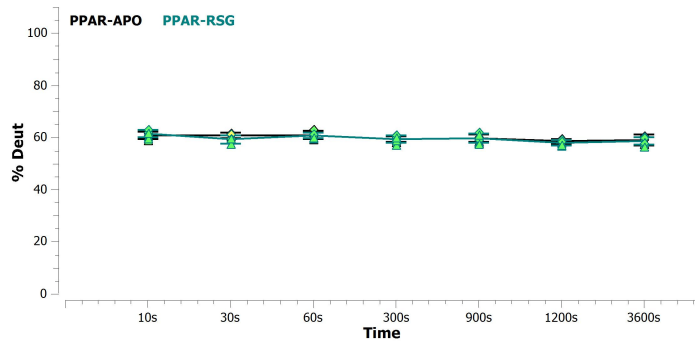

69-87: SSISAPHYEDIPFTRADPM (#20)

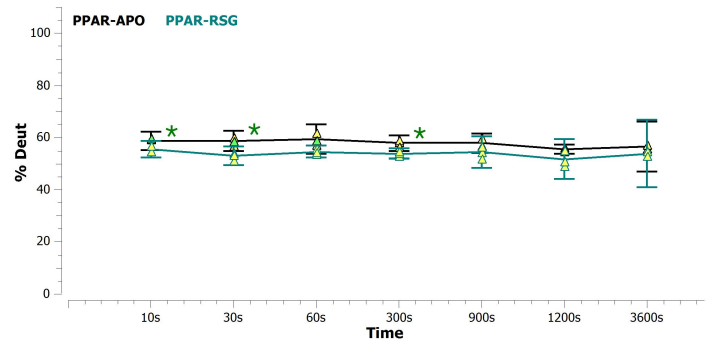

69-89: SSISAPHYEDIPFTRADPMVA (#21)

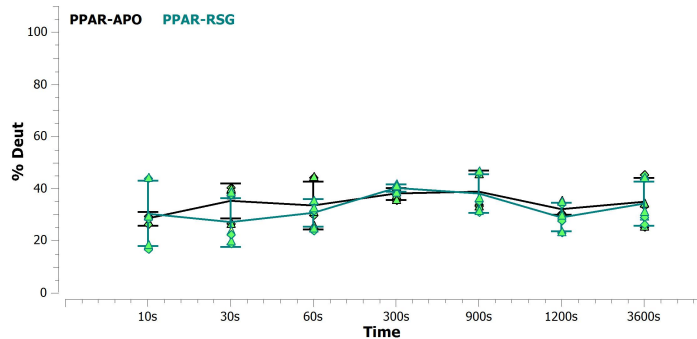

73-90: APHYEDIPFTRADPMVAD (#22)

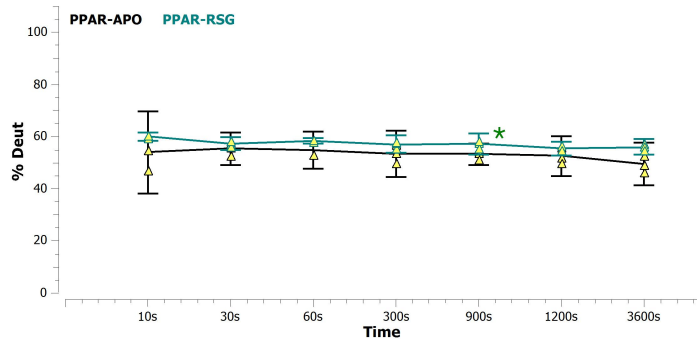

77-90: EDIPFTRADPMVAD (#23)

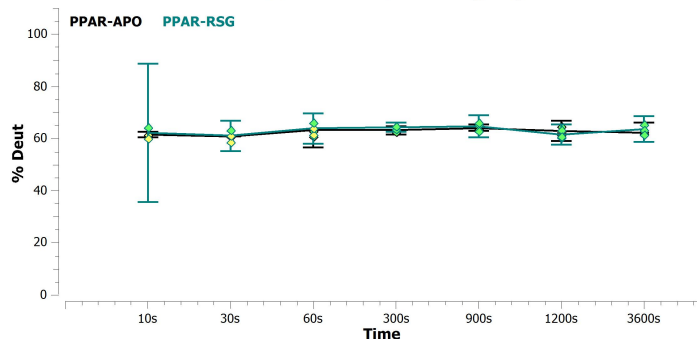

90-95: DYKYDL (#24)

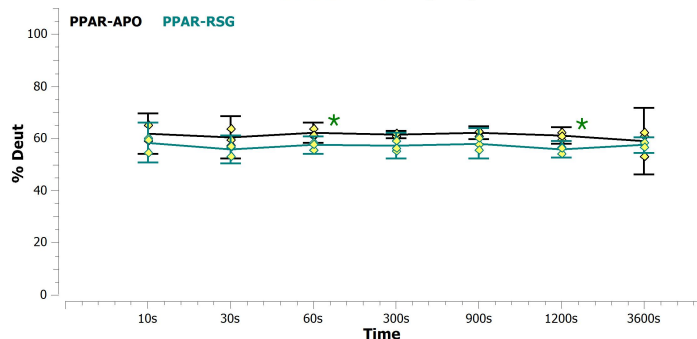

90-97: DYKYDLKL (#25)

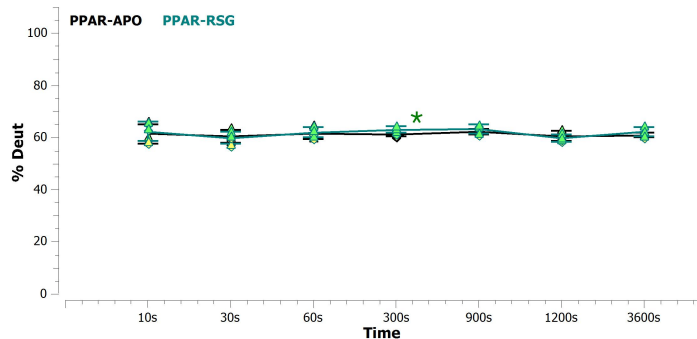

90-99: DYKYDLKLQE (#26)

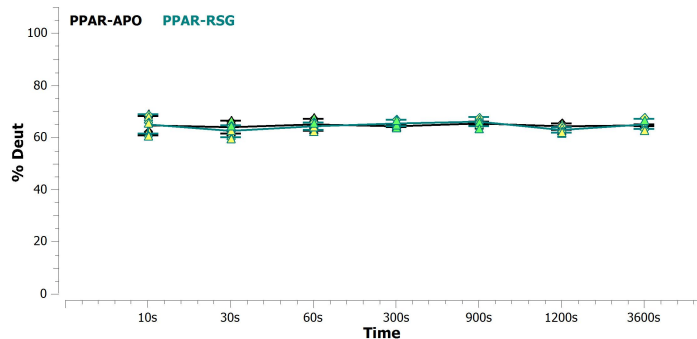

91-97: YKYDLKL (#27)

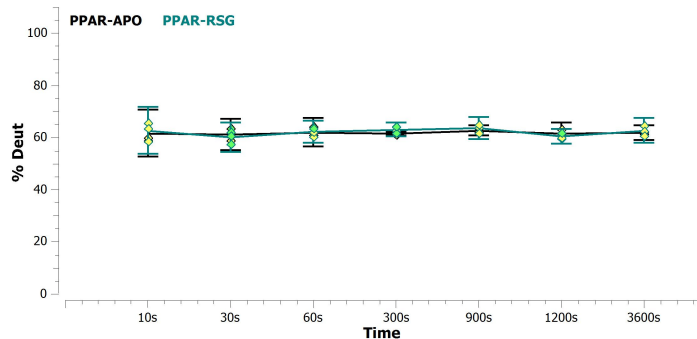

91-99: YKYDLKLQE (#28)

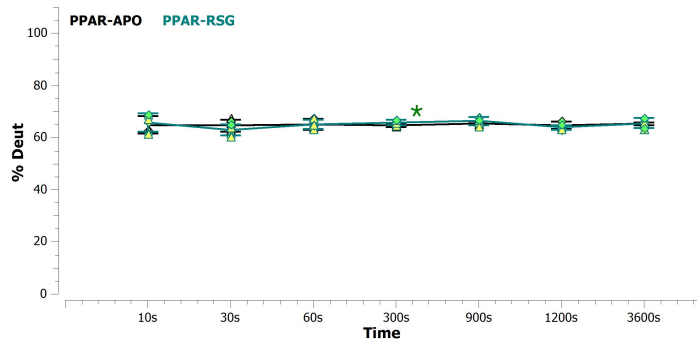

92-99: KYDLKLQE (#29)

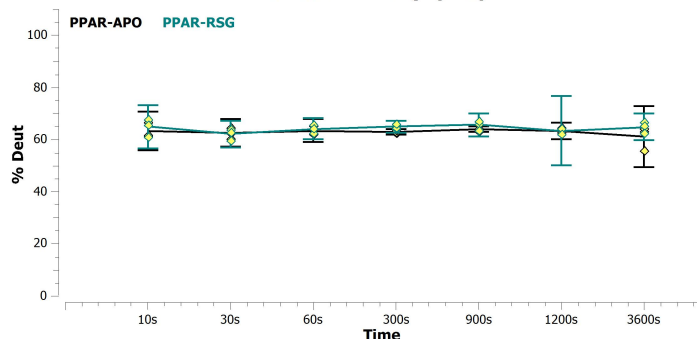

96-103: KLQEYQSA (#30)

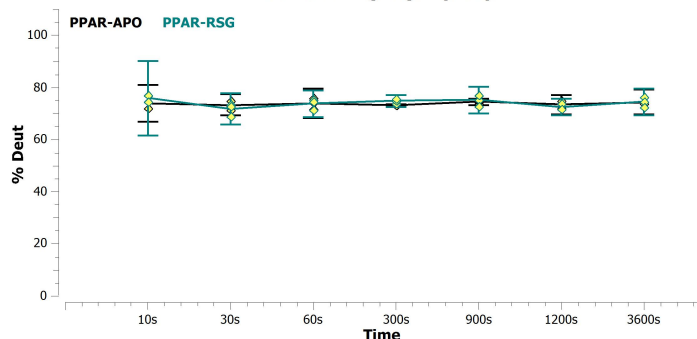

98-103: QEYQSA (#31)

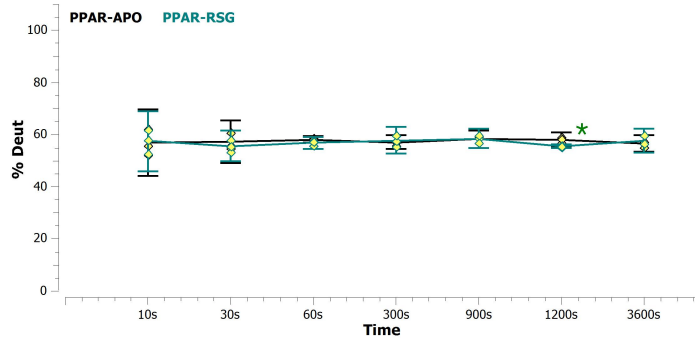

100-119: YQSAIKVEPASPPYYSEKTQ (#32)

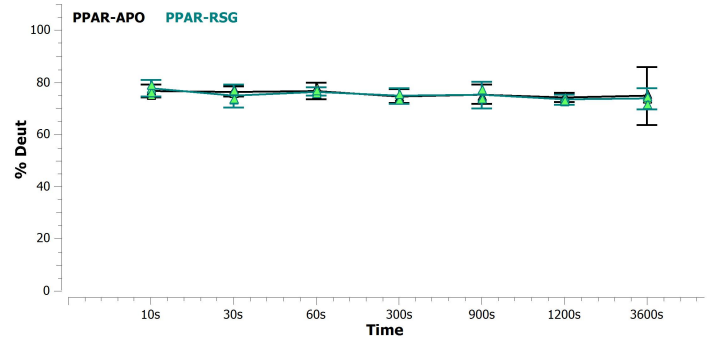

104-116: IKVEPASPPYYSE (#33)

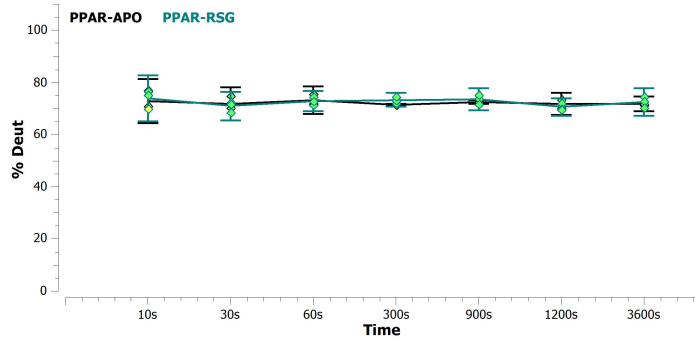

104-119: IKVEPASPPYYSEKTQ (#34)

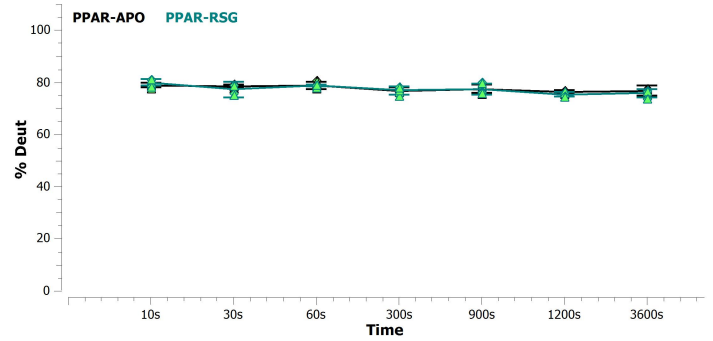

104-120: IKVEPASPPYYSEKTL (#35)

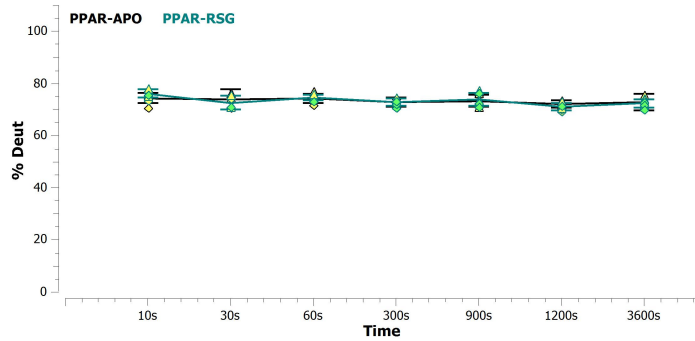

121-132: YNRPHEEPSNSL (#36)

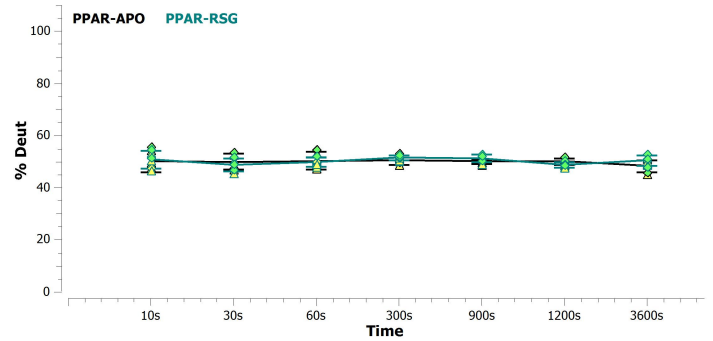

121-133: YNRPHEEPSNSLM (#37)

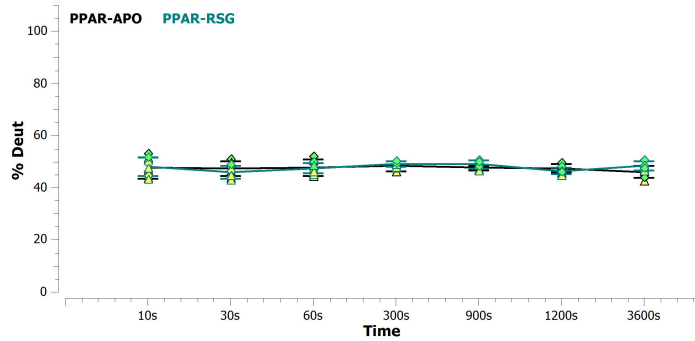

121-134: YNRPHEEPSNSLMA (#38)

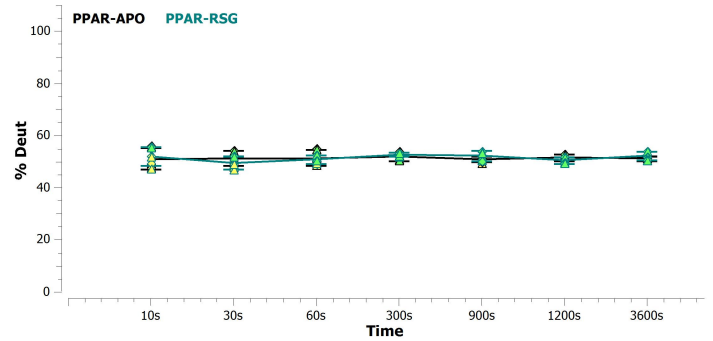

133-137: MAIEC (#39)

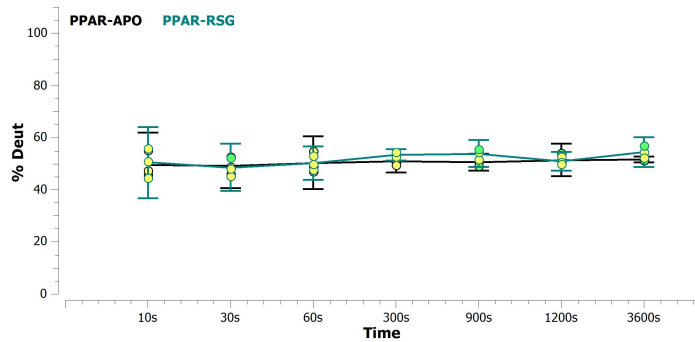

137-147: CRVCGDKASGF (#40)

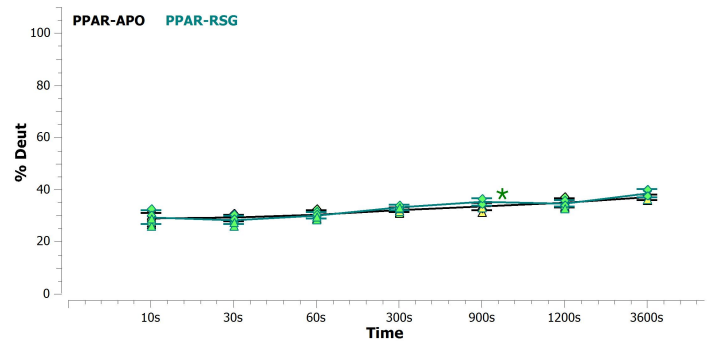

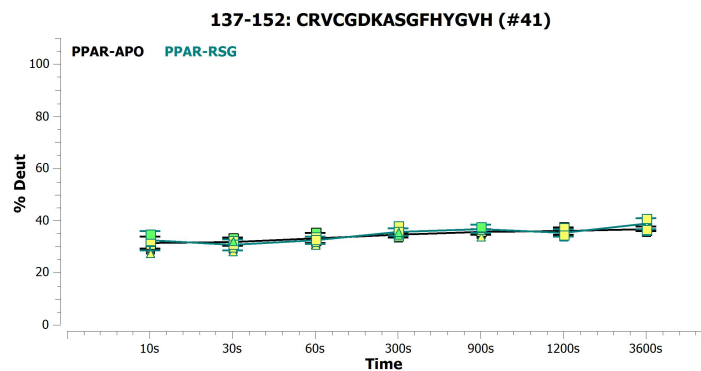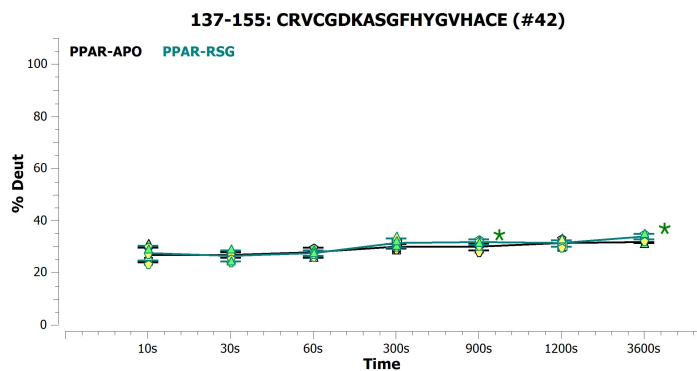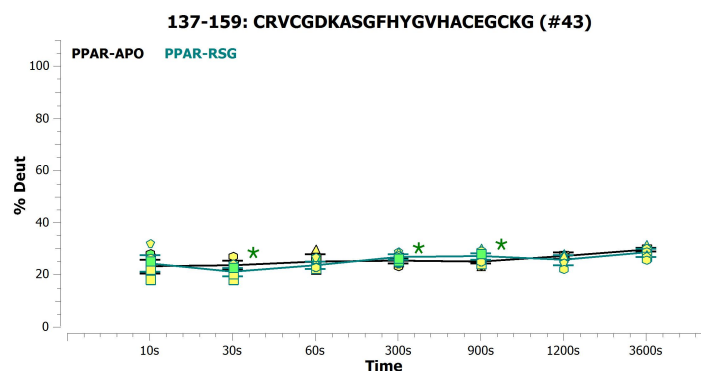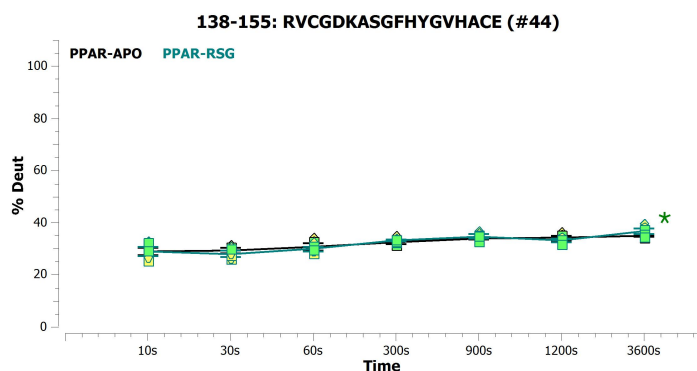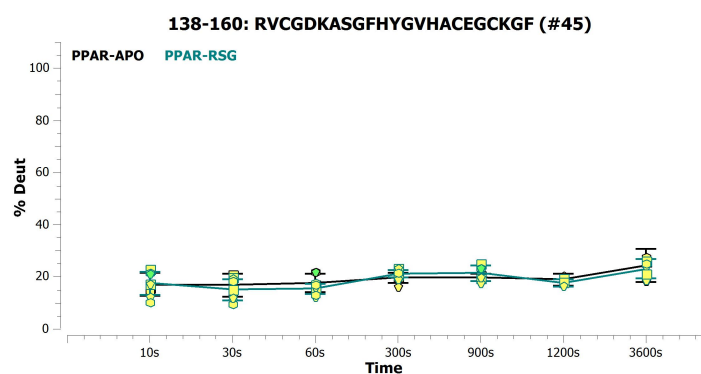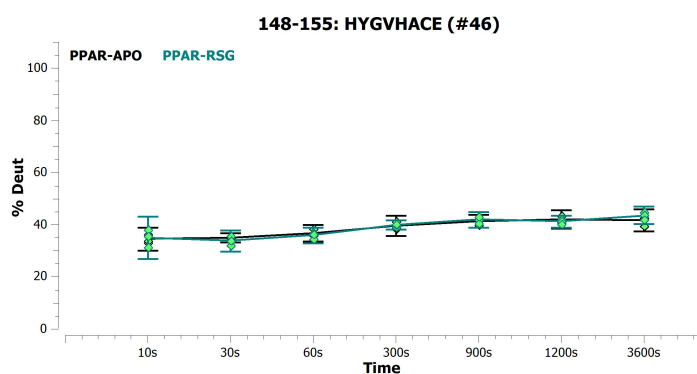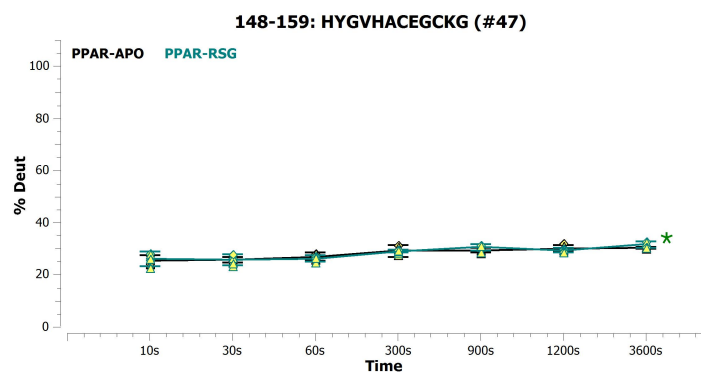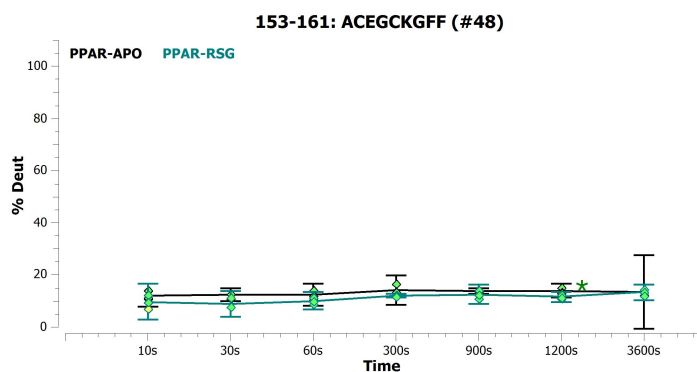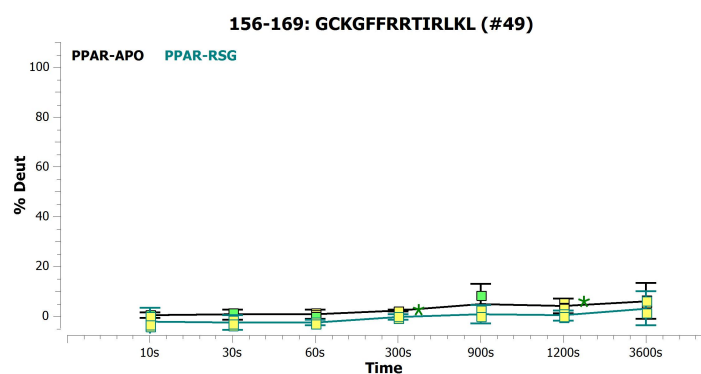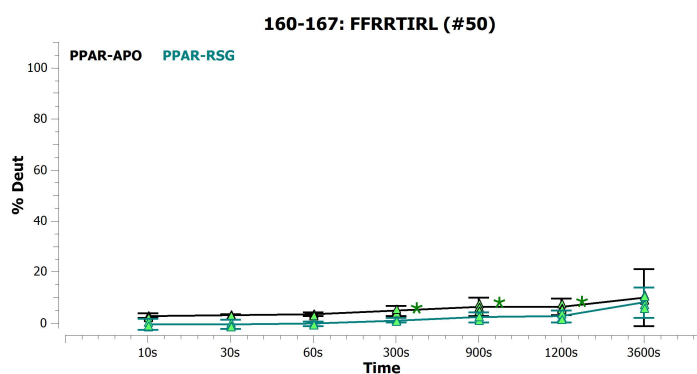

160-169: FFRRTIRLKL (#51)

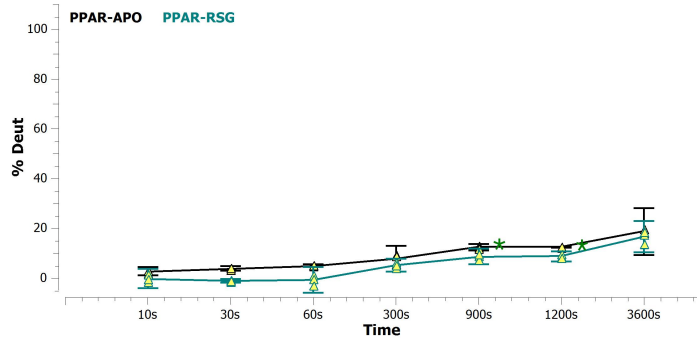

161-169: FRRTIRLKL (#52)

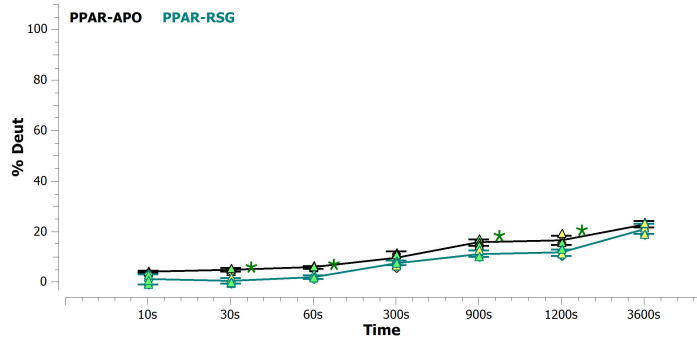

162-169: RRTIRLKL (#53)

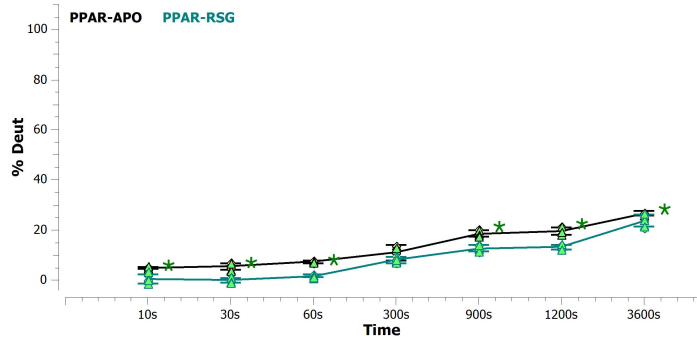

168-176: KLIYDRCDL (#54)

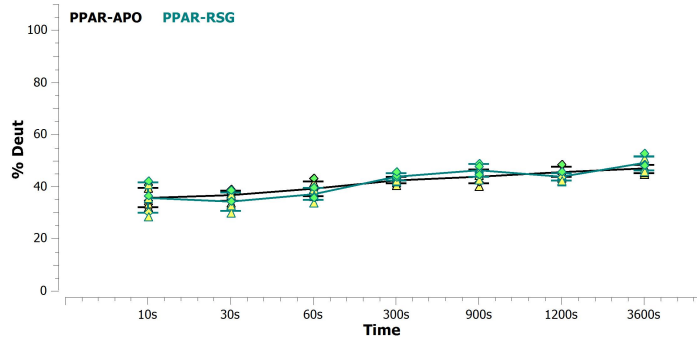

170-176: IYDRCDL (#55)

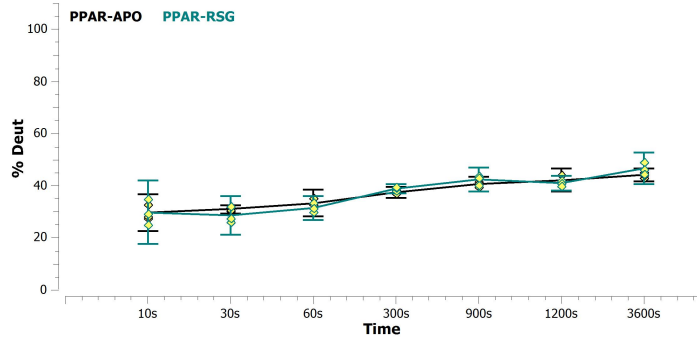

194-208: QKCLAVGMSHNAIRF (#56)

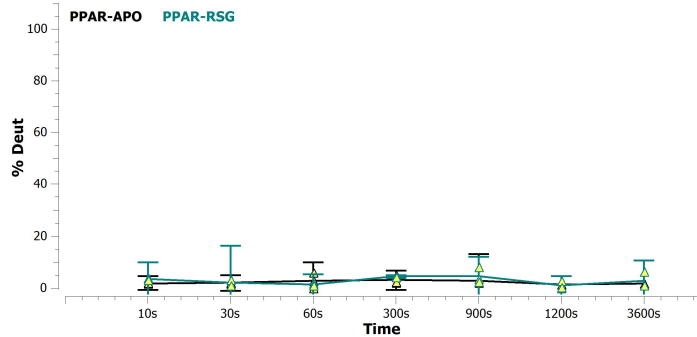

197-208: LAVGMSHNAIRF (#57)

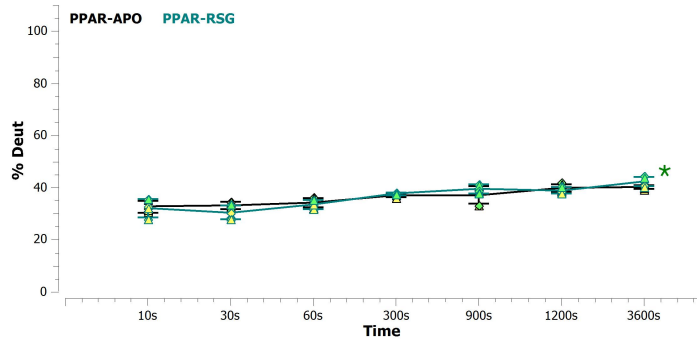

199-208: VGMSHNAIRF (#58)

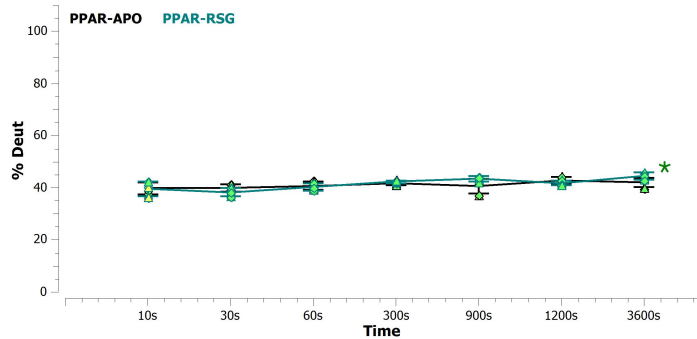

199-219: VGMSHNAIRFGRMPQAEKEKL (#59)

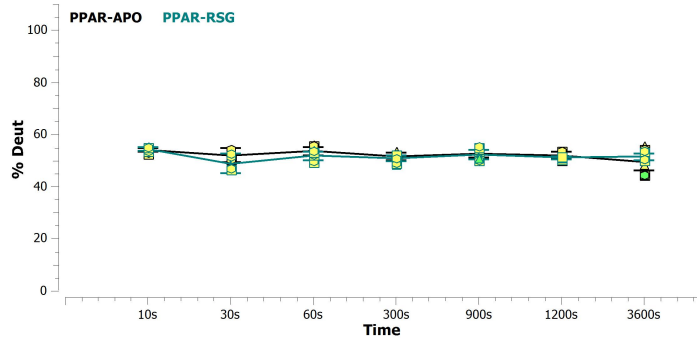

209-219: GRMPQAEKEKL (#60)

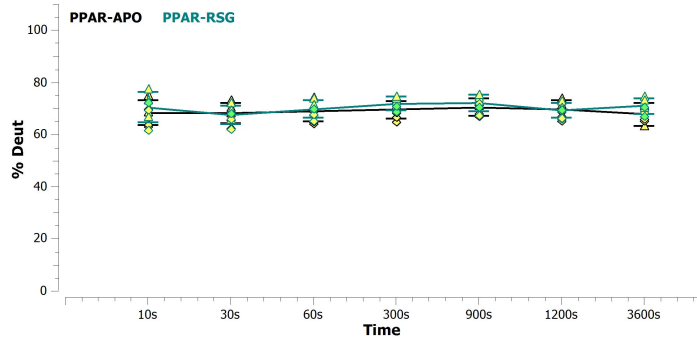

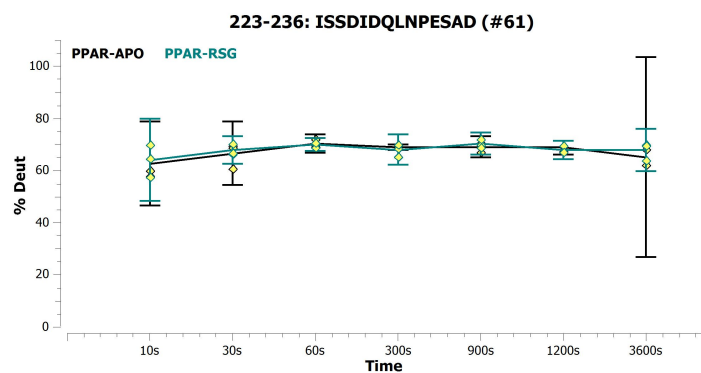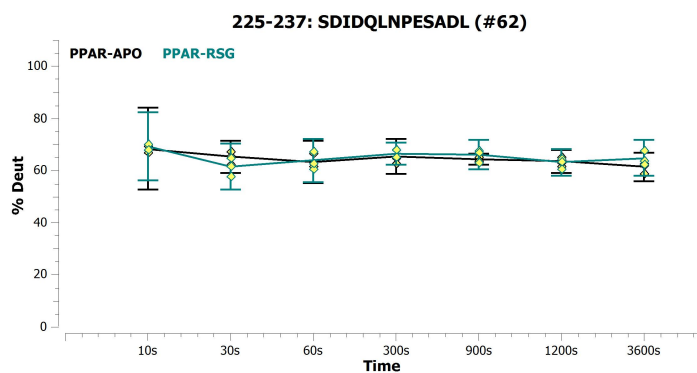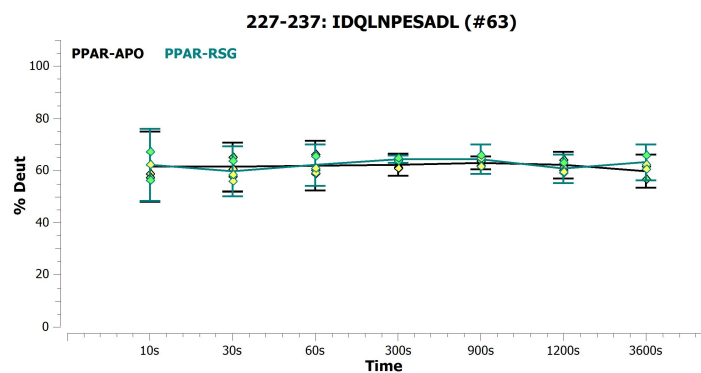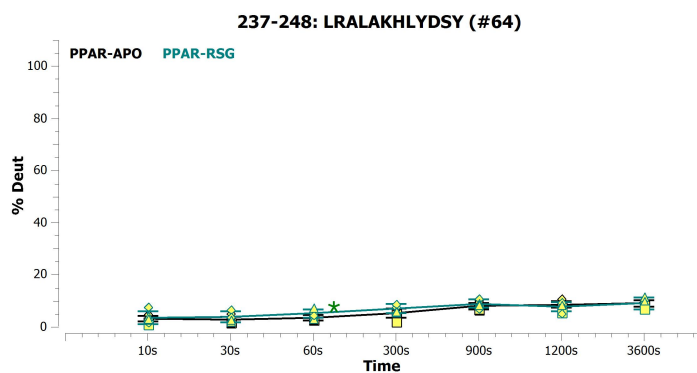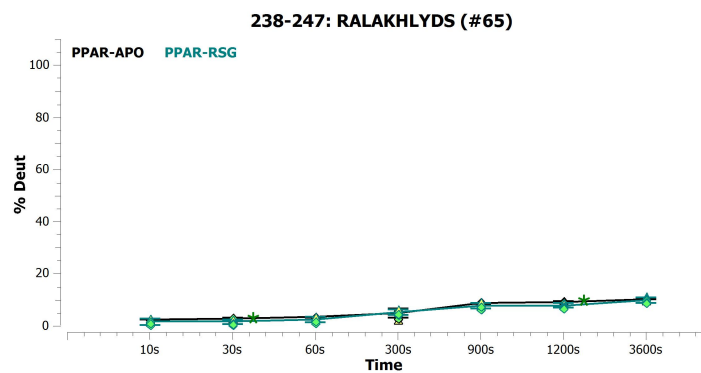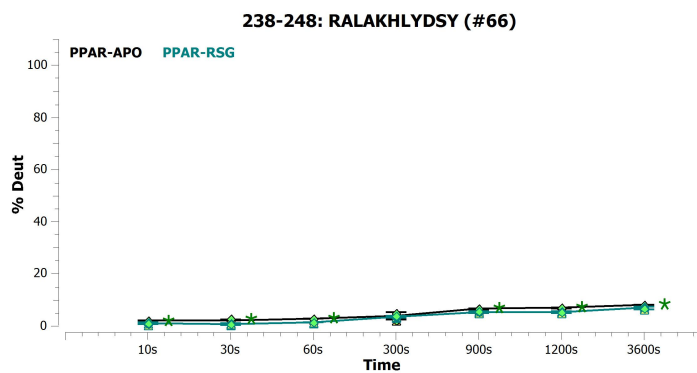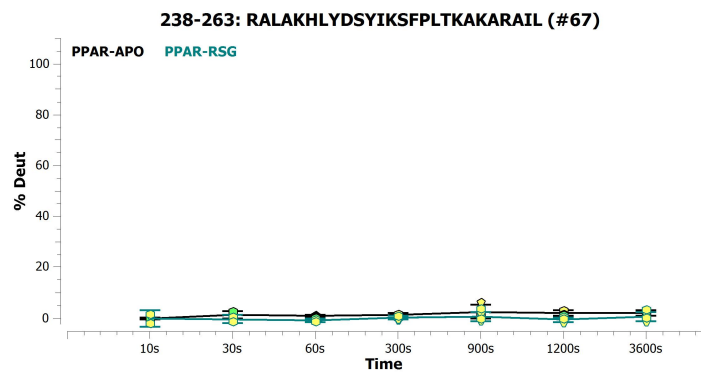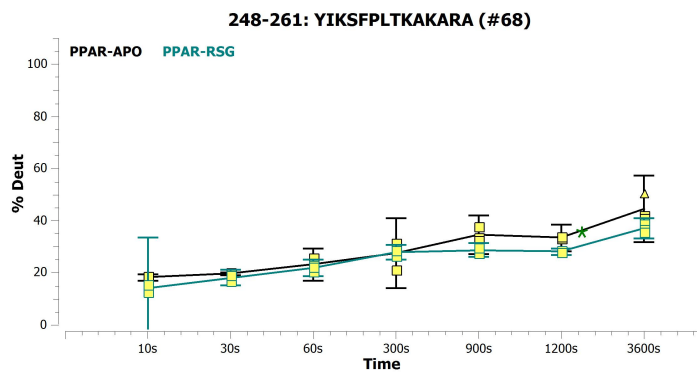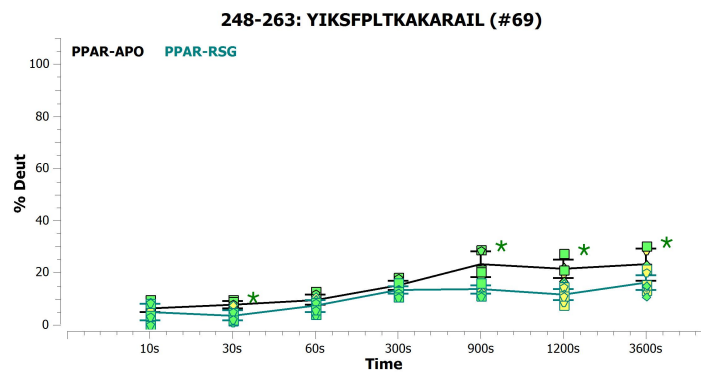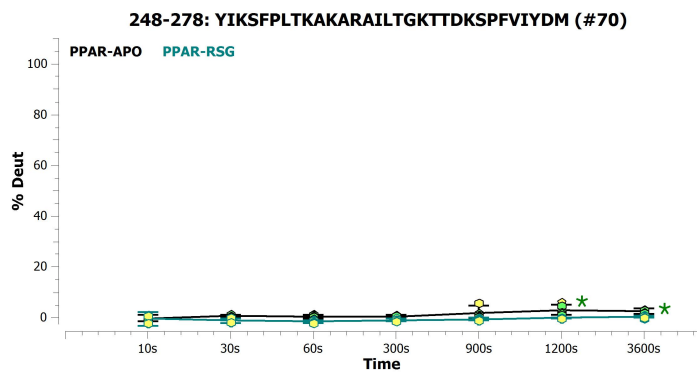

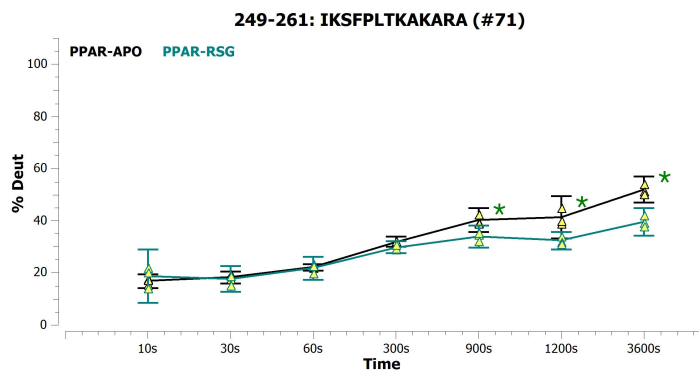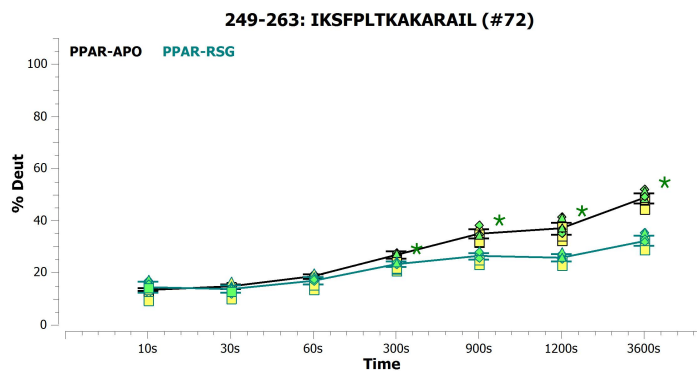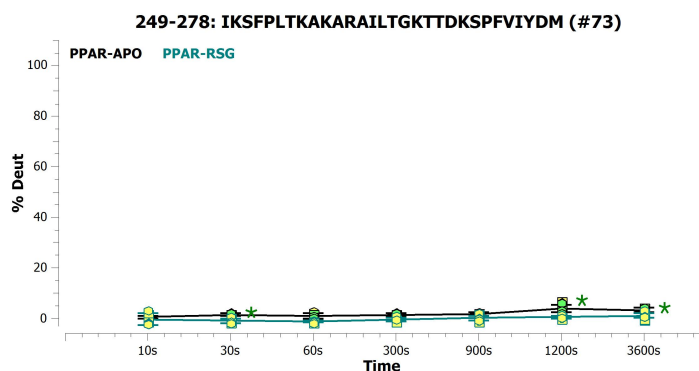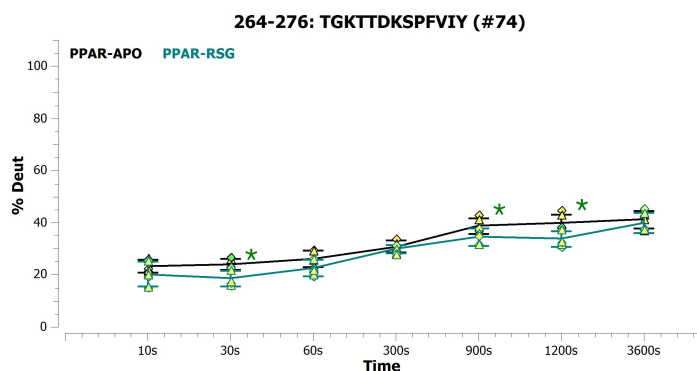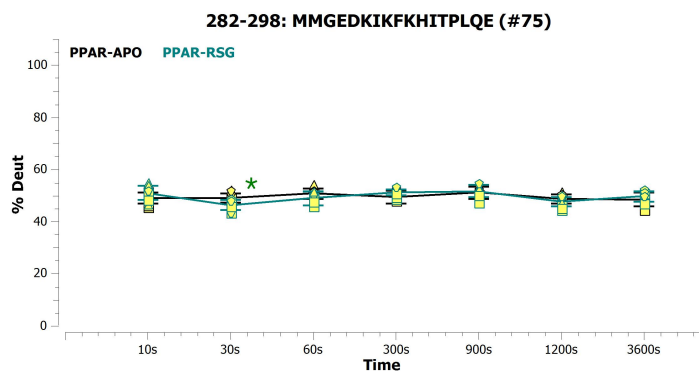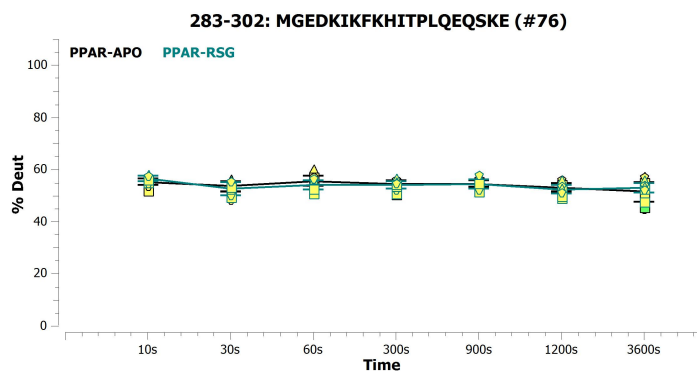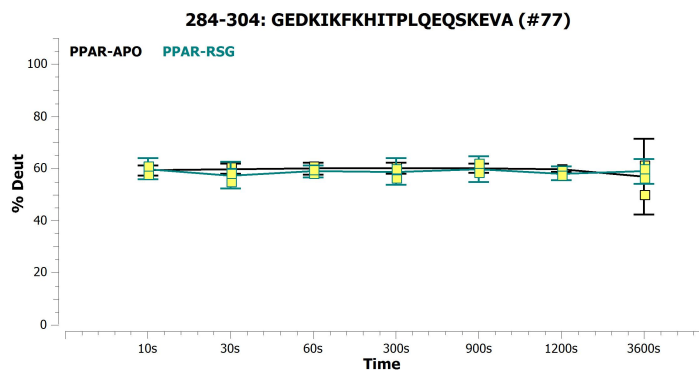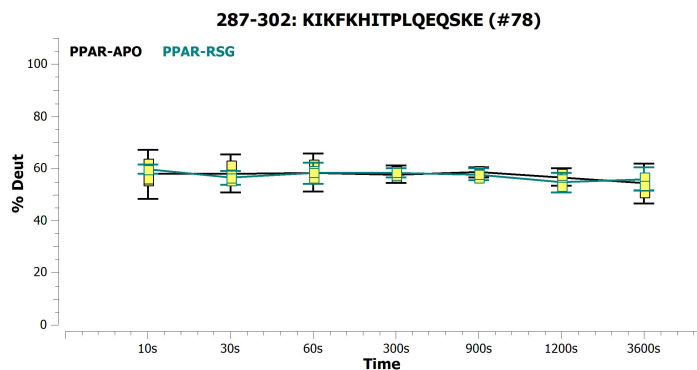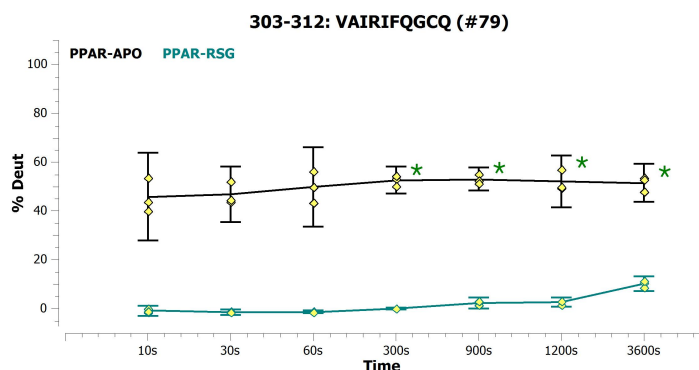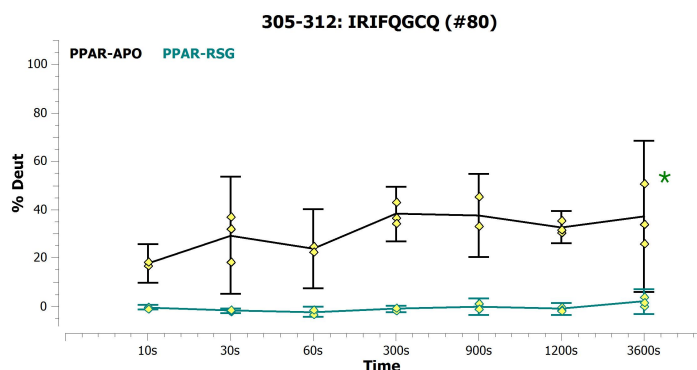

314-324: RSVEAVQEITE (#81)

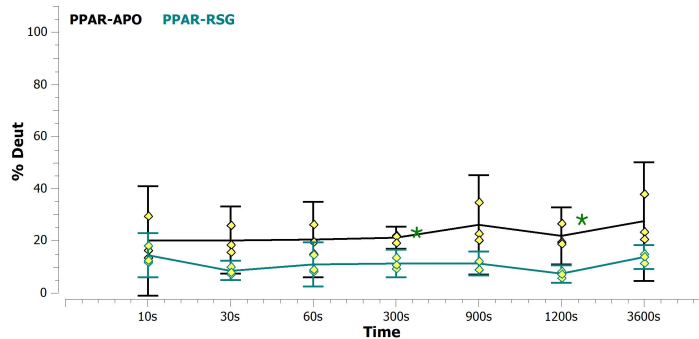

325-332: YAKNIPGF (#82)

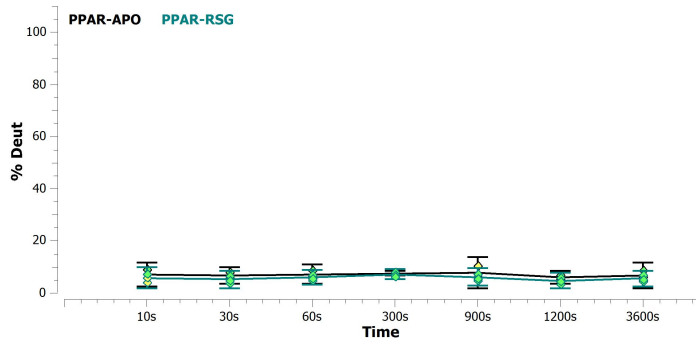

325-335: YAKNIPGFINL (#83)

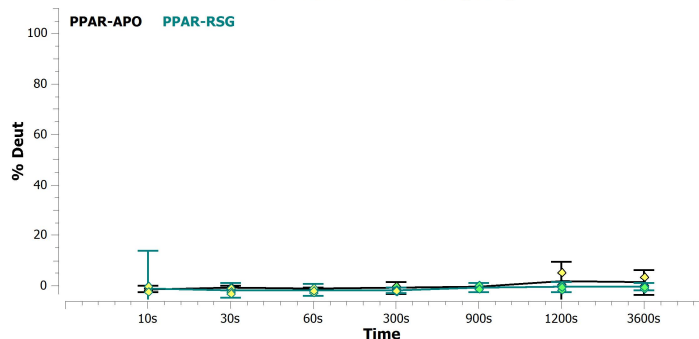

336-343: DLNDQVTL (#84)

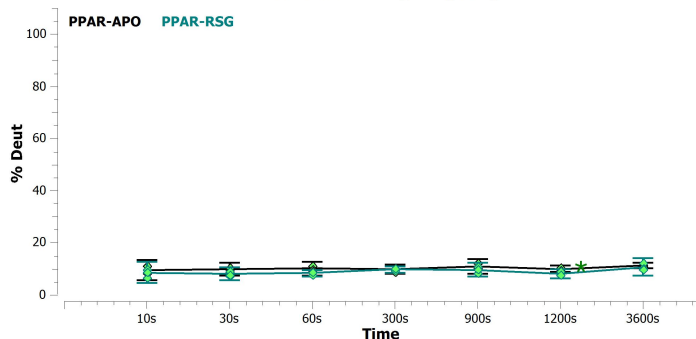

344-350: LKYGVHE (#85)

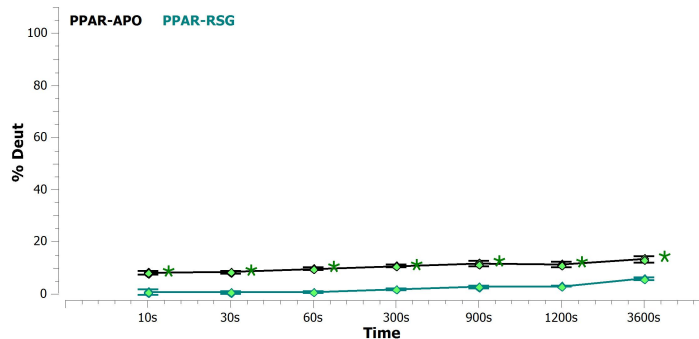

344-353: LKYGVHEIYY (#86)

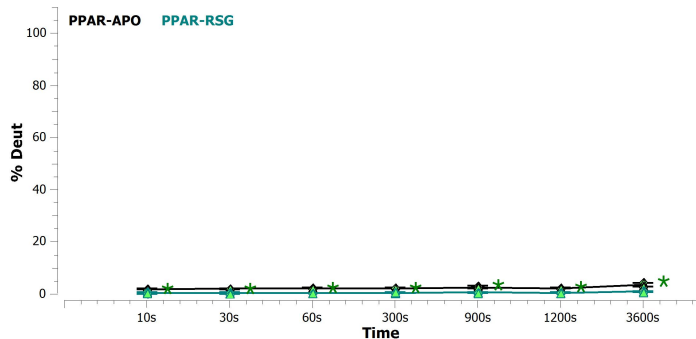

357-366: ASLMNKDGLV (#87)

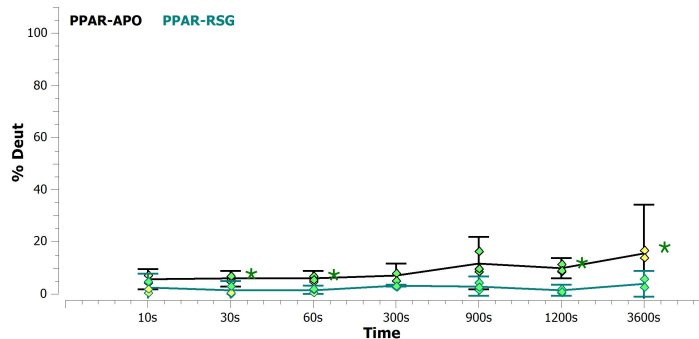

360-366: MNKDGVL (#88)

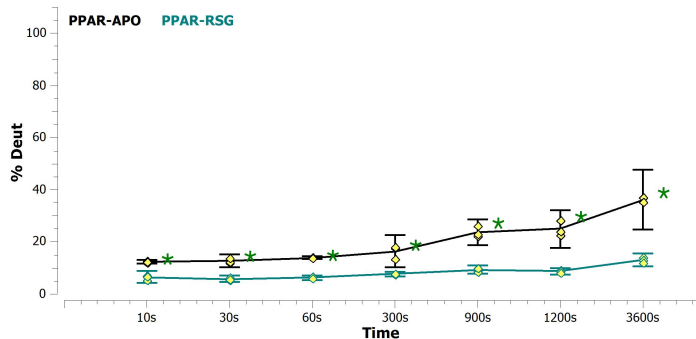

367-377: ISEGQGFMTR (#89)

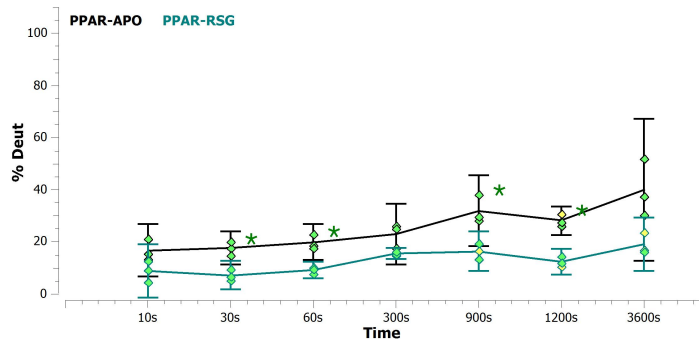

374-389: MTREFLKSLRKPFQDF (#90)

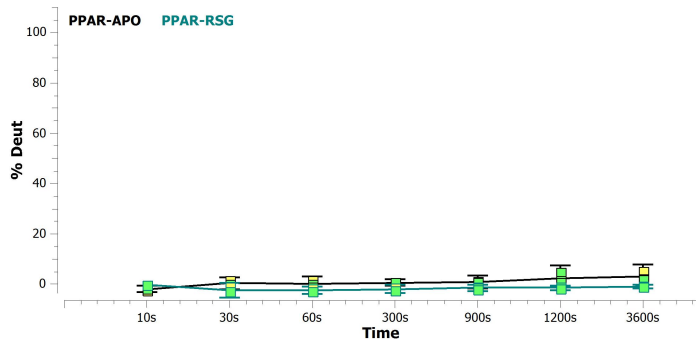

390-396: MEPKFEF (#91)

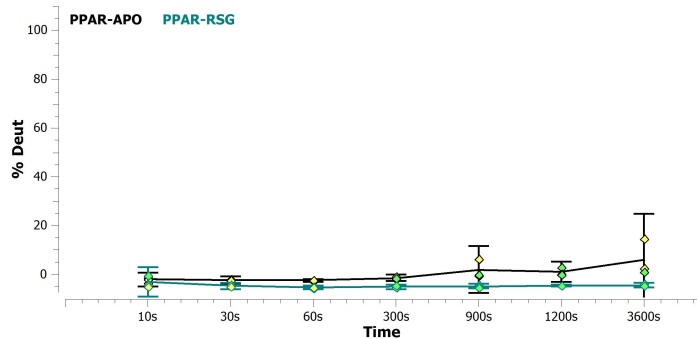

395-400: EFVAVK (#92)

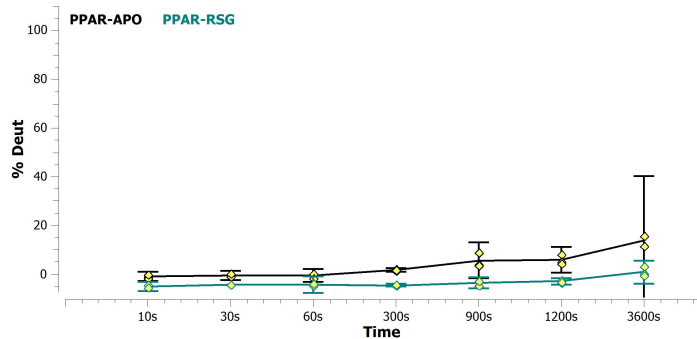

397-405: AVKFNALEL (#93)

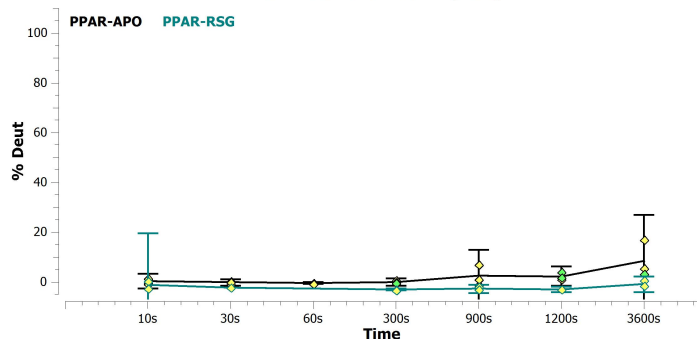

416-427: VIILSGDRPGLL (#94)

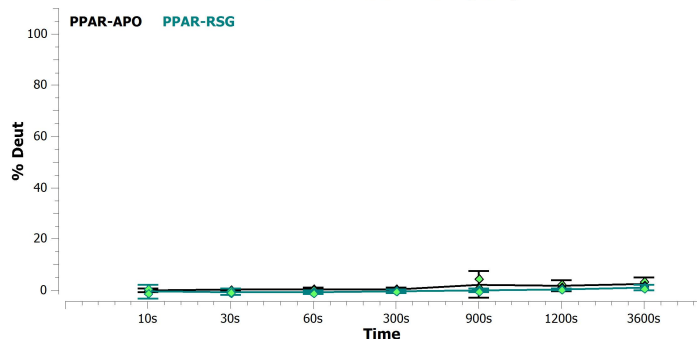

417-434: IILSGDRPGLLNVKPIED (#95)

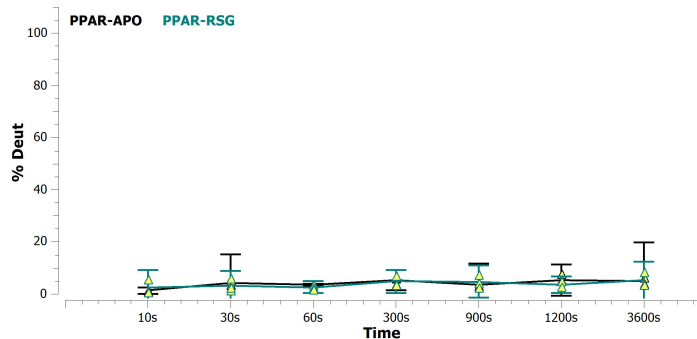

420-427: SGDRPGLL (#96)

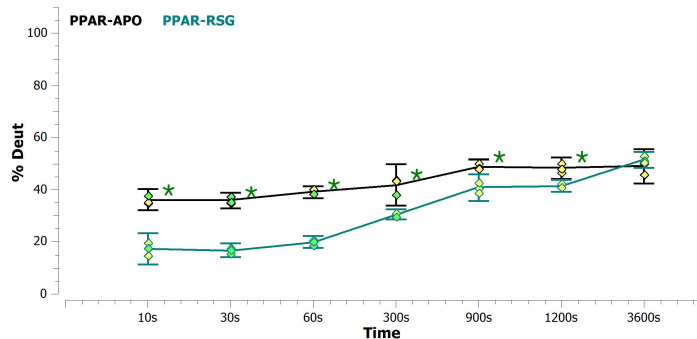

427-439: LNVKPIEDIQDNL (#97)

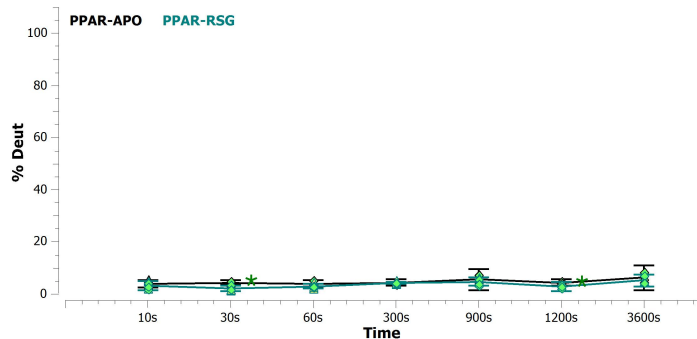

428-434: NVKPIED (#98)

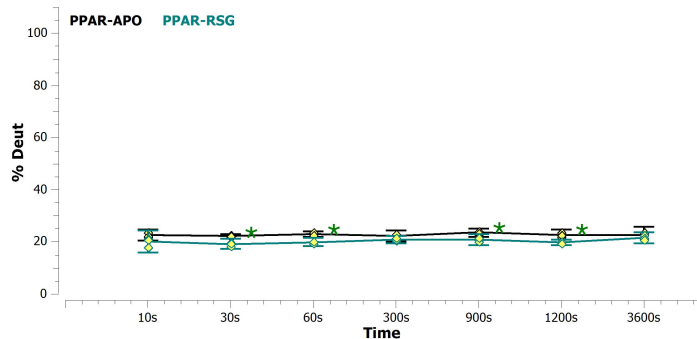

428-437: NVKPIEDIQD (#99)

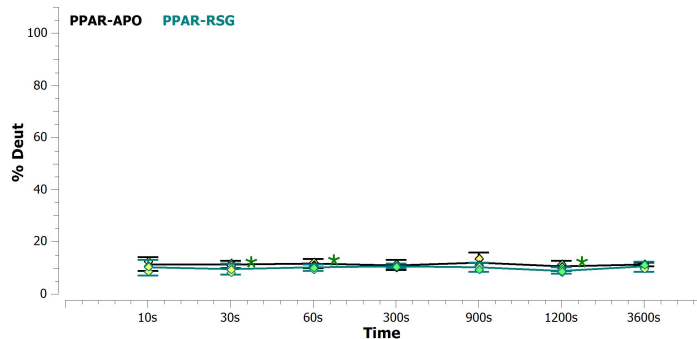

428-439: NVKPIEDIQDNL (#100)

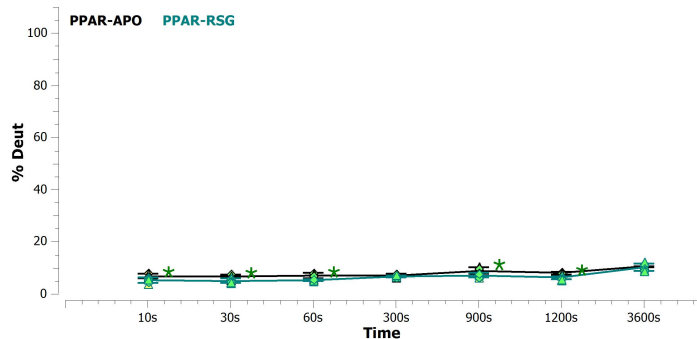

434-439: DIQDNL (#101)

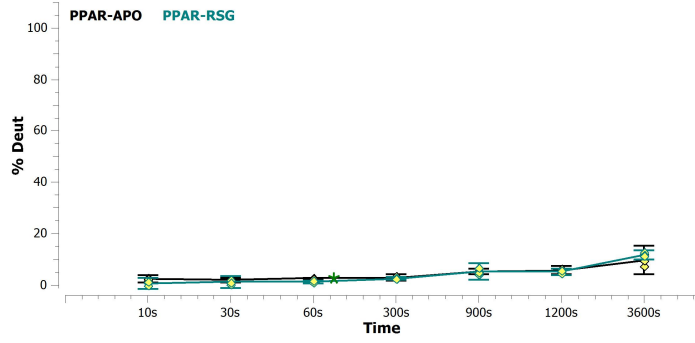

434-440: DIQDNLL (#102)

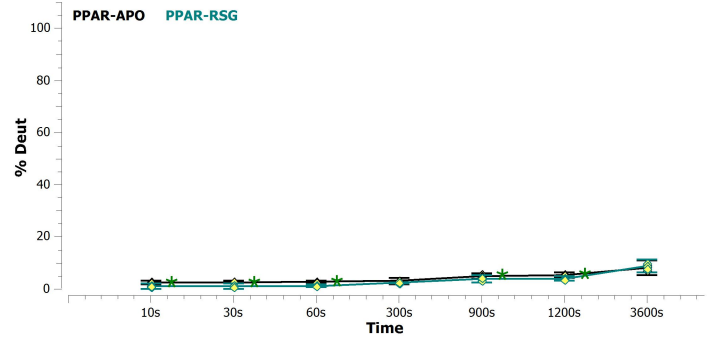

435-442: IQDNLLQA (#103)

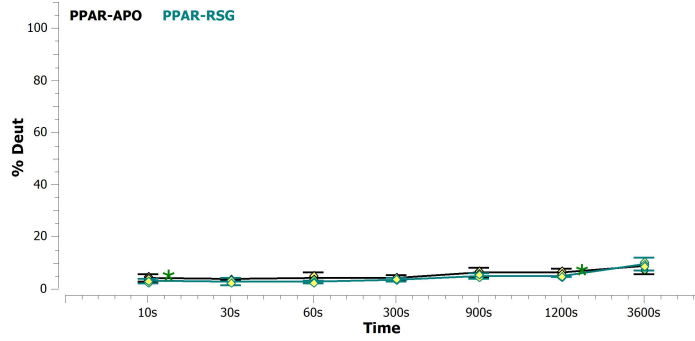

443-457: LELQLKNHPESQL (#104)

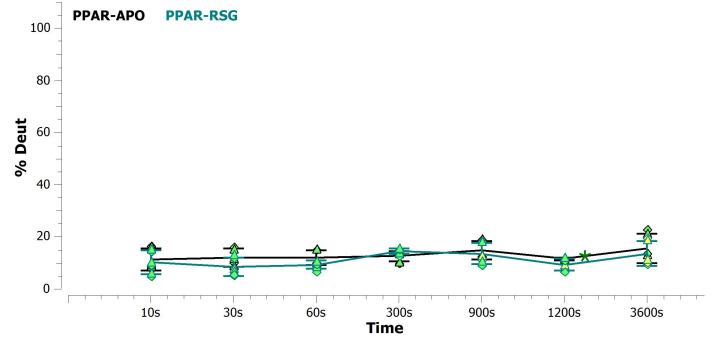

444-457: ELQLKNHPESQL (#105)

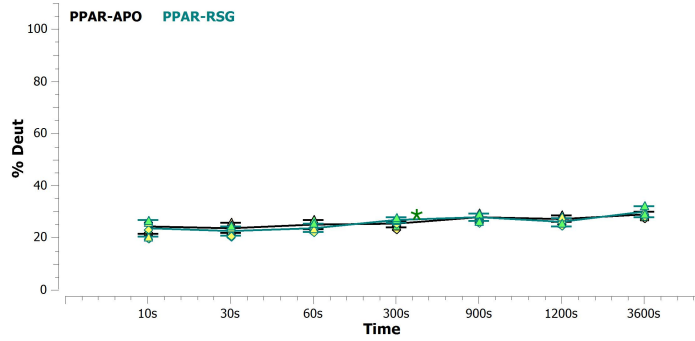

445-457: LQLKNHPESQL (#106)

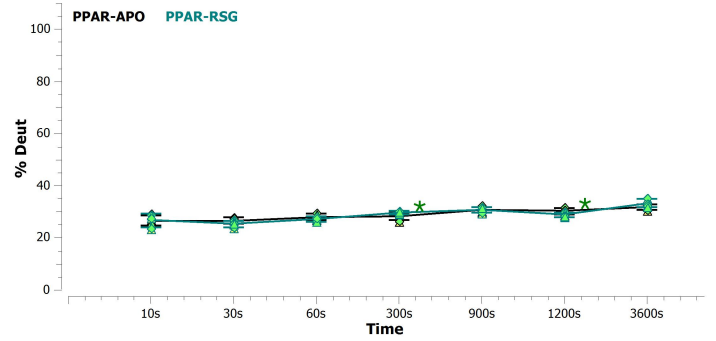

446-457: QLKNHPESQL (#107)

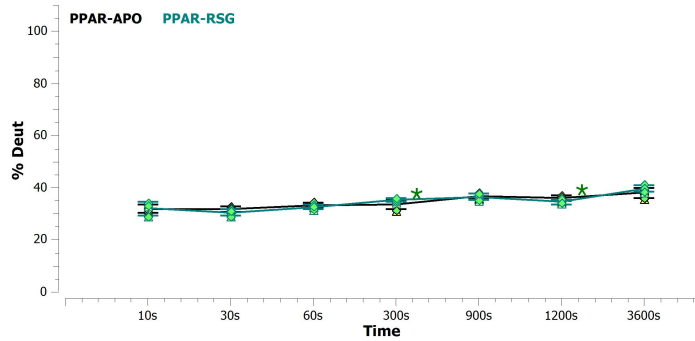

458-467: FAKVLQKMTD (#108)

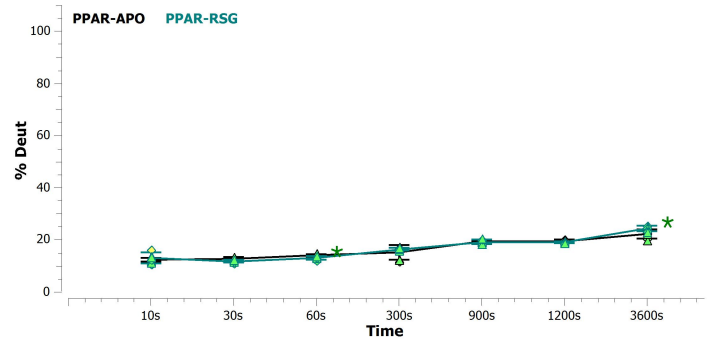

458-468: FAKVLQKMTDL (#109)

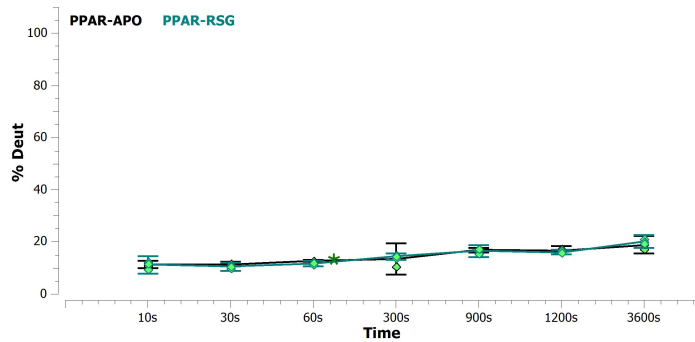

458-470: FAKVLQKMTDLRQ (#110)

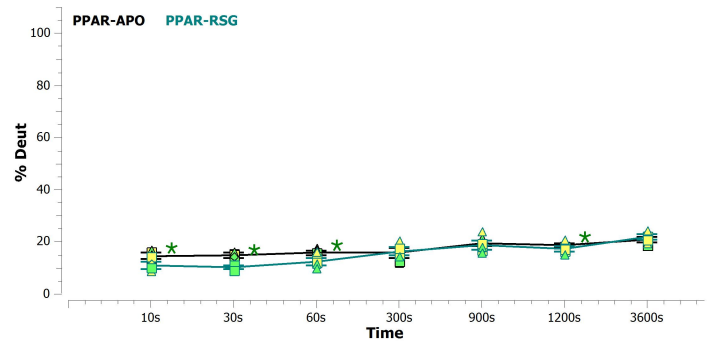

459-468: AKVLQKMTDL (#111)

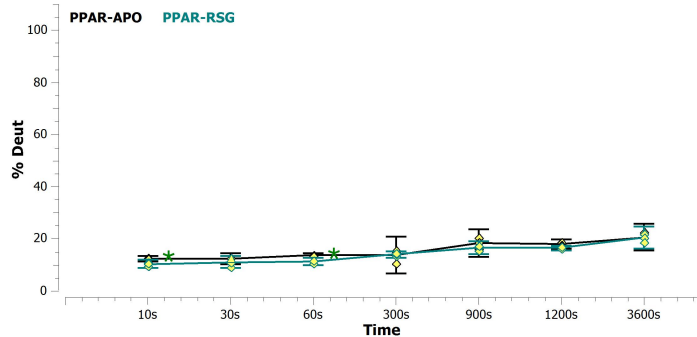

468-474: LRQIVTE (#112)

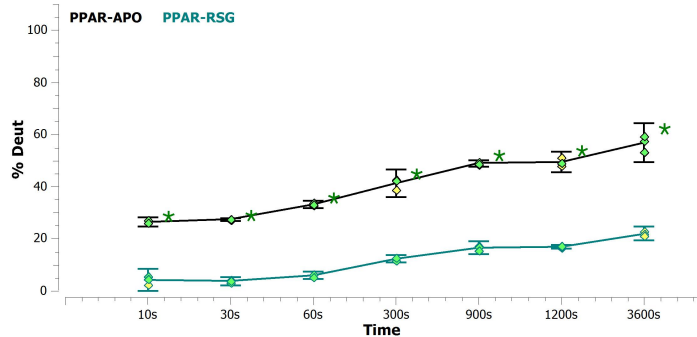

475-488: HVQLLHVIKKTETD (#113)

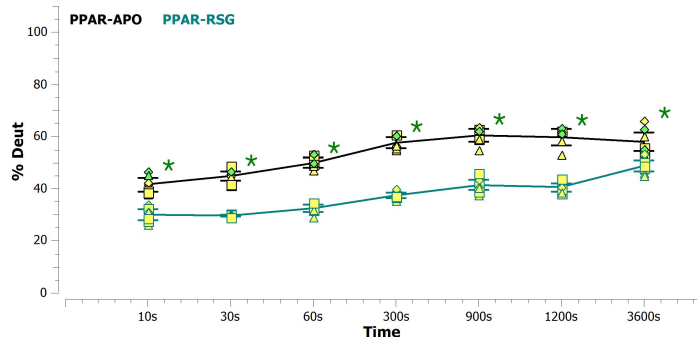

475-489: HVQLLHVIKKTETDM (#114)

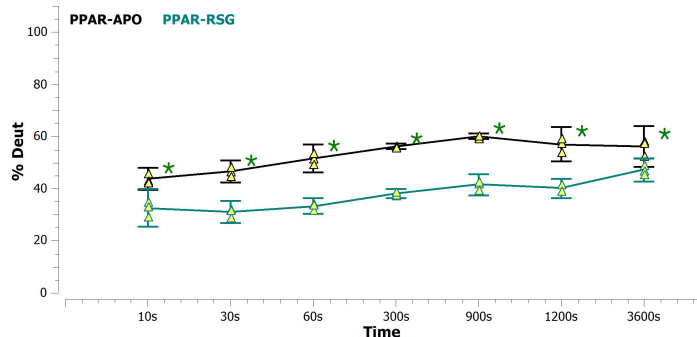

479-491: LHVIKKTETDMSL (#115)

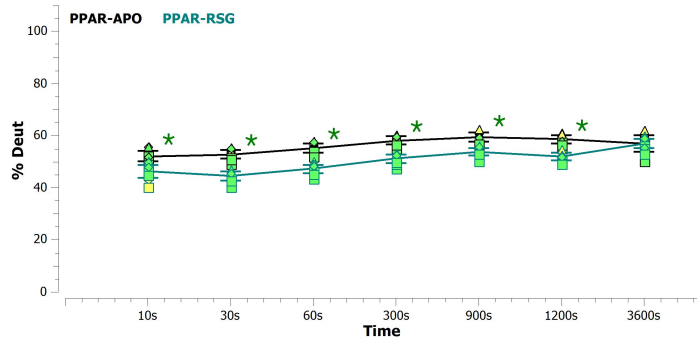

489-495: MSLHPLL (#116)

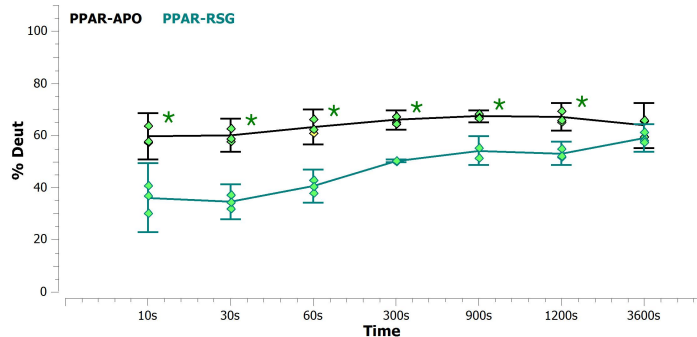

490-497: SLHPLLQE (#117)

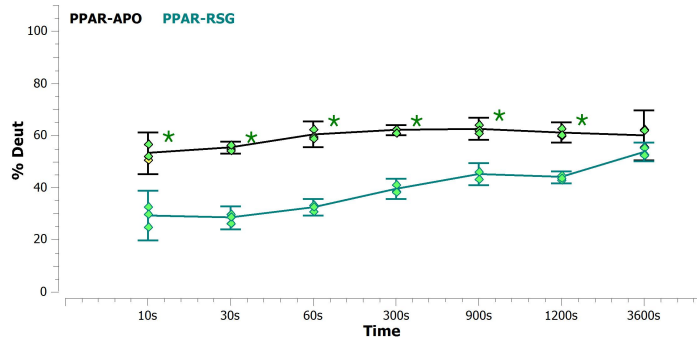

492-497: HPLLQE (#118)

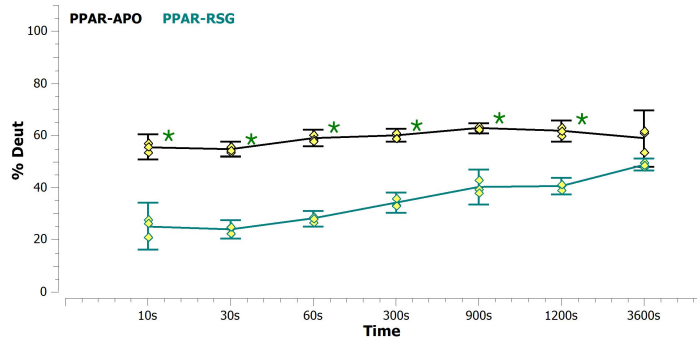

496-503: QEIKDLY (#119)

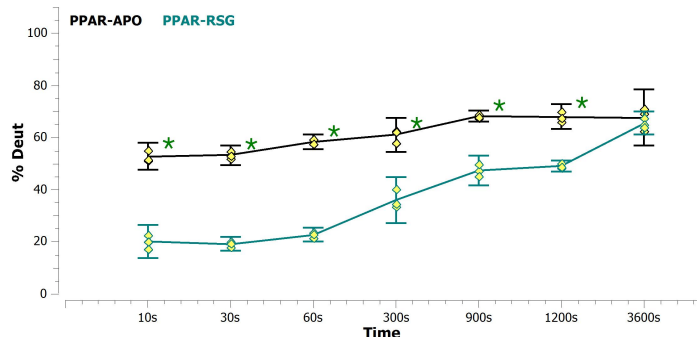

498-503: IYKDLY (#120)

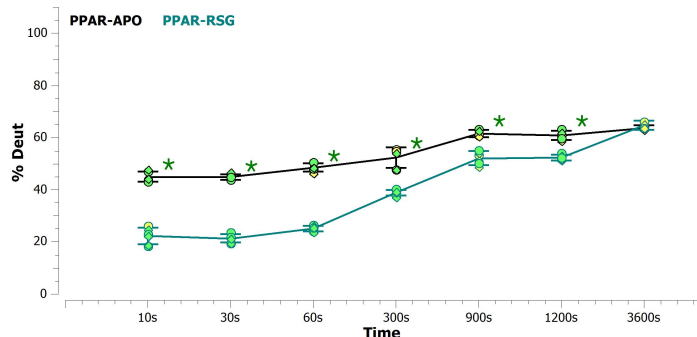

**Supplement:** Supplementary file 2 — Supplemental dataset 1

# Supplementary material for: Blockage of PPARγ T166 phosphorylation enhances the inducibility of beige adipocytes and improves metabolic dysfunctions
**Source:** Cell Death Differ. 2022 Nov 3;30(3):766–78. doi: 10.1038/s41418-022-01077-x

4-15: GDSPVDPEHGAF (#1)

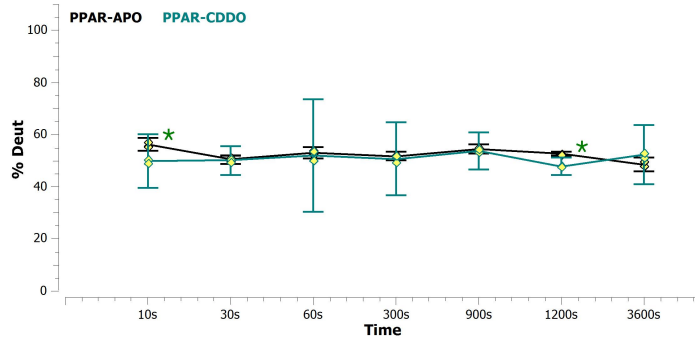

16-25: ADALPMSTSQ (#2)

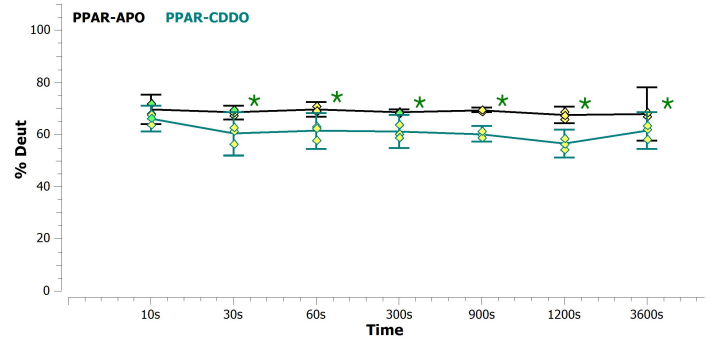

16-26: ADALPMSTSQE (#3)

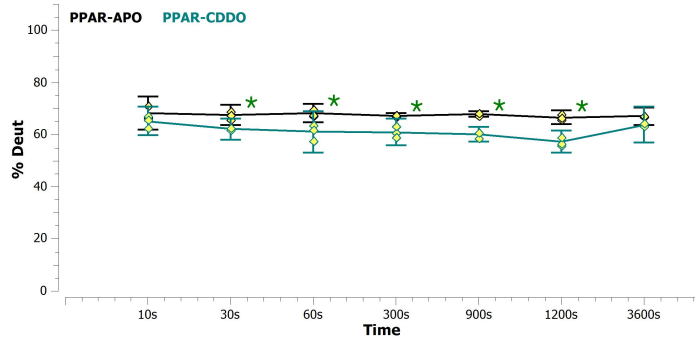

16-28: ADALPMSTSQEIT (#4)

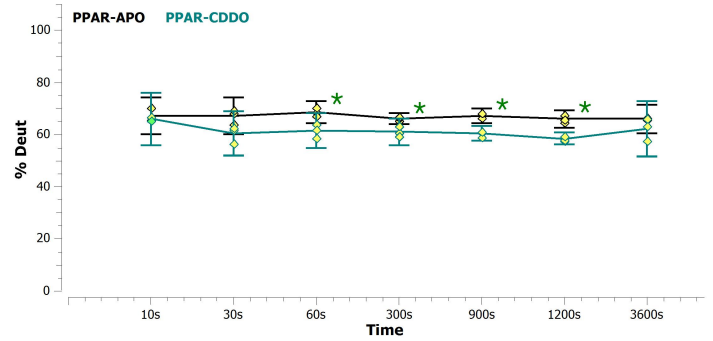

17-26: DALPMSTSQE (#5)

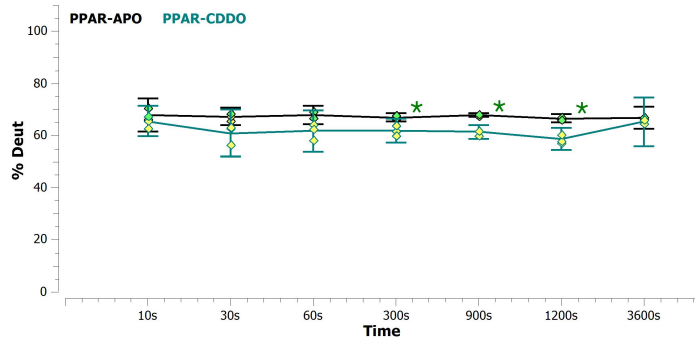

48-58: LSVMEDHSHSF (#6)

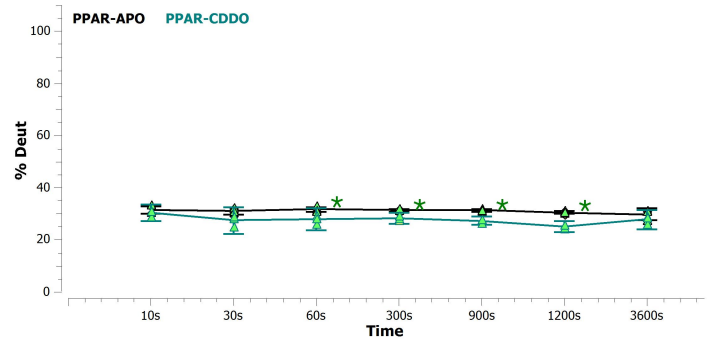

48-62: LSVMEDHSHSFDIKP (#7)

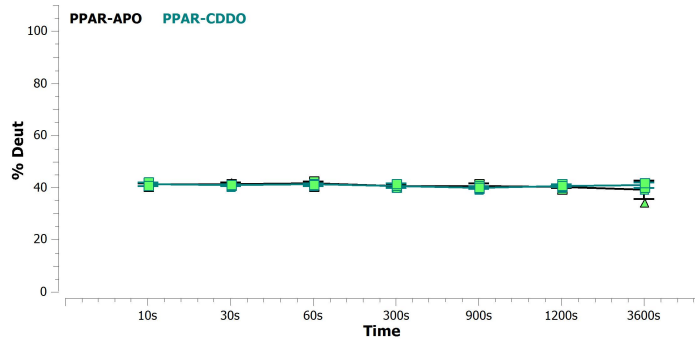

49-58: SVMEDHSHSF (#8)

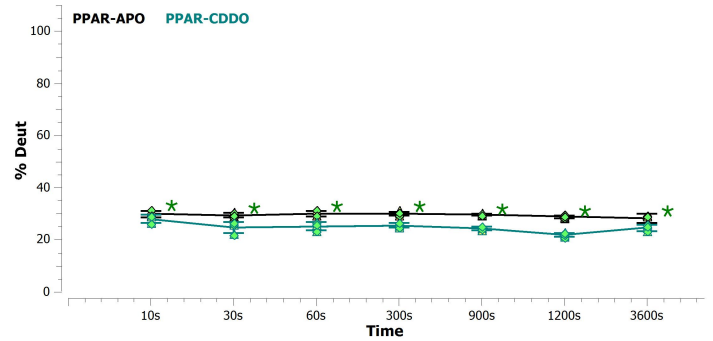

49-62: SVMEDHSHSFDIKP (#9)

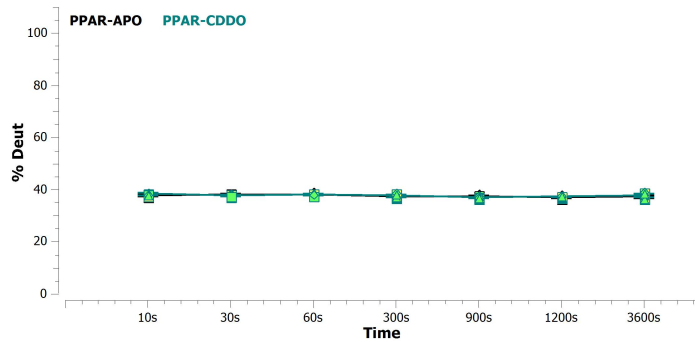

49-67: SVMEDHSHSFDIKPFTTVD (#10)

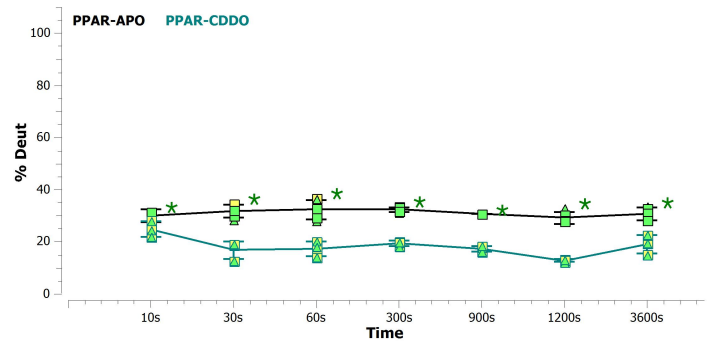

51-58: MEDHSHSF (#11)

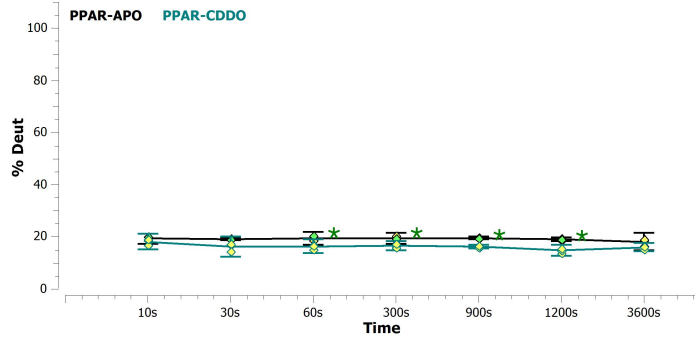

52-58: EDHSHSF (#12)

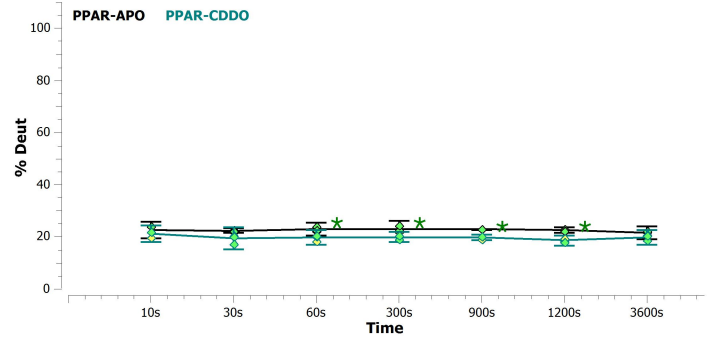

52-62: EDHSHSFDIKP (#13)

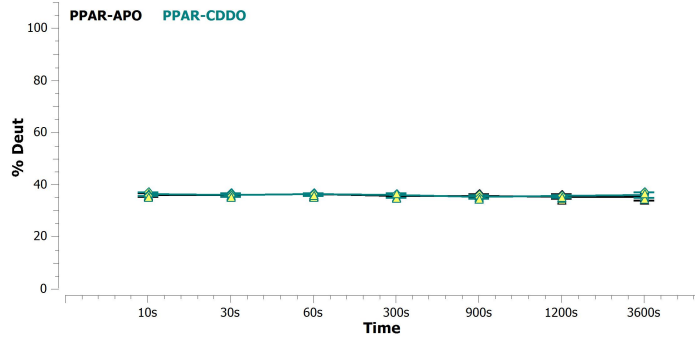

52-67: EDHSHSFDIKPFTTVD (#14)

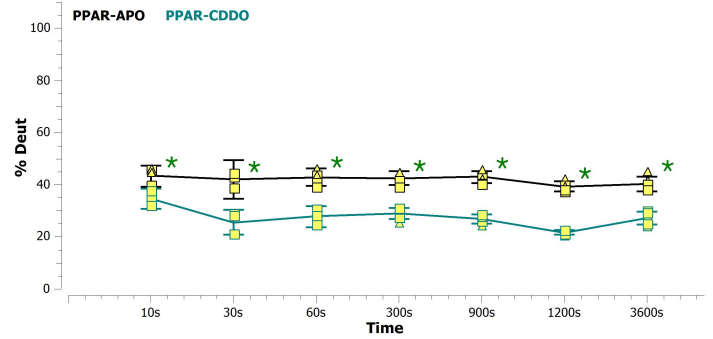

68-76: FSSISAPHY (#15)

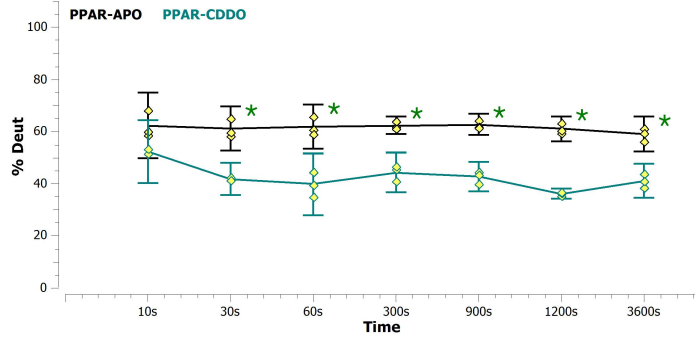

68-86: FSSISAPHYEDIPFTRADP (#16)

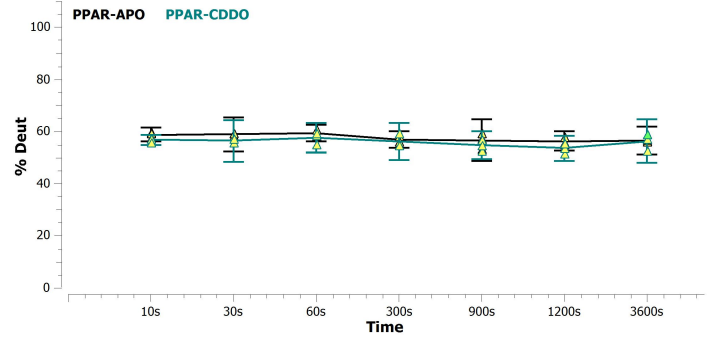

69-76: SSISAPHY (#17)

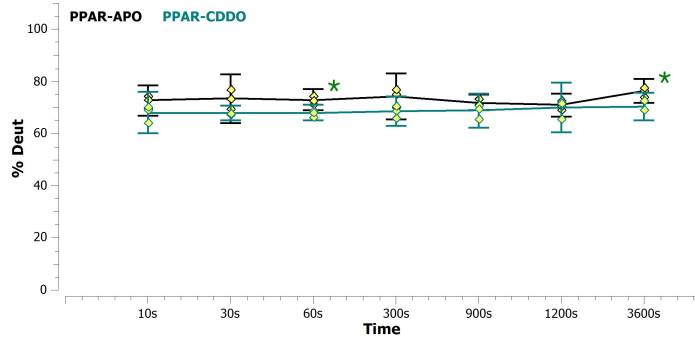

69-82: SSISAPHYEDIPFT (#18)

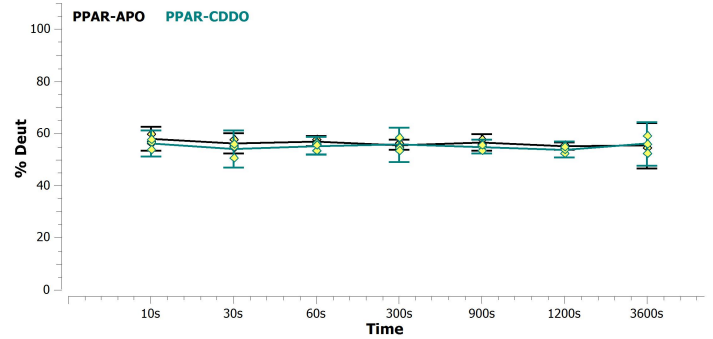

69-86: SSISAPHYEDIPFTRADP (#19)

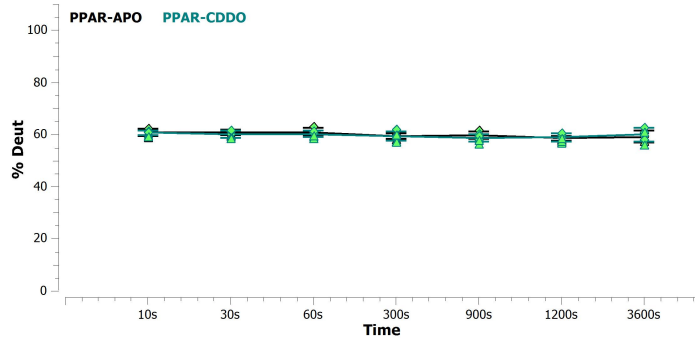

69-87: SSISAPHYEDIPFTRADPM (#20)

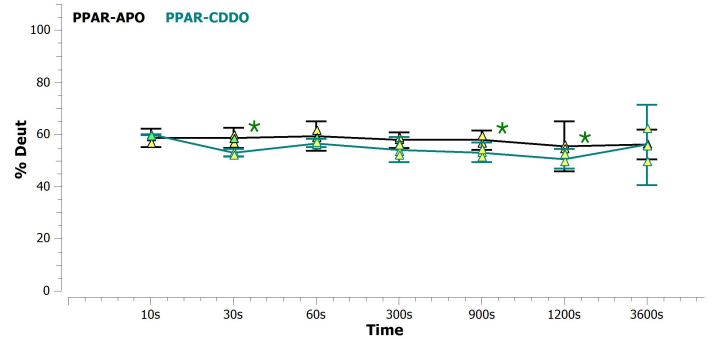

69-89: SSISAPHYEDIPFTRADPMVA (#21)

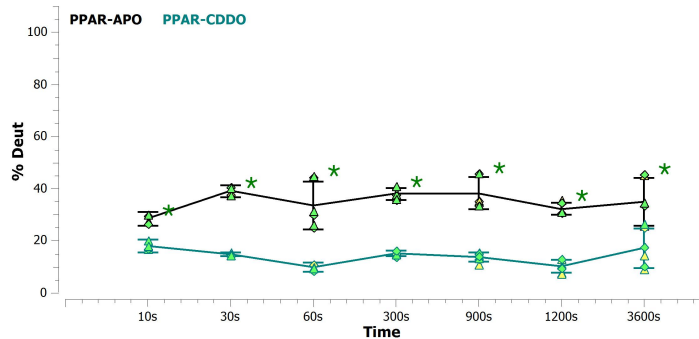

73-90: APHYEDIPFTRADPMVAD (#22)

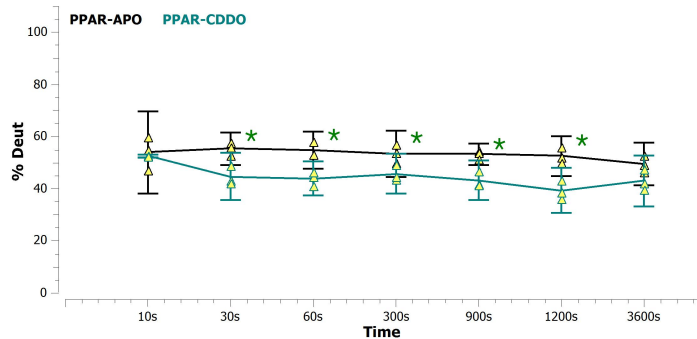

77-90: EDIPFTRADPMVAD (#23)

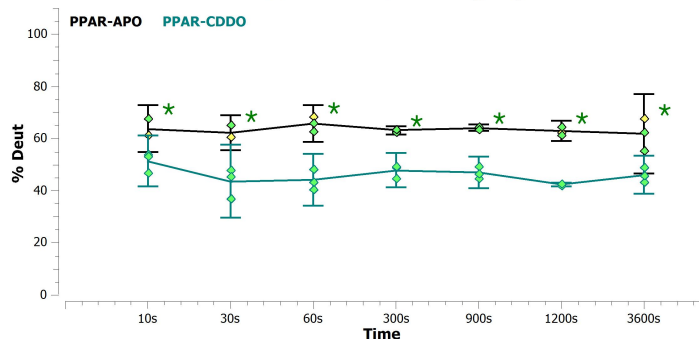

90-95: DYKYDL (#24)

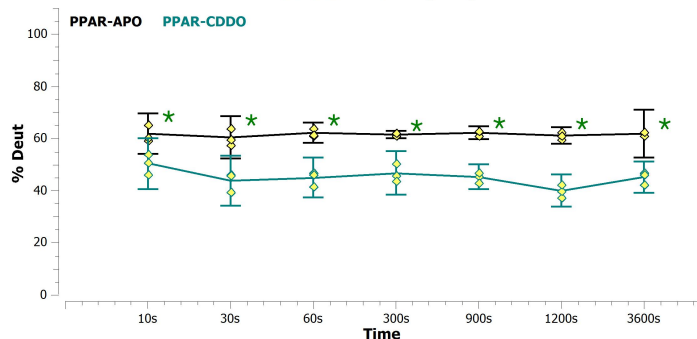

90-97: DYKYDLKL (#25)

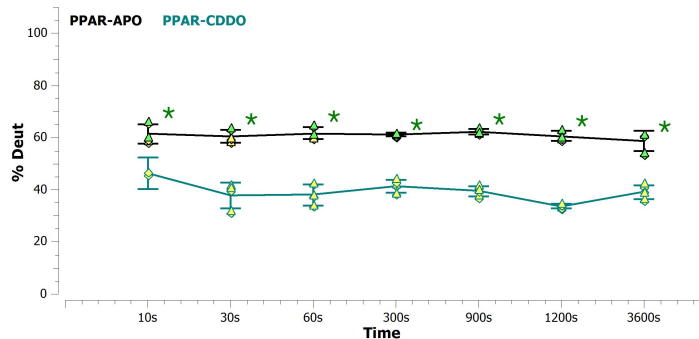

90-99: DYKYDLKLQE (#26)

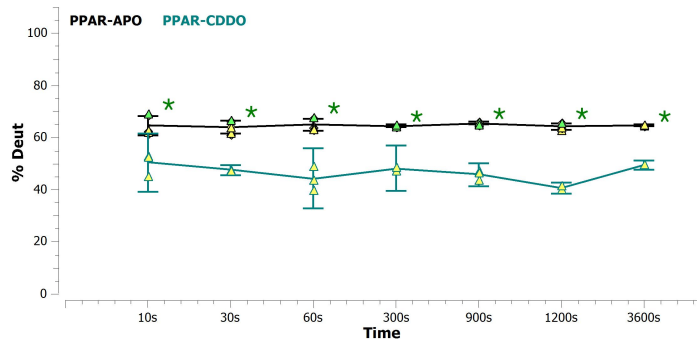

91-97: YKYDLKL (#27)

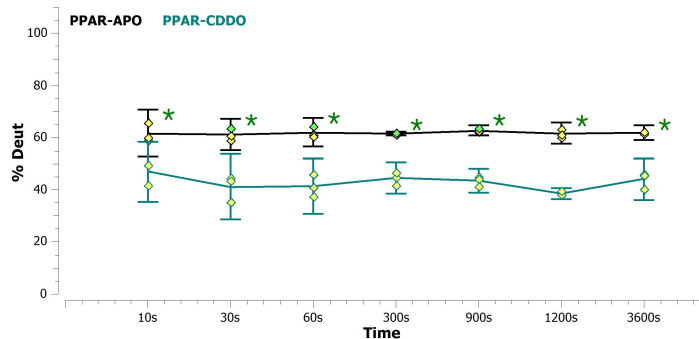

91-99: YKYDLKLQE (#28)

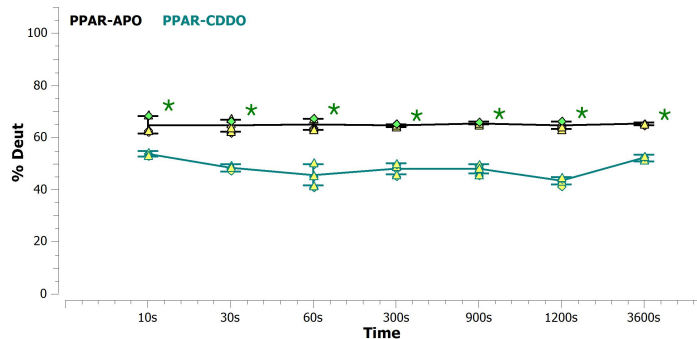

92-99: KYDLKLQE (#29)

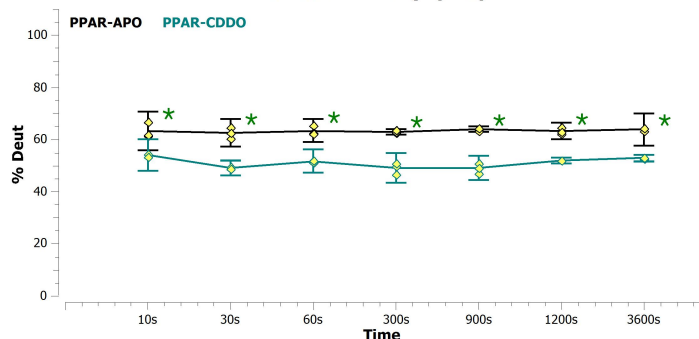

96-103: KLQEYQSA (#30)

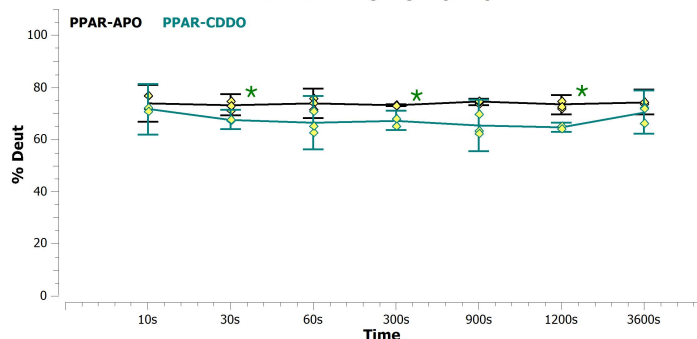

98-103: QEYQSA (#31)

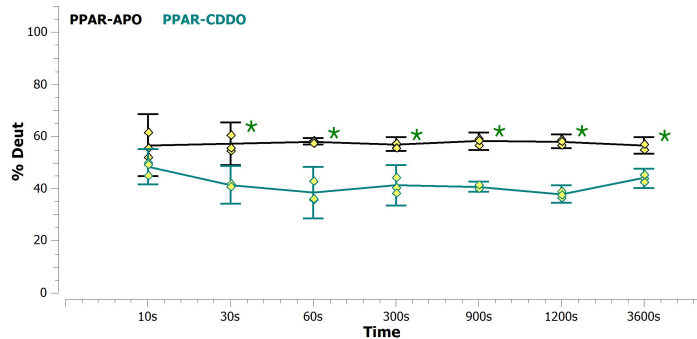

100-119: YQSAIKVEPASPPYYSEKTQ (#32)

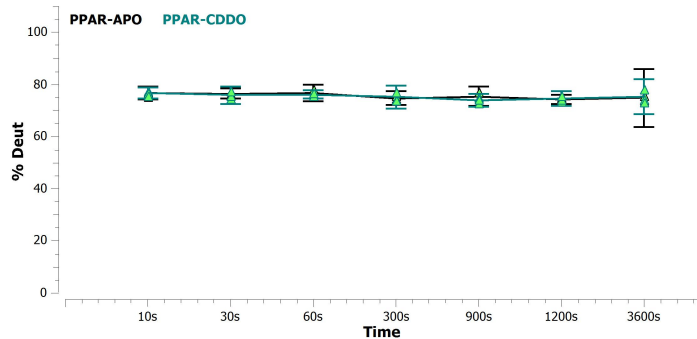

104-116: IKVEPASPPYYSE (#33)

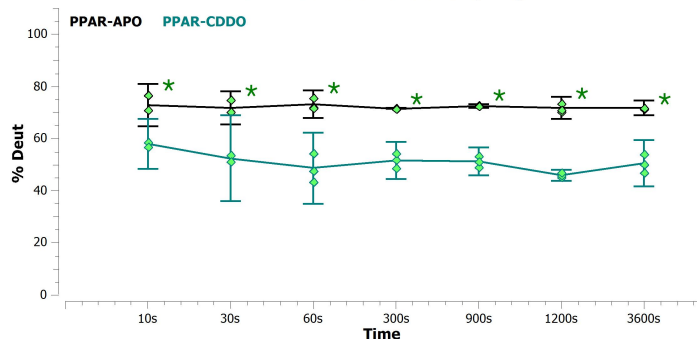

104-119: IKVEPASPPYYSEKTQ (#34)

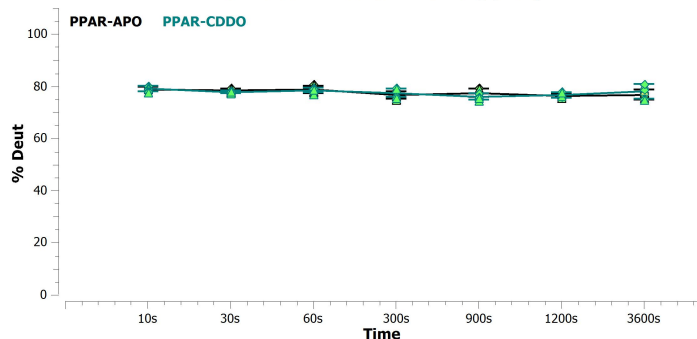

104-120: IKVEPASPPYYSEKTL (#35)

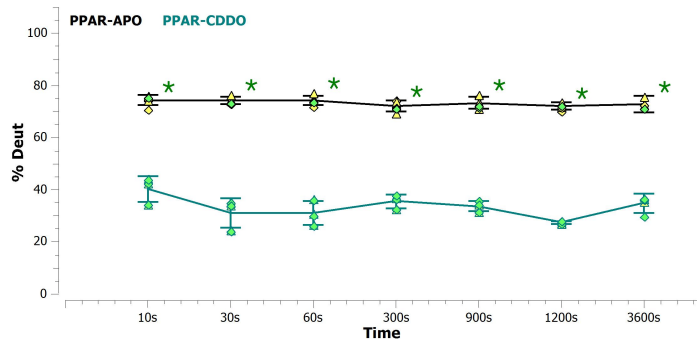

121-132: YNRPHEEPSNSL (#36)

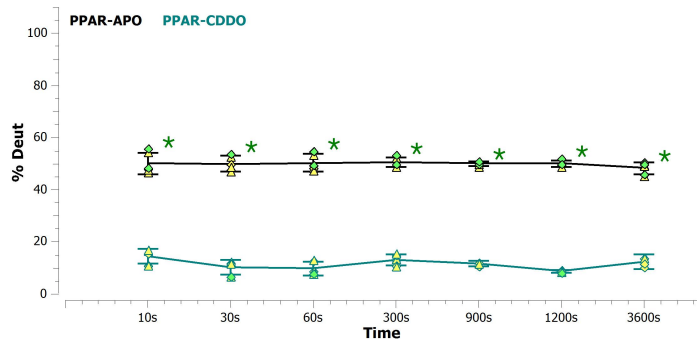

121-133: YNRPHEEPSNSLM (#37)

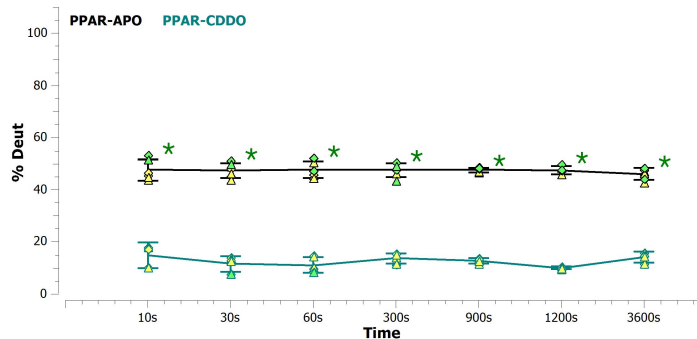

121-134: YNRPHEEPSNSLMA (#38)

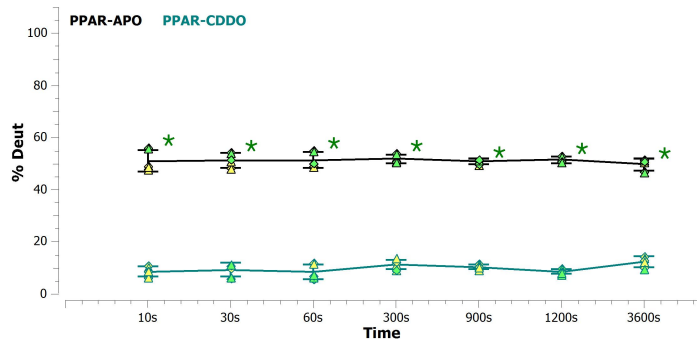

133-137: MAIEC (#39)

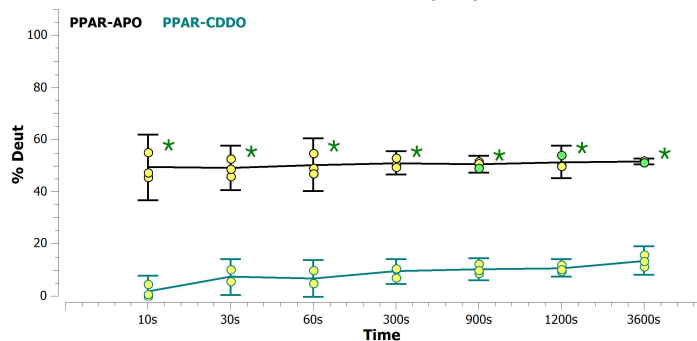

137-147: CRVCGDKASGF (#40)

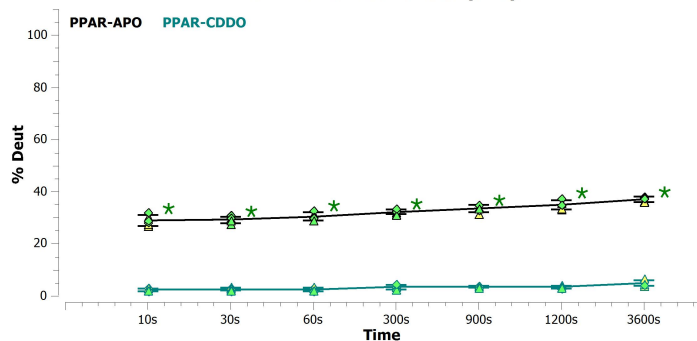

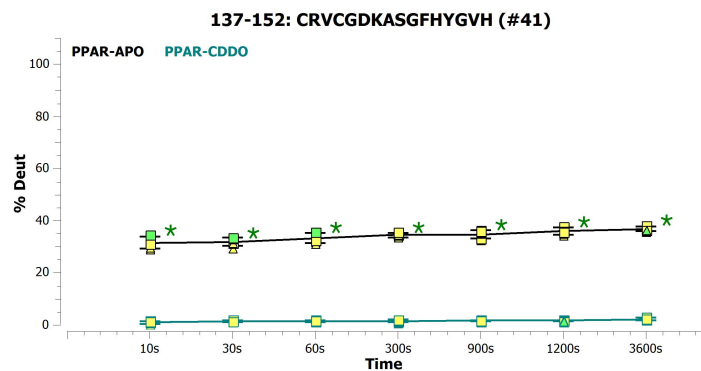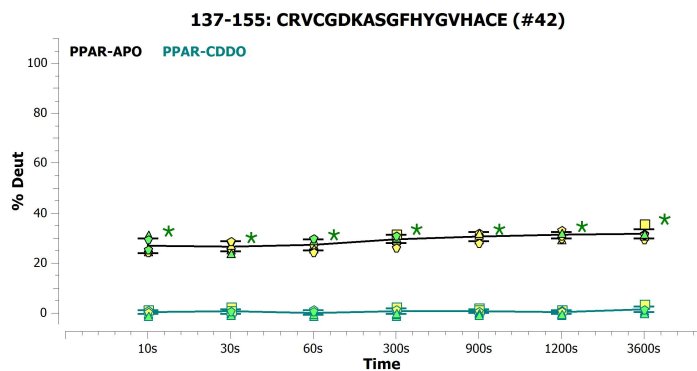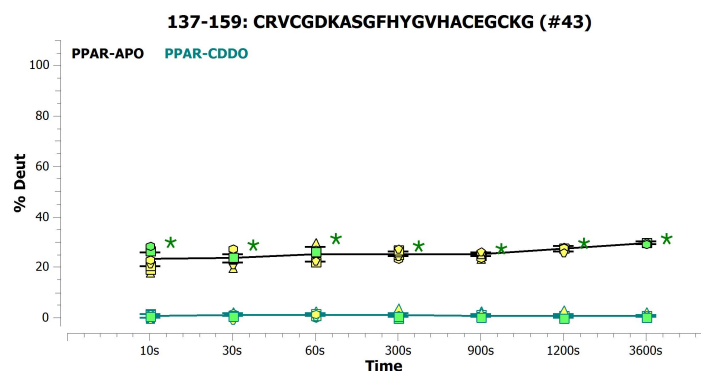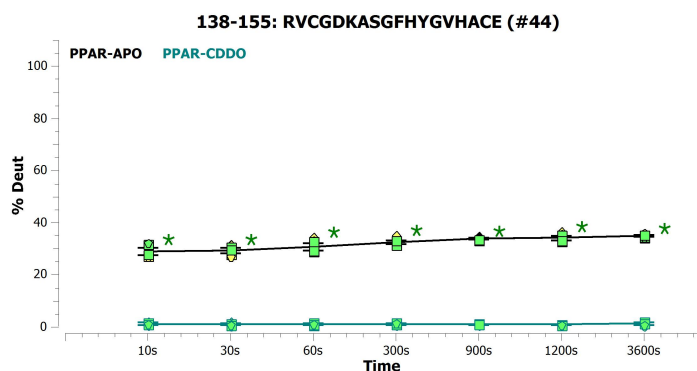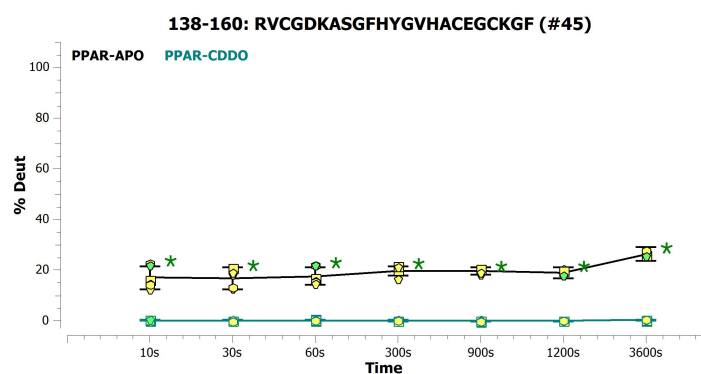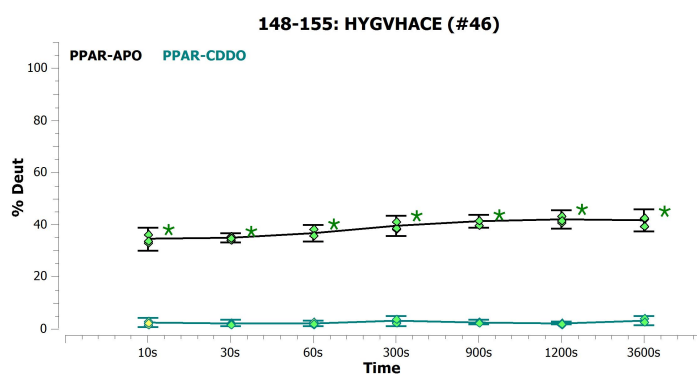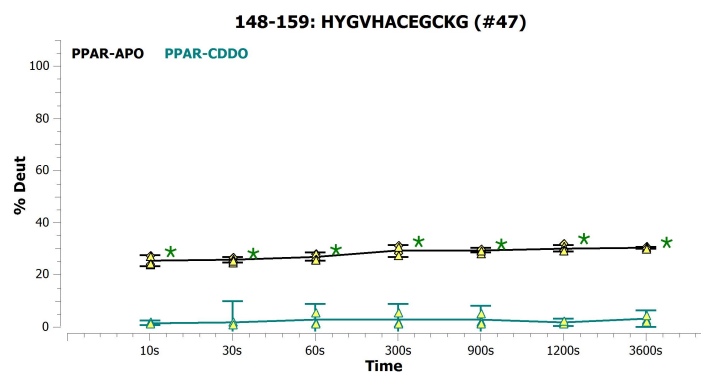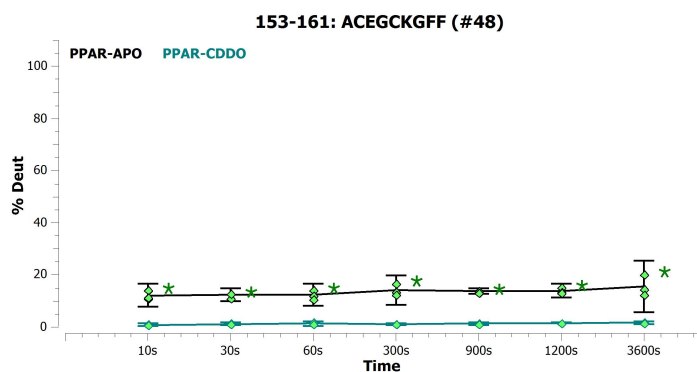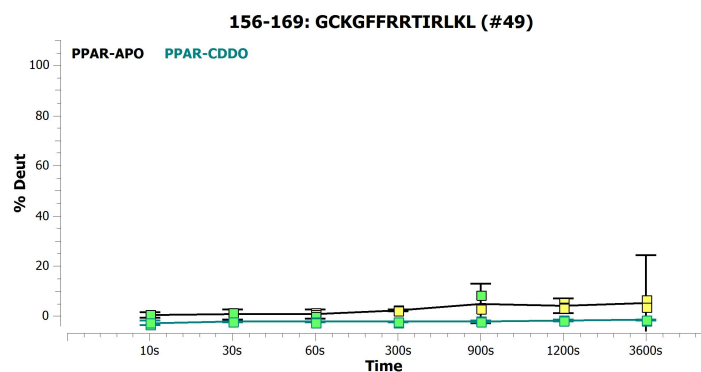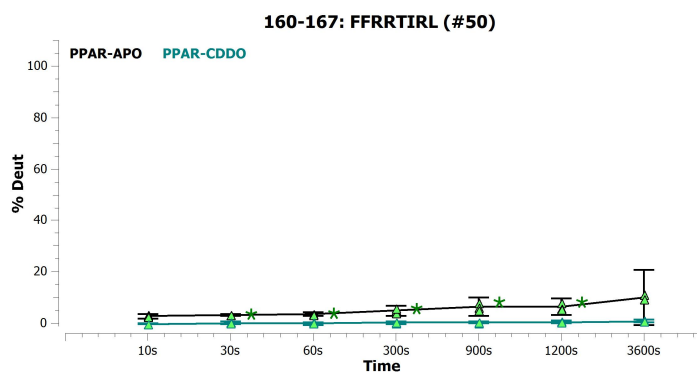

160-169: FFRRTIRLKL (#51)

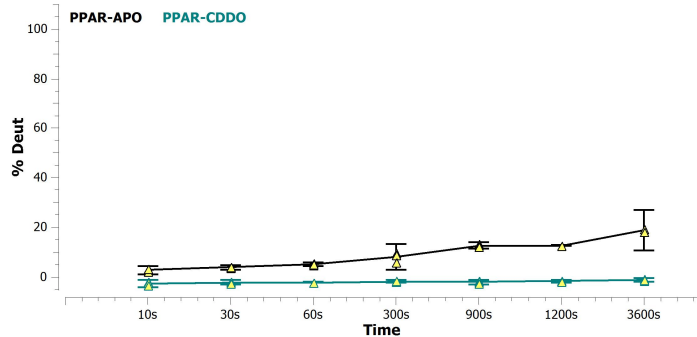

161-169: FRRTIRLKL (#52)

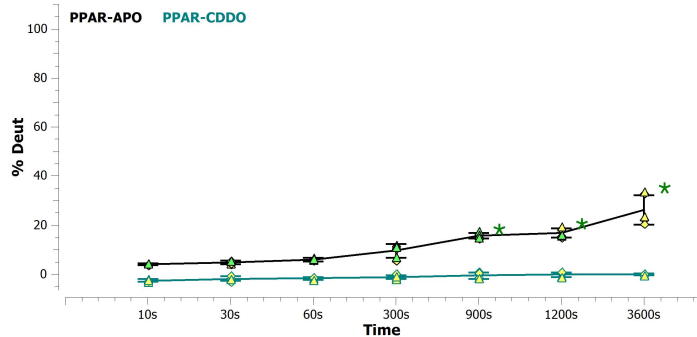

162-169: RRTIRLKL (#53)

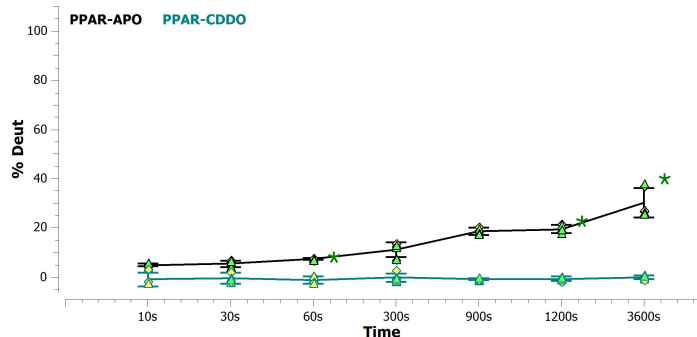

168-176: KLIYDRCDL (#54)

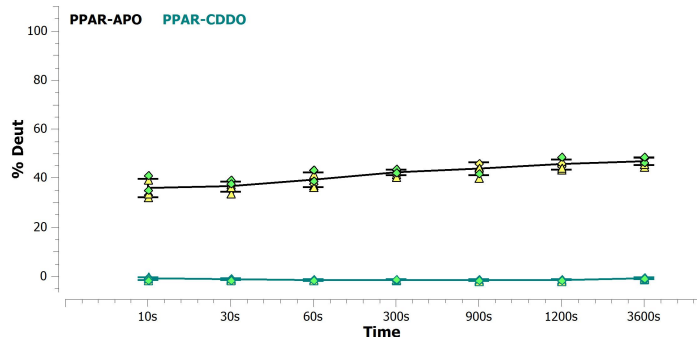

170-176: IYDRCDL (#55)

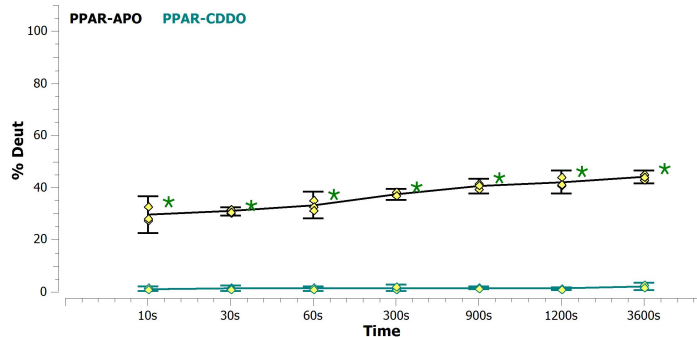

194-208: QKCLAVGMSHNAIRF (#56)

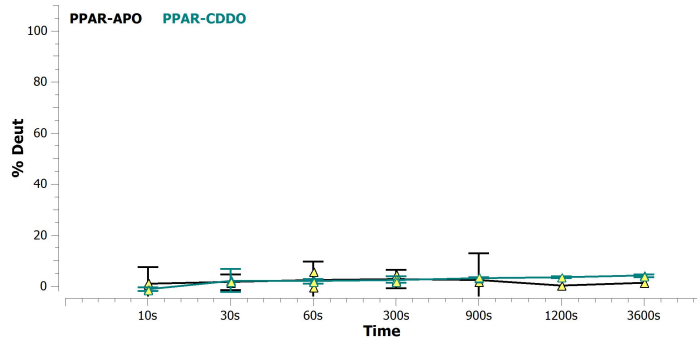

197-208: LAVGMSHNAIRF (#57)

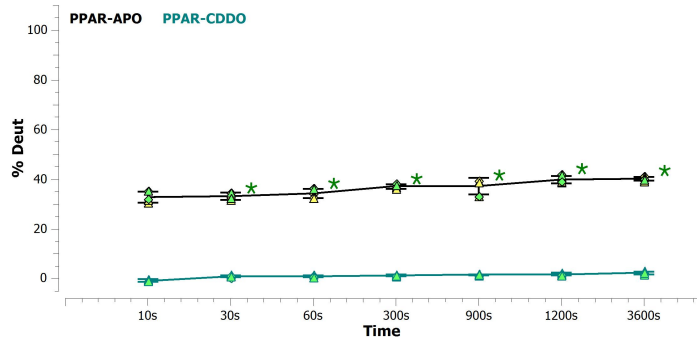

199-208: VGMSHNAIRF (#58)

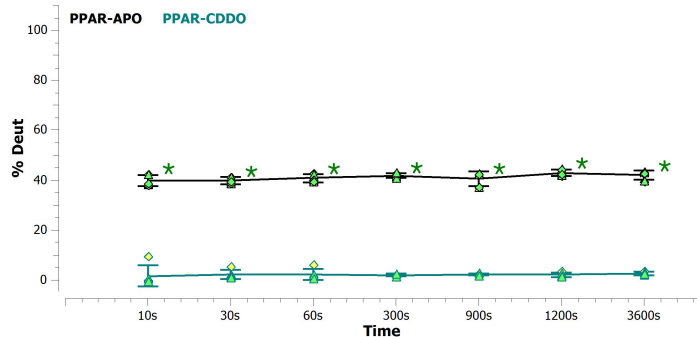

199-219: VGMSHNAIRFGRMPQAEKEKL (#59)

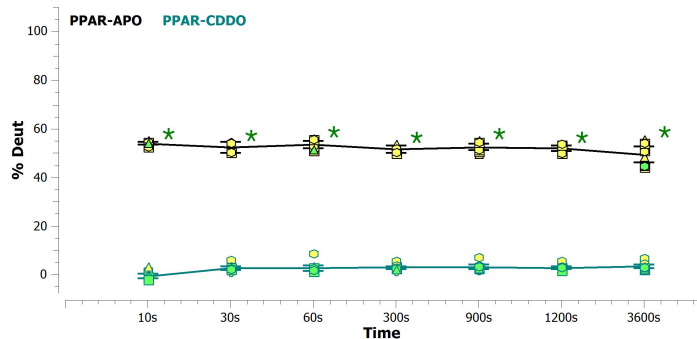

209-219: GRMPQAEKEKL (#60)

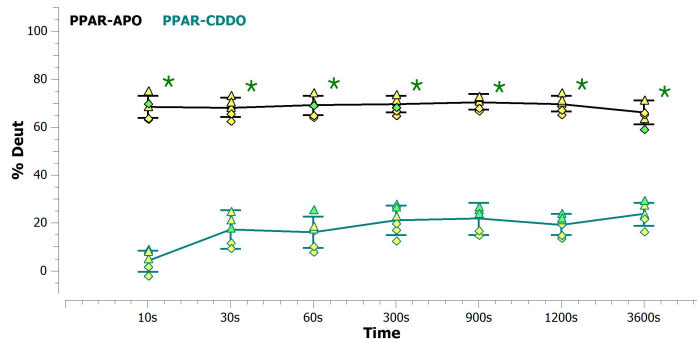

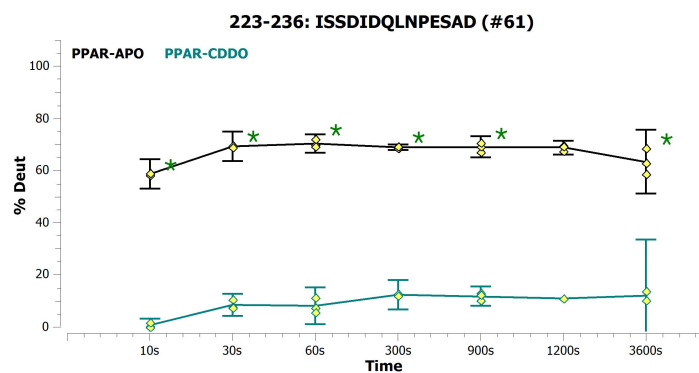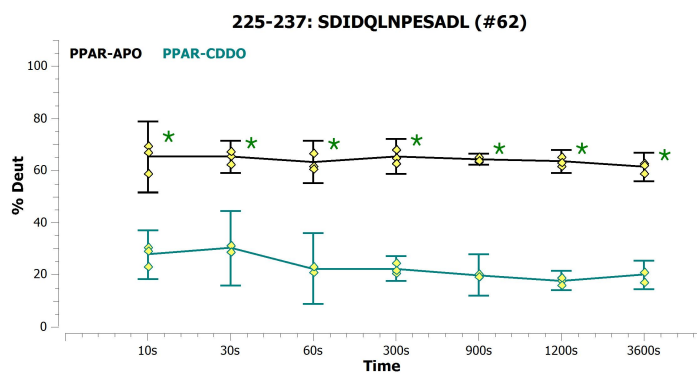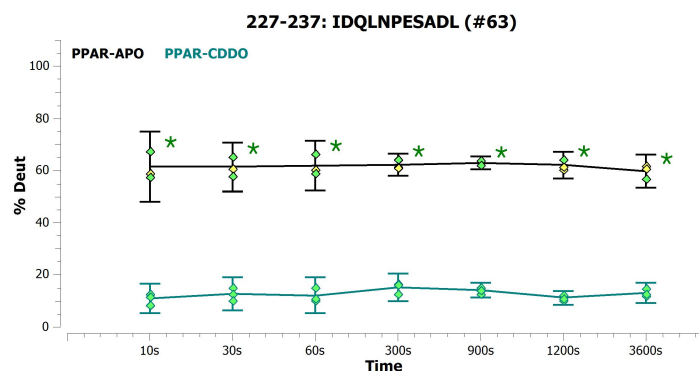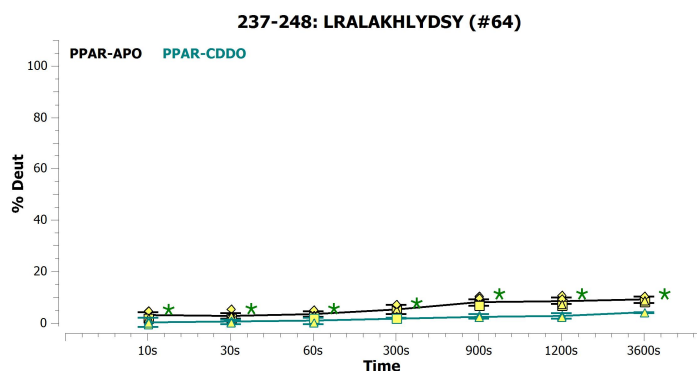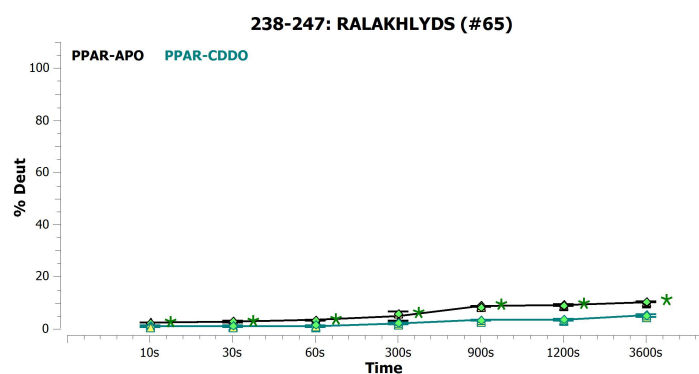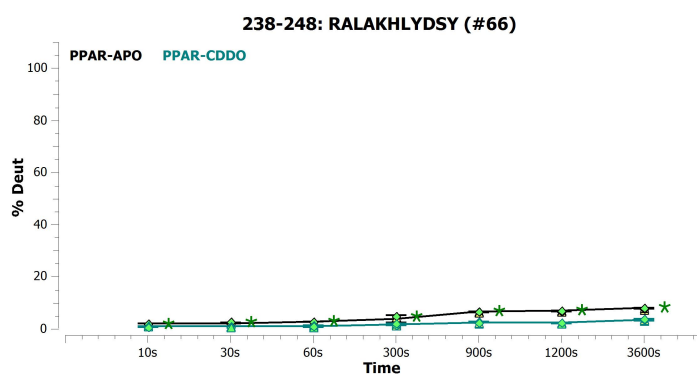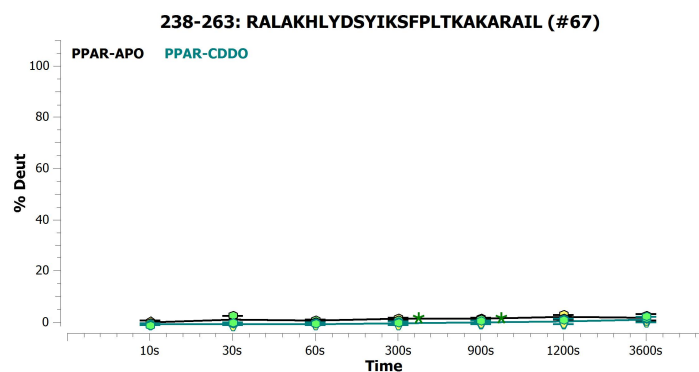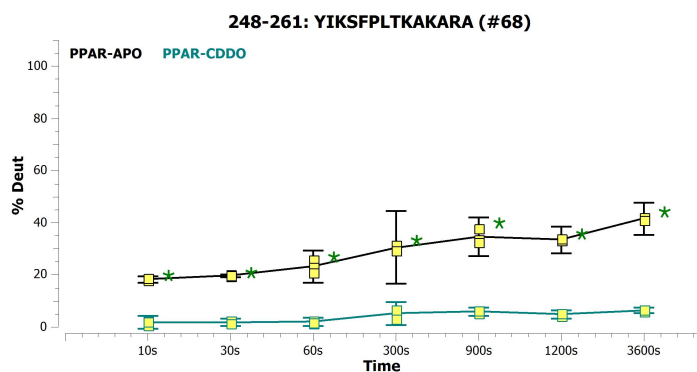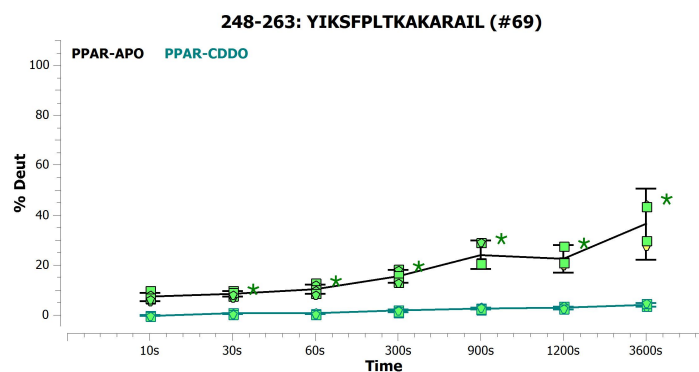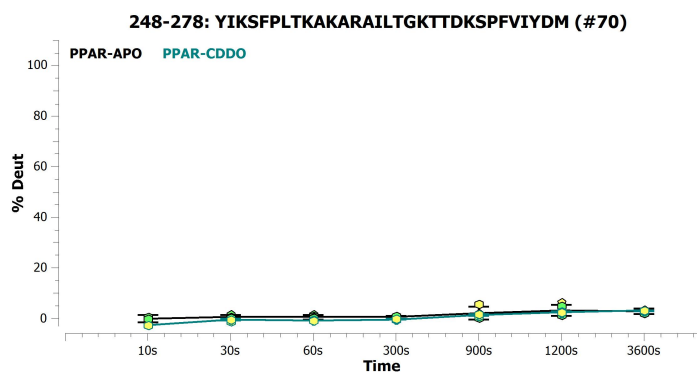

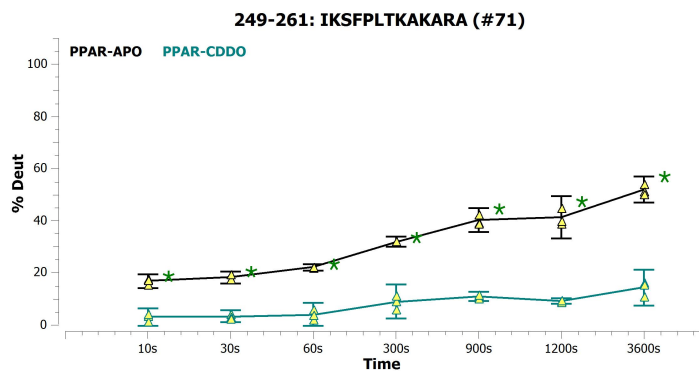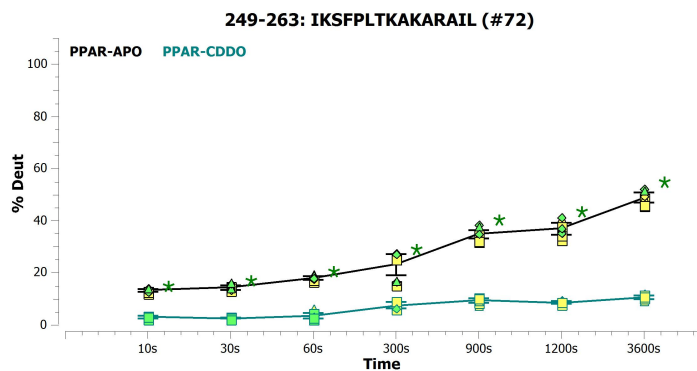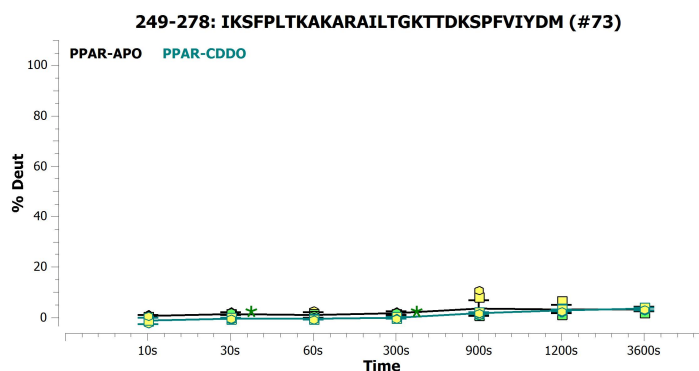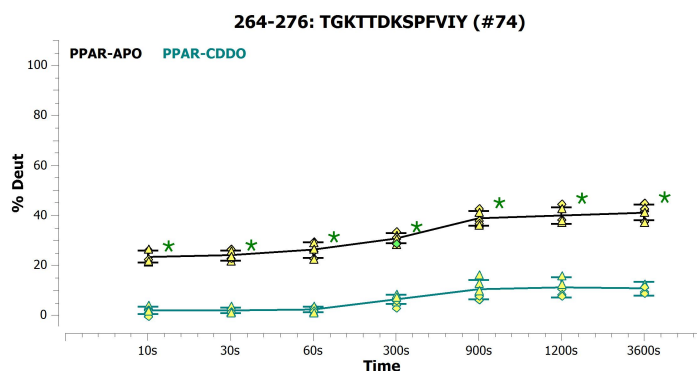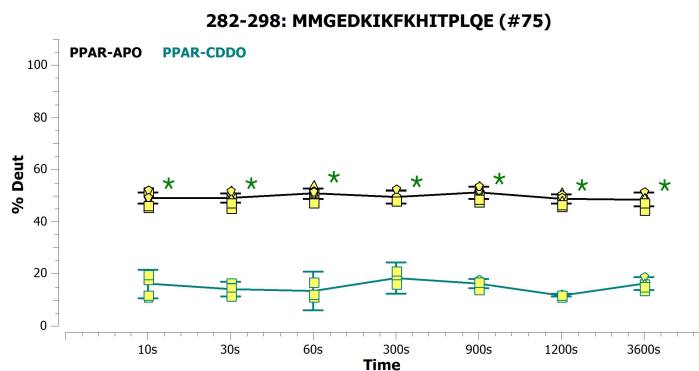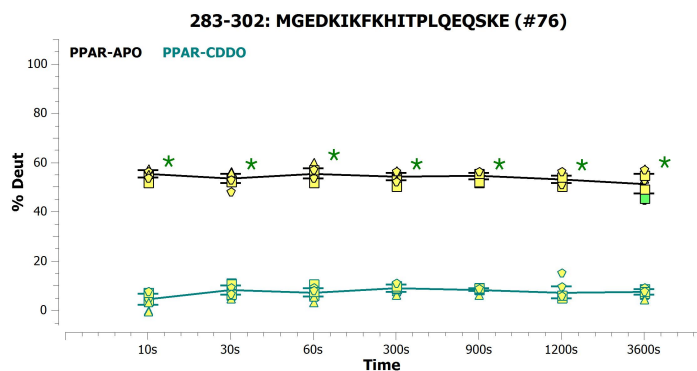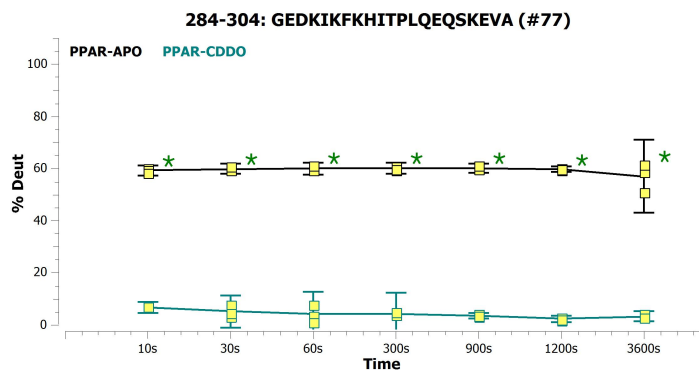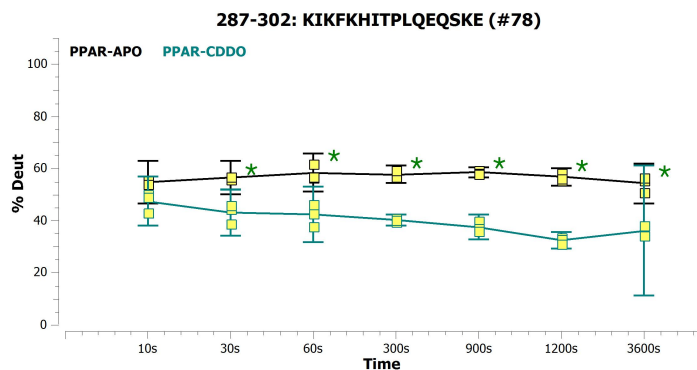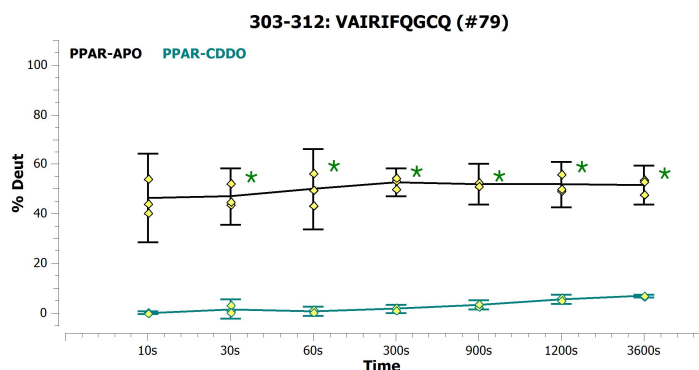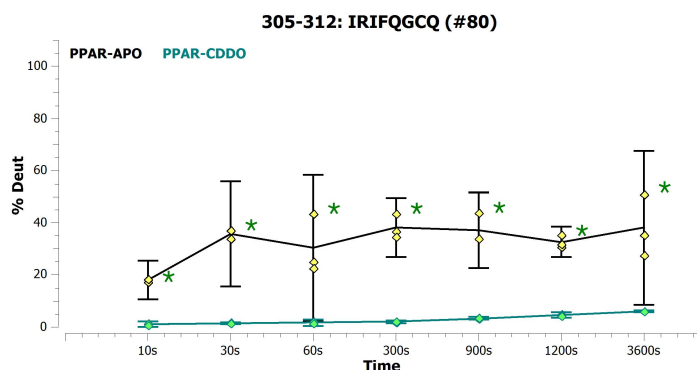

314-324: RSVEAVQEITE (#81)

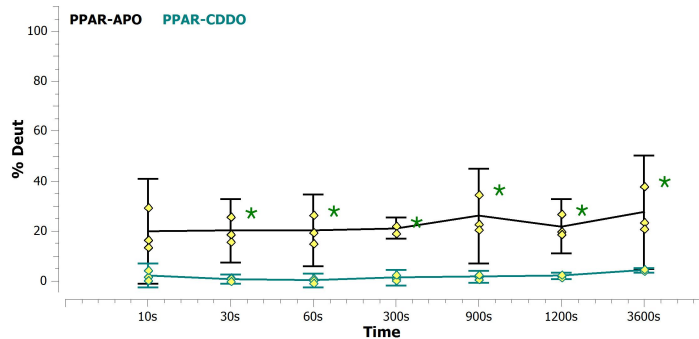

325-332: YAKNIPGF (#82)

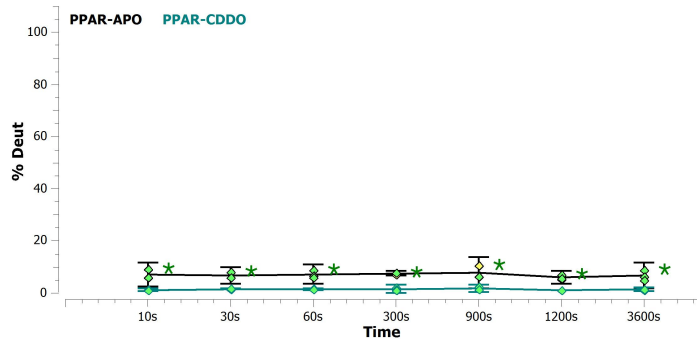

325-335: YAKNIPGFINL (#83)

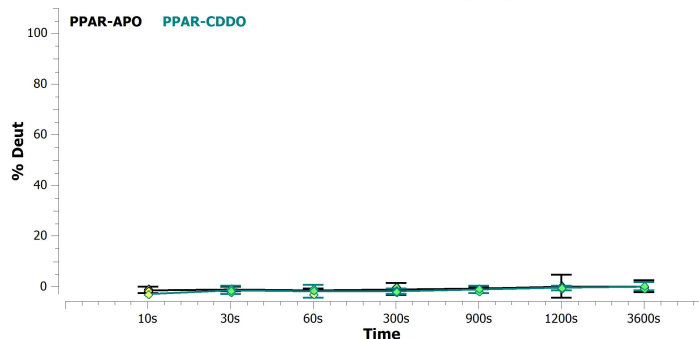

336-343: DLNDQVTL (#84)

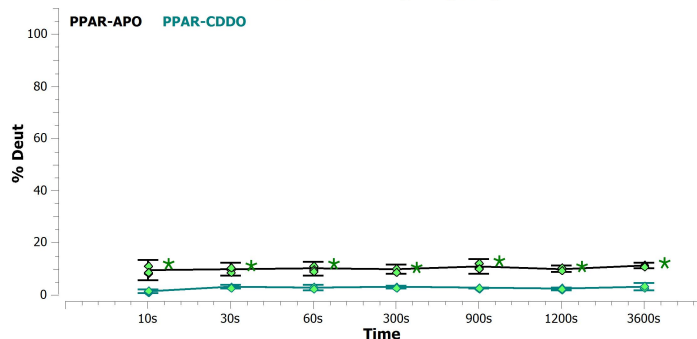

344-350: LKYGVHE (#85)

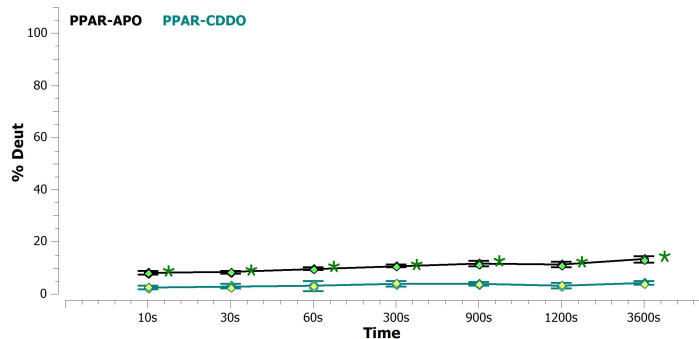

344-353: LKYGVHEIYY (#86)

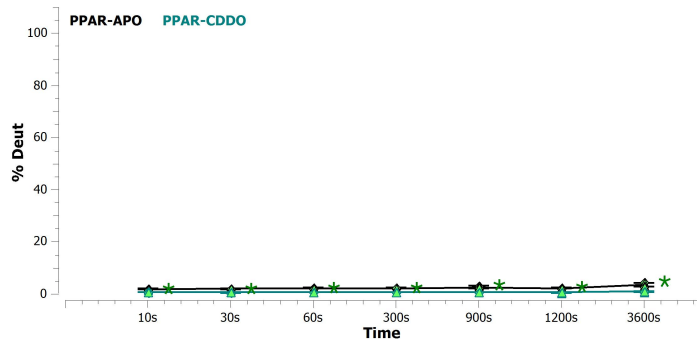

357-366: ASLMNKDGLV (#87)

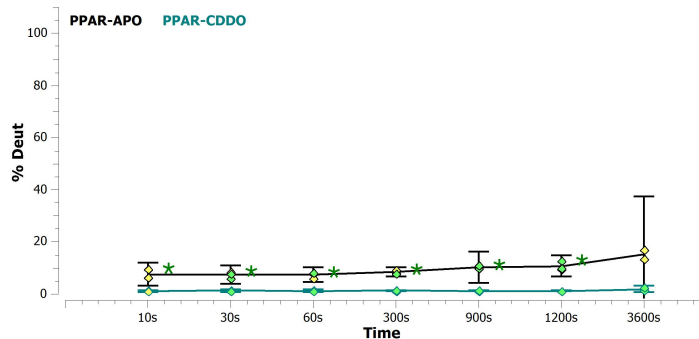

360-366: MNKDGVL (#88)

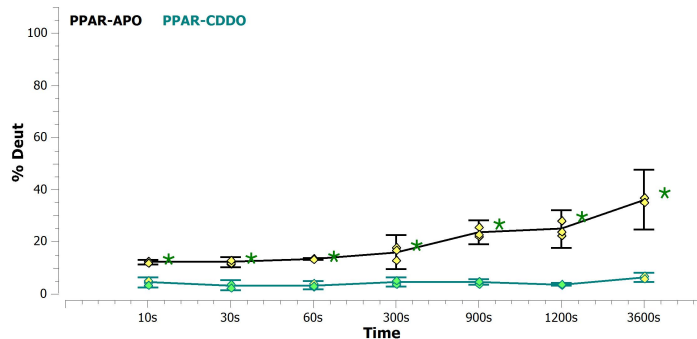

367-377: ISEQGGMFTRE (#89)

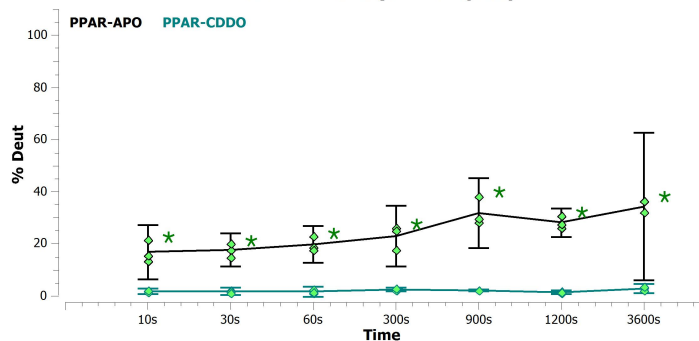

374-389: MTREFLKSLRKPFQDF (#90)

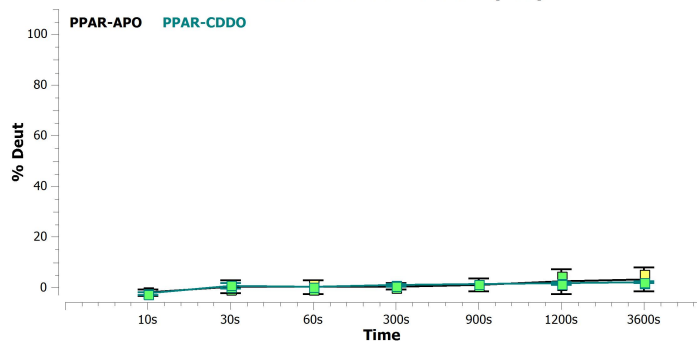

390-396: MEPKFEF (#91)

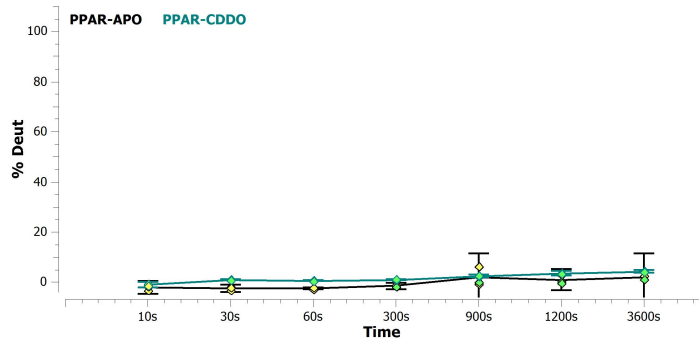

395-400: EFVAVK (#92)

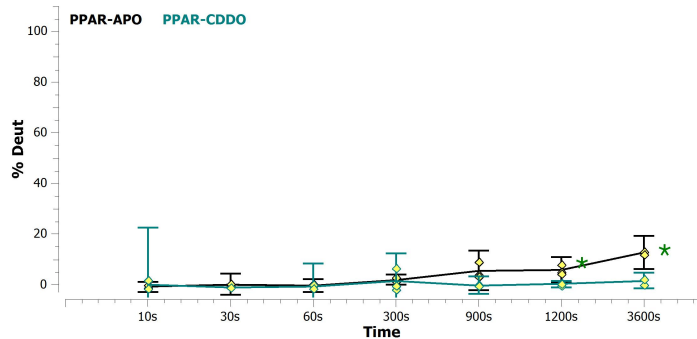

397-405: AVKFNALEL (#93)

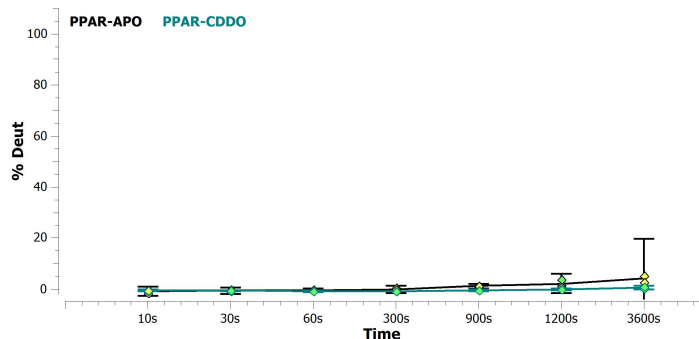

416-427: VIILSGDRPGLL (#94)

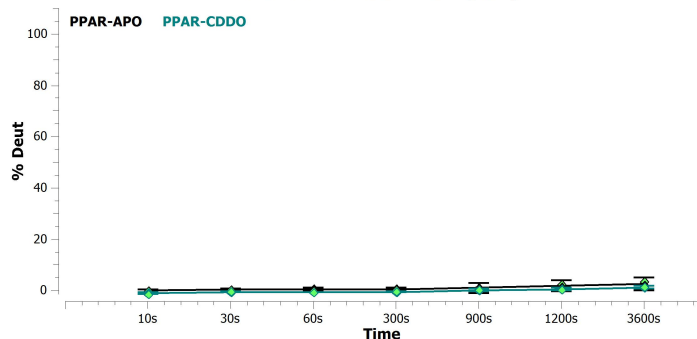

417-434: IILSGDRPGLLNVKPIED (#95)

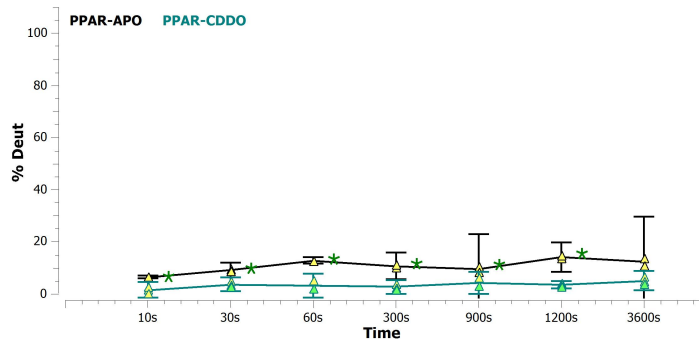

420-427: SGDRPGLL (#96)

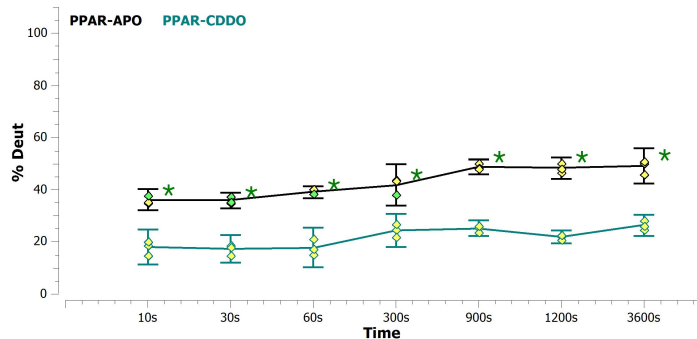

427-439: LNVKPIEDIQDNL (#97)

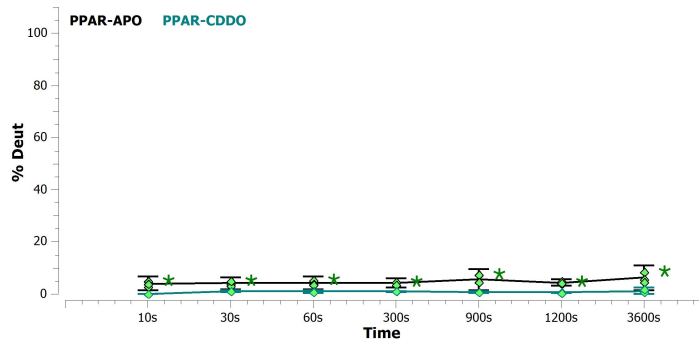

428-434: NVKPIED (#98)

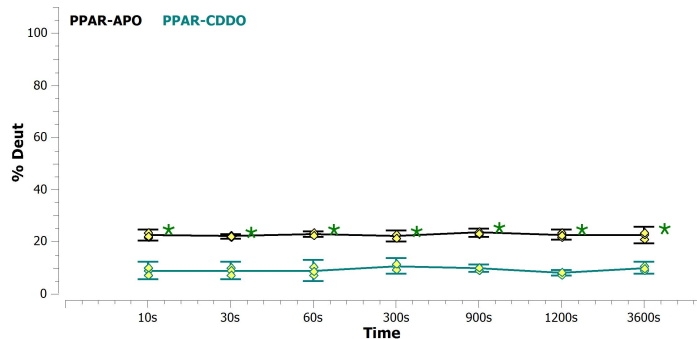

428-437: NVKPIEDIQD (#99)

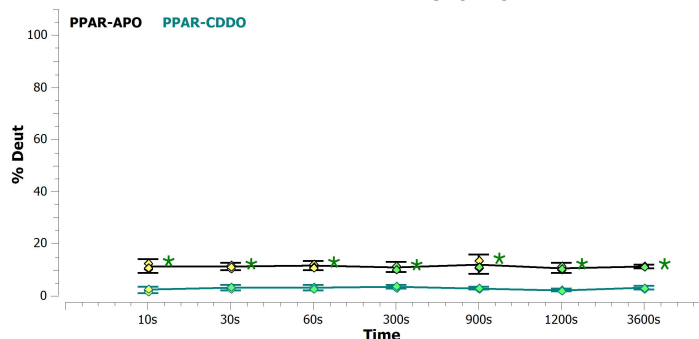

428-439: NVKPIEDIQDNL (#100)

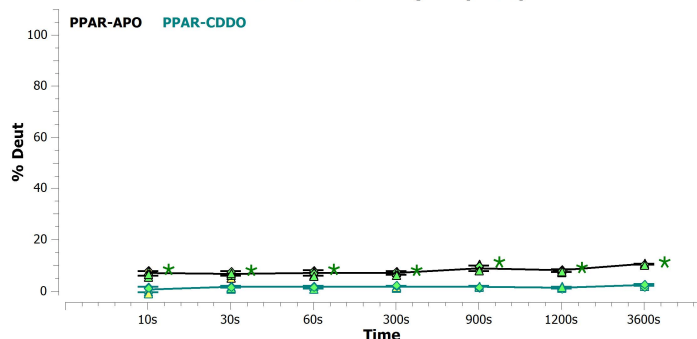

434-439: DIQDNL (#101)

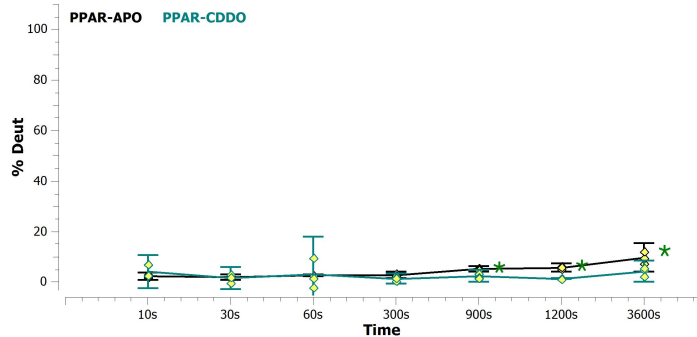

434-440: DIQDNLL (#102)

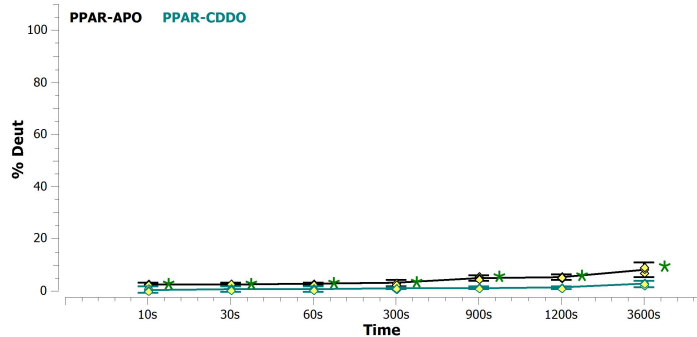

435-442: IQDNLLQA (#103)

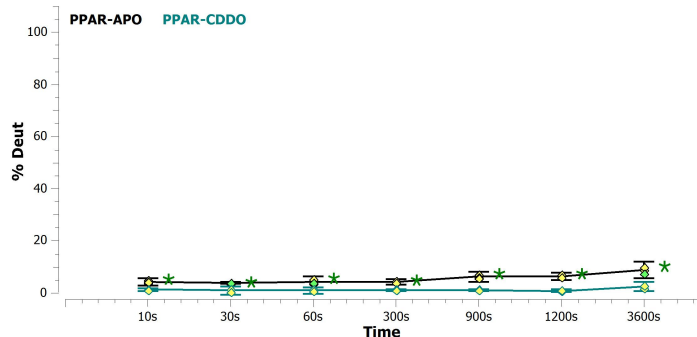

443-457: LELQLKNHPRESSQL (#104)

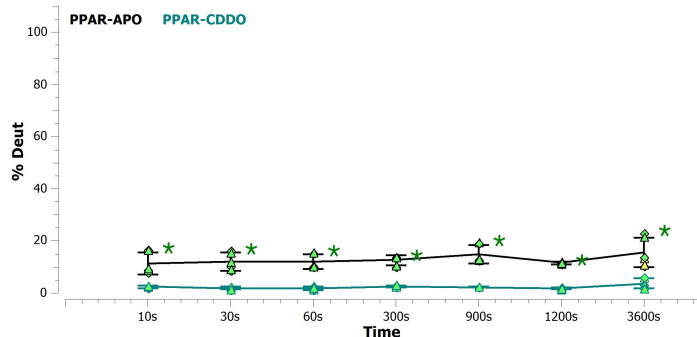

444-457: ELQLKNHPRESSQL (#105)

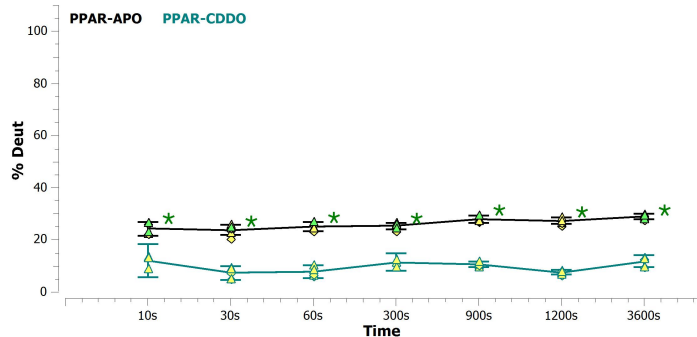

445-457: LQLKNHPRESSQL (#106)

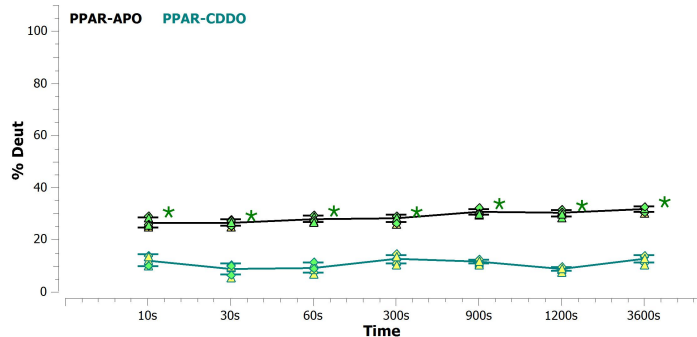

446-457: QLKNHPRESSQL (#107)

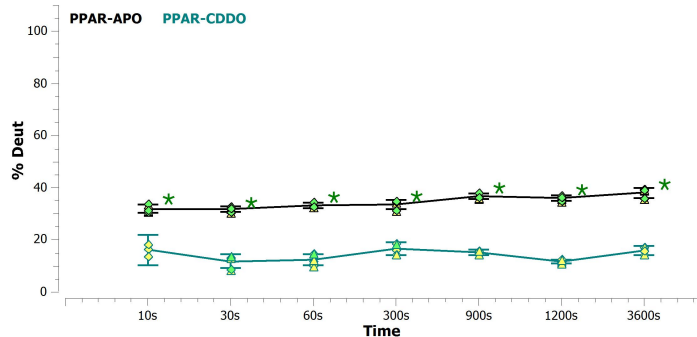

458-467: FAKVLQKMTD (#108)

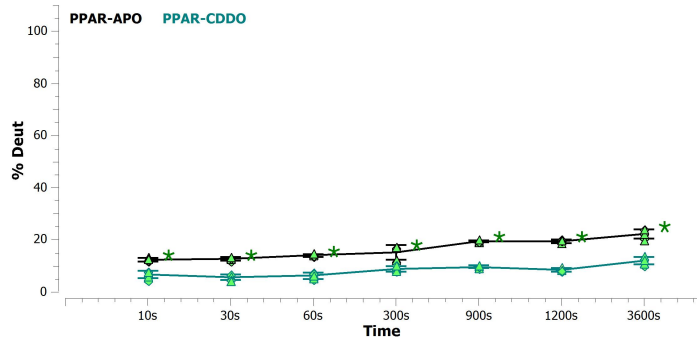

458-468: FAKVLQKMTDL (#109)

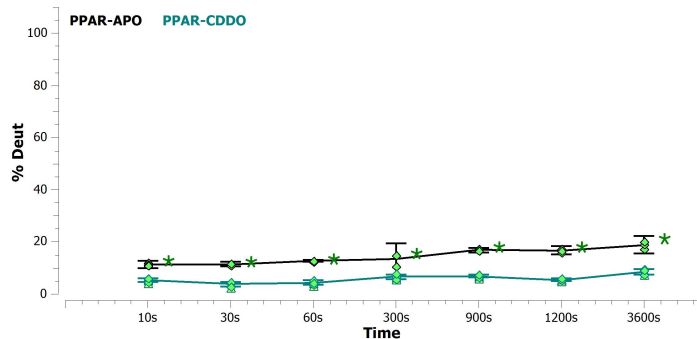

458-470: FAKVLQKMTDLRQ (#110)

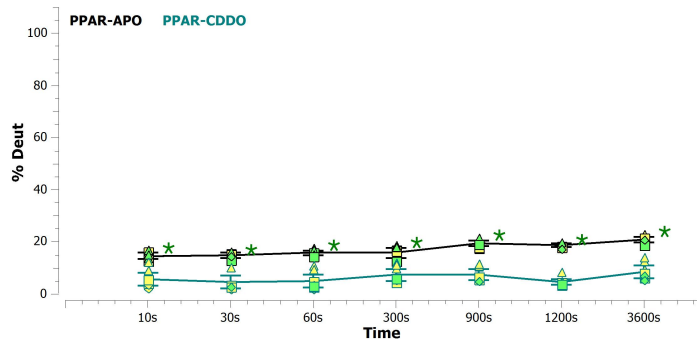

459-468: AKVLQKMTDL (#111)

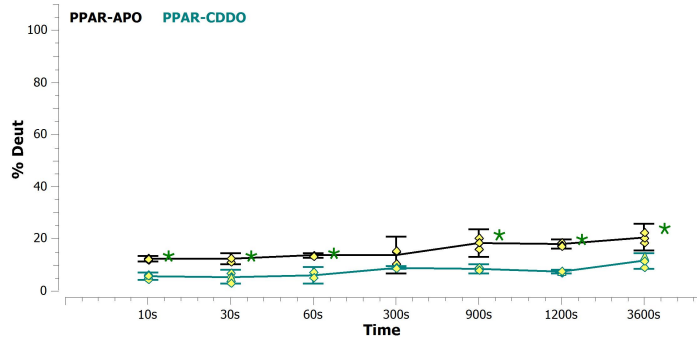

468-474: LRQIVTE (#112)

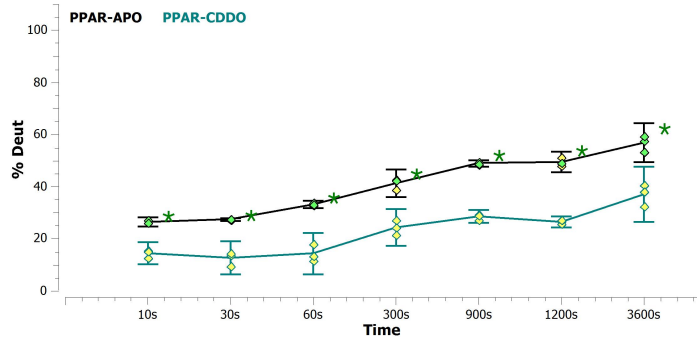

475-488: HVQLLHVIKKTETD (#113)

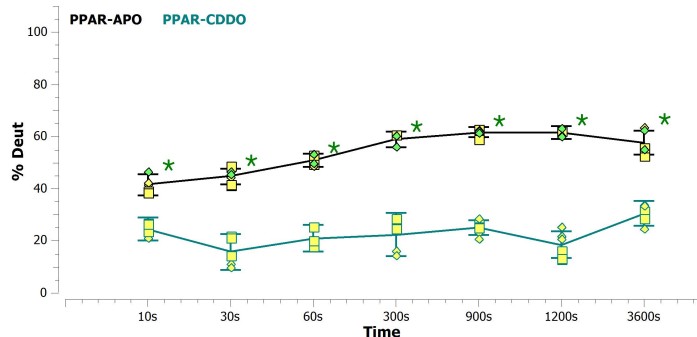

475-489: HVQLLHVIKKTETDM (#114)

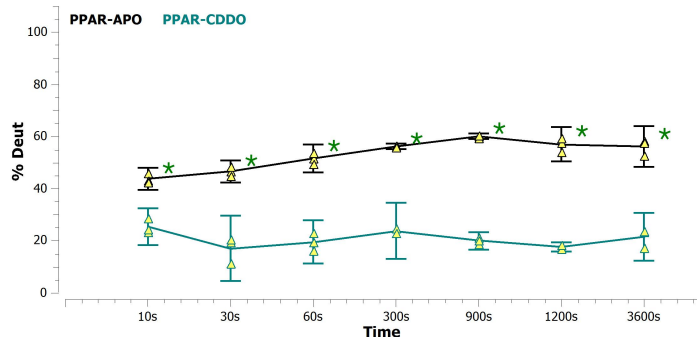

479-491: LHVIKKTETDMSL (#115)

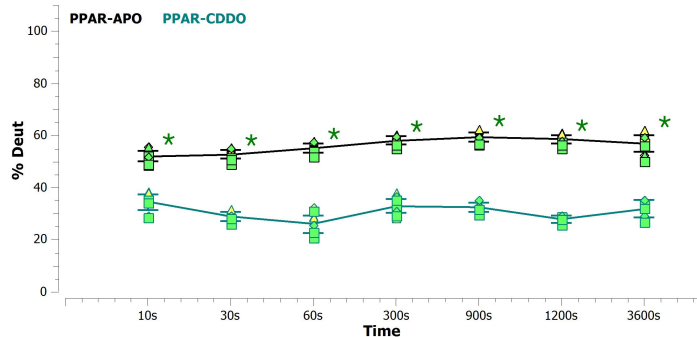

489-495: MSLHPLL (#116)

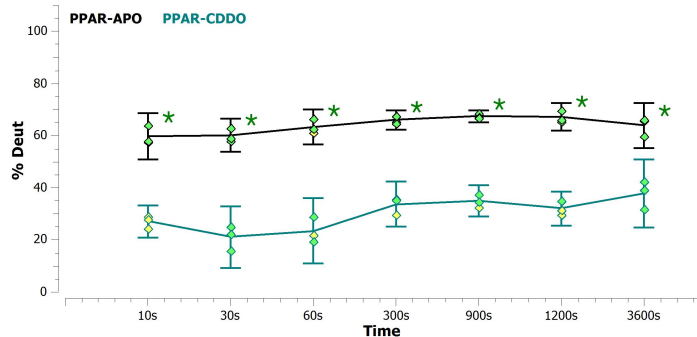

490-497: SLHPLLQE (#117)

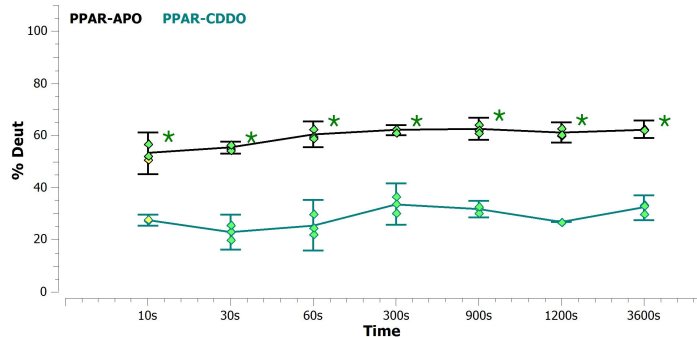

492-497: HPLLQE (#118)

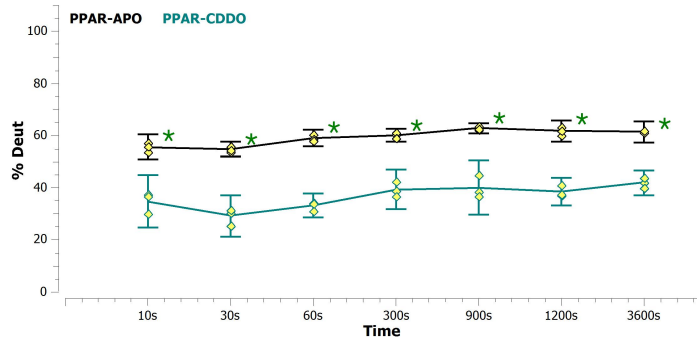

496-503: QEIKDLY (#119)

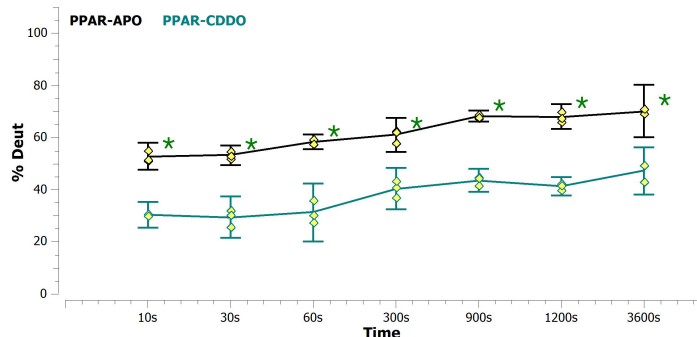

498-503: IYKDLY (#120)

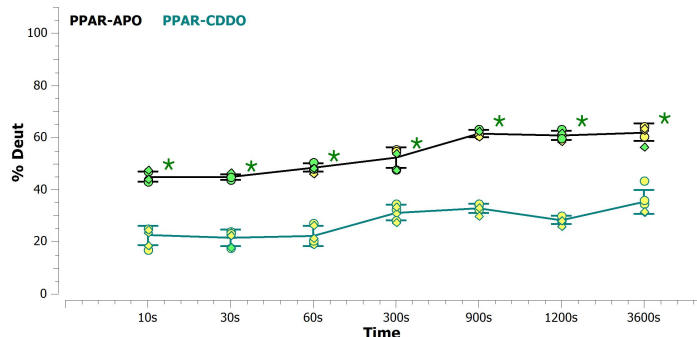

**Supplement:** Supplementary file 3 — Supplemental dataset 2

# Supplementary material for: Blockage of PPARγ T166 phosphorylation enhances the inducibility of beige adipocytes and improves metabolic dysfunctions
**Source:** Cell Death Differ. 2022 Nov 3;30(3):766–78. doi: 10.1038/s41418-022-01077-x

4-15: GDSPVDPEHGAF (#1)

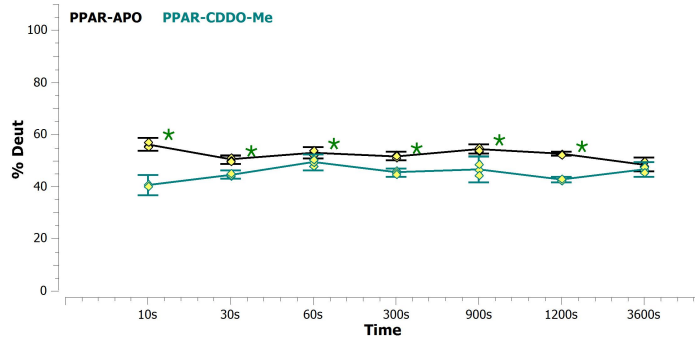

16-25: ADALPMSTSQ (#2)

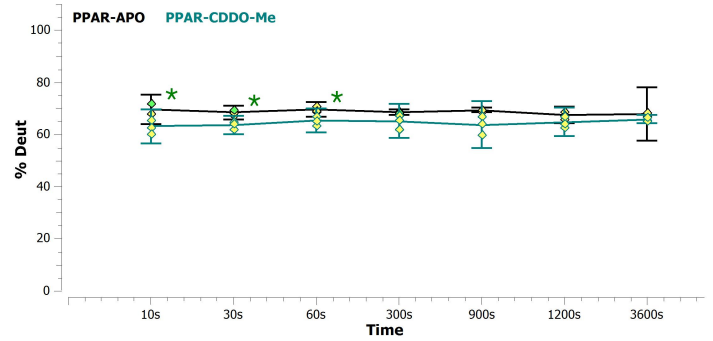

16-26: ADALPMSTSQE (#3)

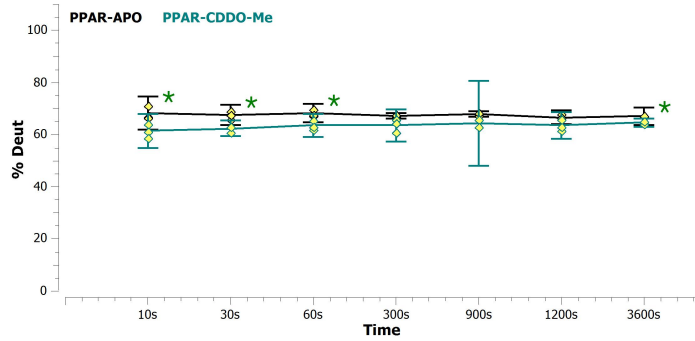

16-28: ADALPMSTSQEIT (#4)

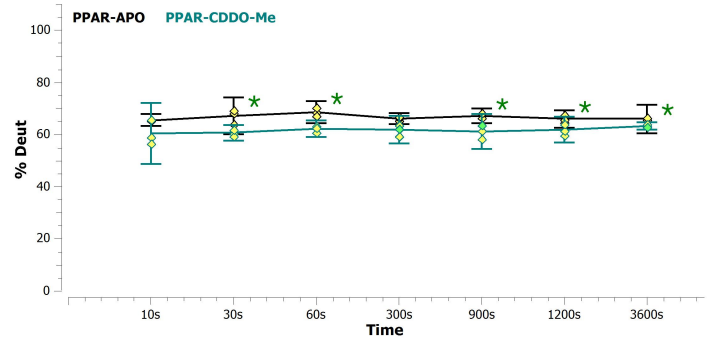

17-26: DALPMSTSQE (#5)

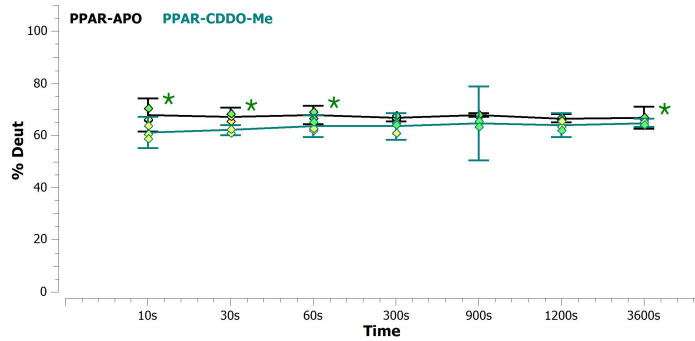

48-58: LSVMEDHSHSF (#6)

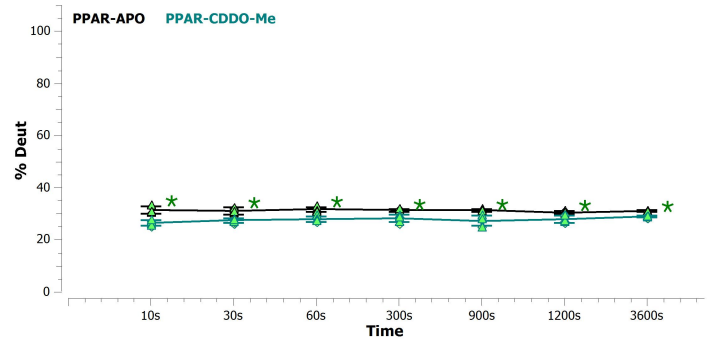

48-62: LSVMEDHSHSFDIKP (#7)

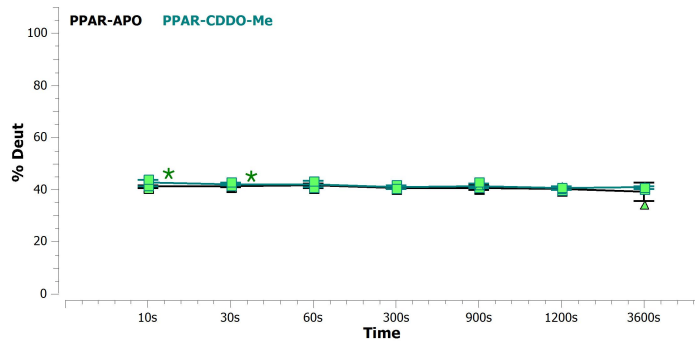

49-58: SVMEDHSHSF (#8)

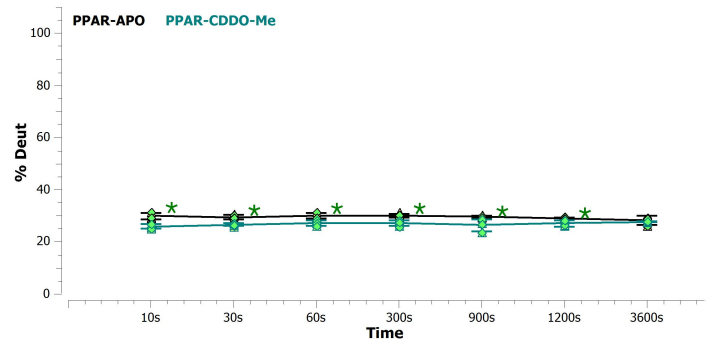

49-62: SVMEDHSHSFDIKP (#9)

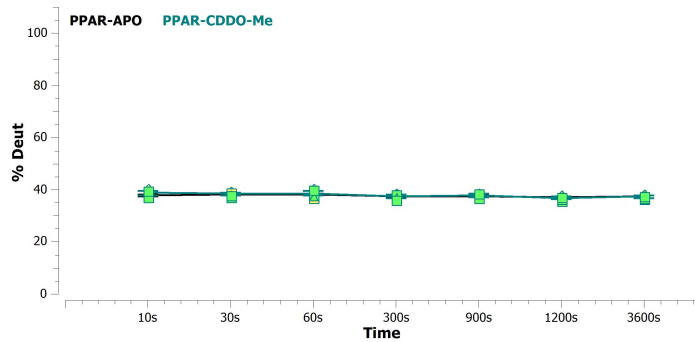

49-67: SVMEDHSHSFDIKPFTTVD (#10)

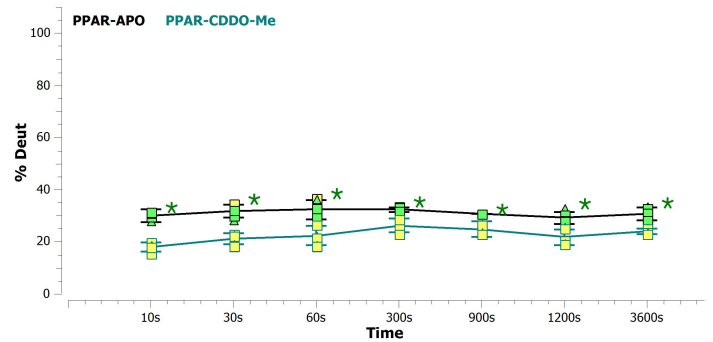

51-58: MEDHSHSF (#11)

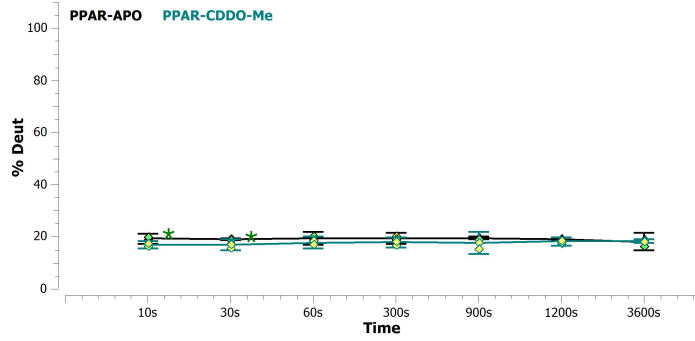

52-58: EDHSHSF (#12)

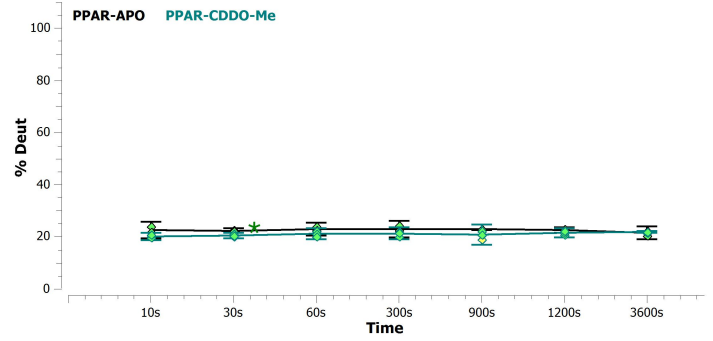

52-62: EDHSHSFDIKP (#13)

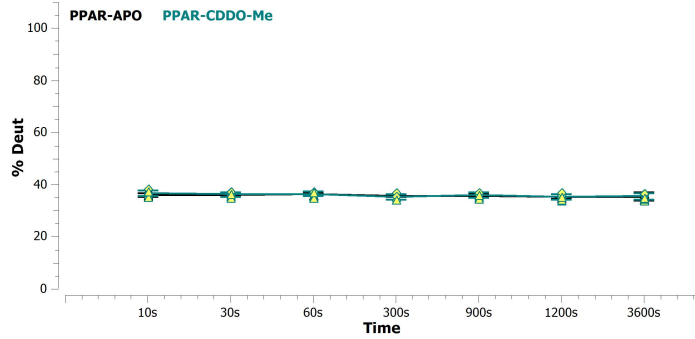

52-67: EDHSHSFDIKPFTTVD (#14)

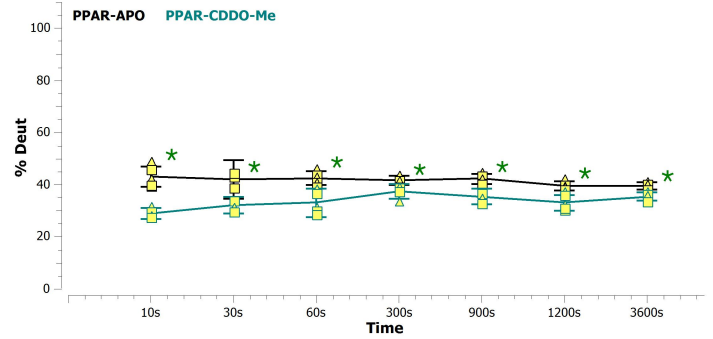

68-76: FSSISAPHY (#15)

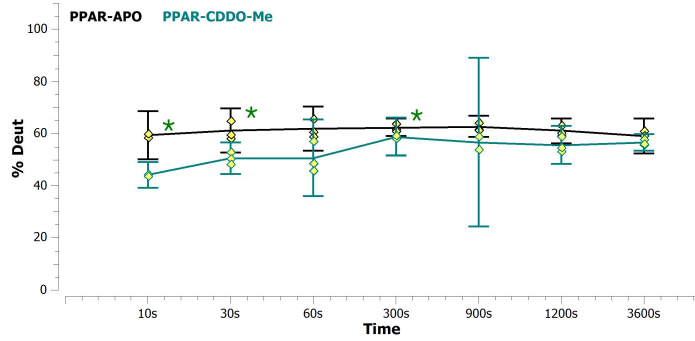

68-86: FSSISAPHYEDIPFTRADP (#16)

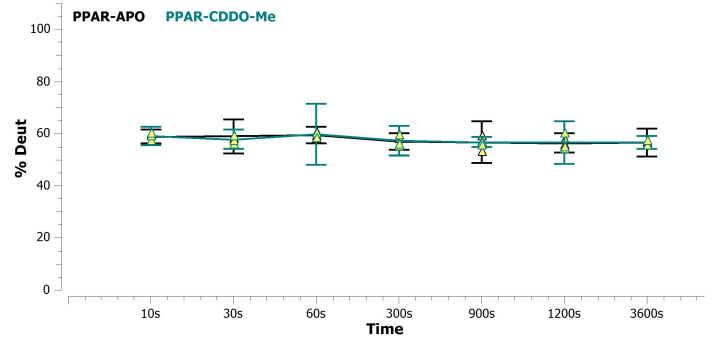

69-76: SSISAPHY (#17)

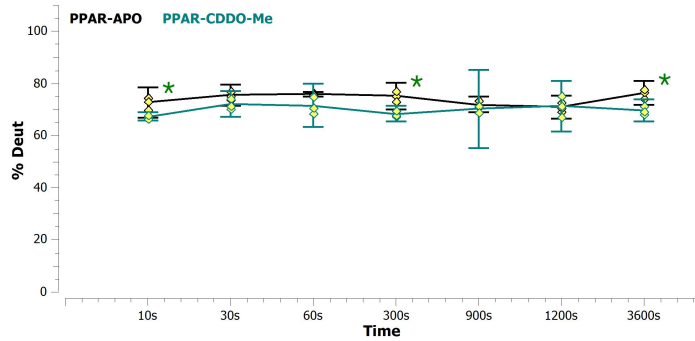

69-82: SSISAPHYEDIPFT (#18)

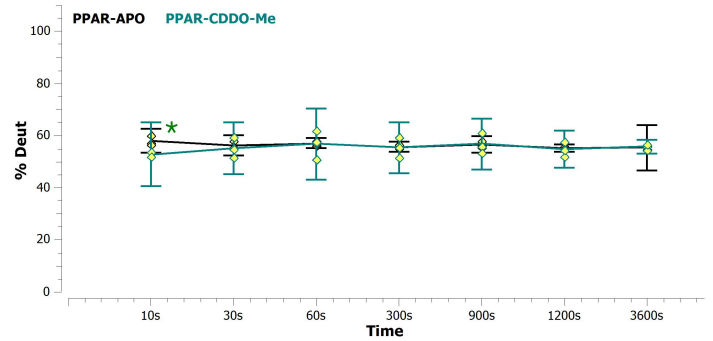

69-86: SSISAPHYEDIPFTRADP (#19)

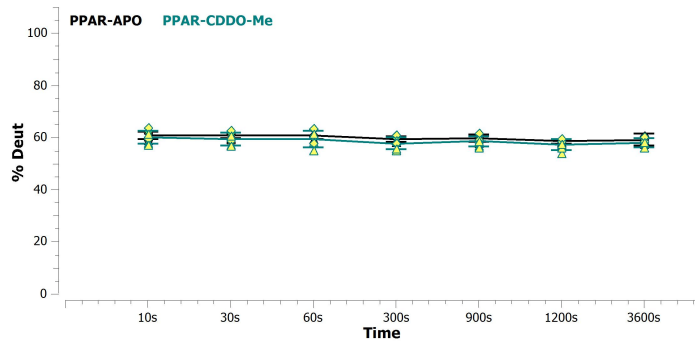

69-87: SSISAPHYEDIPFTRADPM (#20)

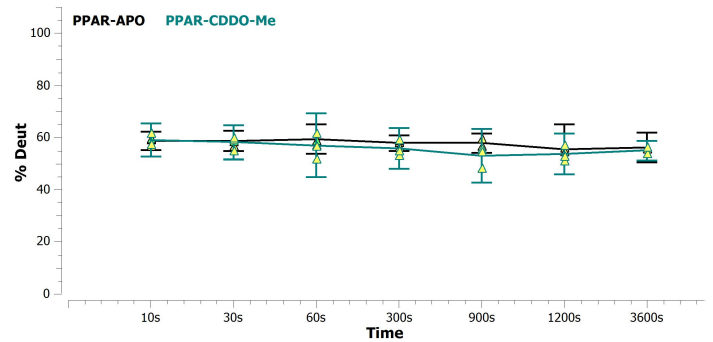

69-89: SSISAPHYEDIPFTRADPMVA (#21)

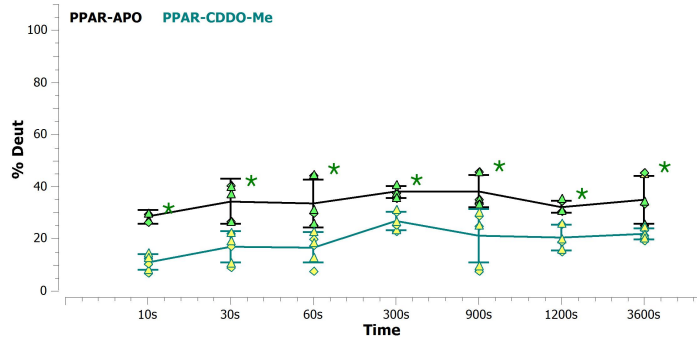

73-90: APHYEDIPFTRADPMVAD (#22)

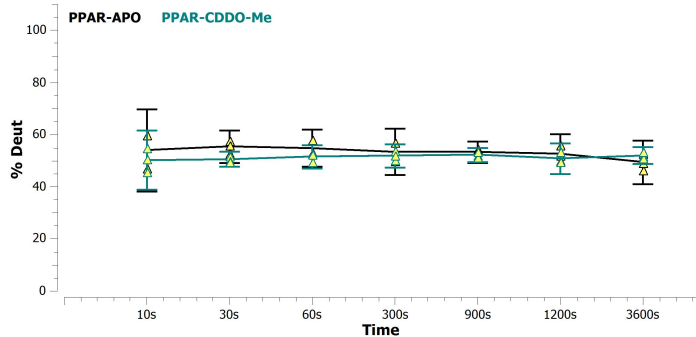

77-90: EDIPFTRADPMVAD (#23)

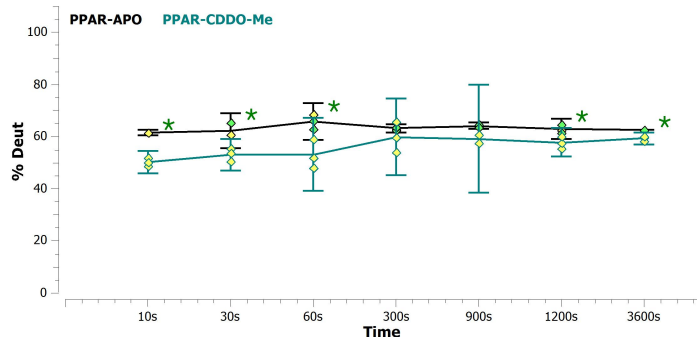

90-95: DYKYDL (#24)

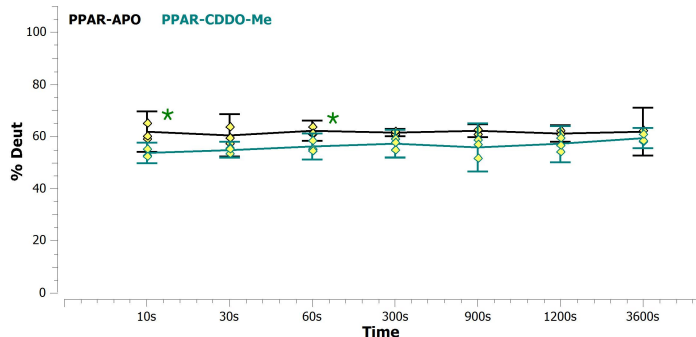

90-97: DYKYDLKL (#25)

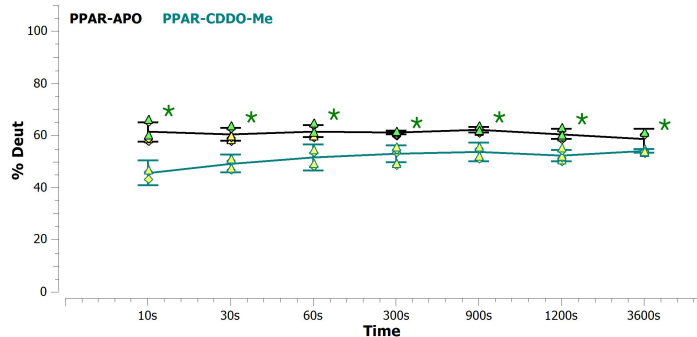

90-99: DYKYDLKLQE (#26)

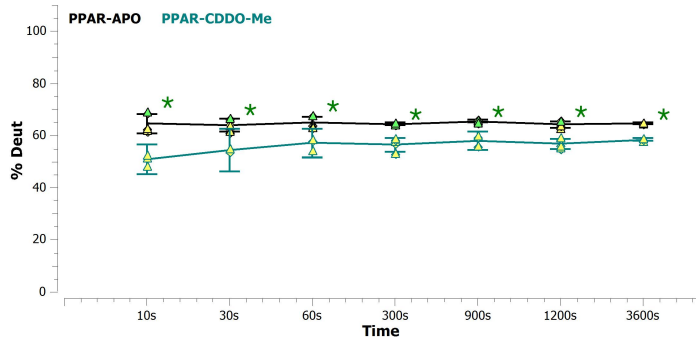

91-97: YKYDLKL (#27)

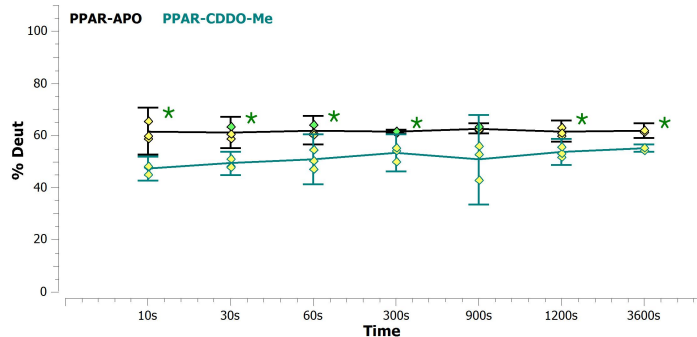

91-99: YKYDLKLQE (#28)

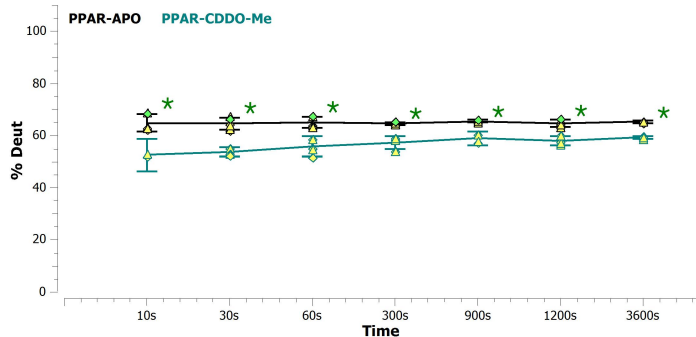

92-99: KYDLKLQE (#29)

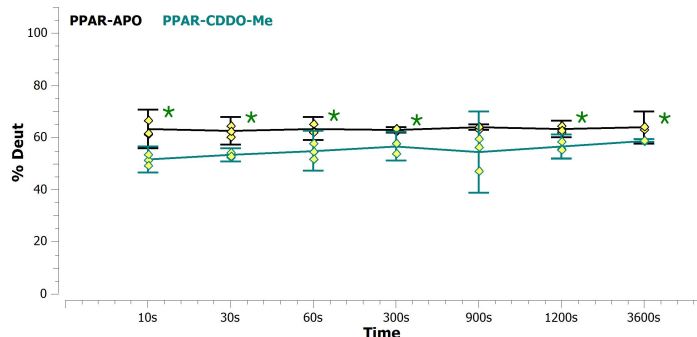

96-103: KLQEYQSA (#30)

How the deposited data were processed for this re-analysis (not part of the article)

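RNA of adipocytes differentiated in culture from the stromal vascular fraction of subcutaneous adipose tissue was analysed for homozygous WT, TA and TD mice, with 4 libraries of each genotype. The genotype and the replicate number of each library were taken from the sample labels, which name the same 3 genotypes as the paper. The authors sequenced the libraries on a NovaSeq instrument, aligned the reads to the mouse genome GRCm38 with Hisat2 and deposited read counts per gene for 55573 genes, without normalization. The paper's text names neither the counting program nor the strand setting, and it names DESeq2 for differential expression and clusterProfiler for enrichment, without a design or covariates. The counts of the 12 libraries, deposited as 1 table and again library by library, were equal in both forms, and each row of the table had a gene name. The paper's other experiments, in animals and in other cells, were not analysed here.

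Gene names and positions were taken from GENCODE M21, which is on the same build, and 55394 of the 55573 identifiers (99.7%) were found in it. Overlaps of a named gene with another gene were looked up there. For Acat3 and Cox20 the overlapping gene had the higher mean count, and their counts are marked as uncertain. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty and the X-linked Xist were looked at only to check the sex of the samples, and Scd1 only as the gene with the most counts. Ddx3y had 1734 to 2969 counts in each library and Xist 0 to 31.

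Depth ran from 16553324 to 20324286 counts per library, and each WT library was deeper than each TA and TD library. Genes with few counts are given as counts, and a fold change against a genotype with at most 3 counts in each library is given as a lower bound set at 3 counts. Such limits cover counting error only.

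Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15117 genes. Libraries were normalized by TMM, with factors from 0.957 to 1.04. A quasi-likelihood model was fitted to all 12 libraries at once, so that the genotypes share an estimate of the spread, and TD was compared with WT, TA with WT and TD with TA by a two-sided test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and an adjusted p under 0.05 counted as differential expression. CPM are counts scaled by the normalized library size, and log2 CPM used a prior count of 2. Principal components and the pseudo-F of the genotypes were computed on log2 CPM, with an exact permutation of the genotype labels. The comparisons against WT share their WT libraries, so no overlap or correlation between comparisons is given. The same steps were tested on simulated data, with counts drawn for 15117 genes from the means of the libraries. Genes were drawn independently of each other, and 200 of them were changed 2-fold up or down. Of these 78% were called among 14922 genes tested, and the slope of fitted on true log2 fold changes was 0.997. Of the called genes 8.77% were unchanged, more than the threshold of 0.05 aims at. In the data the median absolute log2 fold change of the called genes was 0.48 in TD against TA and 0.60 in TA against WT. The 78% therefore does not describe changes of that size.

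The gene sets of GO, KEGG and ChEA were not used here. In their place 26 lists were tested. Lists fixed by symbol held the subunits of oxidative phosphorylation, ribosomal proteins, mitochondrially encoded genes, interferon-induced genes and peroxins. Lists written by hand held enzymes of fatty acid oxidation, PPAR targets, beige and brown markers, adipocyte markers, genes of lipogenesis and sterol synthesis, genes of adrenergic signaling, and markers of fibroblasts and preadipocytes, macrophages, skeletal muscle, endothelium and the cell cycle. These 16 lists do not depend on the libraries, and the other 10 were read by eye from the heat maps of Fig. 5b, Fig. S9a (4 sets), Fig. S9c, Fig. S9e, Fig. S9g, Fig. S10a and Fig. S10b, so the study chose them on the same libraries. Legible genes only were taken from the figures. Each list was tested by limma's camera, two-sided, with a preset correlation of 0.01 between genes, adjusted over the 78 tests of 26 lists in 3 comparisons. A score per library, the mean over the list of log2 CPM relative to the mean of the 12 libraries, was compared by an exact two-sided permutation test of 4 against 4 libraries, whose smallest p is 0.0286. The median log2 fold change printed beside camera was chosen after a first fit had been seen, and the mean was tried in its place.

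The genes named are those the paper names for this experiment, the genes of Fig. S9c and those marked in Fig. 5c, Pparg, Adipoq and the markers Ucp1, Cidea, Dio2 and Prdm16. In each comparison the 3 largest rises and the 3 largest falls were added, among genes with an adjusted p under 0.05, a mean of at least 5 CPM in the higher genotype and no overlap between the libraries compared. Some of the genes that these rules name are not reported here. A member of a list is otherwise named as an example only where it has the largest rise or fall of the list, apart from the muscle markers with the highest expression in TD, which were chosen after their values were seen.

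The tests, the lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from the median and the mean of the lists and from some tests of technical explanations and the rule for reading them, which are named where their results are given. The alternatives were the size factors of DESeq2 or library totals in place of TMM, the test of DESeq2, no filter on low counts, at least 10 counts in every library, only the 2 genotypes compared in the fit, the replicate number as a block, the counts without mitochondrially encoded genes and the 20 genes with the most counts, and each library left out in turn. For counts of genes an absolute log2 fold change above 1 and the thresholds of the legend of Fig. 5b, an unadjusted p under 0.05 and a log2 fold change above 0.5, were also tried. For the lists fry and a correlation estimated within the list were also tried, and for the separation of the genotypes the 1000 most variable genes and a prior count of 0.5. Technical explanations were tested by thinning each library to the smallest total, by a loess correction of each library for GC content and gene length, and by removing the genes with the most counts. Other divisions of the 8 libraries of a comparison were fitted in the same way as the genotypes.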

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

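The tests of the muscle, fibroblast, endothelial and mitochondrially encoded genes were chosen only after the result was seen, as was the rule that a list kept its difference when camera and fry both called it and more than 0.5 of its size remained. Fry entered that rule after thinning as well as after the correction for GC content and gene length. Its values after thinning are not printed here.

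Among 192 groups of 4 libraries, each for a named gene or a list score in a genotype, 8 held a library whose gap to the next, as a share of the range, passed Dixon's critical value. Chance gives about 9.6. Apoe was at 1146 CPM in TD replicate 4 and at 1589 to 1613 in the other TD libraries. Acox2 was at 0.227 CPM in TD replicate 1, against 0.469 to 0.485. Cox20 was at 5.66 CPM (5.655) in WT replicate 1, against 0.219 to 0.595. Cpt2 was at 174.2 CPM in TD replicate 4, against 179.7 to 180.1. Ppargc1a was at 19.4 CPM (19.36) in TA replicate 1, against 14.8 to 15.5. Ubd was at 1.14 CPM in WT replicate 2, against 0.548 to 0.644, Cdsn at 1.17 CPM in TA replicate 2, against 0.702 to 0.778, and Otop1 at 0.0497 CPM (1 count) in WT replicate 2, where the other WT libraries had no count. Without the library in question Acox2 was still called in TD against WT (-1.98), Cpt2 in TD against WT (-0.61) and TD against TA (-0.44), Ppargc1a in TA against WT (0.42) and TD against TA (-0.71), and Ubd (3.97) and Cdsn (-4.71) in TA against WT. Ppargc1a in TD against WT (-0.29, adjusted p = 0.0576) was called without TA replicate 1 and without mitochondrially encoded genes and the 20 genes with the most counts (adjusted p = 0.0406 and 0.0483, of 0.0406 to 0.169 over the settings tried), and Cox20 in TD against TA without WT replicate 1 (adjusted p = 0.0475, of 4.36e-09 to 0.352). The libraries of a genotype share their condition, so no biological explanation was tested for these libraries, and the number of them is no more than chance gives.

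Skeletal muscle genes were higher in TD, in a culture of adipocytes. Of 28 listed muscle markers 20 were tested, with a median log2 fold change of 4.06 in TD against WT (camera adjusted p = 2.10e-10, fry adjusted p = 0.0145), and 18 were called higher, or 18 higher and 1 lower when adjusted over the list alone. With 3 genes at the limit of 3 counts in WT set to their bounds the median was 3.79, and with at least 10 counts in every library it was 2.12. The scores were 1.37 ± 1.50 (SD, n = 4) in TD, 0.14 ± 0.81 in TA and -1.51 ± 0.53 in WT, and each TD library lay above each WT library (exact permutation p = 0.0286, the smallest that 4 against 4 allow). Only 1 of the 20 genes was above 5 CPM in WT, and 2 are in the heat maps of the study. Myh1 was at 52.4 ± 49.0 CPM in TD, 12.6 ± 11.3 in TA and 1.23 ± 1.46 in WT, Acta1 at 23.5 ± 20.6, 6.24 ± 6.07 and 1.57 ± 0.863, and Des at 20.7 ± 15.6, 7.70 ± 2.37 and 4.88 ± 0.912. TA against WT gave 2.21 (camera adjusted p = 4.59e-07, fry adjusted p = 0.0630) with 8 called higher (10 adjusted over the list alone), 1.35 without TA replicate 2 and 0.66, not called, with at least 10 counts in every library. TD against TA gave 1.79 (camera adjusted p = 0.000351, fry adjusted p = 0.152) with 8 called higher (14 adjusted over the list alone), and 1.12 without TD replicate 3. Fig. 5a lists muscle cell differentiation among the terms of WT against TA, and the text of the paper does not discuss it. The median in TD against WT was 3.91 (3.906) after thinning to equal totals and 4.03 (4.034) after correction for GC content and gene length, which argues against library size and against those biases as the whole cause. Without the myosin heavy chain genes the other 16 members had a median of 3.72 (3.718), which argues against reads shared between myosin genes. The members deviated together between libraries of a genotype, with a mean pairwise correlation of 0.785 against a median of 0.0150 in random sets of similar expression, above 100% of the 1000 sets. Muscle cells or their precursors in some cultures are a candidate source that would give this. An effect of the genotype on such cells stays open too, and neither was separated from the other.

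Endothelial markers had a median of 1.28 (1.278) in TD against WT (camera adjusted p = 5.54e-12, fry adjusted p = 0.000686), with 11 of 12 called higher, as many when adjusted over the list alone. Fibroblast and preadipocyte markers had 0.72 (0.7239; camera adjusted p = 7.85e-16, fry adjusted p = 0.00172), with 23 of 25 called higher and 24 adjusted over the list alone. For both the 4 TD libraries lay above the 4 WT libraries, with scores of 0.62 ± 0.12 (SD, n = 4) against -0.58 ± 0.34 and of 0.35 ± 0.17 against -0.41 ± 0.12. In WT 6 of the endothelial and 23 of the fibroblast markers were above 5 CPM, and none of the genes is in the heat maps. TA against WT gave 0.66 (camera adjusted p = 0.000106) with 7 called higher (9 adjusted over the list alone) and 0.37 (camera adjusted p = 1.15e-08) with 8 called higher (17 adjusted over the list alone), and the scores overlapped. TD against TA gave 0.65 (camera adjusted p = 1.23e-05) and 0.29 (camera adjusted p = 7.60e-05, fry adjusted p = 0.0734), the second 0.45 without TA replicate 3, with 6 and 10 called higher (8 and 13 adjusted over the list alone). After thinning the smaller median in TD against WT was 0.72 (0.7234), and after correction for GC content and gene length it was 0.70 (0.6996), which argues against both as the whole cause. A lower share of adipocytes could raise the markers of other cells alike. From WT to TD the endothelial score rose by 0.44 (0.4416) more than the fibroblast score, which was not called (exact permutation p = 0.0571), so a lower share remains a candidate explanation. From TA to TD endothelial and macrophage markers rose by 0.37 and 0.96 more than fibroblast markers (exact permutation p = 0.0286 each, not adjusted for the other pairs of lists), so there a lower share of adipocytes would not account for the whole. An effect of the genotype on the cells that differentiate stays open.

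The mitochondrially encoded genes had a median of -0.84 (-0.8394) in TD against WT (camera adjusted p = 1.03e-09, fry adjusted p = 0.00228), with 11 of 13 called lower and 12 adjusted over the list alone, and 10 of them were above 5 CPM in WT. The scores were -0.44 ± 0.22 (SD, n = 4) in TD, 0.36 ± 0.10 in WT and 0.076 ± 0.41 in TA, and TD did not overlap WT. TD against TA gave -0.56 (camera adjusted p = 1.13e-05, fry adjusted p = 0.0279), with 5 called lower and 10 adjusted over the list alone. TA against WT gave -0.28 (camera adjusted p = 0.00474, fry adjusted p = 0.147, 8.59e-05 to 0.487 over the settings tried), with 2 called lower and 3 adjusted over the list alone. That was -0.43 without TA replicate 1, and it was not called without TA replicate 4 (-0.14). In TD against WT the median was -0.837 after thinning and -0.769 after correction for GC content and gene length, which argues against library size and those biases as the whole cause. The score fell by 0.35 more than that of adipocyte markers (-0.3474; exact permutation p = 0.0286), which argues against a lower share of adipocytes as the whole cause of the fall from WT. From TA to TD the scores overlapped (exact permutation p = 0.0857) and the difference beyond adipocyte markers was -0.153 (exact permutation p = 0.543), so there a lower share of adipocytes stays open. A change in mitochondrial RNA with the genotype stays open as a hypothesis, consistent with the lower nuclear subunits, and a difference in RNA extraction or handling between cultures was not tested.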

How the results depend on the processing

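None of the tests under other settings was chosen after the result was seen, apart from the mean of a list in place of its median, which was chosen after seeing the data. The settings were edgeR and DESeq2 scaling and tests, filters on low counts, thresholds, the genotypes in the fit, the genes with the most counts, other set tests, and each library left out in turn. For the named genes, 1404 values kept their direction and their side of the threshold, 44 were no longer called, 13 became called and 1 changed sign. For the lists and the separation of the genotypes, 1577 values kept both, 103 were no longer called, 21 became called and 32 changed sign. Of the counts of differentially expressed genes, 175 stayed within 1.5 times and 23 did not. The cause was not tested, except where named.

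With the correlation between genes estimated for each list in place of 0.01, camera no longer called 61 list tests, since correlated genes count for less, and left the medians as they were. For TD against WT these were 23, with adjusted p-values from 0.102 to 0.635 and medians of -0.40 for beige and brown markers, 0.45 for cell cycle genes, 1.28 for endothelial markers, -0.57 for enzymes of fatty acid oxidation, 0.72 for fibroblast markers, -0.58 for the fatty acid oxidation heat map (Fig. 5b), -0.70 for the complex assembly genes (Fig. S10a), -0.69 for the oxidative phosphorylation genes (Fig. S10b), -0.37 for the first set of lipid biosynthesis, -0.63 for the second set of lipid biosynthesis, 0.87 for the third set of lipid biosynthesis, -0.52 for the ChEA cluster (Fig. S9c), -0.47 for the lipid catabolic genes (Fig. S9e), -0.62 for the fatty acid catabolic genes (Fig. S9g), 0.55 for interferon-induced genes, -0.14 for lipogenesis and sterol synthesis, 0.41 for macrophage markers, -0.84 for mitochondrially encoded genes, -0.68 for respiratory chain subunits, -0.50 for adipocyte markers, -0.30 for Pex genes, -0.50 for PPAR targets and 4.06 for muscle markers. For TA against WT these were 18, with adjusted p-values from 0.121 to 0.672 and medians of 0.66 for endothelial markers, 0.37 for fibroblast markers, -0.13 for the complex assembly genes (Fig. S10a), -0.16 for the oxidative phosphorylation genes (Fig. S10b), -0.16 for the second set of lipid biosynthesis, 0.46 for the third set of lipid biosynthesis, 0.23 for the ChEA cluster (Fig. S9c), -0.16 for the lipid catabolic genes (Fig. S9e), -0.14 for the fatty acid catabolic genes (Fig. S9g), 0.80 for interferon-induced genes, 0.25 for lipogenesis and sterol synthesis, -0.62 for macrophage markers, -0.28 for mitochondrially encoded genes, -0.12 for respiratory chain subunits, -0.013 for adipocyte markers, 0.11 for PPAR targets, 0.11 for ribosomal proteins and 2.21 for muscle markers. For TD against TA these were 20, with adjusted p-values from 0.0700 to 0.480 and medians of -0.23 for beige and brown markers, 0.44 for cell cycle genes, 0.65 for endothelial markers, -0.45 for enzymes of fatty acid oxidation, 0.29 for fibroblast markers, -0.51 for the fatty acid oxidation heat map (Fig. 5b), -0.61 for the complex assembly genes (Fig. S10a), -0.53 for the oxidative phosphorylation genes (Fig. S10b), -0.56 for the second set of lipid biosynthesis, 0.40 for the third set of lipid biosynthesis, -0.42 for the lipid catabolic genes (Fig. S9e), -0.52 for the fatty acid catabolic genes (Fig. S9g), -0.39 for lipogenesis and sterol synthesis, 1.04 for macrophage markers, -0.56 for mitochondrially encoded genes, -0.55 for respiratory chain subunits, -0.49 for adipocyte markers, -0.21 for Pex genes, -0.58 for PPAR targets and 1.79 for muscle markers.

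Camera sets the members of a list against the other genes. Fry tests the members alone and keeps the correlation between genes, and it did not call 17 list tests that camera called. The comparison of TD against WT held 3, with adjusted p-values from 0.0678 to 0.229 and medians of 0.45 for cell cycle genes, -0.14 for lipogenesis and sterol synthesis and 0.41 for macrophage markers. The comparison of TA against WT held 12, with adjusted p-values from 0.0630 to 0.395 and medians of -0.13 for the complex assembly genes (Fig. S10a), -0.16 for the oxidative phosphorylation genes (Fig. S10b), -0.16 for the second set of lipid biosynthesis, -0.16 for the lipid catabolic genes (Fig. S9e), -0.14 for the fatty acid catabolic genes (Fig. S9g), -0.62 for macrophage markers, -0.28 for mitochondrially encoded genes, -0.12 for respiratory chain subunits, -0.013 for adipocyte markers, 0.11 for PPAR targets, 0.11 for ribosomal proteins and 2.21 for muscle markers. The comparison of TD against TA held 2, with adjusted p-values from 0.0734 to 0.152 and medians of 0.29 for fibroblast markers and 1.79 for muscle markers.

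With library totals only the medians that changed sign were 0.055 for adrenergic receptors and signaling in TD against WT (adjusted p = 0.989), -0.0059 for enzymes of fatty acid oxidation in TA against WT (adjusted p = 0.415) and 0.060 for ribosomal proteins in TD against TA (adjusted p = 0.854). With library totals only the medians that became called were -0.081 for interferon-induced genes in TD against TA (adjusted p = 0.0168) and 0.16 for ribosomal proteins in TD against WT (adjusted p = 0.0372). With library totals only the medians that were no longer called were 0.47 for macrophage markers in TD against WT (adjusted p = 0.0509). Without a filter on low counts the medians that changed sign were 0.0064 for adrenergic receptors and signaling in TD against WT (adjusted p = 0.744) and -0.0075 for enzymes of fatty acid oxidation in TA against WT (adjusted p = 0.216). Without a filter on low counts the medians that became called were -0.13 for interferon-induced genes in TD against TA (adjusted p = 0.0193), -0.11 for Pex genes in TA against WT (adjusted p = 0.00628) and 0.093 for ribosomal proteins in TD against WT (adjusted p = 0.0375). With at least 10 counts in every library the medians that were no longer called were -0.11 for the second set of lipid biosynthesis in TA against WT (adjusted p = 0.0693), -0.0088 for adipocyte markers in TA against WT (adjusted p = 0.0647) and 0.66 for muscle markers in TA against WT (adjusted p = 0.0620). Without mitochondrially encoded genes and the 20 genes with the most counts the medians that changed sign were -0.0028 for enzymes of fatty acid oxidation in TA against WT (adjusted p = 0.432) and 0.0085 for adipocyte markers in TA against WT (adjusted p = 0.229). With only the 2 genotypes compared in the fit the medians that became called were -0.16 for interferon-induced genes in TD against TA (adjusted p = 0.0383). With the mean in place of the median, chosen after seeing the data, the values that changed sign were 0.067 for adrenergic receptors and signaling in TD against WT, 0.20 for beige and brown markers in TA against WT, -0.014 for enzymes of fatty acid oxidation in TA against WT and 0.0089 for the oxidative phosphorylation genes (Fig. S10b) in TA against WT. The cause was not tested for any of these.

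With each library left out in turn, 57 of the 78 list tests kept their direction and call in all 12 fits and 21 did not. For adrenergic receptors and signaling in TD against TA the median ran from -0.017 to 0.032 and changed sign without TA 3 (-0.017) and TA 4 (-0.0024). For adrenergic receptors and signaling in TD against WT the median ran from -0.030 to 0.018 and changed sign without TD 1 (0.00032) and WT 4 (0.018). For beige and brown markers in TA against WT the median ran from -0.19 to -0.038 and was called without TA 2 (-0.19). For cell cycle genes in TA against WT the median ran from -0.16 to 0.11 and changed sign without TA 1 (0.016), TA 2 (0.069) and WT 2 (0.11). For cell cycle genes in TD against WT the median ran from 0.31 to 0.61 and was not called without WT 4 (0.31). For enzymes of fatty acid oxidation in TA against WT the median ran from -0.063 to 0.029 and changed sign without TA 2 (-0.063), TA 4 (-0.038), WT 2 (-0.019) and WT 3 (-0.026). For the fatty acid oxidation heat map (Fig. 5b) in TA against WT the median ran from -0.063 to 0.064 and changed sign without TA 2 (-0.063) and WT 2 (-0.0035). For the complex assembly genes (Fig. S10a) in TA against WT the median ran from -0.21 to -0.060 and was not called without TA 3 (-0.072) and WT 1 (-0.060). For the oxidative phosphorylation genes (Fig. S10b) in TA against WT the median ran from -0.23 to -0.091 and was not called without TA 3 (-0.091) and WT 1 (-0.092). For the second set of lipid biosynthesis in TA against WT the median ran from -0.23 to -0.044 and was not called without TA 3 (-0.044), WT 1 (-0.13) and WT 4 (-0.16). For the fatty acid catabolic genes (Fig. S9g) in TA against WT the median ran from -0.24 to -0.046 and was not called without TA 3 (-0.046), WT 1 (-0.10) and WT 4 (-0.095). For interferon-induced genes in TD against TA the median ran from -0.36 to -0.028 and was called without TA 3 (-0.19), TA 4 (-0.18), TD 3 (-0.24), TD 4 (-0.36), WT 2 (-0.17), WT 3 (-0.16) and WT 4 (-0.17). For macrophage markers in TA against WT the median ran from -1.10 to -0.25 and was not called without TA 2 (-0.39) and WT 2 (-0.25). For macrophage markers in TD against WT the median ran from 0.20 to 0.82 and was not called without WT 4 (0.20). For mitochondrially encoded genes in TA against WT the median ran from -0.43 to -0.14 and was not called without TA 4 (-0.14). For respiratory chain subunits in TA against WT the median ran from -0.19 to -0.047 and was not called without TA 3 (-0.051) and WT 1 (-0.047). For adipocyte markers in TA against WT the median ran from -0.097 to 0.082 and was not called without TD 2 (-0.013) and changed sign without TA 1 (0.010), TA 3 (0.082), WT 1 (0.022) and WT 4 (0.015). For Pex genes in TA against WT the median ran from -0.14 to -0.032 and was called without TA 2 (-0.11), TA 4 (-0.13), WT 2 (-0.098) and WT 3 (-0.14). For ribosomal proteins in TA against WT the median ran from 0.059 to 0.16 and was not called without TA 3 (0.071), TA 4 (0.059) and WT 2 (0.078). For ribosomal proteins in TD against TA the median ran from -0.056 to 0.020 and changed sign without TA 3 (0.013), TA 4 (0.020) and TD 4 (0.012). For ribosomal proteins in TD against WT the median ran from 0.067 to 0.18 and was called without TD 4 (0.14) and WT 1 (0.18).

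With an absolute log2 fold change above 1 as a further threshold, 795 genes were called in TD against WT (663 higher, 132 lower), 424 in TA against WT (307 higher, 117 lower) and 362 in TD against TA (209 higher, 153 lower), since fewer genes pass. With an unadjusted p-value under 0.05 and an absolute log2 fold change above 0.5, 2788 were called in TD against WT, of which 927 were lower, and 756 were lower in TD against TA. With library totals only, 1802 genes were higher in TD than in TA and 982 lower, so that 64.7% of the calls were higher against 43.9% with TMM scaling. Without a filter on low counts 1681 were higher in TD than in TA. With each library left out, 3121 to 4705 genes were called in TD against WT, 1160 to 1939 in TA against WT and 1422 to 3526 in TD against TA. In the last, 542 to 1770 were higher and 843 to 1756 lower. The lowest counts there were 1422 without TA replicate 2, 1432 without TD replicate 4 and 1586 without TD replicate 3, and the highest 3526 without TA replicate 3.

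The replicate numbers are shared between the genotypes. Of 12 correlations between the deviations of libraries with the same number, from -0.237 to 0.196, only 2 were over 0.1, which gave no sign of pairing. Libraries with different numbers were not compared in this way, so a litter, day or batch shared by a number cannot be excluded. With the replicate block 4246 genes were called in TD against WT, 1560 in TA against WT and 2488 in TD against TA. The median that changed sign was -0.00096 for enzymes of fatty acid oxidation in TA against WT (adjusted p = 0.429), and the one that became called was -0.20 for interferon-induced genes in TD against TA (adjusted p = 0.0344). The rise of Acoxl in TA over WT (1.53) was not called with it (adjusted p = 0.0525, of 0.0190 to 0.0988 over the alternatives), and no other call changed. The pseudo-F for the separation of the genotypes was 5.90 (5.902) with the replicate block (permutation p = 0.00463, the smallest that permutation within the blocks can give) and 3.99 without it. The first value was not reduced for the degrees of freedom that the block takes up. The 2 values can therefore not be compared, and the higher one does not mean a sharper separation.

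For the separation of the genotypes the pseudo-F was 2.19 without a filter on low counts, 5.09 with at least 10 counts in every library and 4.895 with the 1000 genes of largest variance, and 3.23 to 4.17 with each library left out, with permutation p-values of at most 0.000346. Prdm16 in TA against WT (-0.096) changed sign without WT replicate 4 (0.034), with values down to -0.23. Depth limits Acoxl, with 1 to 21 counts per library, Otop1 in WT and TD, with 0 to 8, Ucp1, with 0 to 5, and Cidea, with 0 to 16, so that small changes in them were not detectable. Without a filter on low counts the adjusted p-values of many named genes were far smaller, such as 1.84e-119 for Elovl3 in TD against TA, against 1.25e-38 to 7.42e-06 under the other alternatives, and the cause was not tested.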

Differences from the paper's values

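None of the tests in this part was chosen after the result was seen. The numbers under the columns of Fig. 5a, which plots GO terms, are about 760 for TD against WT, about 600 for TD against TA and about 940 for TA against WT in Fig. 5a, read by eye, and the figure does not say which genes they count. The differentially expressed genes counted here were 4418, 2524 and 1683. For TD against WT, of the alternatives set before the data were examined only an absolute log2 fold change above 1 came within 1.5 times of the paper's number, with 795. For TA against WT the fit of only the 2 genotypes gave 1231, and 1215 were called without TA replicate 1, 1160 without WT replicate 1, 1343 without WT replicate 3 and 1329 without WT replicate 4. The other alternatives for these 2 comparisons did not come within that range. For TD against TA none of the alternatives did, and their counts ran from 362 to 3526.

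The paper lists Acat3 among genes of fatty acid oxidation enriched in TA cells. Its rise in TA over WT (0.59, adjusted p = 0.0782) was not called by adjusted p in any other fit, with values from 0.0515 to 0.240. With an unadjusted p of 0.01125 from edgeR's test it passed the thresholds of the legend of Fig. 5b. Those were tried as an alternative for counts of genes only. Acat3 was called lower in TD than in TA (-0.92, adjusted p = 0.00809). The paper names Cox8b among beige cell genes raised in TA over WT and TD. Its rise over WT (0.50, adjusted p = 0.175) was not called under any alternative, with adjusted p-values from 0.111 to 0.326. The paper names Cpt2 among genes transcribed by TA PPARγ, from its ChEA result. It also reports PPARγ binding to lipid catabolism genes by ChIP-qPCR, which RNA levels do not measure. The RNA level of Cpt2 in TA was not above that in WT (-0.17, adjusted p = 0.348), with adjusted p-values from 0.116 to 0.725 under the alternatives. Cpt2 was called lower in TD than in TA (-0.45, adjusted p = 0.00821 from edgeR's test).

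In Fig. 5c Cox20 is marked in the panel of TD against TA. It was lower in TD (-2.64, adjusted p = 0.109). By adjusted p it was called only without TA replicate 3 (-3.02), without WT replicate 1 (-2.63) and without a filter on low counts (-2.63). With an unadjusted p of 0.0275 from edgeR's test it passed the thresholds of the legend of Fig. 5b. Acoxl is marked in the panel of TD against WT. It was lower in TD (-1.54, adjusted p = 0.0580). By adjusted p it was called only without TD replicate 2 (-2.07) or WT replicate 3 (-1.73). It too passed the thresholds of the legend of Fig. 5b (unadjusted p = 0.0179 from edgeR's test).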

Other observations

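The tests of library size, of GC content and gene length, of genes with many counts and of the share of adipocytes on the lists of oxidative phosphorylation and fatty acid oxidation, the counts over other divisions of the libraries and the test of the stretch around Pparg were set before their results were seen. The tests of genes elsewhere in the genome were chosen only after the result was seen, as was the rule that a list kept its difference when camera and fry both called it and more than 0.5 of its size remained.

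For each comparison the 8 libraries were divided into groups of 4 in the 35 possible ways, and each division was tested as the genotypes were. For TD against WT 1 of the 35 divisions, the genotypes themselves, gave as many differentially expressed genes, and the next largest count was 1 gene against 4418. For TA against WT 1 of 35 did, with 77 genes at most in another division. For TD against TA 1 of 35 did, with 28 at most. The other divisions mix both genotypes, so a real difference widens their spread and lowers their counts. Those counts are therefore not a rate of false calls. Any steady difference between the groups, of genotype or of culture, would give the same result.

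The lower expression of oxidative phosphorylation genes in TD than in WT was tested against 4 technical or indirect explanations. After each library was thinned to 16553324 counts the median log2 fold change was -0.68 (-0.6793), and 4357, 1646 and 2517 genes were called in TD against WT, TA against WT and TD against TA, which argues against library size. After correction for GC content and gene length, which shifted genes by an SD of 0.0977 and by up to 0.245 on the log2 scale and left 4770 genes called, the median was -0.536. Without mitochondrially encoded genes and the 20 genes with the most counts it was -0.685. For fatty acid oxidation enzymes the values were -0.564, -0.544 and -0.578. Each of the 6 was called by camera and met the rule above, which also requires fry. A lower share of differentiated adipocytes in the TD cultures could lower both lists. The score of the oxidative phosphorylation genes fell by 0.22 more than that of adipocyte markers (-0.2199; exact permutation p = 0.0286, the smallest that 4 against 4 allow), which argues against that share as the whole cause. For fatty acid oxidation enzymes the difference beyond the adipocyte markers was -0.0565 (exact permutation p = 0.114), so a lower share of adipocytes remains a candidate explanation of this fall from WT. Against TA the same difference was -0.129 (exact permutation p = 0.0286). These p-values are not adjusted for the other pairs of lists compared. Of the 24 adipocyte markers tested 13 are also in other lists written by hand, the PPAR targets among them, 6 are in the heat maps of the study and 24 were above 5 CPM in WT, so a change in PPARγ activity without a change in cell share stays open as well. The effect of genotype itself is the biological explanation the design gives, and it was not separated from cell share.

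The adipocyte markers had a median of -0.50 in TD against WT (camera adjusted p = 1.0e-11), with 19 called lower and 1 higher (21 and 1 adjusted over the list alone), and -0.49 in TD against TA (camera adjusted p = 2.30e-09), with 16 lower and 3 higher. Their scores were -0.27 ± 0.11 (SD, n = 4) in TD, 0.18 ± 0.094 in WT and 0.090 ± 0.19 in TA, and the 4 TD libraries lay below the others (exact permutation p = 0.0286 each). TA against WT had a median of -0.013 (camera adjusted p = 0.0483, fry adjusted p = 0.357, 0.00163 to 0.775 over the settings tried). It turned positive without TA replicate 1 (0.010), TA replicate 3 (0.082), WT replicate 1 (0.022) or WT replicate 4 (0.015), was not called without TD replicate 2 (-0.013), and was -0.097 without TA replicate 2, -0.036 without TA replicate 4, -0.061 without WT replicate 2 and -0.053 without WT replicate 3.

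The stretch of 10 Mb on either side of Pparg held 168 tested genes, of which 42.9% were called in any comparison, against 36.9% (36.93) of the genes elsewhere. Of 1168 stretches with as many tested genes, 92.0% (92.04) had a smaller share, and between 91.95% and 94.5% did for single comparisons. The paper's methods name only C57BL/6J mice for the zygotes and for the cross of the carriers, and no other strain that could have given a flanking stretch. Whether such a stretch raised the share near Pparg cannot be told apart from chance at these values, since the share lies high but within the range of the other stretches. The share of genes called elsewhere decides nothing about it, since variants near Pparg could also act on distant genes.

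The Pex genes, which encode the peroxins of peroxisome assembly, had a median of -0.30 in TD against WT (camera adjusted p = 0.000187, fry adjusted p = 0.00203), with 9 of 17 called lower and 11 adjusted over the list alone. Their scores were -0.11 ± 0.055 (SD, n = 4) in TD and 0.14 ± 0.047 in WT, without overlap. In TD against TA the scores overlapped (exact permutation p = 0.257), and the mean log2 fold change of the members was -0.086. The median there was -0.21 (camera adjusted p = 0.0104), with 6 called lower and 1 higher, 7 and 1 adjusted over the list alone. That was -0.13 without TA replicate 4. Between TA and WT it was -0.093 (camera adjusted p = 0.0595, 0.00628 to 0.508 over the settings tried), called without TA replicate 2 (-0.105), TA replicate 4 (-0.13), WT replicate 2 (-0.098) or WT replicate 3 (-0.14) and without a filter on low counts, and -0.032 without TA replicate 3. No gene of the list is in the heat maps of the study, 16 were above 5 CPM in WT, and the paper does not report on it.

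The interferon-induced genes, of which 57 of 67 were above 5 CPM in WT, had a median of -0.16 in TD against TA (camera adjusted p = 0.0585), with 2 called higher and 3 lower (1 and 2 adjusted over the list alone). The scores of TD (0.14 ± 0.51) and TA (0.32 ± 0.13) overlapped (exact permutation p = 0.457). The median was called without TA replicate 3 (-0.19), TA replicate 4 (-0.18), TD replicate 3 (-0.235), TD replicate 4 (-0.36), WT replicate 2 (-0.166), WT replicate 3 (-0.157) or WT replicate 4 (-0.166), and it was -0.028 without TD replicate 1, -0.031 without TD replicate 2 and -0.097 without TA replicate 2. Its adjusted p ran from 5.79e-06 to 0.858 over the settings tried.

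The ribosomal proteins, 80 of 84 above 5 CPM in WT, had scores of 0.021 ± 0.075 (SD, n = 4) in TD, 0.041 ± 0.12 in TA and -0.062 ± 0.11 in WT, which overlapped. The median was 0.11 in TA against WT (camera adjusted p = 0.00517, fry adjusted p = 0.237, 2.06e-06 to 0.658 over the settings tried), with 2 called higher and 12 higher at an unadjusted p under 0.05. It was not called without TA replicate 3 (0.071), TA replicate 4 (0.059) or WT replicate 2 (0.078). Between TD and WT it was 0.094 (camera adjusted p = 0.0906, 0.000933 to 0.765 over the settings tried), with 11 called higher and 3 lower (9 and 3 adjusted over the list alone), and was called without TD replicate 4 (0.14) or WT replicate 1 (0.18). Between TD and TA it was -0.015 (camera adjusted p = 0.529), with 1 called higher and 5 lower. The sign turned without TA replicate 3 (0.013), TA replicate 4 (0.020) or TD replicate 4 (0.012), and the median was -0.056 without TA replicate 2, -0.047 without TA replicate 1, -0.041 without TD replicate 1, -0.023 without TD replicate 2, and -0.0089 without WT replicate 1 and -0.0090 without WT replicate 3.

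The macrophage markers, 16 of 18 above 5 CPM in WT, had scores of 0.64 ± 0.16 (SD, n = 4) in TD, -0.62 ± 0.85 in TA and -0.020 ± 0.72 in WT. TD against TA had a median of 1.04 (camera adjusted p = 5.04e-08, fry adjusted p = 0.0348), with 7 called higher, 13 adjusted over the list alone, and no overlap of the libraries (exact permutation p = 0.0286). Between TD and WT it was 0.41 (camera adjusted p = 0.0154, fry adjusted p = 0.229), with 2 called higher. That was 0.82 without WT replicate 2 and 0.20 without WT replicate 4, where it was not called (0.119; 9.98e-05 to 0.635 over the settings tried). Between TA and WT it was -0.62 (camera adjusted p = 0.00486, fry adjusted p = 0.313), with 6 lower and 1 higher at an unadjusted p under 0.05 and no gene called. It was -1.10 without TA replicate 3, and it was not called without TA replicate 2 (-0.39) or WT replicate 2 (-0.25), with 2.77e-08 to 0.593 over the settings tried. The cause of the wide spread within TA and WT was not tested.

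The cell cycle markers, 9 of 21 above 5 CPM in WT and 1 in the heat maps, had a median of 0.45 in TD against WT (camera adjusted p = 0.0111, fry adjusted p = 0.0678), with 6 called higher and 1 lower, as many adjusted over the list alone. That was not called without WT replicate 4 (0.31; adjusted p = 0.0502, and 0.000683 to 0.524 over the settings tried). Between TD and TA it was 0.44 (camera adjusted p = 0.000805, fry adjusted p = 0.0497), with 2 called higher and 7 adjusted over the list alone. Between TA and WT it was -0.043 (camera adjusted p = 0.644), with 1 gene lower at an unadjusted p under 0.05. It turned positive without TA replicate 1 (0.016), TA replicate 2 (0.069) or WT replicate 2 (0.11), and was -0.16 without TA replicate 3, -0.11 without WT replicate 4 and -0.023 without WT replicate 3. The scores were 0.29 ± 0.14 (SD, n = 4) in TD, -0.15 ± 0.30 in TA and -0.14 ± 0.28 in WT, and the groups overlapped.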
